# Annelid adult cell type diversity and their pluripotent cellular origins

**DOI:** 10.1038/s41467-024-47401-6

**Published:** 2024-04-12

**Authors:** Patricia Álvarez-Campos, Helena García-Castro, Elena Emili, Alberto Pérez-Posada, Irene del Olmo, Sophie Peron, David A. Salamanca-Díaz, Vincent Mason, Bria Metzger, Alexandra E. Bely, Nathan J. Kenny, B. Duygu Özpolat, Jordi Solana

**Keywords:** Regeneration, Evolutionary developmental biology, Adult stem cells

## Abstract

Many annelids can regenerate missing body parts or reproduce asexually, generating all cell types in adult stages. However, the putative adult stem cell populations involved in these processes, and the diversity of cell types generated by them, are still unknown. To address this, we recover 75,218 single cell transcriptomes of the highly regenerative and asexually-reproducing annelid *Pristina leidyi*. Our results uncover a rich cell type diversity including annelid specific types as well as novel types. Moreover, we characterise transcription factors and gene networks that are expressed specifically in these populations. Finally, we uncover a broadly abundant cluster of putative stem cells with a pluripotent signature. This population expresses well-known stem cell markers such as *vasa*, *piwi* and *nanos* homologues, but also shows heterogeneous expression of differentiated cell markers and their transcription factors. We find conserved expression of pluripotency regulators, including multiple chromatin remodelling and epigenetic factors, in *piwi+* cells. Finally, lineage reconstruction analyses reveal computational differentiation trajectories from *piwi+* cells to diverse adult types. Our data reveal the cell type diversity of adult annelids by single cell transcriptomics and suggest that a *piwi*+ cell population with a pluripotent stem cell signature is associated with adult cell type differentiation.

## Abstract (web summary)

The cellular atlas of *Pristina leidyi* reveals cell type diversity in adult annelids by single cell transcriptomics, discovering several novel cell types and suggesting a pluripotent stem cell signature associated with adult cell type differentiation

## Introduction

Most annelid species can regenerate at least some body parts and continuously add new body segments from a posterior growth zone throughout their lives. Many are also capable of asexual reproduction by fragmentation or fission. Therefore, many annelids can generate and regenerate all adult cell types from pieces of the adult body^1,2^. However, the cellular and molecular mechanisms of adult cell differentiation are still poorly understood. Cell proliferation is spatially highly localised during adult forms of development in annelids, with proliferation being concentrated in the tip of the tail during segment addition, in mid-body zones during fission, and at the wound site during regeneration. Within these proliferative zones, large numbers of cells that express conserved stem cell markers have been detected, suggesting a role for stem cells in these processes. For example, during posterior growth, high concentrations of cells expressing stem cell markers *piwi* and *vasa*, among others, are found in the segment addition zone^3^. During fission, cells expressing *piwi*, *vasa*, and *PL10* are highly concentrated in early to mid-stage fission zones of species of *Pristina*^4–6^. During regeneration, expression of several pluripotent cell markers is initiated at the wound site seemingly de novo in species of *Capitella* and *Pristina*, suggestive of a de-differentiation process^5–11^, and in a species of *Enchytraeus*, there is also evidence of cells expressing *piwi* migrating toward wound sites to participate in regeneration^12–14^. To understand how annelids continuously produce new differentiated cells as juveniles and adults during posterior growth, asexual fission and regeneration, it is key to elucidate how many cell types are present in adult annelids, and to reconstruct their differentiation trajectories.

Tracing developmental cell lineages is remarkably difficult in adult animal models without well-developed transgenesis. Single cell transcriptomics (scRNA-seq) has emerged as a powerful tool to study the cellular composition – the *cell type atlas* – of multicellular organisms^15^. But, importantly, scRNA-seq has also fuelled the development of lineage reconstruction algorithms^16^. These algorithms order cells in their differentiation trajectory, revealing the genetic changes that underlie the transition from stem cell to differentiated cell types. Making use of this powerful approach, differentiation trajectories have been reconstructed in adult cell type differentiation models such as planarians^17,18^, acoels^19,20^, cnidarians^21^, sponges^22^, and amphibians^23,24^.

Cell-type atlases of embryonic, larval and adult annelids have previously been generated^25–28^. However, despite the multiplication of single-cell atlas studies in diverse metazoan species, annelid adult cell types and their differentiation trajectories are still uncharacterised. *Pristina leidyi* (hereafter referred to as *Pristina*) is a convenient laboratory model annelid to address these questions^29,30^. It grows very rapidly in culture conditions by asexual reproduction, using a mechanism called paratomic fission, in which the worm starts forming and differentiating new head and tail segments from within a single body segment, producing a chain of worms^30^. Eventually, these clones separate and become distinct individuals. Thus, these worms are constantly generating all body parts and therefore all adult cell types. Three different zones of intense proliferation have been described in adult *Pristina* worms by S-phase cell EdU/BrdU labelling, located in the anterior end, the posterior end and the fission zones^30,31^. These areas also contain large numbers of *piwi*+, *nanos*+ and *vasa*+ cells^5,6^. This molecular signature has been associated with the stem cells of very diverse invertebrates^32–35^. The transcriptome of these cells has been profiled in some organisms, giving insight into their expression patterns and their heterogeneity, which reflects their developmental potency. For instance, the stem cell pool in planarians contains stem cells that coexpress *piwi* with transcription factors characteristic of differentiated cell types^36–40^. However, in annelids, the transcriptional profiles of *piwi+* cells and their differentiated counterparts are still unknown.

Here we used scRNA-seq to profile the adult cell type atlas of *Pristina* and reconstruct its differentiation trajectories. We characterised all major adult cell types and uncovered an abundant *piwi*+ cell cluster with a clear stem cell signature. We reconstructed *piwi*+ cell differentiation trajectories to diverse cell types, a signature of pluripotency. We also showed that this population is heterogeneous, indicating the presence of committed stem cells. Finally, we characterised the molecular signature of annelid *piwi*+ cells at the transcriptional level, revealing a transcriptional program composed of RNA binding proteins, cell cycle control, DNA repair mechanisms, and chromatin regulators. Our data show that adult cell type differentiation in *Pristina* is underlied by a *piwi+* cell population with a pluripotent stem cell signature.

## Results

### A cell-type atlas of the annelid *Pristina leidyi*

We first obtained a new transcriptome from adult *Pristina* individuals (mixed stages, mRNA) using Iso-Seq. Of the 29,807 transcripts, we annotated 18,551 transcripts using eggNOG^41^ and 19,582 transcripts using Diamond BLAST^42,43^ (18,114 transcripts overlap, Supplementary Data 1, Supplementary Note 1). We then used ACME^44^ to obtain cell dissociations of adult mixed populations of *Pristina* containing intact organisms in all fissioning stages (Fig. 1A) and performed three independent single-cell transcriptomic experiments using SPLiT-seq^45^ (Fig. 1A) with 4 rounds of combinatorial barcoding. We obtained a total of 80,387 cell profiles and used Scrublet^46^ and Solo^47^ to eliminate 4966 cells (6.1%) as potential doublets (Supplementary Fig. 1, Supplementary Note 1). 

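The 3 experiments were built from mixed populations of whole worms, dissociated and fixed with ACME, a mixture of acetic acid and methanol. In SPLiT-seq the transcripts of each fixed cell are labelled over 4 rounds of barcoding, and unique molecular identifiers (UMIs) mark the single molecules. The authors removed adapters from the reads, matched the barcodes, aligned the reads to their own transcriptome with STAR and counted UMIs per transcript and cell, keeping cells with at least 50 genes. They deposited these counts without normalisation, for 27,759 transcripts in 80,387 cells, and the name of each cell gives its sub-library and through it its experiment. Experiment 1 holds 7,779 cells and 3,374,918 UMIs, experiment 2 holds 32,115 cells and 12,615,409 UMIs, and experiment 3 holds 40,493 cells and 18,146,096 UMIs. The paper's reported reads are 260,249,138, 2,052,036,952 and 2,707,533,820, which comes to 77.1, 163 and 149 reads per UMI. The paper's filter on transcripts with very high counts left out PrileiEVm019490t1, which alone holds 64.8% of the UMIs. Without it the 3 experiments hold 1,193,920, 4,621,814 and 6,194,045 UMIs, with a median of 119, 113 and 105 UMIs per cell and of 98, 89 and 88 transcripts per cell. All values at the claims use these UMIs.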

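Scrublet, run on each experiment, scored 138, 1,162 and 1,339 cells above the paper's limit of 0.14, which is 3.28% of all cells, and Solo was not run here. Cells with 700 or more transcripts or 900 or more UMIs were also left out, 251 in all. Of the 77,497 kept cells, 7,616 came from experiment 1, 30,939 from experiment 2 and 38,942 from experiment 3. No table of cell types was used, so the cells were clustered again with the paper's settings and the clusters were named from 280 of the paper's marker transcripts. The 73 transcripts chosen by name in advance were kept out of the clustering and out of the naming, so that no cluster was formed on them. The transcripts with the largest changes between *piwi*-like and other cells were picked from the test and, where not among the 73, were not kept out. Rebuilt clusters are called X-like, and their borders can differ from those of the paper. Each experiment counts as 1 replicate. Expression is given as CPM, the UMIs of a transcript summed over the cells of 1 type in 1 experiment and scaled to a total of 1000000 UMIs, as mean ± SD over the 3 experiments, with the CPM over all other named cells for comparison. With 3 experiments on each side an exact permutation test cannot give a p below 0.1, so no test was run on single CPM values, and the statement made is in how many experiments a type is the highest. The authors counted reads of any mapping quality, so that reads shared by near-identical transcripts enter the counts, which leaves the values of single histones, globins and other members of large families uncertain.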

We explored the preprocessing parameter space with the remaining 75,421 cells (Supplementary Data 2, Supplementary Fig. 2, Supplementary Note 1) and then clustered the dataset with the Leiden algorithm at resolution 1.5. This allowed us to robustly identify 60 cell clusters (Fig. 1B, Supplementary Fig. 2C-D, Supplementary Fig. 3A) that are reproducible across parameter conditions (Supplementary Data 2), and have highly specific markers (Fig. 1C, Supplementary Fig. 2, Supplementary Data 5). 

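The clustering gave 63 clusters, of which 50 matched 1 of the paper's cell types by their markers, and 45 of the 46 types sought were found. The number of clusters moved most with the resolution, from 50 clusters at 1.0 to 70 at 2.0, while another random seed gave 61. Of 52 transcripts that the paper gives for types outside the *piwi*+ cells and whose type was found, 46 had their highest CPM in that type in all 3 experiments, 5 in 2 experiments and 1 in 1 experiment. The paper gives these transcripts, and the markers used for naming, from these same cells. Neither this tally nor the single values below are therefore independent evidence.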

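In the clustering repeated here, 13 clusters did not meet the rule for a name. They held between 16 and 182 cells each and 1,375 cells together, 1.77% of the kept cells. Their share was 0.683% in experiment 1, 1.83% in experiment 2 and 1.94% in experiment 3, and they were left out of the CPM values.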

We left some small clusters unannotated as further potential doublets (46, 47, 48, 50, 51, 52, 53, 54, 56, 57, 58, ranging from 174 to 41 cells, 0.2% and 0.05% of the dataset, respectively, Supplementary Note 1).

**Fig. 1:**
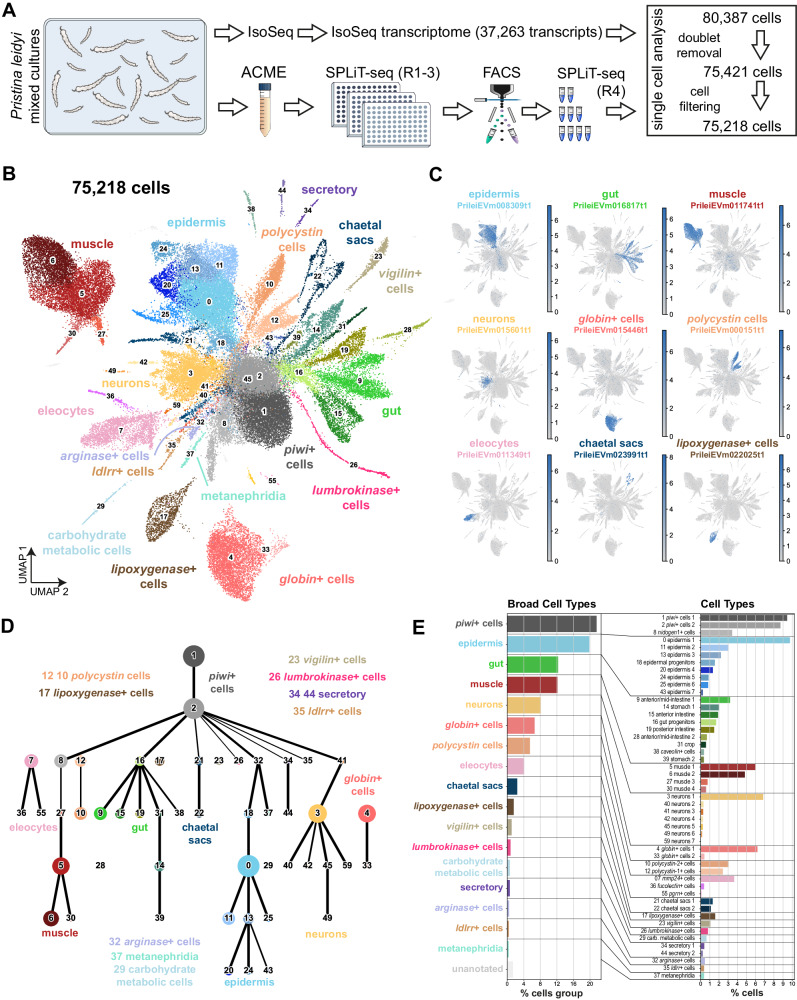
Single-cell atlas of adult *Pristina leidyi* annelids. **A** Experimental workflow. Cartoon adapted from reference. 44. **B** UMAP visualisation of the 75,218-cell *Pristina leidyi* single-cell transcriptomic atlas with clusters coloured according to their cell identity. **C** Expression plots of markers of the major broad types, including epidermis, gut, muscle, neurons, *globin*+ cells, *polycystin* cells, eleocytes, chaetal sacs and *lipoxygenase*+ cells. **D** Lineage reconstruction abstracted graph (PAGA) showing the most probable path connecting the clusters. Each node corresponds to a cell cluster identified with the leiden algorithm. The size of nodes is proportional to the amount of cells in the cluster, and the thickness of the edges is proportional to the connectivity probabilities. Nodes are coloured according to their cell identity. **E** Cell cluster percentages at the broad cell type and the cell type levels.

We then performed PAGA^48^ using only annotated clusters (Fig. 1D, Supplementary Note 1) to reconstruct differentiation trajectories. PAGA estimates connectivity within clusters that can be interpreted as computationally inferred lineage relationships. This lineage reconstruction allowed us to classify the broad cell types (Fig. 1E). 

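Epidermis-like clusters held 17.1% ± 8.98 of the kept cells, muscle-like clusters 11.1% ± 3.10, *globin*-like clusters 6.37% ± 2.82, neuron-like clusters 6.15% ± 3.66, *polycystin*-like clusters 4.29% ± 3.00, eleocyte-like clusters 3.83% ± 0.646 and chaetal sac-like clusters 2.41% ± 1.20 (mean ± SD, n = 3 experiments). The SDs show that most of these shares differed widely between experiments. Gut-like cells made up 39.3% of experiment 1, 10.7% of experiment 2 and 7.95% of experiment 3, so that their mean of 19.3% ± 17.4 rests on experiment 1, the smallest. Over all kept cells together, gut-like clusters held 12.1%, epidermis-like clusters 19.5%, muscle-like clusters 12.3% and neuron-like clusters 7.69%.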

We also performed a co-occurrence analysis of cell type clusters^49^, using the gene expression data of highly variable genes, summed at the cell cluster level. This analysis broadly confirmed our cluster groups (Supplementary Fig. 5). We annotated individual cell types and group identities by considering their gene markers within the context of the published annelid literature, the lineage reconstruction and the in situ Hybridisation Chain Reaction (HCR) characterisation (Fig. 1E, Supplementary Note 2).

### In situ *HCR* validates epidermal, muscular and neuronal identities and reveals high antero-posterior regionalisation of the gut in *Pristina leidyi*

We developed a multiplexed in situ HCR protocol for *Pristina* and validated most cluster identities using specific cluster markers (Supplementary Data 6, Supplementary Fig. 6). First, we characterised major cell types such as epidermis, neurons, and muscle (Fig. 2A). We characterised the epidermis based on the expression of PrileiEVm008309t1. This marker was found all across the outer body wall and along the entire length of the worm’s body (Fig. 2B). 

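PrileiEVm008309t1 reached 9,156 CPM ± 3,413 in epidermis-like cells and 205 CPM ± 38.2 in all other named cells. It was highest in epidermis-like cells in each of the 3 experiments, from 11,910 UMIs there against 2,028 UMIs elsewhere. Its lowest value in epidermis-like cells, 5,387 CPM, lay far above its highest value outside them, 236 CPM.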

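The synaptotagmin transcript PrileiEVm012030t1 was measured at 2,619.6 CPM ± 1,423 in neuron-like cells and at 48.8 CPM ± 22.3 in all other named cells. For PrileiEVm000558t1 the values were 3,058 CPM ± 878 and 56.4 CPM ± 41.0. Both were highest in neuron-like cells in 3 of 3 experiments. The type with the next highest CPM, all experiments pooled, was secretory-like for synaptotagmin, at 1,499.6 CPM, and *ldlrr*-like for PrileiEVm000558t1, at 279 CPM. Pooled in the same way, neuron-like cells had 1,807 and 3,330 CPM. For synaptotagmin the types were closest in experiment 3, at 1,395 CPM in neuron-like and 1,208 CPM in secretory-like cells.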

Neural populations were defined based on the expression of *synaptotagmin* (PrileiEVm012030t1) and validated by in situ expression of PrileiEVm000558t1, a broad neuronal marker. We found staining anteriorly in the head and in ventral clusters of neurons across the body, reminiscent of previously published immunostainings for neurons^30,50^ (Fig. 2C). Finally, we characterised muscle clusters based on their high expression of muscle markers (e.g. *myosin*, *tropomyosin*, *troponin*). 

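PrileiEVm000300t1, with 64,241 UMIs in muscle-like cells, had 60,489.5 CPM ± 25,367 there and 447 CPM ± 65.7 in all other named cells. The actin transcript PrileiEVm011741t1, which the paper also plots as a muscle marker, varied less between experiments, with 24,765 CPM ± 2,191 against 193 CPM ± 80.5. Muscle-like cells held the highest CPM of both transcripts in every experiment.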

The in situ hybridisation of one of these markers, the myosin heavy chain homologue gene PrileiEVm000300t1, revealed longitudinal muscle fibres extending along the surface of the animal (Fig. 2D).

**Fig. 2:**
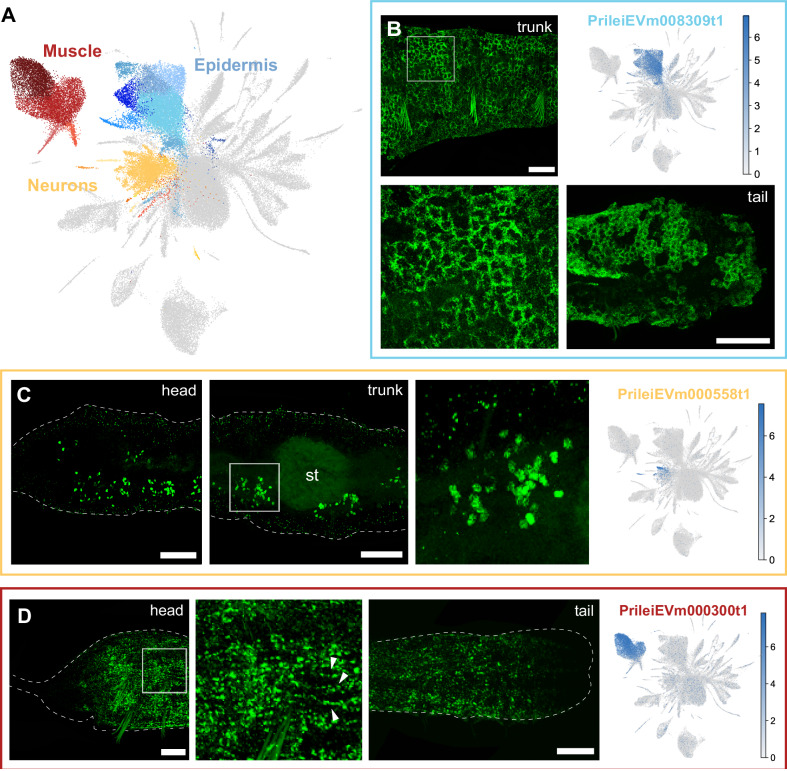
Epidermal, muscle and neuronal clusters in *Pristina leidyi.* **A** – UMAP visualisation highlighting Epidermis (blue), Muscle (red), and Neuron (yellow) clusters. **B** – In situ HCRs and expression plot of epidermis marker PrileiEVm008309t1, showing extensive signal in the epidermal cells across the body. The bottom left panel is a close-up of the top left panel. **C** – In situ HCR and expression plot of the neuronal marker PrileiEVm000558t1, showing groups of neuronal cell bodies across the worm’s body. The right microscopy panel is a close-up from the middle microscopy panel. **D** – In situ HCR and expression plot of the muscle marker PrileiEVm000300t1, showing expression along the worm. The middle microscopy panel is a close-up from the left panel, evidencing muscle fibres (arrowheads). Scale bars are 50 μm unless otherwise specified. All expression patterns displayed in the figure were observed in, at least, 3 different individuals.

We identified 10 gut and gut-associated cell clusters (Fig. 3A), and visualised the localisation of their markers using in situ HCR (Fig. 3B–J). These analyses revealed that *Pristina* has a complex gut organisation with specific molecular regions and cell types along the entire antero-posterior axis. Some of these regions were restricted to as few as 2 segments, such as the crop region (cluster 31) which always occurred in segments 5–7 (Fig. 3B–E; Supplementary Fig. 7). 

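The broad gut marker PrileiEVm016817t1 had 3,923 CPM ± 338 in gut-like cells and 145 CPM ± 28.3 in all other named cells. Within the gut, the crop marker PrileiEVm026965t1 had 15,605 CPM ± 8,966 in crop-like cells against 26.0 CPM ± 23.1 in all other named cells. The stomach marker PrileiEVm019805t1 had 14,955.5 CPM ± 7,431 in stomach-like cells against 79.0 CPM ± 33.0, and gut progenitor-like cells came next with 1,883 CPM over all experiments. PrileiEVm005677t1 had 2,232 CPM ± 557 in anterior intestine-like cells against 29.7 CPM ± 15.7. The anterior/mid-intestine markers PrileiEVm017310t1 and PrileiEVm008813t1 had 6,472 CPM ± 3,040.4 and 7,128 CPM ± 3,682 in their own types against 46.2 CPM ± 19.5 and 123 CPM ± 27.7. PrileiEVm010941t1, given for the anterior and mid intestine, had 3,837 CPM ± 1,395 in those types together against 36.6 CPM ± 11.4. The posterior intestine marker PrileiEVm021761t1 had 3,825 CPM ± 2,242 against 11.0 CPM ± 5.59. In each of the 3 experiments all of these were highest in the type the paper gives.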

Some gut markers exhibited consistent and sharp borders. In all samples analysed, the crop and stomach (clusters 14 and 39) always had a sharp border with cells at this boundary expressing either the crop marker or the stomach marker, but never both (Fig. 3E). Similarly, the most posterior gut marker (PrileiEVm021761t1) was always expressed up until the anus, largely coincident with a region with long cilia in the posterior intestine^51^. In contrast, some markers were expressed in broadly the same regions of the gut, but their cellular expression did not overlap (Fig. 3H, I), indicating the presence of distinct cell types in those regions. Among them, we found a cell cluster with high expression of lumbrokinase enzymes (cluster 26, Fig. 3E), identifying the cell type that produces this previously described fibrinolytic enzyme^52^. 

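Lumbrokinase-like cells were 2.57% of experiment 1, 0.404% of experiment 2 and 0.804% of experiment 3. PrileiEVm016330t1, the marker of Fig. 3E, had 12,420.0 CPM ± 7,977 in them and 42.8 CPM ± 20.4 in all other named cells. Its lowest value in an experiment was 4,053 CPM, in experiment 2. The next type was *polycystin*-like at 350 CPM in experiment 1, *ldlrr*-like at 196 CPM in experiment 2 and *vigilin*-like at 81.8 CPM in experiment 3. With the experiments pooled it was *ldlrr*-like, at 93.1 CPM.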

The expression of intestine markers along the anterior-posterior axis tended to be proportional to the worm’s overall length, suggesting that these gut regions expand proportionally as the worms grow longer (Fig. 3B, Supplementary Fig. 7). These results show that our single cell data resolve the complex gut organisation of *Pristina*, with distinct molecular regions along the anterior-posterior axis and several regionally specific cell types.

**Fig. 3:**
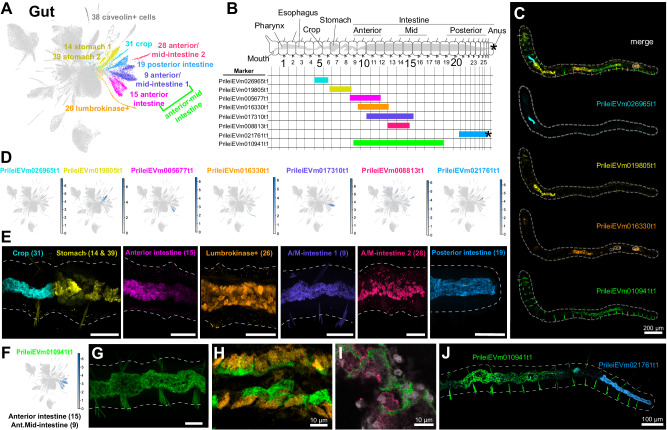
Gut organisation of *Pristina leidyi.* **A** UMAP visualisation highlighting gut and associated clusters. The colour code matches the colours in the microscopy images. **B** General distribution of marker expression representing each gut region along the worm (see Supplementary Fig. 7). Cartoon adapted with permission from references. 5 and 69. **C** Example in situ HCR showing 4 different markers simultaneously, but in distinct regions of the gut (blue, yellow, orange, green). Dashed line indicates the outline of the worm. Circles indicate background signal in the gut. **D** Expression plots of diverse gut cluster markers. Gene colour code matches the colours of the clusters. **E** In situ HCR expression of diverse gut cluster markers. All images are lateral views. Note the strict border between the crop and stomach, where there is no co-expression of the markers. **F** Expression plot of anterior and mid intestine marker PrileiEVm010941t1, with expression in cell clusters 9 and 15. **G** In situ HCR expression of PrileiEVm010941t1. **H** In situ HCR expression of PrileiEVm010941t1 (green) and lumbrokinase+ cell marker PrileiEVm016330t1 (orange), showing non overlapping expression in the same gut region. **I** In situ HCR expression of PrileiEVm010941t1 (green) and anterior/mid-intestine marker PrileiEVm008813t1 (pink), showing non overlapping expression in the same gut region. **J** In situ HCR expression of PrileiEVm010941t1 and posterior intestine marker PrileiEVm021761t1, showing non overlapping expression in distinct gut regions. In all panels, anterior is left and dorsal is up (unless otherwise noted). Tail in (**B**) is ventrolateral. Scale bars are 50 μm unless otherwise specified. All expression patterns displayed in the figure were observed in, at least, three different individuals.

### Single cell transcriptomics reveals a wealth of annelid cell types and novel cell types

We then aimed to characterise the remaining set of clusters (Fig. 4A). We identified previously described annelid cell types as well as novel cell types. For instance, we identified a population of *ldlrr*+ cells (cluster 35), which are distributed throughout the animal (Fig. 4B) and have a morphology with numerous extensions (Fig. 4B, inset), reminiscent of astrocytes^53^. Furthermore *ldlrr+* cells express PrileiEVm006872t1, a homologue of the intermediate filament *gliarin*^54^. 

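In the rebuilt clusters, *ldlrr*-like cells were 0.0788%, 0.268% and 0.506% of the 3 experiments. PrileiEVm014251t1 had 58,833 CPM ± 3,947 in them and 43.6 CPM ± 18.9 in all other named cells, and was highest there in all 3 experiments. Experiment 1 contributes only 488 UMIs to this type, so that its CPM values are coarse for transcripts of low abundance.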

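PrileiEVm006872t1 had 5,048 CPM ± 1,511 in *ldlrr*-like cells, from 159 UMIs, and 1,267 CPM ± 235 in all other named cells. It was highest in *ldlrr*-like cells in 1 of 3 experiments (with 3 UMIs there in experiment 1) and in *piwi*-like cells in the others, where it had 6,611 CPM ± 3,860. Within the *piwi*-like clusters it lay in the *nidogen*-like cells, with 30,842 CPM ± 12,658, against 56.4 CPM ± 7.99 in *piwi* 1-like and 227 CPM ± 175 in *piwi* 2-like cells.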

We also identified a population of cells (cluster 29) located in the posterior gut, up to 3–4 segments before the tail end. These cells express Krebs cycle and mitochondrial enzymes and we therefore refer to them as carbohydrate metabolic cells (Fig. 4C). 

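PrileiEVm001525t1, the transcript mapped in Fig. 4C, had 32,701.5 CPM ± 13,384 in carbohydrate metabolic-like cells and 29.1 CPM ± 0.682 in all other named cells, from 2,246 and 316 UMIs. It was highest in this type in 3 of 3 experiments, and arginase-like cells came next with 139.8 CPM over all experiments. The type held 489 cells, 0.584% ± 0.144 of the kept cells.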

We did not find previous descriptions of these populations in the annelid literature and therefore considered these novel cell types.

**Fig. 4:**
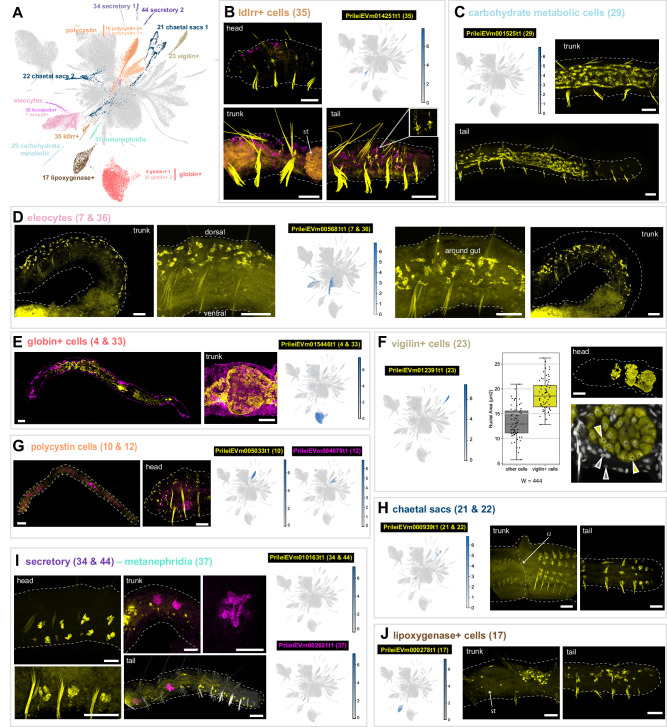
Annelid specific and novel cell types. **A** UMAP visualisation highlighting annelid specific and novel cell types. **B** In situ HCR and expression plot of the *ldlrr*+ cell marker (cluster 35) PrileiEVm014251t1, showing signal throughout the whole animal body. Detail of the extensions of *ldlrr*+ cells is shown in the inset of the tail picture. Magenta counterstaining corresponds to eleocytes and *nidogen*+ cell marker (clusters 7 and 36) PrileiEVm005681t1. **C** In situ HCR and expression plot of carbohydrate metabolic cells marker (cluster 29) PrileiEVm001525t1, showing extensive signal in the posterior end of the animal. **D** In situ HCR and expression plot of eleocyte cell marker (clusters 7 and 36) PrileiEVm005681t1, showing expression in the dorsal area and around the animal’s gut. **E** In situ HCR and expression plot of *globin*+ cell marker (clusters 4 and 33) PrileiEVm015446t1, showing expression around the animal’s gut. Magenta staining corresponds to epidermal marker PrileiEVm008309t1. **F** In situ HCR and expression plot of *vigilin*+ cell marker (cluster 23) PrileiEVm012391t1, in the anterior part of the animal. Barplot shows nuclei area quantification on a sample size of *n* = 130, 65 *vigilin*- nuclei (grey) and 65 *vigilin*+ nuclei (yellow), examined over 3–5 focal planes in three different animals. Barplot squares represent the median line, and lower and upper quartiles. Whiskers represent sample minimum and maximum values. Median is 12.9 µm^2^ for *vigilin*- cells and 18.6 µm^2^ for *vigilin*+ cells. A statistical Wilcoxon test (*W* = 444, *p*-value = 8.009e−15) indicates significant differences between the two groups. **G** In situ HCR and expression plots of *polycystin* cell markers (clusters 10 and 12) PrileiEVm005033t1 and PrileiEVm004079t1, showing the expression of *polycystin-2*+ cells (yellow) segmentally repeated throughout the body wall of the animal and *polycystin-1* + (magenta) only in the anterior region. **H** In situ HCR and expression plots of chaetal sacs markers (cluster 21 and 22) PrileiEVm000939t1, showing the expression in the fission zone (FZ) and in the tail of the animal. **I** In situ HCR and expression plots of secretory (cluster 34 and 44) and metanephridia (clusters 37) markers PrileiEVm010163t1 and PrileiEVm002621t1, respectively. Secretory cells are segmentally repeated, mostly ventrally, all along the whole body of the animal. Metanephridia cells show expression in some specific segments of the midbody and posterior regions. **J** In situ HCR and expression plot of *lipoxygenase*+ cell marker (cluster 17) PrileiEVm000278t1, showing cell expression in the trunk, around the stomach (st), and posterior parts of the animals. In most panels, anterior is left and dorsal is up, except trunk in (**H**), which is ventrolateral. All scale bars are 50 μm. All expression patterns displayed in the figure were observed in, at least, three different individuals.

We also found clusters that likely represent cell types previously described in annelids at the morphological or molecular level. For instance, we found that clusters 7 and 36 express the marker vitellogenin and likely correspond to eleocytes, a type of coelomocyte with a nutritive role and involved in annelid yolk synthesis^55^. 

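PrileiEVm011349t1 had 11,051 CPM ± 6,228 in eleocyte-like cells and 33.3 CPM ± 22.5 in all other named cells. PrileiEVm005681t1 had 1,217 CPM ± 348 in eleocyte-like cells and 108 CPM ± 45.3 elsewhere. The second was less specific, since *nidogen*-like cells, which belong to the *piwi*-like clusters, had 2,092 CPM ± 731. Each was highest in eleocyte-like cells among the broad types in all 3 experiments.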

In *Pristina*, eleocytes were present in the dorsal side and around the gut across the whole body (Fig. 4D). We also found a prominent cell population (clusters 4 and 33) that expressed several extracellular globins (Supplementary Data 3–4). 

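Among the transcripts at the head of the paper's marker list for cluster 4 are 7 extracellular globins and haemoglobin linker chains, and all 7 were highest in *globin*-like cells in each experiment. The globin PrileiEVm020672t1 had 65,210.4 CPM ± 9,160 in *globin*-like cells and 317 CPM ± 201 in all other named cells, and the linker chain PrileiEVm015446t1 had 38,676 CPM ± 8,491 against 158 CPM ± 97.3. PrileiEVm018061t1, PrileiEVm016808t1, PrileiEVm020599t1, PrileiEVm020147t1 and PrileiEVm017615t1 had between 17,812 and 41,852 CPM in *globin*-like cells. With the experiments pooled, the type with the next highest CPM was lipoxygenase-like for all 7, where PrileiEVm020672t1 had 3,396 CPM. In the single experiments this was so for 4 of the 7 in experiment 1, for 1 in experiment 2 and for 7 in experiment 3.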

Although in the annelid *Platynereis dumerilii* such globins are expressed in transverse trunk vessels and parapodial vessels *ii*^56^, we found that *globin*+ cells in *Pristina* occupy large areas in the vicinity of the gut (Fig. 4E). 

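PrileiEVm012391t1 encodes vigilin. It had 45,271 CPM ± 30,290.2 in the cells of its rebuilt cluster and 134 CPM ± 123 in all other named cells, and this cluster was the highest in all 3 experiments. The CPM was 10,807 in the lowest experiment. The cells of this cluster were 3.47%, 0.155% and 1.31% of experiments 1, 2 and 3.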

Then, we identified a cluster (23) marked by the expression of *vigilin*, an RNA-binding protein important for chromosome stability and cell ploidy^57^. In *Drosophila* and humans, the *vigilin* homologue, DDP1, interacts with mRNAs localised in the endoplasmic reticulum^58,59^. *Pristina vigilin*+ cells are located in three large bulbs in the anterior segments of the worm (Fig. 4F). Based on their location and morphology, these likely correspond to pharyngeal glands, which have been described in many oligochaetes, including species of *Pristina*^60,61^. Interestingly, this cluster showed a higher number of RNA UMI counts per cell (Supplementary Fig. 2D). 

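The median number of UMIs in *vigilin*-like cells was 239 in experiment 1 (264 cells), 257 in experiment 2 (48 cells) and 260.5 in experiment 3 (512 cells), against 117, 113 and 103 in all other kept cells. The ratio of the medians was 2.04, 2.27 and 2.53, with a mean of 2.28 ± 0.243, and *vigilin*-like cells had the higher median in 3 of 3 experiments. An exact sign-flip permutation test over the 3 pairs gave a two-sided p of 0.25, the smallest that 3 pairs allow. Taking the mean in place of the median gave a ratio of 2.00. PrileiEVm019490t1 is not among these UMIs, and with it the ratios were 3.91, 2.71 and 4.82.

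**Figure D1:**
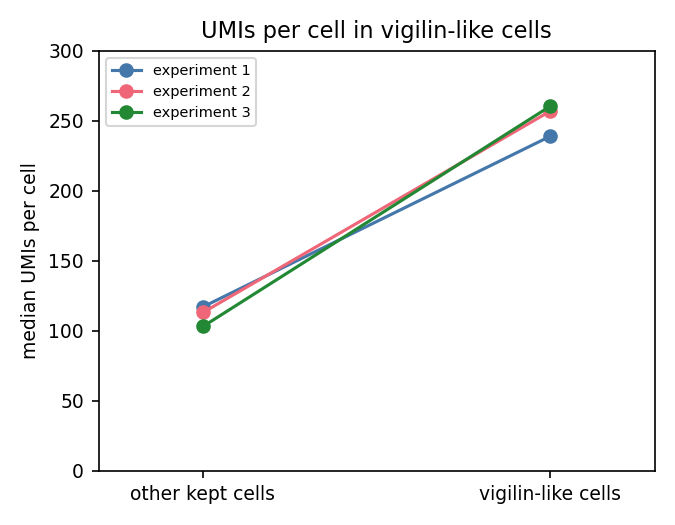
Median UMIs per cell (y axis) in all other kept cells and in vigilin-like cells (x axis), 1 line for each of the 3 experiments. The lines rise from 117 to 239, from 113 to 257 and from 103 to 260.5 UMIs.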

We wondered if this was a technical artefact or a biological observation instead, with *vigilin*+ cells being larger cells. We quantified the cell nuclei area of *vigilin*+ cells and determined that their size is significantly larger than that of other cells (Fig. 4E). This large size could be a product of polyploidisation, but could also be a consequence of increased transcriptional activity or a higher amount of open chromatin^62^. Furthermore, we found a transcript encoding a mucin gene in the marker list. Together, our results characterise this cell type as pharyngeal glands from morphological, cytological and transcriptional data, but this interesting finding would require further work in order to suggest their potential function and diversification within Annelida.

We then examined two prominent and abundant (3.1% and 2.4%) clusters marked by *polycystin* genes, a family of genes associated with cilia^63^. 

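The *polycystin-2*-like cluster held 3.09% of all kept cells and the *polycystin-1*-like cluster 2.44%. Per experiment the first was 0.538%, 3.36% and 3.37% of the cells, a mean of 2.42% ± 1.63, and the second 0.289%, 2.43% and 2.87%, a mean of 1.86% ± 1.38. Both were rarest in experiment 1, and the first held the larger share in 3 of 3 experiments. PrileiEVm005033t1 had 26,527 CPM ± 9,104 in *polycystin-2*-like cells and 71.4 CPM ± 29.9 in all other named cells. PrileiEVm004079t1 had 6,967 CPM ± 3,904 in *polycystin-1*-like cells and 12.4 CPM ± 5.75 in all other named cells. Each was highest in its own cluster in 3 of 3 experiments.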

We found that *polycystin-2*+ cells (cluster 10) were segmentally repeated in the body wall of the worm (Fig. 4G), likely corresponding to sensory cells equipped with ciliary tufts^64,65^. In contrast, *polycystin-1*+ cells (cluster 12) were enriched in the head segments (Fig. 4G). 

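PrileiEVm000573t1 had 3,329 CPM ± 2,240.2 in chaetal sac-like cells and 11.2 CPM ± 3.33 in all other named cells, from 856 and 132 UMIs. The chaetal sac markers PrileiEVm000939t1 and PrileiEVm023991t1 had 5,378 CPM ± 3,088 and 26,248 CPM ± 9,163 in the same cells, against 10.5 CPM ± 4.25 and 30.6 CPM ± 9.20 outside them. In every experiment the 3 transcripts were highest in this type.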

We also found that clusters 21 and 22 corresponded to the chaetal sacs (Fig. 4H), which were marked by the expression of a transcript encoding a *chitin synthase protein* (PrileiEVm000573t1). 

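The conotoxin transcript PrileiEVm010163t1 had 18,737 CPM ± 13,366 in secretory-like cells and 11.3 CPM ± 2.76 in all other named cells. Secretory-like cells were the highest type in 3 of 3 experiments, with a lowest value of 6,747 CPM in experiment 3. Neuron-like cells came next with 66.7 CPM over all experiments, and with 672, 88.2 and 27.6 CPM in experiments 1, 2 and 3.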

Clusters 34 and 44 corresponded to segmentally repeated cells all along the body of the animal, with a likely secretory function (Fig. 4I), based on the expression of a conotoxin protein (PrileiEVm010163t1). Cluster 37 corresponded to the metanephridia with a clear tubular structure (Fig. 4I). 

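No rebuilt cluster met the rule for the name metanephridia, so no value for this type is given. The marker PrileiEVm002621t1 had 105 UMIs in *piwi*-like cells and 1,248 UMIs in the other named cells. A metanephridia-like cluster was found when the normalised counts were clustered without log1p, and in none of the other clusterings that were run.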

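PrileiEVm000278t1 had 21,291 CPM ± 3,274 in lipoxygenase-like cells and 42.7 CPM ± 14.9 in all other named cells, and PrileiEVm022025t1 had 15,737 CPM ± 5,284 against 27.8 CPM ± 19.2. Both were highest in lipoxygenase-like cells in each experiment. The cluster held 26 cells of experiment 1, 614 of experiment 2 and 548 of experiment 3.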

Finally, *lipoxygenase*+ cells (cluster 17) were characterised by the expression of numerous lipoxygenase enzymes (Supplementary Data 3–4). These fatty acid-peroxidising enzymes are involved in a range of immune, signalling and metabolic functions^66^. *Lipoxygenase*+ cells are large cells distributed throughout the AP axis of the animal (Fig. 4J), and could correspond to the previously described chloragocytes^67^.

Altogether, these observations identified several annelid cell types such as the eleocytes, the *globin*+ cells, the *vigilin*+ cells, the *polycystin* cells, the chaetal sacs, the metanephridia and the *lipoxygenase*+ cells, but also revealed previously unknown cell types such as the *ldlrr*+ cells and the carbohydrate metabolic cells, with function and homologies that are yet to be explored. Thus, our single cell dataset reveals new biological insights into blood-related cell types and metabolic cell types among others, opening up numerous research avenues for annelid researchers and for the investigation of the evolution of cell types.

### The transcriptional landscape of annelid adult cell differentiation

We then investigated the specific gene expression patterns of each *Pristina* cell type. Given the low UMI and gene counts of our combinatorial single cell dataset, we used a pseudobulk approach, aggregating raw reads coming from all cells in each cluster. This allowed us to quantify a mean of 11,117 genes per cluster (Supplementary Fig. 8A). 

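Summed over the cells of each cluster, a mean of 12,101.7 transcripts per cluster had at least 1 UMI (SD 6,512 over the 63 clusters, range 1,041 to 24,899). Over the named clusters alone the mean was 13,881.7. The number followed the size of the cluster, with a Spearman rho of 0.988 across clusters, which are not replicates. Asking for at least 3 UMIs lowered the mean to 6,207.3. A single kept cell had a median of 89 transcripts.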

We then used Weighted Gene Coexpression Network Analysis (WGCNA)^68^ to identify genes with correlated expression patterns. We identified 10,796 genes distributed over forty modules of specific gene expression, broadly corresponding to most cell clusters identified (Fig. 5A, Supplementary Data 7). We used Gene Ontology analysis to extract biologically relevant terms for each cell type (Fig. 5B, Supplementary Data 8). For instance, the module *cilia* corresponded to genes expressed in several cell types but enriched in cilia-related GO terms (Fig. 5A, Supplementary Data 8). To assess the potential regulatory layer underlying this transcriptional landscape, we focused our attention on Transcription Factors (TFs). 

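The *pou-6f* transcript PrileiEVm003917t1 had 176 CPM ± 41.7 in neuron-like cells and 5.53 CPM ± 2.51 in all other named cells, from 85 and 68 UMIs. The *myoD* transcript PrileiEVm008071t1 had 47.8 CPM ± 18.7 in muscle-like cells and 3.75 CPM ± 1.00 elsewhere, from 64 and 39 UMIs. Each was highest in that type in 3 of 3 experiments.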

We annotated 958 *Pristina* TFs (see Methods, Supplementary Data 9, Supplementary Fig. 8B–E) and identified cell type-specific expression of dozens of them (Fig. 5C), including well-known markers or regulators of several cell types, such as a *pou-6f* gene in neurons and a *myoD* gene in muscle (Fig. 5D). This included rich regulatory detail, for instance in the gut, with *hnf4* and *nkx-2-1* TFs broadly expressed in gut clusters, but excluded from *lumbrokinase*+ cells, and a *gata-4* TF with similar expression, but including the *lumbrokinase*+ cells (Fig. 5D, asterisk). This analysis allowed us to obtain insight for the first time into our annelid specific and novel cell types, identifying TFs specific to eleocytes, *vigilin*+ cells, *globin*+ cells, *lypoxygenase*+ cells and *polycystin* cells. 

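PrileiEVm006891t1 (*hnf4*) had 151 CPM ± 30.6 in gut-like cells and 22.8 CPM ± 11.8 in all other named cells. In lumbrokinase-like cells it had 11 UMIs, which gave 11.5, 0 and 92.5 CPM in the 3 experiments, out of 87,017, 31,086 and 108,154 UMIs of all transcripts. PrileiEVm004244t1 (*nkx-2-1*) had 114 CPM ± 12.7 in gut-like cells and 27.8 CPM ± 21.9 in all other named cells. In lumbrokinase-like cells it had 0 of 226,257 UMIs, which allows up to 13.3 CPM. PrileiEVm004832t1 (*gata-4*) had 59.4 CPM ± 16.7 in gut-like cells and 114 CPM ± 16.5 in lumbrokinase-like cells, from 27 UMIs. The 3 TFs were highest in the types the paper gives in 2 of 3 experiments each. The exceptions rest on 3 UMIs of *hnf4* and 1 of *gata-4* in *ldlrr*-like cells and 1 of *nkx-2-1* in carbohydrate metabolic-like cells. They were also present in *piwi*-like cells, where *nkx-2-1* had 70.9 CPM ± 32.6.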

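PrileiEVm005230t1 (*ets-4*) had 458 CPM ± 86.1 in eleocyte-like cells against 3.47 CPM ± 1.52 in all other named cells. PrileiEVm005896t1 (*prdm13*) had 220.2 CPM ± 50.9 in *vigilin*-like cells, from 47 UMIs, against 3.31 CPM ± 1.39. PrileiEVm002870t1 (*mlx*) had 260.4 CPM ± 42.4 in *globin*-like cells against 18.3 CPM ± 4.37. The zinc finger PrileiEVm001926t1 had 679 CPM ± 233 in lipoxygenase-like cells against 8.47 CPM ± 5.22, and PrileiEVm010161t1 (*tubby*) had 402 CPM ± 149 in *polycystin*-like cells against 12.1 CPM ± 3.78. Every one of these was highest in the type given in all 3 experiments. The zinc finger PrileiEVm000093t1 had 72.1 CPM ± 33.8 in epidermis-like cells against 12.2 CPM ± 4.72. PrileiEVm005298t1 (*nkx-2-2*) had 52.0 CPM ± 31.7 in gut-like cells against 6.40 CPM ± 6.18. Both were highest in these types in 2 of 3 experiments. In experiment 1 *polycystin*-like cells had 175 CPM of each, out of 5,714 UMIs of all transcripts.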

Next, we used graph analysis to visualise *Pristina* WGCNA modules as a network, and identified several graph connected components that reliably match the WGCNA modules and roughly recapitulate cell type-specific gene expression (Fig. 6A, Supplementary Fig. 9A, B). This allowed us to explore the relationships between gene modules by computing the number of cross-connections between pairs of modules. This highlighted connections between cilia, esophagus and *polycystin* cells suggesting the presence of cilia in such cell types (Fig. 6B), among other connections. To explore potential TFs regulating specific gene modules, we explored the centrality of TFs in each module sub-graph. We detected an agreement between TF centrality and other exploratory metrics such as TF-module connectivity (kME) (Supplementary Fig. 9C–F), revealing further putative TF regulators of each differentiated cell type including multiple homeobox, forkhead and zinc-finger TFs, among others (Fig. 6C). Overall, our analysis reveals the transcriptomic landscape of annelid adult cell type differentiation.

**Fig. 5:**
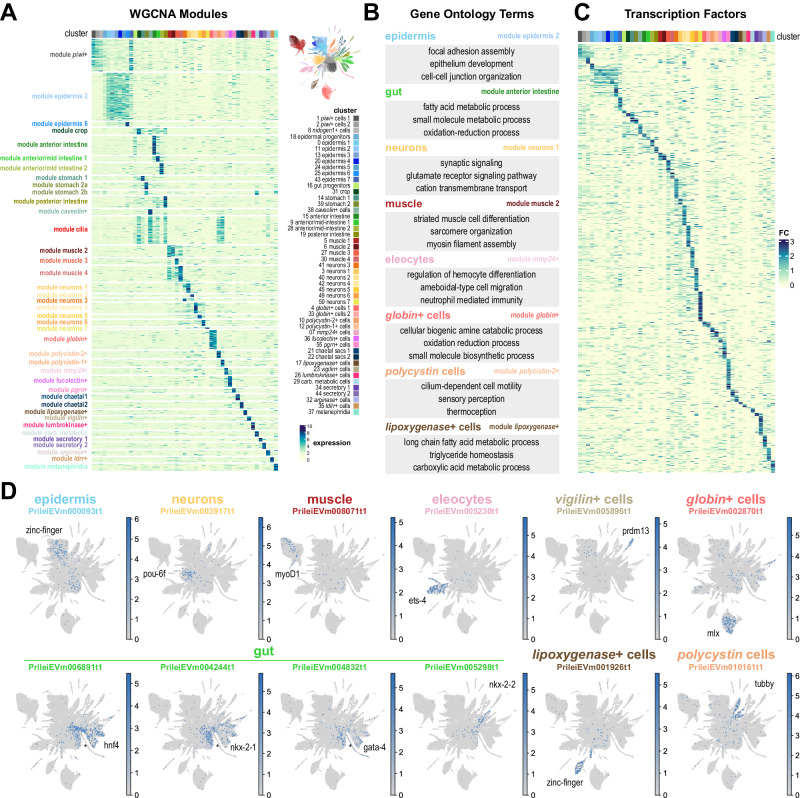
The transcriptional landscape of annelid cell type differentiation. **A** Expression heatmap of 10,796 genes was classified in 40 WGCNA modules (rows), sorted by cluster expression (columns). Colour intensity indicates normalised expression (z-score). **B** Summary of Gene Ontology terms associated with example modules. **C** Expression heatmap of 650 TFs (rows) sorted by cluster expression (columns). Colour intensity indicates expression fold change. **D** Expression plots of TFs associated with individual cell types or broad types. The asterisks point to key differences between TFs.

**Fig. 6:**
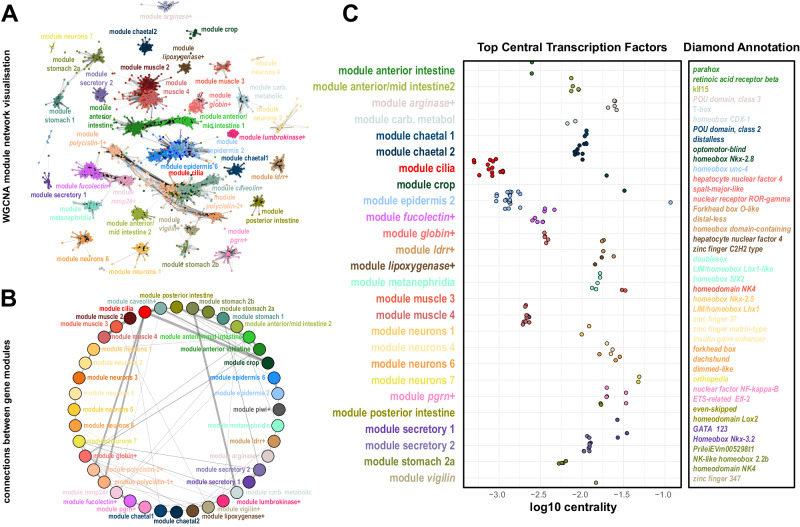
Network analysis of *Pristina* gene modules. **A** Network visualisation of WGCNA modules using the Fruchterman-Reingold layout algorithm. In this visualisation, each gene is represented as a dot, coloured according to its cluster of highest expression, and edges represent gene coexpression based on WGCNA TOM values (>0.35). 38 out of 40 modules survive this threshold (see Supplementary Note 3). **B** Module network visualisation summarising coexpression values between different modules, showing associations between different modules. Edge thickness indicates the number of co-expressed genes from different pairs of modules. **C** Stripplot showing the top central TFs identified in WGCNA modules, and their annotations.

### *Piwi*+ cells are abundant, heterogeneous and have a pluripotent stem cell signature

Next we focused on identifying and characterising putative stem cell populations in *Pristina*. *Piwi*+ cells have been described previously in this species^5,69^ but their transcriptional profiles, cellular properties and differentiation capacities remain largely unknown. 

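UMIs were summed per experiment over the *piwi*-like cells (*piwi* 1-like, *piwi* 2-like and *nidogen*-like) and over all other named cells. The 6 sums held 153,093, 1,709,590 and 820,977 UMIs in *piwi*-like cells and 990,533, 2,644,150 and 4,740,170 UMIs in the others, and 15,657 transcripts passed the filter on low counts. PrileiEVm003567t1 (*piwi-1*) had 295 CPM ± 84.1 in *piwi*-like cells and 65.3 CPM ± 11.5 in the others, a log2 fold change of 2.04 (standard error 0.355, adjusted p = 0.00314 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 experiments). PrileiEVm016887t1 (*nanos*) had 264 CPM ± 28.5 and 14.8 CPM ± 8.95, a log2 fold change of 4.03 (standard error 0.454, adjusted p = 0.00203 from the same edgeR test with Benjamini-Hochberg adjustment, higher in 3 of 3 experiments). The log2 fold change of *piwi-1* moved most without experiment 3, to 2.32. *nanos* was highest in *piwi*-like cells among all broad types in all 3 experiments, and *piwi-1* in 2, since lipoxygenase-like cells had 947 CPM in experiment 1, from 2 of only 2,111 UMIs.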

We found that the central clusters of our UMAP (1, 2 and 8) highly expressed *piwi-1* and *nanos* (Fig. 7A, left panels). These clusters constitute 21.6 % of our dataset (Fig. 1E), indicating that *piwi*+ cells are an abundant cell type in *Pristina*. 

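Of the kept cells 16,883 lay in *piwi*-like clusters, 21.8% of all cells together and 21.0% ± 11.3 as the mean of the 3 experiments. Without experiment 2 the share of all cells together was 13.7%, so that 1 experiment sets this value. By type the means were 9.34% ± 7.65 for *piwi* 1-like, 8.22% ± 2.62 for *piwi* 2-like and 3.45% ± 1.01 for *nidogen*-like cells. Counting instead, without clusters, the cells with a UMI of *piwi-1*, *nanos*, *vasa*, *pcna* or *mcm2* moved the mean most, to 6.26% ± 2.66, a share that grows with the depth of the cells and includes any free RNA.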

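Within the single experiments, the *piwi*-like clusters held 15.8% of the cells of experiment 1 (95% exact binomial interval 14.9% to 16.6%), 33.9% of experiment 2 (33.4% to 34.5%) and 13.3% of experiment 3 (13.0% to 13.7%). The intervals cover counting error only. Each experiment was sequenced as several sub-libraries, 9 in all, which came from the same dissociated cells and are not replicates. Their shares were 17.2% and 14.0% in experiment 1, 36.2%, 35.3% and 31.5% in experiment 2 and between 12.9% and 14.4% in experiment 3. Most of the difference came from the *piwi* 1-like cells, with 5.41%, 18.2% and 4.45% of the cells of the 3 experiments.

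**Figure D2:**
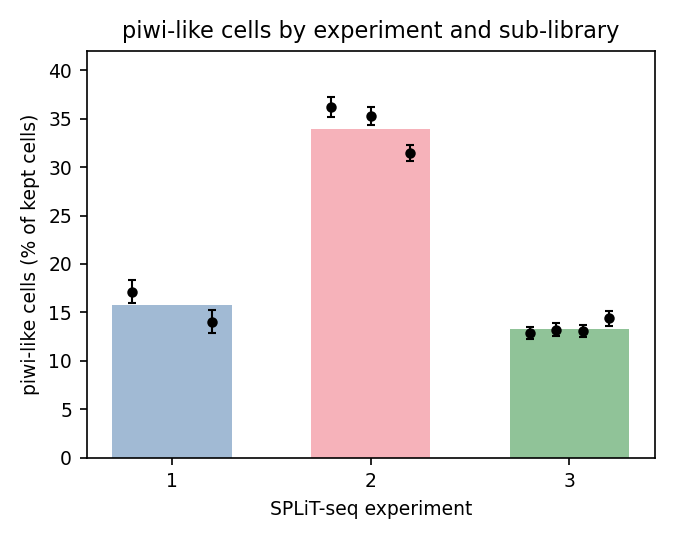
Share of kept cells in piwi-like clusters (y axis, percent) in experiments 1, 2 and 3 (x axis). Bars are the 15.8%, 33.9% and 13.3% of each experiment, and points are its sub-libraries with 95% exact binomial intervals.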

The representation of *piwi*+ cells in our three independent SPLiT-seq experiments ranged from 13.0% to 33.8%. This indicates that the percentage of *piwi*+ cells is highly variable, potentially reflecting differences in the average nutritional state (and therefore growth and fission states) of worms in our three experiments. 

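By the paper's methods the worms had gone 12 days without food in experiment 1, 4 days in experiment 2 and 7 days in experiment 3, so that the lowest share was in the experiment with the middle number of days. Each number of days was used once, with a library protocol of its own, since polyethylene glycol was added in the template switch of experiments 2 and 3 and also in the reverse transcription and ligation of experiment 3. The number of days and the protocol cannot be told apart. The 735 transcripts of Supplementary Data 13, which were chosen by the authors on these cells, need no clusters to be summed. They took 11.9% and 11.2% of the UMIs in the sub-libraries of experiment 1, 18.6%, 18.3% and 18.4% in those of experiment 2 and between 13.3% and 13.8% in those of experiment 3. By this measure, unlike the share of cells, the values fell with the number of days.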

We then analysed the expression of the proliferation markers *pcna* and *mcm2*, as well as histones *h2a* and *h2b*. These genes were very highly expressed in central clusters 1 and 2 (Fig. 7A, right panels). Moreover, our PAGA analysis revealed that most differentiated cell types were connected to *piwi*+ cells by reconstructed differentiation trajectories (Figs. 1D and 7B), including epidermis, muscle and gut, suggesting these cells are a pluripotent population. 

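The CPM in *piwi*-like cells was 289 ± 58.3 for *pcna* (PrileiEVm016982t1) and 559 ± 178 for *mcm2* (PrileiEVm003521t1), against 32.5 ± 19.5 and 56.1 ± 17.9 in all other named cells. PrileiEVm022498t1, which the paper calls *h2a* here and *h3* in Fig. 9, had 1,513 CPM ± 923 against 135 CPM ± 123, and *h2b* (PrileiEVm023936t1) had 2,097 CPM ± 1,335 against 188 CPM ± 176. The log2 fold changes were 3.05 for *pcna* (standard error 0.466), 3.19 for *mcm2* (0.410), 3.40 for PrileiEVm022498t1 (0.708) and 3.38 for *h2b* (0.769), each positive in 3 of 3 experiments. The adjusted p values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.00241, 0.00203, 0.00577 and 0.00816. Without experiment 1 that of *h2b* rose to 0.0571, the highest over the alternatives, which ranged down to 1.61e-12 in the fit with the experiment as a block. Among the broad types *piwi*-like cells had the highest CPM of all 4 transcripts in every experiment.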

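PAGA, run on the 50 named clusters, gave a tree of 49 edges, of which 12 join a *piwi*-like cluster to a cluster of another type, and through these 10 broad types are joined directly. The *piwi* 2-like cluster was joined to neuron-like cells with a weight of 0.673, arginase-like cells with 0.618, anterior intestine-like cells with 0.595, secretory-like cells with 0.446 and 0.258, caveolin-like gut cells with 0.424, chaetal sac-like cells with 0.412, *ldlrr*-like cells with 0.359, lumbrokinase-like cells with 0.259, *polycystin-1*-like cells with 0.243 and *vigilin*-like cells with 0.169. Muscle-like cells were joined through the *nidogen*-like cluster with 0.573. Epidermis-like cells were reached through the arginase-like cells, with 0.879 to the epidermal progenitor-like cluster. The tree is made from all cells together and has no replicates, so the weights carry no error. Such a tree joins every cluster to at least 1 other, however weak the edge. The edges to *polycystin-1*-like and *vigilin*-like cells lay under 0.25, the limit of the paper's PAGA plot. The paper takes such edges as reconstructed differentiation trajectories. It reasons that they join most differentiated types, among them epidermis, muscle and gut, to the clusters expressing *piwi-1* and *nanos*, and proposes that these cells are a pluripotent population.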

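Counted as a share of all UMIs of a transcript over the kept cells, 74.3% ± 8.61 of the histone transcript PrileiEVm022498t1, 73.9% ± 9.11 of *h2b*, 69.0% ± 15.4 of *mcm2* and 66.3% ± 18.2 of *pcna* lay in *piwi*-like cells (mean ± SD, n = 3 experiments). With the experiments pooled the shares were 80.3%, 80.3%, 72.0% and 68.4%, from 6,448, 8,505, 1,979 and 1,172 UMIs. The same clusters held 13.3%, 38.6% and 14.5% of the UMIs of all transcripts in experiments 1, 2 and 3, so that each of the 12 shares lay above the share of all UMIs in its experiment. The lowest single values were 51.7% for *mcm2* and 51.3% for *pcna* in experiment 3. Epidermis-like cells came second, with 18.9% ± 10.7 of *mcm2* and 14.8% ± 10.6 of *pcna*. The mean over the 4 transcripts, 72.1% ± 11.4, moved most without experiment 3, to 78.1%, and without experiment 2 it was 66.7%.

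**Figure D3:**
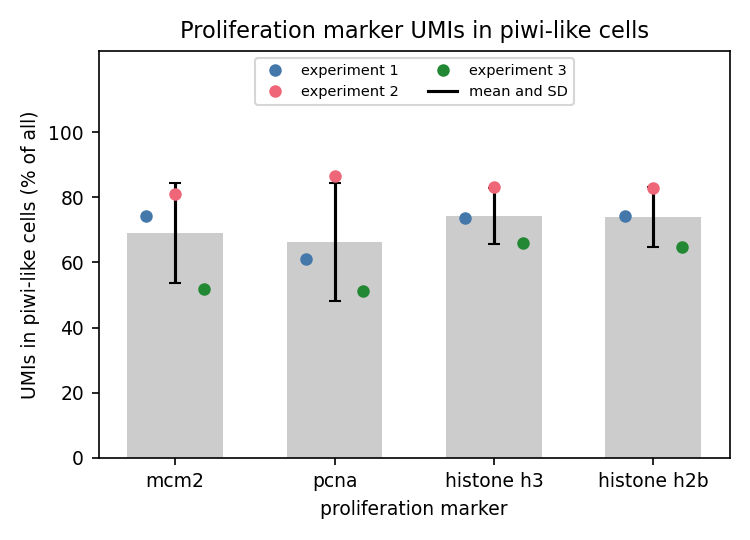
UMIs in piwi-like cells as a percentage of all UMIs of pcna, mcm2, the histone PrileiEVm022498t1 and h2b (y axis). Bars are means and error bars SDs over 3 experiments, and points are the single experiments, from 51.3% for pcna in experiment 3 to 86.6% in experiment 2.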

While we observed expression of proliferation markers in other clusters (Fig. 7A–C), clusters 1, 2 and 8 concentrate most of their expression (ranging from 70.0% to 82.1% of all reads mapped to these features), indicating that *piwi*+ cells are the major proliferative cell type in *Pristina*. To model the developmental potency of *Pristina piwi*+ cells we calculated the potency score^18^. This graph analysis metric evaluates the normalised degree of each node of the abstracted PAGA graph as an estimation of the number of computationally predicted differentiation trajectories that connect to it. While showing the developmental potency of a cell population necessitates transplantation experiments, the potency score is a useful model to hypothesise it from single cell expression data. 

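Potency scores were computed as the summed weights of each cluster's edges in the tree of the 50 named clusters. The *piwi* 2-like cluster scored 6.35 and ranked 1 of 50, with 13 tree edges and with 22 connections of weight 0.25 or more, against 11 for the cluster with the next most. It also ranked 1 at resolutions 1.0 and 2.0, with all transcripts in the clustering, without log1p, with doublets kept and with another random seed. When the unnamed clusters were kept in the graph, the best *piwi*-like cluster, *piwi* 1-like, ranked 2 with a score of 5, and a neuron-like cluster ranked 1 with 8.63.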

The highest potency score in our abstracted graph was attained by *piwi*+ cell cluster 2 (Fig. 7D), suggesting that *piwi+* cells may be pluripotent stem cells. Clusters 16, 0, 3 and 13 also attained high potency scores, as they were connected by the PAGA analysis to several gut, neuronal, and epidermal clusters, reinforcing the scenario of them being progenitors of these differentiated types (Fig. 7D). 

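Behind the *piwi* 2-like cluster came the largest epidermis-like cluster with a score of 5.57 and 8 tree edges, a neuron-like cluster with 4.43 and 5 edges, a stomach-like cluster with 3 edges and the anterior intestine-like cluster with 2.51. The gut progenitor-like cluster scored 2. The scores depend on which clusters exist, and no error can be given for them.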

Pluripotent cells in other organisms have been shown to be heterogeneous^20,38,70–72^, consisting of mixtures of cells that co-express stem cell markers and transcripts that are characteristic of the cell types that they will differentiate into. To elucidate if *Pristina piwi*+ cells are heterogeneous we performed a subclustering of these cell clusters (Fig. 7E) and scored the markers obtained in this analysis (Fig. 7F). In this analysis, a dataset containing only *piwi+* cells is subjected to a single cell analysis and clustering analysis to reveal subclusters of cells. 

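Clustered alone, the 16,883 *piwi*-like cells fell into 9 subclusters of 57 to 5,346 cells. A resolution of 0.6 gave 14 and moved the number most. Subcluster 0 held 46.0% of the *piwi*-like cells of experiment 1, 41.8% of experiment 2 and 7.75% of experiment 3, and subcluster 2 held 6.00%, 1.32% and 64.9%, so that the largest subclusters partly follow the experiments. In subcluster 4 the epidermis markers together reached 8,944 CPM ± 1,705, against 4,123 CPM ± 1,593 in the other *piwi*-like cells. In subcluster 0 the gut markers reached 8,453 CPM ± 2,727 against 4,064 CPM ± 1,249.9. Both differences were found in 3 of 3 experiments. Gene scores against the other *piwi*-like cells were led by epidermis markers in subcluster 4. In subcluster 0 those of *piwi* 2 and carbohydrate metabolic cells led, not those of gut.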

*Piwi*+ subclusters contained markers of several differentiated types, including gut and epidermal cells (Fig. 7F, Supplementary Fig. 10). Furthermore, subcluster 4 showed expression of *nidogen*+ cell markers, which are connected by PAGA with muscle. These results show that *piwi*+ cells co-express stem cell markers plus markers of the several cell types that they may differentiate into. 

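Subclusters 3 and 5 of the rebuilt clustering carried the *nidogen* markers, with 13,078 CPM ± 551 in subcluster 3 against 2,507 CPM ± 1,109 in the other *piwi*-like cells, and 15,403 CPM ± 1,831 in subcluster 5 against 3,378 CPM ± 427. Of their cells 71.6% and 99.5% came from the *nidogen*-like cluster. Muscle markers reached 6,106 CPM ± 5,974 in subcluster 3 against 1,234 CPM ± 268, higher in 3 of 3 experiments, although the SD is nearly as large as the mean. By gene score *nidogen* and metanephridia markers led in subcluster 3, not muscle markers. Eleocyte markers reached 6,249 CPM ± 647 in subcluster 5 against 1,086 CPM ± 303.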

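Subcluster 1, with 3,892 cells, carried the *piwi* 1 markers at 17,763 CPM ± 5,309.7 against 6,736 CPM ± 1,078 in the other *piwi*-like cells. Epidermis markers reached 10,685.5 CPM ± 1,403 in subcluster 3 and 15,115 CPM ± 994 in subcluster 5. These sums were made with markers fixed for the differentiated types, not with markers found in the subclusters.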

Altogether, these analyses showed that *piwi*+ cells in *Pristina* are a heterogeneous cell population with transcriptomic properties that are also observed in other pluripotent stem cells. However, individual cell potencies need to be demonstrated in future studies.

**Fig. 7:**
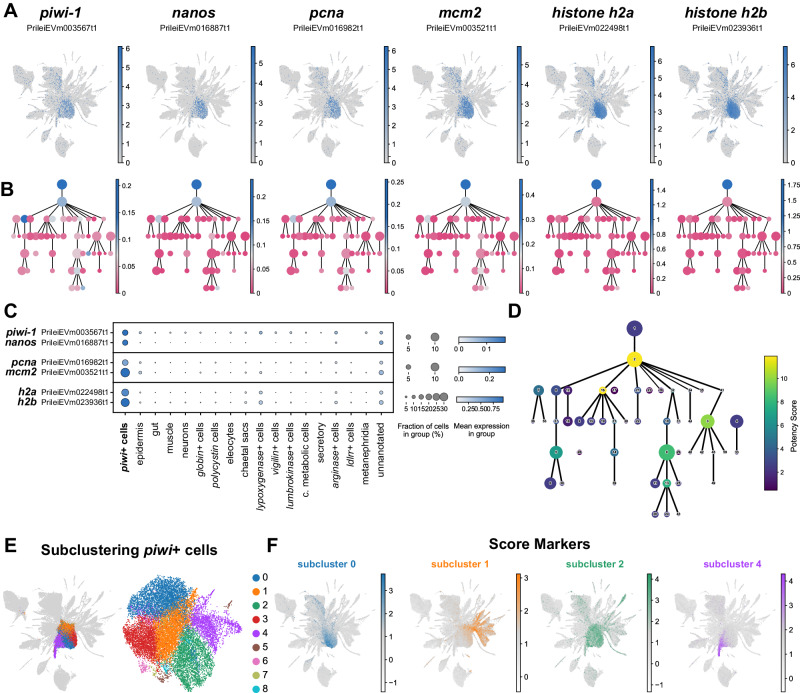
Pluripotent stem cell signature of *Pristina piwi*+ cells. **A** Expression plots of stem cell and proliferation markers: *piwi*, *nanos*, *pcna*, *mcm2*, *histone h2a*, and *histone h2b*. **B** PAGA feature plots of stem cells and proliferation markers in (**A**). The graph nodes represent the individual cell clusters and the colour intensity, from dark blue (high) to darkish pink (low), represents the expression of each marker. **C** Dot Plot showing the expression of stem cell and proliferation markers in broad cell types. The colour intensity of the dots represents the mean expression and the size of the dot represents the fraction of cells expressing the marker. Due to the highest expression of histone genes each pair is presented in an individual panel, with its own maximum colour intensity and size. **D** PAGA plot coloured according to potency score, ranging from dark blue (low) to yellow (high). **E** UMAP visualisation of the 16,247 cells of *piwi*+ clusters 1, 2 and 8, in their original UMAP embedding (left) and their subclustering UMAP embedding (right), with clusters coloured according to their cell subcluster classification. **F** UMAP score plots of markers of *piwi+* subclusters 0, 1, 2 and 4, showing differential expression in gut, epidermis, *lumbrokinase*+, *vigilin*+ and *nidogen*+ cell clusters.

### Chromatin regulators are conserved markers of annelid *piwi*+ cells

We then sought to understand the transcriptomic profile of *Pristina piwi*+ cells. We first annotated Clusters of Orthologous Groups (COGs)^41,73^ across the species transcriptome, and scored their expression in the single-cell dataset. We found that *piwi*+ cells were enriched in COGs related to chromatin, transcription, cell cycle, nuclear structure, RNA biology and DNA repair (Fig. 8A, Supplementary Data 10). We then sought to understand their transcriptional regulation by identifying their highly expressed TFs (see Methods). Interestingly, a high proportion of TFs highly expressed in *piwi+* cells were also highly expressed in one or more differentiated cell type groups (Fig. 8B, Supplementary Data 11, see Methods). Examples of these included TFs expressed in *piwi+* cells and other cell types such as *vigilin*+ cells, muscle, *polycystin* cells, gut and epidermis (Fig. 8C, Supplementary Data 12). This finding is highly consistent with the specialised or lineage committed stem cell concept and suggests that these TFs are those that prime and regulate differentiation to their correspondent cell types. 

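For the 200 TFs of Supplementary Data 11, CPM + 1 was compared on a log2 scale with the mean of the remaining broad types. In the single experiments 195.3 ± 8.08 of the 200 were above 0 in at least 1 broad type besides the *piwi*-like cells (mean ± SD, n = 3 experiments). The TFs were chosen by the authors on these cells. Each type is compared with the mean of the others, so a transcript with any uneven expression outside *piwi*-like cells can be above 0 in at least 1 type. No other transcripts were counted in this way, so this number does not show how far the sharing is particular to these TFs.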

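PrileiEVm010996t1, given for *piwi*+ and *vigilin*+ cells, had 157 CPM ± 33.9 in *piwi*-like cells and 108 CPM ± 87.3 in *vigilin*-like cells, and its log2 fold change in *piwi*-like against all other named cells was 2.62 (standard error 0.378, adjusted p = 0.00215 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 experiments). PrileiEVm006670t1 had 70.7 CPM ± 38.7 in *piwi*-like and 243 CPM ± 220 in *vigilin*-like cells, with a log2 fold change of 2.26 (standard error 0.482, edgeR adjusted p = 0.00629 with Benjamini-Hochberg adjustment, higher in 3 of 3 experiments), and over the alternatives that adjusted p lay between 1.91e-08 and 0.0689, its value without experiment 2. PrileiEVm008837t1 had 109 CPM ± 37.2 in *piwi*-like and 55.5 CPM ± 33.2 in muscle-like cells, and its log2 fold change of 2.85 (edgeR adjusted p = 0.00260 with Benjamini-Hochberg adjustment, higher in 3 of 3 experiments) came to 0.92 when the *nidogen*-like cells were left out of both sides (adjusted p = 0.153, the highest over the alternatives, with 7.44e-10 the lowest). PrileiEVm002913t1 had 47.3 CPM ± 17.7 in *piwi*-like, 105 CPM ± 95.4 in *polycystin*-like and 156 CPM ± 60.7 in neuron-like cells. For PrileiEVm007974t1 and PrileiEVm010521t1 gut-like cells had 22.2 CPM ± 14.2 and 36.6 CPM ± 23.0, and *piwi*-like cells 10.9 CPM ± 8.08 and 14.9 CPM ± 1.96. PrileiEVm008001t1 had 59.0 CPM ± 13.0 in epidermis-like and 27.0 CPM ± 24.9 in *piwi*-like cells. The log2 fold changes of the last 4 in *piwi*-like cells, 1.10, -0.09, 0.31 and -0.73, had adjusted p values of 0.0914, 0.951, 0.638 and 0.464 in the same edgeR test with Benjamini-Hochberg adjustment. That of PrileiEVm002913t1 ranged from 0.00313 to 0.315 over the alternatives.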

We then used limma (see Methods) to obtain the full transcriptional profile of *piwi*+ cells and identified a list of 735 significantly enriched transcripts (t-test with empirical Bayesian moderation of standard errors, false discovery rate by Benjamini-Hochberg, *p*-value < 0.05, logFC > 2, Fig. 8D, Supplementary Data 13). 

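Of the 15,657 transcripts tested on the 6 sums, 1,473 were enriched in *piwi*-like cells at an adjusted p under 0.05 and a log2 fold change over 1.5, the smallest in Supplementary Data 13, and 761 of these had a log2 fold change over 2. A further 3,558 were lower by as much (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). All 735 transcripts of Supplementary Data 13 were tested, all had a positive log2 fold change, and 536 were among the 1,473. Adjusted over the list alone, 559 of the 735 were enriched, which is not independent evidence, since the authors chose the list on these cells. Leaving out experiment 2 lowered the number of enriched transcripts to 936, of which 926 were among the 1,473, and limma with the clusters as replicates gave 413 and moved it most. Without experiment 2 the number of lower transcripts was 1,740, and without experiment 1 the number with a log2 fold change over 2 was 1,183.
The 5 largest increases were PrileiEVm006872t1 (log2 fold change 5.46, standard error 0.709), PrileiEVm010439t1 (5.17, standard error 1.00), PrileiEVm024302t1 (5.12, standard error 0.663), PrileiEVm018918t1 (5.12, standard error 0.544) and PrileiEVm016541t1 (4.72, standard error 0.772). Their adjusted p values in the same edgeR test with Benjamini-Hochberg adjustment lay between 0.00203 and 0.00450, and all were higher in 3 of 3 experiments. PrileiEVm006872t1 and PrileiEVm024302t1 owe this to the *nidogen*-like cells, since with *piwi* 1-like and *piwi* 2-like cells alone their log2 fold changes were -0.16 and -2.43. PrileiEVm018918t1 rests on 59 UMIs in *piwi*-like cells and 5 in the others. By fitted log2 fold change the largest decreases were PrileiEVm017194t1, PrileiEVm016538t1 and PrileiEVm026481t1. They had 0 of 2,683,660 UMIs in *piwi*-like cells and 346, 262 and 172 UMIs in the others. Against a floor of 3 counts over the *piwi*-like cells they were at least 37.0-fold, 28.0-fold and 18.4-fold lower there. These limits do not place them beyond transcripts with counts there, such as PrileiEVm010941t1 with 16.3 against 728 CPM (log2 fold change -5.49).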

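PrileiEVm004300t1 (*vasa*) had 159.5 CPM ± 44.3 in *piwi*-like cells and 37.8 CPM ± 13.4 in all other named cells, a log2 fold change of 1.95 (standard error 0.382, adjusted p = 0.00467 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 experiments). PrileiEVm007252t1 (*pumilio*) had 202 CPM ± 83.5 and 24.6 CPM ± 13.0, a log2 fold change of 2.89 (standard error 0.460, edgeR adjusted p = 0.00260 with Benjamini-Hochberg adjustment, higher in 3 of 3 experiments). PrileiEVm004028t1 (*PL10a*) had 267 CPM ± 68.0 and 95.4 CPM ± 29.9, a log2 fold change of 1.36 (standard error 0.356, edgeR adjusted p = 0.0143 with Benjamini-Hochberg adjustment, higher in 3 of 3 experiments). Without experiment 1 or 2 the adjusted p of *PL10a* was 0.0582 and 0.0601, and over all alternatives it lay between 2.08e-05 and the latter value. Among the broad types *vasa* and *pumilio* were highest in *piwi*-like cells in 2 of 3 experiments and *PL10a* in 1. The exceptions rest on 1 UMI of *vasa* in carbohydrate metabolic-like cells, 3 of *pumilio* in *ldlrr*-like cells, and 2 and 7 of *PL10a* in *polycystin*-like and *vigilin*-like cells.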

Notably, this list included stem cell regulators such as *piwi*, *vasa*, *nanos* and *pumilio*, known to be expressed in pluripotent stem cells across the animal tree of life, as well as in germ cells^32–35^. Moreover, in the *Pristina piwi*+ cell transcriptome were cell cycle regulators, DNA repair proteins and purine synthesis enzymes, also consistent with other pluripotent stem cell transcriptomic profiles^74–77^. A very prominent feature of *Pristina piwi*+ cells was the expression of epigenetic regulators and/or chromatin remodelers. To corroborate this feature, we used BLAST to search for homologues of the most important chromatin remodelling complex components, including the HAT, MLL, PcG, SWI/SNF, HDAC, ISWI, and FACT complexes^78,79^. 

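Of the 156 transcripts of Supplementary Data 14, which encode epigenetic regulators, 152 passed the filter on low counts and 145 of these had a positive log2 fold change in *piwi*-like cells. At an adjusted p under 0.05, 88 were higher in *piwi*-like cells by edgeR's quasi-likelihood test, and adjusted over the list alone 96 were. With the experiment as a block, which uses the pairing of the sums, edgeR gave 120 higher and 1 lower. Adjusted over the list alone it gave 123 higher ones. Without experiment 2 the number fell to 30, and adjusted over the list alone to 41. The median log2 fold change of the list was 1.24, while 10000 random lists matched on mean expression had medians between -0.49 and 0.06 in their middle 95% and none as high. The 111 transcripts outside Supplementary Data 13 had a median of 0.99. PrileiEVm005208t1 (*ssrp1*) had 352 CPM ± 105 in *piwi*-like cells against 51.1 CPM ± 19.8, a log2 fold change of 2.66 (standard error 0.401, edgeR adjusted p = 0.00238 with Benjamini-Hochberg adjustment, higher in 3 of 3 experiments). The log2 fold changes of PrileiEVm019269t1 (*cbx3*) and PrileiEVm009735t1 (*hdac-1*) were 2.56 and 1.98, with adjusted p values of 0.00215 and 0.00382 in the same test. That of PrileiEVm000012t1 (*kmt2a*) was 1.22 with an adjusted p of 0.0223, which rose to 0.0655 without experiment 1 and 0.0856 without experiment 2, the highest over the alternatives, with 5.34e-05 the lowest. All of these were higher in 3 of 3 experiments.

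**Figure D4:**
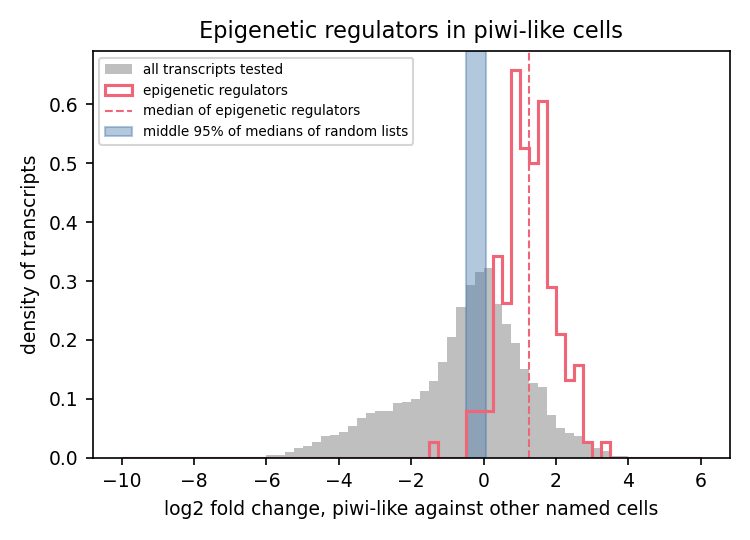
Density of the log2 fold change in piwi-like against all other named cells (x axis) for all 15,657 transcripts tested and for the 152 epigenetic regulators. The dashed line is the median of the regulators, 1.24, and the band the middle 95% of the medians of 10000 random lists, -0.49 to 0.06.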

We identified 156 *Pristina* transcripts encoding these (Supplementary Data 14), and found them all enriched in *piwi*+ cells (Fig. 8E). Similar to human and planarian pluripotent cells^75,76,80^, this shows that high expression of epigenetic regulators is a conserved feature of animal pluripotent cells. This analysis allowed us to look for the first time at the transcriptomic features of *piwi+* cells in annelids. Taken together, our data suggest a model where post-transcriptional and epigenetic regulators control stem cell maintenance and pluripotency, and a panoply of TFs prime these to differentiate into multiple cell types.

**Fig. 8:**
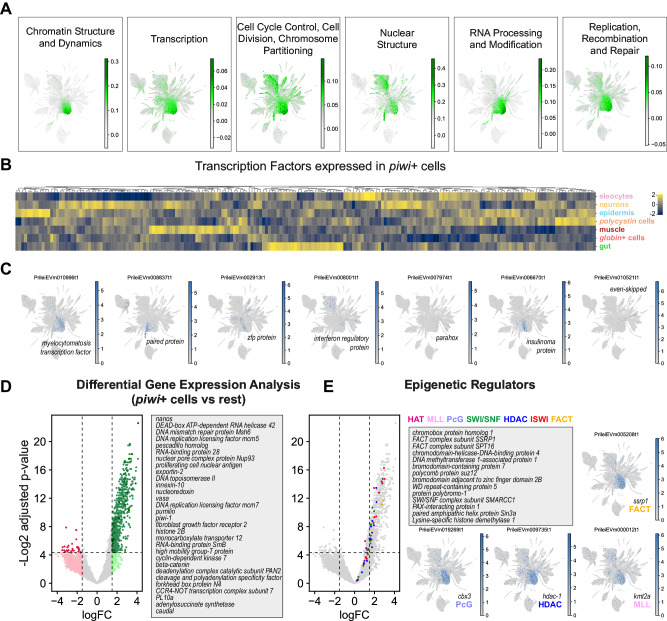
Transcriptomic profile of annelid *piwi*+ cells. **A** UMAP visualisation of scored gene expression of COGs in *piwi*+ cells. **B** Expression heatmap of 200 top TFs expressed in *piwi*+ cells and their expression in the main broad cell types, showing several clusters of TFs expressed in both *piwi*+ cells and one or more broad types. **C** Expression plots of example TFs coexpressed in *piwi*+ cells and other broad types. **D** Limma differential gene expression analysis of *piwi*+ cells (clusters 1, 2 and 8) against all other cell types (bayesian t-statistics from the eBayes limma function, two-sided; adjusted *p*-values with Benjamini-Hochberg correction). Green colour indicates upregulated genes, red colour indicates downregulated genes. Light colour shade indicates above threshold of logFC, darker colour shade indicates above threshold of logFC and significant (adjusted *p*-value < 0.05). Examples listed are coloured in darker green. **E** Detail of annotated epigenetic regulators and their expression enriched in *piwi*+ cells, and example UMAP visualisations of representative epigenetic factors.

### In situ HCR and EdU labelling confirms that *piwi+* cells are proliferative cells and express markers of differentiation

We then sought to experimentally validate the proliferative properties and the heterogeneity of *piwi+* cells. For this, we performed double in situ HCR using markers of *piwi+* cells combined with top markers of differentiated cell types and EdU labelling of dividing cells. We chose *histone h3* (h3, PrileiEVm022498t1) as a marker of *piwi+* cells since i) it is one of the top markers of *piwi+* cells (Supplementary Data 3, 4), ii) *h3+* cells show a similar expression pattern as *piwi*+ cells, with an enrichment in the fission zone and the posterior growth zone (Fig. 9A)^5^, iii) our double in situ HCR validates the coexpression of *h3* and *piwi* (Fig. 9B) and iv) the in situ HCR signal of *h3* is much stronger than *piwi*, allowing better visualisation. 

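Among the broad types PrileiEVm022498t1 (*h3*) was highest in *piwi*-like cells in all 3 experiments, at no less than 776 CPM. Outside them it was highest in lipoxygenase-like cells, with 784 CPM over all experiments against 1,929 CPM in *piwi*-like cells, and its highest value in an experiment over all other named cells was 276 CPM. With each experiment left out in turn its log2 fold change stayed between 3.54 and 3.79.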

Double labelling of *h3+* cells by in situ HCR and proliferating cells with EdU shows a similar distribution of the two cell populations with an enrichment in the prostomium, the fission zone and the posterior growth zone (Fig. 9A). Many of the *h3+* cells across the body are also positive for EdU, indicating that a subset of the *h3+* cells population is actively dividing. A portion of the EdU+ cells does not express *h3* and could be either recently differentiated cells or a lineage-restricted stem cell population.

**Fig. 9:**
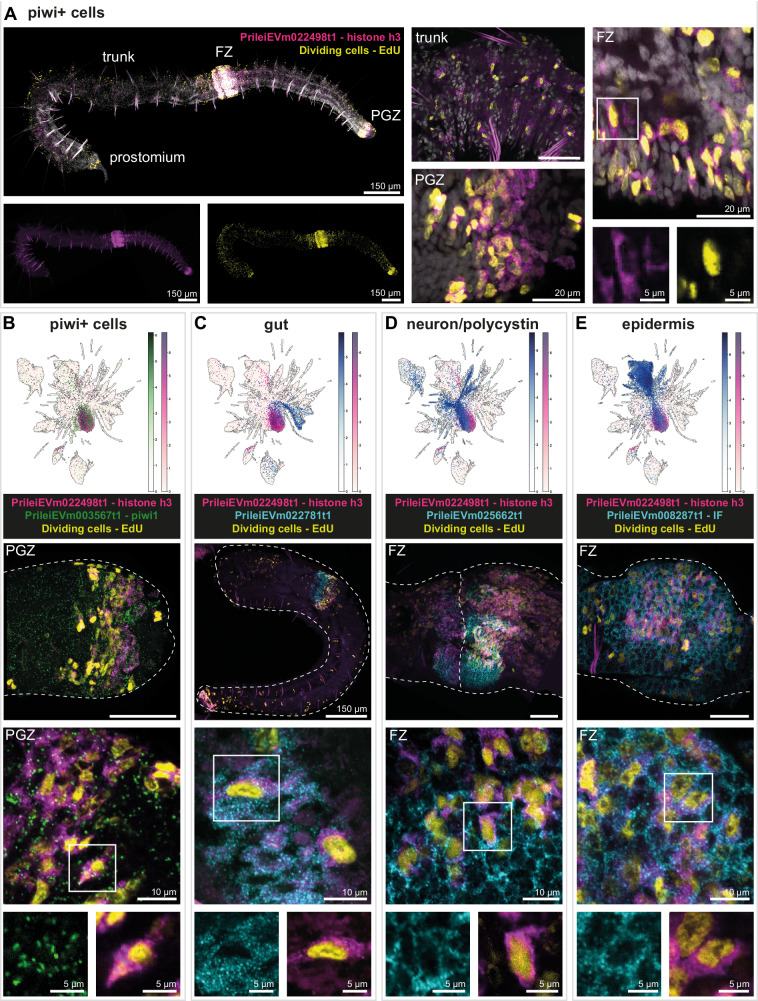
In situ HCR expression of proliferation and differentiated cell markers in *piwi+* cells. **A** In situ HCR expression of *piwi+* cells marker PrileiEVm022498t1 (*histone h3*, magenta) and EdU+ cells (yellow) showing signal throughout the whole animal body. The right microscopy panels are close-ups from different animals, showing overlapping expression in the trunk, fission zone (FZ), and posterior growth zone (PGZ). The bottom right microscopy panel is a close-up from the upper right microscopy panel, evidencing the overlapping expression in a cell in the FZ. All cells were stained with DAPI (grey). **B** In situ HCR and expression plot of *piwi*+ markers PrileiEVm022498t1 (*histone h3*, magenta) and PrileiEVm003567t1 (*piwi1*, green), and EdU+ cells (yellow), showing extensive signal in the PGZ. The middle and bottom microscopy panels are close-ups from the upper microscopy panel evidencing overlapping expression in the PGZ and at the cellular level. Dashed line indicates the outline of the worm. **C** In situ HCR and expression plot of *piwi*+ marker PrileiEVm022498t1 (*histone h3*, magenta) and gut marker PrileiEVm022781t1 (cyan), and EdU+ cells (yellow), showing expression in the developing gut of the new worm that has just split apart. The middle and bottom microscopy panels are close-ups from the upper microscopy panel evidencing overlapping expression in the gut and at the cellular level. **D** In situ HCR and expression plot of *piwi*+ marker PrileiEVm022498t1 (*histone h3*, magenta) and neural and polycystin marker PrileiEVm025662t1 (cyan), and EdU+ cells (yellow), showing intensive expression in the developing brain in FZ. The middle and bottom microscopy panels are close-ups from the upper microscopy panel evidencing overlapping expression in the developing brain and at the cellular level. **E** In situ HCR and expression plot of *piwi*+ marker PrileiEVm022498t1 (*histone h3*, magenta) and epidermal marker PrileiEVm008287t1 (*intermediate filament*, cyan), and EdU+ cells (yellow), showing intensive expression in the FZ. The middle and bottom microscopy panels are close-ups from the upper microscopy panel evidencing overlapping expression in the epidermis and at the cellular level. In all panels, anterior is left, dorsal is up. Scale bars are 50 μm unless noted in the figure. All expression patterns displayed in the figure were observed in, at least, three different individuals.

Analysis of the single-cell dataset reveals that markers of differentiated cell types are expressed in *piwi+* cells, like the gut marker PrileiEVm022781t1, the neuronal and *polycystin* cell marker PrileiEVm025662t1 and the epidermis marker PrileiEVm008287t1, this last one sharing orthology with intermediate filament proteins (Fig. 9C–E, Supplementary Data 1 and 3, 4). 

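To compare cells of different depth, 50 UMIs were drawn from each cell, which left out 18 cells with fewer. Then 0.926% ± 0.351 of *piwi*-like cells had a UMI of PrileiEVm022781t1, against 0.364% ± 0.112 of *globin*-like and muscle-like cells, which the paper does not give as expressing these markers, and 3.27% ± 1.02 of gut-like cells. For PrileiEVm025662t1 the shares were 5.07% ± 2.36, 1.74% ± 0.781 and, in neuron-like and *polycystin*-like cells, 10.1% ± 2.36. For PrileiEVm008287t1 they were 3.10% ± 0.430, 0.972% ± 0.0325 and, in epidermis-like cells, 35.3% ± 9.78. Each marker was more frequent in *piwi*-like cells than in both background types in 3 of 3 experiments. By CPM with the experiments pooled, *piwi*-like cells were for none of the 3 markers the highest outside the marker's own type. That was *globin*-like for PrileiEVm022781t1 (207 CPM), chaetal sac-like for PrileiEVm025662t1 (1,026 CPM) and *polycystin*-like for PrileiEVm008287t1 (1,492 CPM). The 95% exact binomial intervals lay apart in 3 experiments for PrileiEVm025662t1 and PrileiEVm008287t1, but only in 1 for PrileiEVm022781t1, for which the difference from background is not settled at this depth. Before the draw *piwi*-like cells had a median of 108, 139 and 116 UMIs and background cells 103, 113 and 118. With all their UMIs 1.96% ± 0.490 of *piwi*-like cells had the gut marker, 8.97% ± 4.06 the neuronal marker and 6.44% ± 0.154 the epidermis marker, against 1.05% ± 0.647, 4.01% ± 1.56 and 2.01% ± 0.565 of background cells. At this depth *globin*-like cells alone had the gut marker in 2.24% ± 1.36, a mean set by experiment 3, where it was 3.79% against 2.53% in *piwi*-like cells. In experiments 1 and 2 *piwi*-like cells had the higher share, 1.67% against 1.66% and 1.69% against 1.26%.

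**Figure D5:**
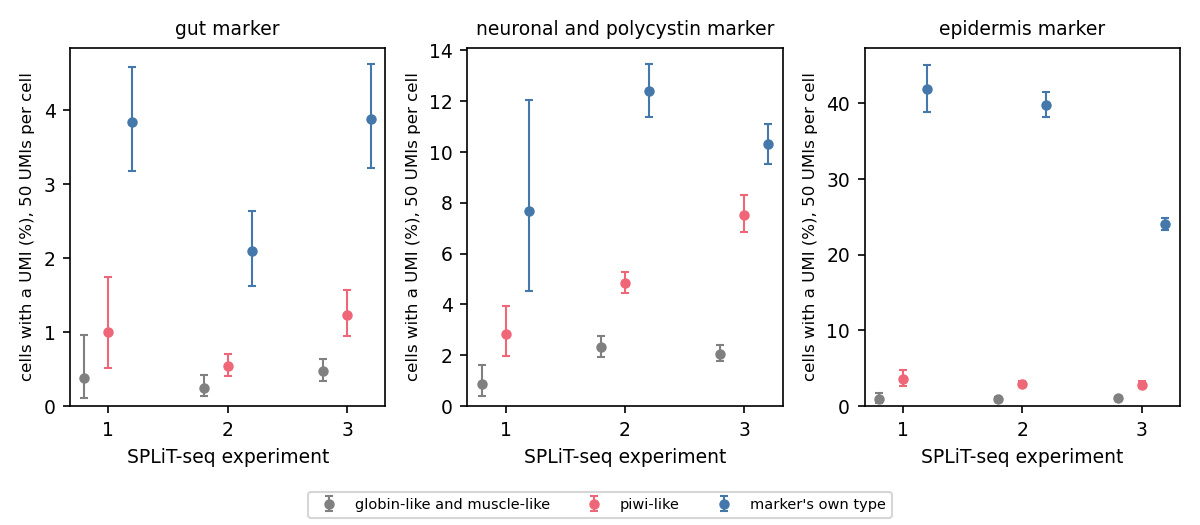
Share of cells with a UMI of the gut marker PrileiEVm022781t1, the neuronal and polycystin cell marker PrileiEVm025662t1 and the epidermis marker PrileiEVm008287t1 (y axes, percent, at 50 UMIs per cell) in globin-like and muscle-like cells, piwi-like cells and the marker's own type. Points are the 3 experiments with 95% exact binomial intervals, with means in piwi-like cells of 0.926%, 5.07% and 3.10%.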

We validated colocalisation of these markers with *piwi+* cell marker *h3* by in situ HCR (Fig. 9C–E). We observed colocalisation of *h3*, EdU and the anterior intestine marker PrileiEVm022781t1 near the anterior intestine (Fig. 9C). In the fission zone, an area enriched in actively dividing *piwi+* cells, some *h3*+ cells express markers of differentiated cells, including neurons and *polycystin* cells (Fig. 9D) and epidermis (Fig. 9E). Interestingly, some double positive cells are also stained with EdU, highlighting either active or very recent DNA synthesis. These results validate that *piwi+* cells are a heterogeneous cell population, with a portion of the cells coexpressing markers of at least three different lineages, and a high proliferation rate in the adult stage. Taken together, these results suggest that *piwi+* cells in *Pristina* are actively differentiating into diverse cell types in the adult worm.

## Discussion

In this study, we report a new transcriptome and single-cell atlas of adult *Pristina leidyi*, an annelid species capable of extensive adult cell type generation and regeneration: the animal can generate all adult cell types both as part of their normal asexual growth by fission and after injury by regeneration. Our datasets provide an unprecedented perspective on adult cell type differentiation in annelids and their pluripotent cellular sources. The adult cell type atlas of *Pristina* reveals the cellular identities that make up adult annelids. We uncover ~50 distinct cell clusters and validate many of them using a newly developed multiplexed in situ HCR approach. Our data reveal well-known cell types such as epidermis and muscle, a complex organisation of the annelid gut, as well as multiple annelid-specific cell types and novel cell types. We studied their distribution patterns along the body as well their transcriptional and regulatory profiles, including gene expression modules and transcription factors. These new cell types offer key information to the field of cell type evolution, a field that has been reinvigorated by single cell transcriptomics. For instance, we found a *vigilin*+ cell type that expresses mucins and is localised in the head region, indicating that these are *Pristina* pharyngeal glands, previously described in other oligochaeta species. Interestingly, *vigilin* has been implicated in polyploidisation events^57^ and we show that *vigilin*+ nuclei have larger sizes, consistent with a plausible polyploidisation. Nevertheless, further analyses would be necessary to confirm our hypothesis and to elucidate the function of this cluster.

Cell types such as the *globin*+ cells and the eleocytes could be representatives of blood types related to haemocytes in other species and vertebrate blood cells. On the other hand, cell populations such as the *ldlrr*+ cells and the carbohydrate metabolic cells have no known homologue cell types in other groups. Future studies will focus on transcriptomic comparisons of these cell types to elucidate their evolution.

The differentiation of the majority of these cell types can be reconstructed from the *piwi*+ cell population in *Pristina*, which shows hallmarks of pluripotency. First, it expresses conserved RNA-binding proteins such as *vasa*, *nanos*, *pumilio* and *piwi*. These transcripts have been found in pluripotent stem cells in sponges, cnidarians, acoels, planarians, colonial ascidians and other organisms, as well as the germ line of most animals^32–35^. Second, differentiation trajectories from *piwi*+ cells to a broad collection of cell types can be computationally reconstructed using lineage reconstruction algorithms^16,48^. These exploit the presence of cells captured along their differentiation process, with transcriptomes intermediate between those of stem cells and differentiated cells. The concept of germ layers is key to the definition of pluripotency, but it is difficult to apply to asexually reproducing animals, where all cell types are differentiated from adult populations rather than embryonic germ layers. We therefore apply the pluripotency definition based on the reconstructions to broadly different cell types, including epidermis, muscle and gut, known to originate from distinct embryonic germ layers in annelids^81–86^. Third, the *piwi+* cell cluster is heterogeneous and includes subpopulations that express stem cell markers and markers of differentiation to broad cell type groups or individual types. This is consistent with the idea of lineage committed stem cells that have already started their differentiation process^20,38,70–72^. Our analysis reveals rich regulatory information, including dozens of transcription factors that are expressed in *piwi+* cells and in a given set of differentiated types. Fourth, our analysis uncovers a high expression of epigenetic regulators and chromatin remodelers in *piwi*+ cells. Many epigenetic regulation complexes are expressed in *piwi*+ cells at levels higher than those observed in differentiated cells. This is a signature of pluripotency in human^87,88^ and planarian stem cells^76,77^, but is still understudied in other models. Importantly, *piwi*+ cells concentrate most of the expression of cell cycle related transcripts but we cannot rule out that other cell types are able to undergo cell division. For instance, some epidermal clusters also express cell proliferation markers and histones. The expression of epigenetic regulators is however very restricted to *piwi*+ cells.

Our data reveal a prominent *piwi+* cell population in *Pristina* and allows us to hypothesise its pluripotent nature, but this aspect remains to be experimentally validated by direct methods. There are several possibilities: individual *Pristina piwi+* cells could be pluripotent, and could be the only stem cells in the adult (Fig. 10A). This scenario is very difficult to distinguish from an alternative scenario, where several lineage-committed *piwi+* stem cell populations coexist and are indistinguishable by our single cell transcriptomic data (Fig. 10B). Another possibility is that other lineage-committed stem cell populations exist, but are *piwi* negative (Fig. 10C). These could be lineage related to *piwi*+ cells or be an independent lineage. The expression of proliferation markers in the epidermis cluster, together with the observed EdU incorporation in the epidermis (Fig. 9A), suggests that epidermal stem cells might exist in *Pristina*. However, further work is needed to determine if these epidermal cells are *piwi*+, if they are a stem cell population capable of self-renewal and if they constitute a niche isolated from the main *piwi*+ stem cell pool. Finally, a combination of several scenarios is also possible (Fig. 10D). Altogether, our study reveals a *piwi*+ cell population with the hallmarks of pluripotency and suggests that it underlies adult cell type generation in posterior growth and fission in annelids.

**Fig. 10:**
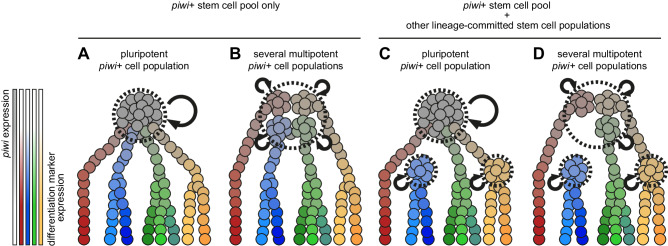
Alternative hypotheses of stem cell function in *Pristina* adult cell type generation. **A**–**D** Diagram of 4 alternative models of stem cell function in *Pristina*. *Piwi+* cells are depicted in grey, and differentiation markers are depicted in red, blue, green and yellow. Stem cell populations are shown within dashed lines and self-renewal is represented by curved arrows.

## Methods

### *Pristina leidyi* culture and maintenance

*Pristina leidyi* culture was originally obtained from Carolina Biological Supply^89^. Specimens were cultured both in plastic boxes and fish tanks with 1 L and 50 L of 1% filtered artificial seawater, respectively. Water was changed every week and animals were fed with 0.03 g/L of dried spirulina powder every 2 weeks. Under these conditions, worms reproduce continuously by paratomic fission^89^. No ethical approval was required to work with annelids.

### Iso-seq

Approximately 100 *Pristina leidyi* of mixed conditions, including fissioning animals, were manually picked out of culture using a glass Pasteur pipette. These were placed into a single 1.5 mL Eppendorf tube, and spun on a low speed benchtop centrifuge to pellet. The supernatant was removed. Total RNA was extracted from the pelleted worms using the Trizol method and the standard manufacturer protocol. The quality of this was assessed using a Nanodrop, giving a concentration of 1083.7 ng/uL, an A260/A280 ratio of 2.01 and an A260/A230 ratio of 2.03. Quality was further assessed using a Bioanalyzer (Agilent), although a RIN value was not calculated due to the difference in profile commonly observed in annelid RNA samples. Total RNA was provided to the Earlham Institute Genomics Pipelines Group, Norwich, UK, and (after QC to confirm quality) was used as the basis of PacBio Iso-Seq Express Template Preparation (v2) library construction. This sample, along with 3 others, was loaded onto a PacBio Sequel II SMRT cell, and sequenced (8 M, v2, 30 h Movie).

Iso-Seq3 analysis was performed by the provider. A total of 3,932,103 CCS reads were captured across the samples on the cell, with 1,546,939 assigned to *Pristina leidyi*. These were classified and clustered, resulting in 54,350 high-quality isoforms.

### Sequence concatenation and redundancy removal

The sequences gained from Iso-Seq sequencing analysis were combined with sequences derived from previous analysis of the *Pristina leidyi* transcriptome^90^. First, the isotigs from the Nyberg et al. dataset were concatenated with the isoform sequences derived from Iso-Seq analysis. Redundancy was removed from these reads using the EvidentialGene^91^ tr2aacds4.pl approach (March 2020 v4 version) with settings -cdnaseq -NCPU 8 -MAXMEM 16000 -logfile, keeping only a single sequence representative per locus with the best evidence score. Transdecoder v5.5 was then used to predict the protein coding regions of transcripts (LongOrfs -m 25, Predict --single_best_only).

### Diamond Blast annotation

We implemented diamond v2.0.8.146^42,43^ to provide an initial putative identity to orthologs present in our reference transcriptome. This software performed a blastx search against the whole downloaded database with default settings and organised the results into a table with the settings --salltitles -b8 -c1 -p8 --outfmt 6 qseqid sseqid pident evalue stitle.

### eggNOG annotation

The assembled transcriptome of *Pristina leidyi* was transformed to protein sequence using TransDecoder (https://github.com/TransDecoder/TransDecoder/wiki); first, we ran ‘TransDecoder.LongOrfs‘ with standard parameters; second, we ran hmmscan vs Pfam database and BLAST vs Swissprot database, with parameters:‘-max_target_seqs 1 -evalue 1e-5‘ and default parameters respectively, to gather supporting evidence for coding transcripts; third, we ran ‘TransDecoder.Predict‘ with parameters ‘--retain_pfam_hits pfam.domtblout --retain_blastp_hits blastp.outfmt6 --single_best_only‘. The resulting translated transcriptome (hereafter referred to as proteome) was queried using EggNOG mapper^41^ with the parameters: ‘-m diamond --sensmode sensitive --target_orthologs all --go_evidence non-electronic‘ against the EggNOG metazoa database. From the EggNOG output, GO term, functional category COG, and gene name association files, were generated using custom bash code. Full code is available at the project repository.

### ACME dissociation

Our data comprises three different replicated experiments (batches) with independently sourced worms from different ACME dissociation samples. Depending on the experiment, animals were not fed for: 12 days (library 12), 4 days (library 21) or 7 days (library 30). ACME was performed as previously described^44^ with some modifications. For each sample, we added ~120 *Pristina leidyi* worms at mixed stages (including fissioning animals) to a 15 mL Falcon tube (~100 uL of biomass volume). Sex was not determined, as *Pristina* does not sexualise in lab conditions. We removed most culture water and added 300 uL of NAC solution per tube. NAC solution was freshly prepared by diluting N-acetyl cysteine powder in 1x PBS buffer to a 7.5% w/v. The 1x PBS buffer was made from a nuclease-free 10x PBS stock solution. We flicked samples in NAC for 30”, and added 10 mL of ACME solution per tube immediately after. The ACME solution was prepared fresh using 6.5 mL of nuclease-free H2O, 1.5 mL of methanol, 1 mL of acetic acid and 1 mL of glycerol per sample. Samples were incubated in ACME for 35 min, at room temperature, in a rocking table (40–45 rpm). To help dissociation, tubes were manually shaken every 10 min. After incubation, samples were pipetted up and down to complete dissociation. From this point, samples were kept on ice to prevent RNA degradation. With cells still on ACME, we filtered through 50 μm strainers (CellTrics) into new 15 mL Falcon tubes. Samples were centrifuged at 1000 g for 6 min (4 °C) to remove ACME, and pellets were resuspended in 8 mL of 1x PBS 1% BSA fresh buffer. We centrifuged again at 1000 g for 6 min (4 °C) and discarded the supernatant. Pellets were resuspended in 900 uL of 1x PBS 1% BSA (Thermo Fisher, cat. BP9700100) fresh buffer and transferred to 1.5 mL Eppendorf tubes. To cryopreserve cells, we added 100 µL of DMSO per sample and stored at −80 °C.

### SPLiT-seq

All oligonucleotide sequences used in this protocol are the same as those used in García-Castro et al.^44^. SPLiT-seq was performed as previously described^44^ with the following modifications:

Cell count: Cryopreserved ACME-dissociated cells were thawed and centrifuged twice at 1000 g for 6 min (4 °C) to remove the DMSO. Pellets were resuspended in 250 uL of 1x PBS 1% BSA fresh buffer. For each sample, we prepared a separate 1:3 dilution with 50 uL of cells and 100 uL of buffer. Dilutions were stained for 15 min, at RT, with 0.2 uL of DRAQ5 (5 mM stock solution, Bioscience, cat. 65-0880-96) and 0.6 uL of Concanavalin-A conjugated with AlexaFluor 488 (1 mg/mL stock solution, Invitrogen, cat. C11252). The remaining undiluted samples were kept at 4 °C. Cell count was performed on the stained dilutions by flow cytometry. From this, we calculated the concentration on the main samples and diluted them to a final working concentration of 625–1250 events/uL.

#### Round 1 of barcoding: reverse transcription

The Round 1 plate was loaded with 8 uL/well of Round 1 barcodes, 8 uL/well of cells at a concentration of 625-1,250 events/uL (5,000-10,000 events per well) and 8 uL/well of the following RT mix: 4 μL of 5x Maxima RT Buffer (Thermo Scientific, cat. EP0753), 0.375 μL of Superase-In RNAse inhibitor (20 U/μL, Invitrogen, cat. AM2696), 1 μL of 10 mM/each dNTPs (NEB, cat. N0447S), 0.625 μL of nuclease-free H2O and 2 μL of Maxima H Minus RT (200 U/µL, Thermo Scientific, cat. EP0753). In library 30, we also added 10% w/v of PEG 8000 to the RT mix. The reverse transcription reaction ran in a thermocycler for 35 min at 50 °C. After incubation, reactions were pooled in a 15 mL Falcon tube. We added 10% Triton X-100 to the cells, to a final concentration of 0.1%, and centrifuged at 1200 g for 6 min. Cells were resuspended in 2 mL of NEBuffer 3.1 (NEB, cat. B6003S) with 20 uL of Superase-In RNase Inhibitor.

#### Round 2 of barcoding: ligation 1

The ligation mix was prepared with 500 μL of 10x T4 Ligase Buffer, 100 μL of T4 DNA ligase (400 U/μL, NEB, cat. M0202L), 100 μL of 1x PBS 1% BSA buffer, and 1340 μL of nuclease-free water. For library 30, we additionally added 10% w/v of PEG 8000 to the ligation mix.

#### Round 3 of barcoding: ligation 2

Pooled cells from Round 2 were mixed with 150 μL of T4 DNA ligase. The Round 3 plate was loaded with 55 μL/well of this mix.

#### Washing

After last blocking, we pooled cells in a 15 mL Falcon tube and added 10% Triton-X 100 to a final concentration of 0.1%. Cells were centrifuged at 1200 g for 6 min (4 °C). The supernatant was discarded and the pellet was resuspended in 4.04 mL of washing buffer (4 mL of 1x PBS and 40 μL of 10% Triton X-100). Cells were centrifuged again, resuspended in 800 uL of 1x PBS 1% BSA buffer, and split in two 1.5 mL Epp tubes (400 uL/each). These samples were stored at −80 °C in 10% DMSO.

#### FACS

FACS was performed in the middle of the SPLiT-seq protocol. We thawed previously barcoded samples, added 2 μL of 10% Triton X-100 per tube, and centrifuged at 1200 g for 6 min (4 °C) to eliminate the DMSO. Supernatants were carefully discarded, and pellets were resuspended in 500 μL of 1x PBS 1% BSA buffer. We added another 2 uL of 10% Triton X-100 per tube and repeated centrifugation in the same conditions. Final pellets were resuspended in 400 μL of 1x PBS 1% BSA buffer and stained with 0.5 μL of DRAQ5 and 1 μL of Concanavalin-A conjugated with AlexaFluor 488. Stained cells were incubated for 45 min, on ice, in a dark box. Cells were sorted using a BD FACS Aria III (BD Biosciences) set in 4-ways Purify Mode and 45 Psi of pressure, with an 85-um nozzle. DRAQ5 and Concanavalin-A positive singlets were sorted in sub-libraries of 9000-25,000 cells, collected directly into 50 uL of 2x Lysis Buffer. FACS time was about 1.5 hours per batch.

#### Cell lysis

The sorted sub-libraries were adjusted to a volume of 100 uL, when necessary, using 1x PBS 1% BSA buffer. We added 10 μL of Proteinase K (20 mg/mL, Thermo Fisher, cat. EO0491) to each sub-library and incubated for 2 h at 55 °C. After incubation, lysates were frozen at −80 °C.

#### Template switch

The Template Switch mix was prepared using 44 μL of 5x Maxima RT Buffer, 44 μL of 20% Ficoll PM 400 (Sigma Aldrich, cat. GE17-0300-10), 22 μL of 10 mM/each dNTPs, 5.5 μL of Superase-In RNAse inhibitor, 5.5 μL of TSO primer (100 μM), 11 μL of Maxima H Minus RT (200 U/µL), 0.022 g (10% w/v) of PEG 8000 (only for libraries 21 and 30), and up to 220 μL of nuclease-free water per sample.

#### PCR amplification

Samples were amplified for 5 cycles of PCR and 10-11 cycles of qPCR.

#### Size selection

We purified qPCR reactions by two consecutive rounds of SPRI size selection at ratios of 0.8x and 0.7x. After the first 0.8x size selection, the eluted volume (20 uL) was adjusted to 100 uL using nuclease-free water. Final fragment distributions and concentrations were assessed by running a High Sensitivity DNA bioanalyzer (Agilent 2100, cat. 5067-4626) and a Qubit dsDNA High Sensitivity Assay (Thermo Fisher, cat. Q32851), respectively, according to the manufacturer’s protocols.

#### Tagmentation

Tagmentation was performed using the Nextera XT DNA Library Preparation Kit (Illumina, cat. FC-131-1024). We prepared the tagmentation reactions by mixing 5 µL of cDNA (1 ng in total), 10 µL of Tagment DNA Buffer (TD) and 5 µL of Amplicon Tagment Mix (ATM). Reactions were incubated in a preheated thermocycler for 5 min at 55 °C. Samples were placed on ice immediately after incubation. To stop tagmentation, we added 5 µL of Neutralize Tagment Buffer (NT), mixed well, and incubated at room temperature for 5 min.

#### Round 4 of Barcoding: PCR

We prepared a separate reaction mix for each sub-library, containing 22 µL of tagmented cDNA, 15 µL of Nextera PCR Master Mix (Nextera XT DNA Library Preparation Kit), 1 µL of P5_oligo (10 µM) and 1 µL of a Round 4 barcode (10 µM). We used different barcodes for each sub-library. The PCR reaction ran as follows: 72 °C (3 min); 95 °C (30 s); 12 cycles of 95 °C (10 s), 55 °C (30 s) and 72 °C (30 s); and 72 °C (5 min). PCR samples were purified by two subsequent rounds of SPRI size selection (0.7x and 0.6x). Fragment distribution was assessed running a High Sensitivity DNA bioanalyzer and final concentrations were quantified using a Qubit dsDNA High Sensitivity Assay.

### SPLiT-seq read processing

SPLiTseq reads were provided by Novogene (China). A total of 124,349,078 (12_1), 135,900,060 (12_2), 410,765,606 (21_1), 833,784,688 (21_2), 807,486,658 (21_3), 643,285,668 (30_2), 627,640,824 (30_3), 711,569,074 (30_4), 725,038,254 (30_5) reads were sequenced. These were assayed for QC purposes using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/, v0.11.9, 2019) and residual adaptor sequence, low-quality, and short reads were observed. CutAdapt v2.8^92^ was used to trim read 1 (transcripts) and read 2 (UMI and barcodes) sequences. The following settings: cutadapt -j 4 -m 60 -q 10 -b AGATCGGAAGAG were run for read 1. To trim read 2, settings: cutadapt -j 4 -m 94 --trim-n -q 10 -b CTGTCTCTTATA were used. To confirm barcodes were correctly in position, and not affected by indels, read 2 sequences were checked for “phase” using grep, with known flanking sequence as a search. Reads were retained when UMI and UBC barcodes were in the correct location. Finally, pairfq makepairs v 0.17 (https://github.com/sestaton/Pairfq) was used to retain correctly paired, complete reads. These were fed into SPLiTseq toolbox (https://github.com/RebekkaWegmann/splitseq_toolbox.v 1.0) for further analysis.

The Iso-seq transcriptome of *Pristina leidyi* assembled as described above was created to have a reference database for read mapping. We then used Dropseq_tools-2.3.0 (https://github.com/broadinstitute/Drop-seq/releases/tag/v2.3.0) to process the generated GTF file and create a sequence dictionary, a refFlat, a reduced GTF and the corresponding interval files. We generated a reference index using STAR-2.7.3a^93^ with the parameters --sjdbOverhang 99 --genomeSAindexNbases 13 --genomeChrBinNbits 14. Each of the sub-libraries was processed separately and properly combined later in the analysis. The SPLiTseq toolbox (https://github.com/RebekkaWegmann/splitseq_toolbox which envelops algorithms from Drop-seq_tools-2.3.0, was used to retrieve, correct and label the barcodes with a hamming distance ≤1. Mapping to the reference transcriptome used STAR-2.7.3a https://github.com/alexdobin/STAR/releases/tag/2.7.3a) with --quantMode GeneCounts and all other default settings with the exception of --outFilterMultimapNmax 10 to retain and analyse reads which mapped up to ten different loci in the reference. We implemented Picard v2.21.1-SNAPSHOT (https://github.com/broadinstitute/picard) to re-order, merge, align and tag reads for each sub-library with the SortSam and MergeBamAlignment features. We implemented sequentially the features Drop-seq_tools-2.3.0 TagReadWithInterval and TagReadWithGeneFunction to create expression matrices of each library with the feature of Drop-seq_tools-2.3.0 DigitalExpression with the settings: READ_MQ = 0, EDIT_DISTANCE = 1, MIN_NUM_GENES_PER_CELL = 50, and LOCUS_FUNCTION_LIST = INTRONIC. These matrices together with the gene models and raw reads are uploaded to GEO under the accession code GSE230505.

### Doublet identification and analysis

We used Scrublet^46^ to identify potential doublets. We used the implementation in the Scanpy package^94^, with the 3 different experiments as “batch keys” and an empirically optimised threshold of 0.14. With these conditions, Scrublet classified as doublets 2870 of the 80,387 cell barcodes. To independently identify doublets, we implemented a deep learning model with Solo 0.1^47^. We trained the model with default settings except for a maximum number of 400 epochs. After subsetting the calculated doublet scores per cell, we filtered by the top putative doublets (>1.5). Full code implemented is available at the project repository.

We then preprocessed this dataset containing doublets to analyse their effects in cell clusters. This dataset contains 80,387 cells, of which 2870 and 2554 cells were considered doublets by Scrublet and Solo respectively with a 458 overlap. The processing eliminated genes with high counts using sc.pp.filter_genes with max_counts = 1000000. Then we calculated metrics using sc.pp.calculate_qc_metrics, sliced the matrix genes_by_counts <700 and total_counts <900, and normalised the matrix using sc.pp.normalize_total with a target_sum=1e4. We selected high variable genes using sc.pp.highly_variable_genes with n_top_genes = 18000, and sliced the matrix to contain only those genes, storing the raw in an adata.raw object. We then scaled the matrix with sc.pp.scale, performed pca with sc.tl.pca, constructed a kNN graph with sc.pp.neighbours, with 45 neighbours and 105 principal components, and calculated a UMAP visualisation with sc.tl.umap. We then plotted doublet cells identified by scrublet, solo and both in this visualisation. To determine if these doublets were major contributors to cell clusters, we run a clustering algorithm using sc.tl.leiden with resolution parameters 1, 2, 3 and 4. These gave respectively 47, 70, 83 and 89. We then calculated the proportions of doublets in each cluster using pandas and plotted them using matplotlib.

### Parameter space optimisation

We optimised the parameter space iteratively running a custom function that processes the dataset accepting different arguments (minimum genes counts, maximum number of genes, maximum number of counts, number of top highly variable genes, number of neighbours, number of principal components, and leiden clustering resolution) and saves a figure report. The figure report includes a number of informative genes identified from preliminary analyses of the dataset because of their specific but also relatively complex expression pattern (PrileiEVm023936t1, PrileiEVm008309t1, PrileiEVm011741t1, PrileiEVm021316t1, PrileiEVm022250t1, PrileiEVm000325t1, PrileiEVm013699t1, PrileiEVm020595t1), as well as the UMAP visualisation and the number of clusters obtained. This function was run on the 75,421 cell dataset with the doublets excluded. We sequentially run iterations of this function trying the following values: minimum genes counts (30, 40, 50, 60, 70, 80, 90, 100), maximum number of genes (300, 400, 500, 600, 700, 800, 900, 1000), maximum number of counts (500, 600, 700, 800, 900, 1000, 1100, 1200), number of top highly variable genes (4000, 6000, 8000, 10000, 12000, 14000, 18000, 22000), number of neighbours (15, 25, 35, 45, 55, 65, 75, 85), number of principal components (15, 25, 45, 65, 85, 105, 125, 145), with the other parameters in each iteration remaining fixed in standard values (50, 700, 900, 18000, 45, 105, 1 respectively). We examined the result of each run to visually inspect the complexity of the cluster visualisation and the number of clusters obtained.

### Single cell transcriptomic analysis

We processed the final dataset with conditions optimised from our parameter space exploration. We started this processing with the matrix of 75,421 cells after doublet exclusion. The processing eliminated genes with high counts using sc.pp.filter_genes with max_counts = 1000000. We calculated metrics using sc.pp.calculate_qc_metrics, sliced the matrix genes_by_counts <700 and total_counts <900. This step eliminated 203 cells, giving us our final dataset of 75,218 cells. We normalised the matrix using sc.pp.normalize_total with a target_sum=1e4. We selected high variable genes using sc.pp.highly_variable_genes with n_top_genes = 18000, and sliced the matrix to contain only those genes, storing the raw in an adata.raw object. We then scaled the matrix with sc.pp.scale, performed pca with sc.tl.pca, constructed a kNN graph with sc.pp.neighbours, with 45 neighbours and 105 principal components, and calculated a UMAP visualisation with sc.tl.umap (min_dist=0.5, spread = 1, alpha = 1, gamma = 1.0). We run the Leiden clustering algorithm using sc.tl.leiden with resolutions 0.5, 1, 1.5 and 2, which gave 34, 50, 60 and 70 clusters respectively. We calculated marker genes for each cluster using sc.tl.rank_genes_groups, using the clusters of obtained with all 4 resolution parameters, and using both the Wilcoxon (method = ‘wilcoxon’) and the Logistic Regression (method = ‘logreg’) We selected resolution 1.5 for further downstream analyses.

### PAGA

For the PAGA analysis we removed unannotated clusters. Preliminary analyses indicated that these small clusters interfere with the PAGA analysis. The expression of *piwi* in them is relatively high, suggesting that they could be subpopulations of *piwi*+ cells, but they also had specific markers, suggesting that they contain differentiated types. Our interpretation of these clusters is that they are rare cell types that, at this resolution, are clustered together with their progenitor including *piwi*+ cells. The presence of these confounds the PAGA analysis. Alternatively, they could represent leftover doublets. Altogether they are a small number of cells. To identify these clusters we calculated the mean of each transcript from the adata.X object and ranked the expression of stem cell genes by obtaining the average mean expression of PrileiEVm016887t1, PrileiEVm004300t1, PrileiEVm003567t1, PrileiEVm016982t1, and PrileiEVm003521t1. This generated a rank of clusters that contained *piwi+* cells including clusters 1, 2 and 8 (with 7103, 6557 and 2587 cells) but also contained smaller clusters with ~2 orders of magnitude fewer cells, including clusters 51, 57, 58, 48, 43, 53, 52, 50, 47 (with 85, 50, 41, 153, 191, 74, 77, 117 and 154 cells). We decided to leave unnanotated clusters with ranked expression > 0.0500 and fewer than 175 cells, which gave us the final list of clusters 46, 47, 48, 50, 51, 52, 53, 54, 56, 57, and 58.

We then performed a PAGA analysis with and without these clusters. We selected a random cell from cluster 1 as roon using adata.uns[‘iroot’] = np.flatnonzero(adata.obs[clusteringlayer] == ‘1’)[0] We then used the Scanpy implementation of Difussion Pseudotime, using sc.tl.dpt(adata, n_branchings=1). We then run sc.tl.paga on the selected clusters of resolution 1.5. Our PAGA plot is generated with sc.pl.paga(adata, threshold=0.25, solid_edges = ‘connectivities_tree’, root=1, layout = ‘rt’, node_size_scale=2, node_size_power = 0.9, max_edge_width = 3, fontsize = 20). The Potency Score was plotted using sc.pl.paga with similar parameters and passing colour = ‘degree_solid’, cmap = ‘viridis’ arguments to the function.

### CPM calculation

Raw UMI counts were extracted with a custom Python script (see project repository) that slices the raw unprocessed matrix to contain only the cells that are present in the processed matrix. The cluster information is transferred from the processed matrix to the unprocessed matrix using a pandas script. Then the sum of all counts for each gene in each cluster is obtained using numpy on the matrix. The resulting raw summed counts dataset was normalised by pseudobulk “library size” using the ‘DESeqDataSetFromMatrix()’ function with parameter ‘design = ~ condition‘ and the ‘counts()’ function with parameter ‘normalised = TRUE‘ from the package DESeq2^95^.

### Co-occurrence analysis

Cell type co-occurrence analysis was performed using the function ‘treeFromEnsembleClustering()’ from the code provided by Levy and collaborators^49^ using parameters: ‘h = c(0.75,0.95), clustering_algorithm = “hclust”, clustering_method = “average”, cor_method = “pearson”, p = 0.1, n = 1000, bootstrap=FALSE‘. Briefly, we performed 1000 iterations of cross-cell type Pearson correlation using 90% downsampling of highly variable genes (FC > 1.5) followed by hierarchical clustering of cell types. Co-occurring pairs of cell types across iterations are quantified to generate a co-occurrence matrix that is hierarchically clustered to generate the cell type tree.

### Transcription factor annotation

The resulting TransDecoder-translated proteome of *Pristina* was queried for evidence of Transcription Factor (TF) homology using (i) InterProScan^96^ against the Pfam^97^, PANTHER^98^, and (ii) SUPERFAMILY^99,100^ domain databases with standard parameters, (iii) using BLAST reciprocal best hits^101^ against swissprot transcription factors^102^, and (iv) using OrthoFinder^103^ with standard parameters against a set of model organisms (Human, Zebrafish, Mouse, Drosophila) with well annotated transcription factor databases (following AnimalTFDB v3.0)^104^. For the latter, a given *Pristina* gene was counted as TF if at least another TF gene from any of the species belonged to the same orthogroup as the *Pristina* gene. The different sources of evidence were pooled together and we kept those *Pristina* genes with at least two independent sources of TF evidence. Every TF gene was assigned a class based on their sources of evidence.

### Transcription factor analysis

The CPM table was subset to retrieve the *Pristina* TFs, and gene expression across cell types was scaled and visualised using the ComplexHeatmap package^105^. To analyse the TFs at the class level, for a given class X, we calculated the median and average coefficient of variation (CV) of class X across cell types, the number of genes pertaining to class X, and the cumulative number, average, and median counts of class X. We visualised the relationship between CV and number of genes using the base and ggplot2 packages (https://ggplot2.tidyverse.org/) in R v4.0.3 (https://www.R-project.org/).

We did a multivariate analysis two-way ANOVA to detect differences in TF expression between cell clusters, TF classes, and the interaction of the two. TF counts were aggregated at the broad cell cluster level and we kept only those TFs from classes with four or more annotated genes. The ANOVA was run using aov(), followed by Tukey comparison of means using TukeyHSD(). The most prominent classes explaining differences across cell clusters were retrieved by quantifying and sorting the results of the Tukey test.

To represent these differences visually, we calculated the expression prominence of each TF class (the sum of counts per gene). For a given TF class X, we defined the prominence of class X across cell clusters as the addition of the counts of all genes of class X in each cluster, divided by the number of genes of class X expressed at each cluster. The resulting matrix was normalised and visualised using a custom ggplot2 wrapper function in R v4.0.3.

### WGCNA analysis

We ran WGCNA^68^ using a subset of the CPM table to keep genes with CV > 1 and softPower 5 estimated after visualising the Scale-Free Topology Model Fit. Adjacency and Topological Overlapped (TOM) matrices were calculated using standard parameters. For dynamic cutting of the tree, we chose 100 genes as minimum module size. Provided the discrete expression of gene modules, these were named and recolored manually following a similar criterion than when naming cell clusters. The resulting classification in modules was used to reorder the expression dataset, and the dataset was represented for visualisation using ComplexHeatmap^105^.

To calculate the association between TF classes and modules, we calculated the connectivity of each TF gene to each module eigengene. For a given TF class X, we quantified the number of genes of class X with a connectivity equal or higher than 0.5 to each module eigengene. The resulting matrix was normalised and represented using the package ComplexHeatmap.

WGCNA graphs were constructed using the TOM matrix and pruning from sparse interactions using an arbitrary low threshold of connectedness (>0.01). A subset of the resulting graph (>0.35) (hereafter “0.35 graph”) was used for exploratory analysis using the igraph package^106^ and the Fruchterman-Reingold layout algorithm^107^ with parameters ‘maxiter = 100 * NUM_GENES_GRAPH, kkconst = NUM_GENES_GRAPH‘, where NUM_GENES_GRAPH is the number of genes present in the 0.35 graph. Connected component membership was calculated using the function components() from the igraph package, and its percent of agreement with the WGCNA module membership was calculated using the adjusted Rand Index implementation adjustedRandIndex() from the package mclust^108^. The 0.35 graph was subdivided into subgraphs corresponding to the connected components using a custom wrapper function that implements the induced_subgraph() function of the igraph package. Centrality of the TFs belonging to each separate sub-graph was calculated using the closeness() function from the igraph package in a custom wrapper function, and visualised using ggplot2.

We used a less stringent subset of the 0.01 graph (>0.2, rather than 0.35) to analyse cross-module connections. Using a custom wrapper function, a ‘gene x module’ matrix was constructed counting how many genes from each module are direct neighbours to a given gene x, and normalised by dividing the number of connections of gene x to each module by the size of the module that gene x is part of. These numbers were later aggregated at the module level to retrieve the number of normalised cross-connections between modules. The resulting matrix was transformed into a graph using graph_from_adjacency_matrix() from igraph with parameters ‘mode = “upper”, weighted = TRUE, diag = FALSE‘, and the number of cross-connections was used for edge size to highlight the largest amounts of cross-connections.

### Limma analysis

Differential Gene Expression Analysis was performed using the edgeR^109^ and limma^110^ R packages, and the pseudo bulk UMI count matrix. Briefly, we made a distinction between ‘piwi-positive’ and ‘piwi-negative’ cell clusters in order to retrieve the genes that are differentially expressed in ‘piwi-positive’ cells. A DGE object was created using the counts table and a sample information table with the aforementioned distinction, as well as a model matrix. The dataset was filtered using the filterByExpr() function from edgeR, and normalised using the voom() method from limma. Linear modelling was done using the lmFit() function with the model matrix (all ‘piwi-positive’ vs ‘piwi-negative’), and statistics were calculated with the eBayes() function. The results were plotted using the EnhancedVolcano (https://github.com/kevinblighe/EnhancedVolcano) and ggplot2 packages.

### Gene Ontology analysis

Gene Ontology (GO) analyses were performed using the R package topGO^111^ and the ‘elim‘ method using a custom wrapper function. GO terms with less than three significantly annotated genes were discarded. Unless otherwise specified, we chose the totality of *Pristina* genes as the gene universe population to compare against.

### *Piwi*+ cell transcription factor analysis

For this analysis we used raw UMI counts extracted at the broad cell type group and normalised them as described above. Then, the relative enrichment of expression in each broad cell type group was calculated by subtracting the log cpm (with a pseudocount) of each cell type from the mean log cpm (with a pseudocount) of the remaining broad types. We then filtered this table to contain only TFs and extracted those with the higher coefficients of variation (cv >1). We used this table to sort the top 200 TFs with higher levels of enrichment (log ratios) in *piwi*+ cells compared to all other cell types (Supplementary Data 11).

### Epigenetic factor analysis

We extracted lists of epigenetic factor components from https://epifactors.autosome.org/^78,79^, containing human protein sequences. We then blasted those against the translated *Pristina* transcriptome using tblastn. We manually curated the selection of top hits for each epigenetic factor, and annotated those that are annotated as members of more than one epigenetic regulation complex (Supplementary Data 14).

### in situ HCR hybridisation

For in situ Hybridisation Chain Reaction (HCR), previously published protocols^112^ were used with mainly modifications for *Pristina leidyi* fixation and 1st day of the protocol, based on the species colorimetric in situ hybridisation protocols^5^. Specifically, samples were fixed in 4% PFA for 40-45 minutes, dehydration/rehydration steps in methanol were skipped, and after washes in 1x PBSt, in situ HCR protocol was carried out on the same day. Day 1 of the original colorimetric in situ hybridisation protocol (which includes pronase digestion, acetylation, and post-fixation) was found to be essential for successful results in *Pristina leidyi*. The entire protocol can be accessed in https://github.com/BDuyguOzpolat/Pristina_leidyi-protocols.

EdU labelling of proliferating cells was incorporated into the in situ HCR protocol with minor modifications, following the SHInE protocol^113^. A 0.5 mM EdU solution in 1% filtered artificial seawater was prepared from a stock solution of 100 mM EdU in DMSO. Worms were incubated inthe EdU solution for 24 h before fixation. The Click-it reaction was performed with 5 µM Alexa Fluor^TM^ 568 dye between the hybridisation and amplification steps.

#### Selection of markers and designing probesets

For each cell cluster, top expression markers with coding sequence length of 700 bp or longer were listed (for compatibility with HCR probe design). Probesets were designed for 1 or 2 of these markers per cluster using the Özpolat Lab algorithm (https://github.com/rwnull/insitu_probe_generator)^112^. The sequences used for probe design were confirmed to be in 5’ to 3’ orientation using https://web.expasy.org/translate. For each probeset, the lower probe pair limit was 11 and the upper limit was 34 pairs. Complete list and sequences of probesets, along with the associated initiator information can be found in Supplementary Data 6.

Buffers and hairpin amplifiers were ordered from Molecular Instruments^114^. For all in situ HCR experiments a combination of the following hairpin-fluorophore conjugations were used: B1-546, B2-488, B3-647, B4-594, B3-594, B4-647, B4-488.

### Confocal imaging

Confocal imaging was carried out using Zeiss LSM710 and LSM780 microscopes at the microscopy facility at Marine Biological Laboratory, and a Zeiss LSM800 microscope at the Oxford Brookes Centre for Bioimaging. For each set of HCRs, control tubes were included. Controls did not have any probes, but had hairpins, in order to assess the unspecific background signal (Supplementary Fig. 6). Image analyses and editing were carried out in Fiji^115^, panels and schematics were prepared using Adobe Illustrator. Stiching of the tiles was done using the Fiji “Pairwise stitching” plugin^116^. Either single plans or maximum projections of z-stacks were chosen for the figures.

### Nuclei area quantification

For comparison of *vigilin+* cell nuclei size with the other cell types in the area, we used the nuclear staining in confocal Z-stacks, and measured the area for each nucleus using Fiji^115^. 3 different worm samples were used for measurements. Samples were imaged as z-stacks, and the nuclei to be measured were picked from 5 focal planes across the stack. At each focal plane 5 nuclei for *vigilin*+ cells and 5 nuclei from the nearby cells that are negative for *vigilin* were measured (25 nuclei each group, 50 nuclei per sample). The R Wilcoxon rank sum test (wilcox.test) was used for statistical analyses using R to compare the two groups.

### Subclustering *piwi+* clusters

We selected *piwi*+ cells by selecting cells in clusters 1, 2 and 8, including 16,247 cells, and we reanalysed them alone from the raw unprocessed matrix. We calculated metrics using sc.pp.calculate_qc_metrics, and normalised the matrix using sc.pp.normalize_total with a target_sum=1e4. We selected high variable genes using sc.pp.highly_variable_genes with n_top_genes = 18000, and sliced the matrix to contain only those genes, storing the raw in an adata.raw object. We then scaled the matrix with sc.pp.scale, performed pca with sc.tl.pca, constructed a kNN graph with sc.pp.neighbours, with 35 neighbours and 25 principal components, and calculated a UMAP visualisation with sc.tl.umap (min_dist=0.5, spread = 1, alpha = 1, gamma = 1.0). We run the Leiden clustering algorithm using sc.tl.leiden with resolutions 0.4, which gives 10 clusters. We calculated marker genes for each cluster using sc.tl.rank_genes_groups using both the Wilcoxon (method = ‘wilcoxon’) and the Logistic Regression (method = ‘logreg’).

### Scores

To calculate gene scores we used the Scanpy function sc.tl.score_genes with a control size equal to the length of the gene list and a number of bins equal to 25.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Reporting Summary

## Data Availability

The sc-RNA-seq reads and the cell matrix generated in this study have been deposited in the GEO database under accession code GSE230505 and are also listed in Bioproject PRJNA961657. The Iso-seq reads generated in this study have been deposited in the BioSample database under accession code SAMN34360745 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM7225503]. The sequence and annotation references used in this study are available in the following databases: BUSCO, nr [https://www.ncbi.nlm.nih.gov/refseq/about/nonredundantproteins/], Pfam [http://pfam-legacy.xfam.org/], PANTHER, SUPERFAMILY, AnimalTFDB v3.0 [https://guolab.wchscu.cn/AnimalTFDB], SwissProt [https://www.uniprot.org/], EggNOG [http://eggnog5.embl.de] and EpiFactors [https://epifactors.autosome.org/].

# Supplementary material for: Annelid adult cell type diversity and their pluripotent cellular origins
**Source:** Nat Commun. 2024 Apr 12;15:3194. doi: 10.1038/s41467-024-47401-6

# minimum gene counts

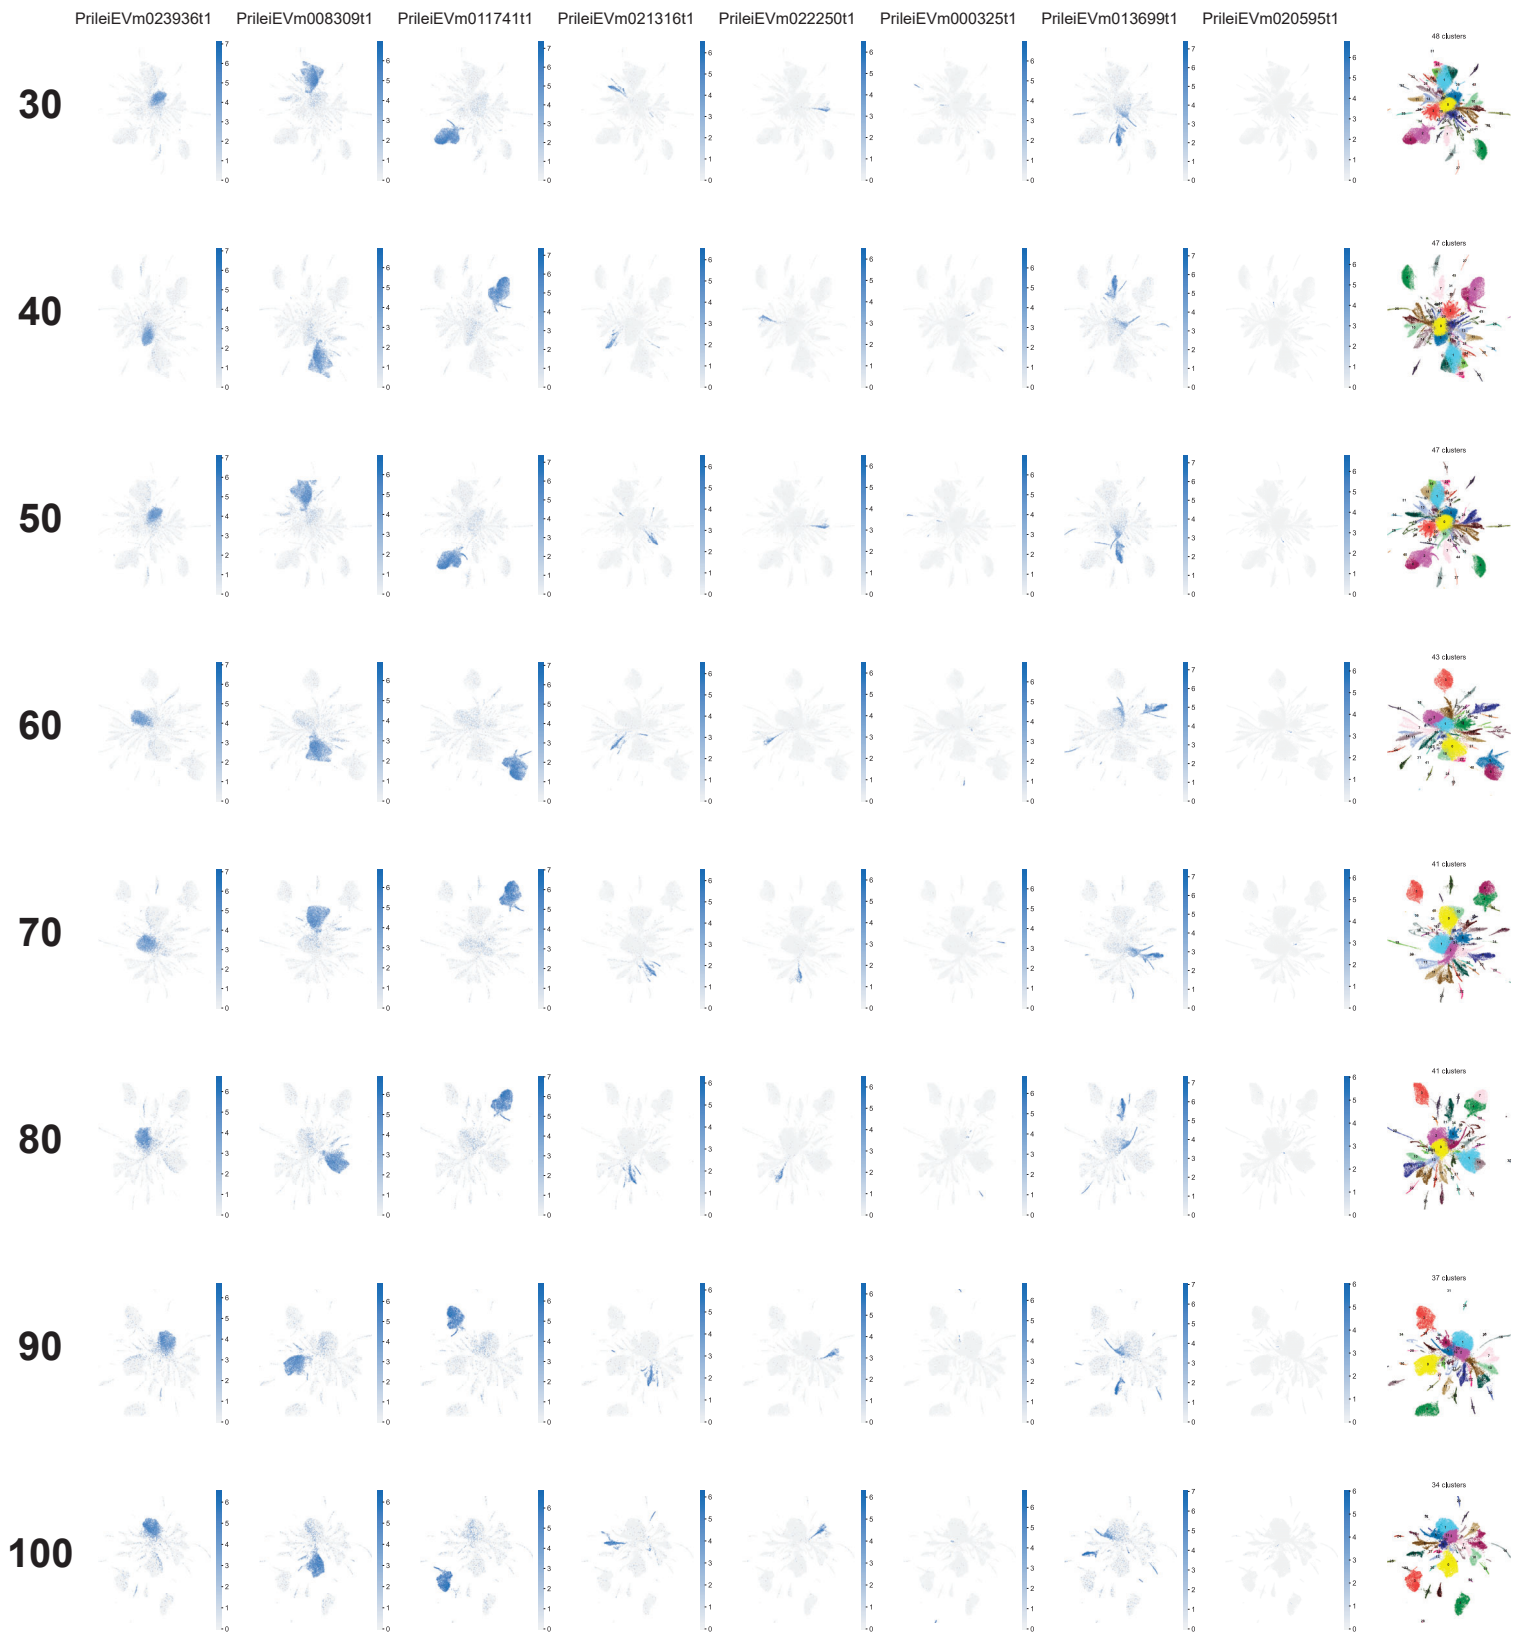

# maximum number of genes

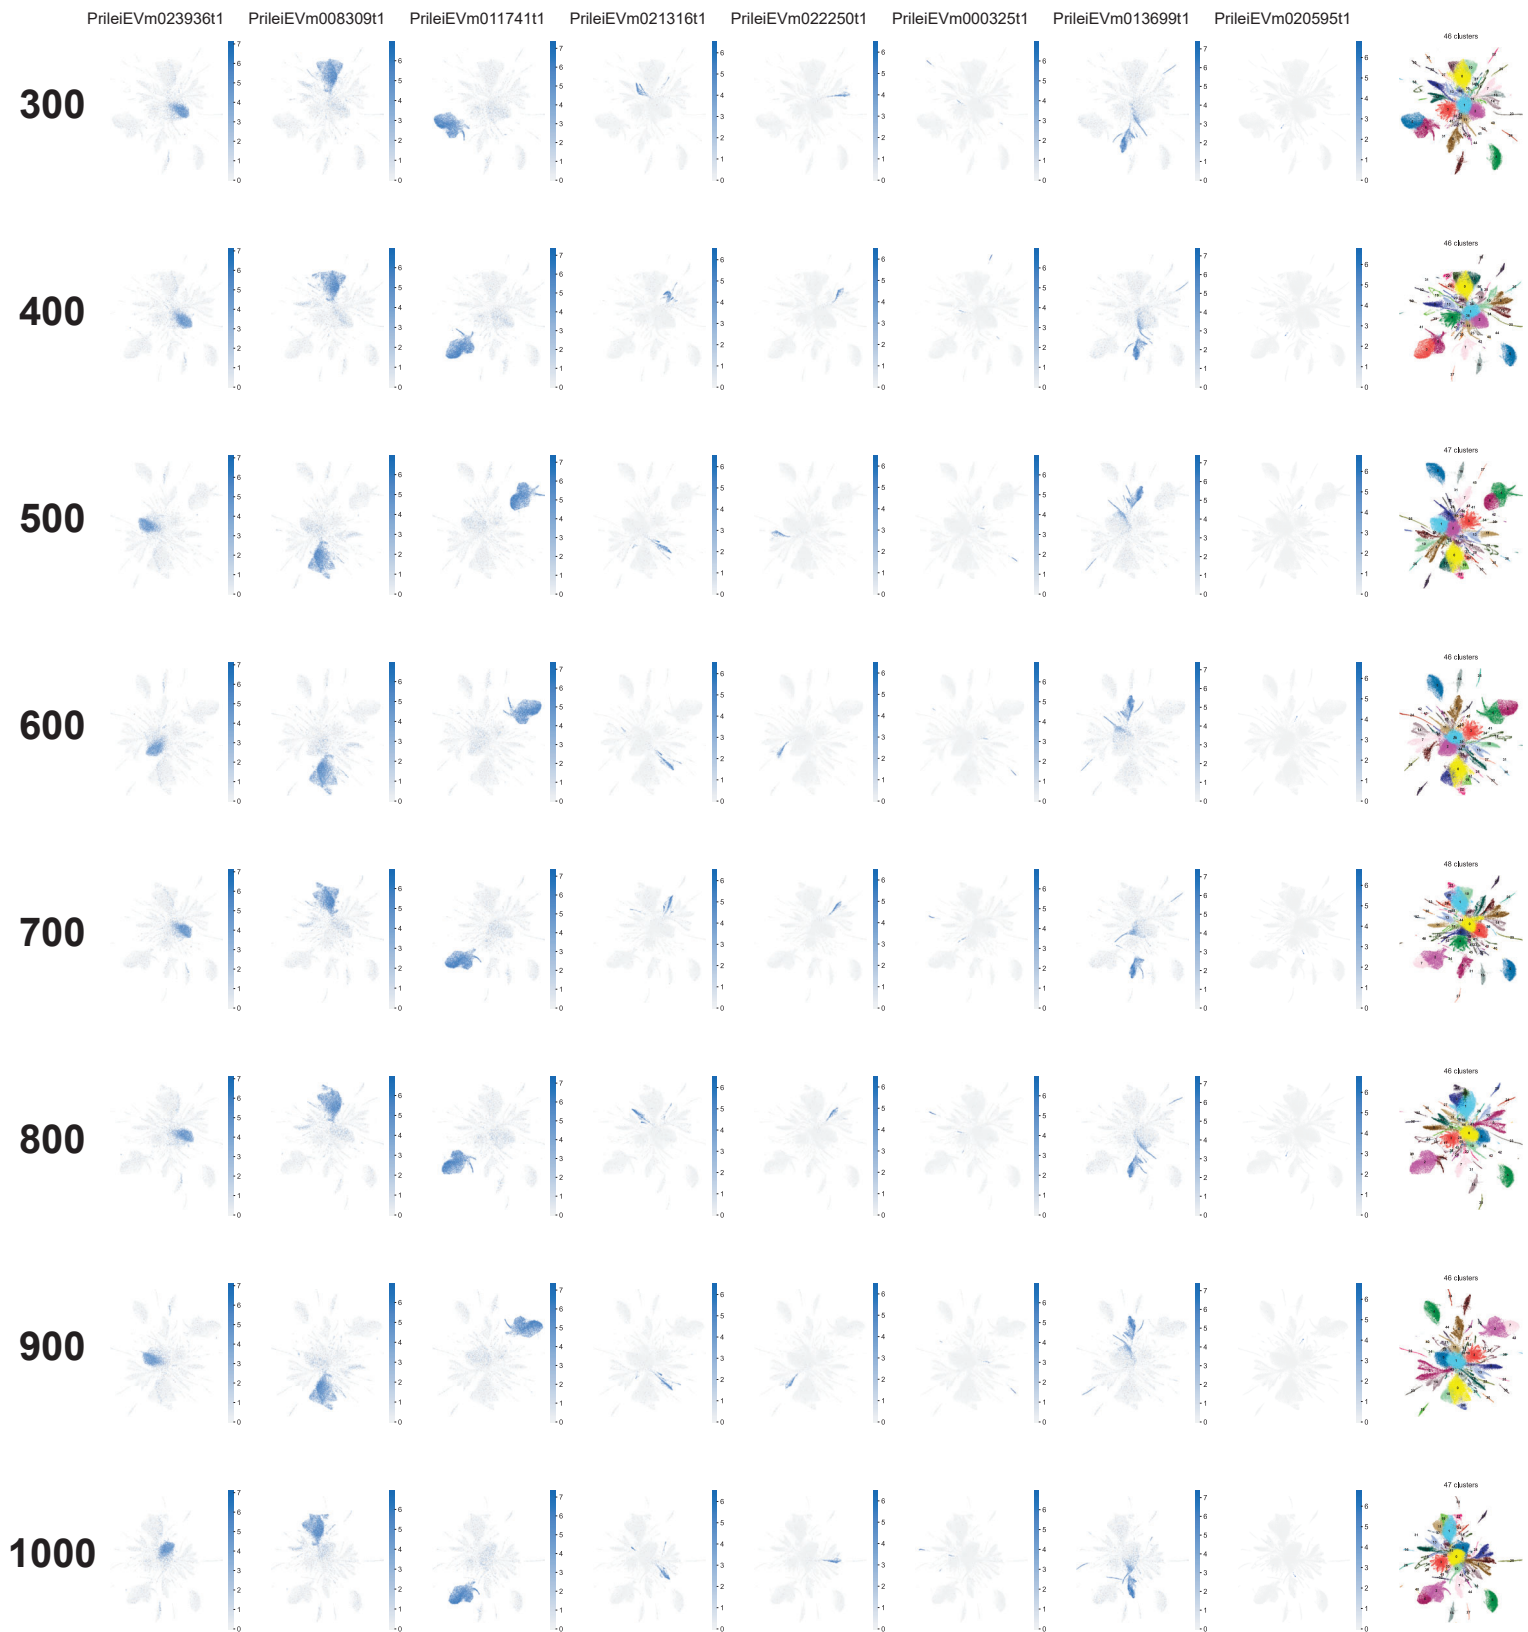

maximum number of counts

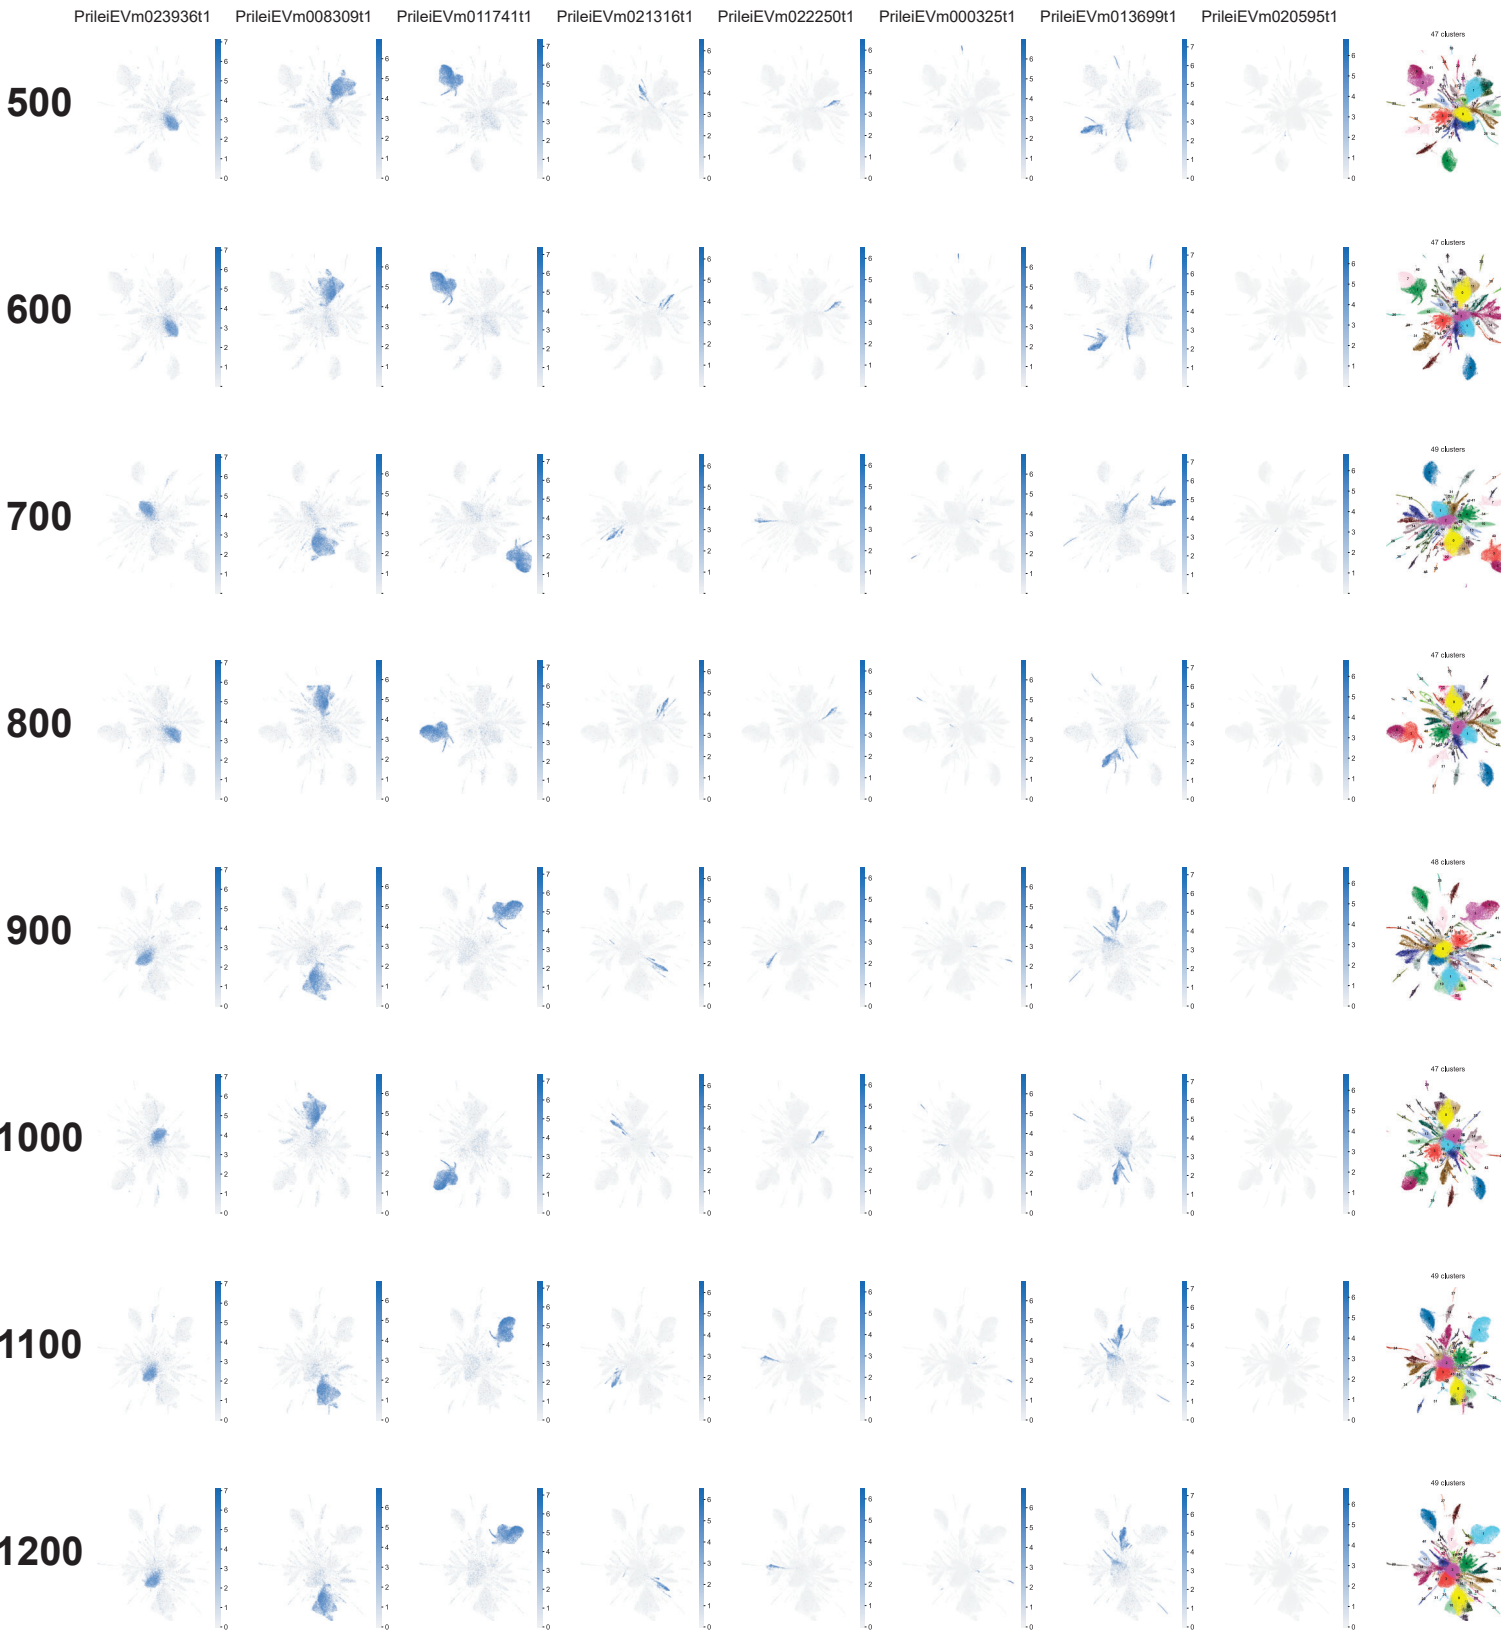

# number of top highly variable genes

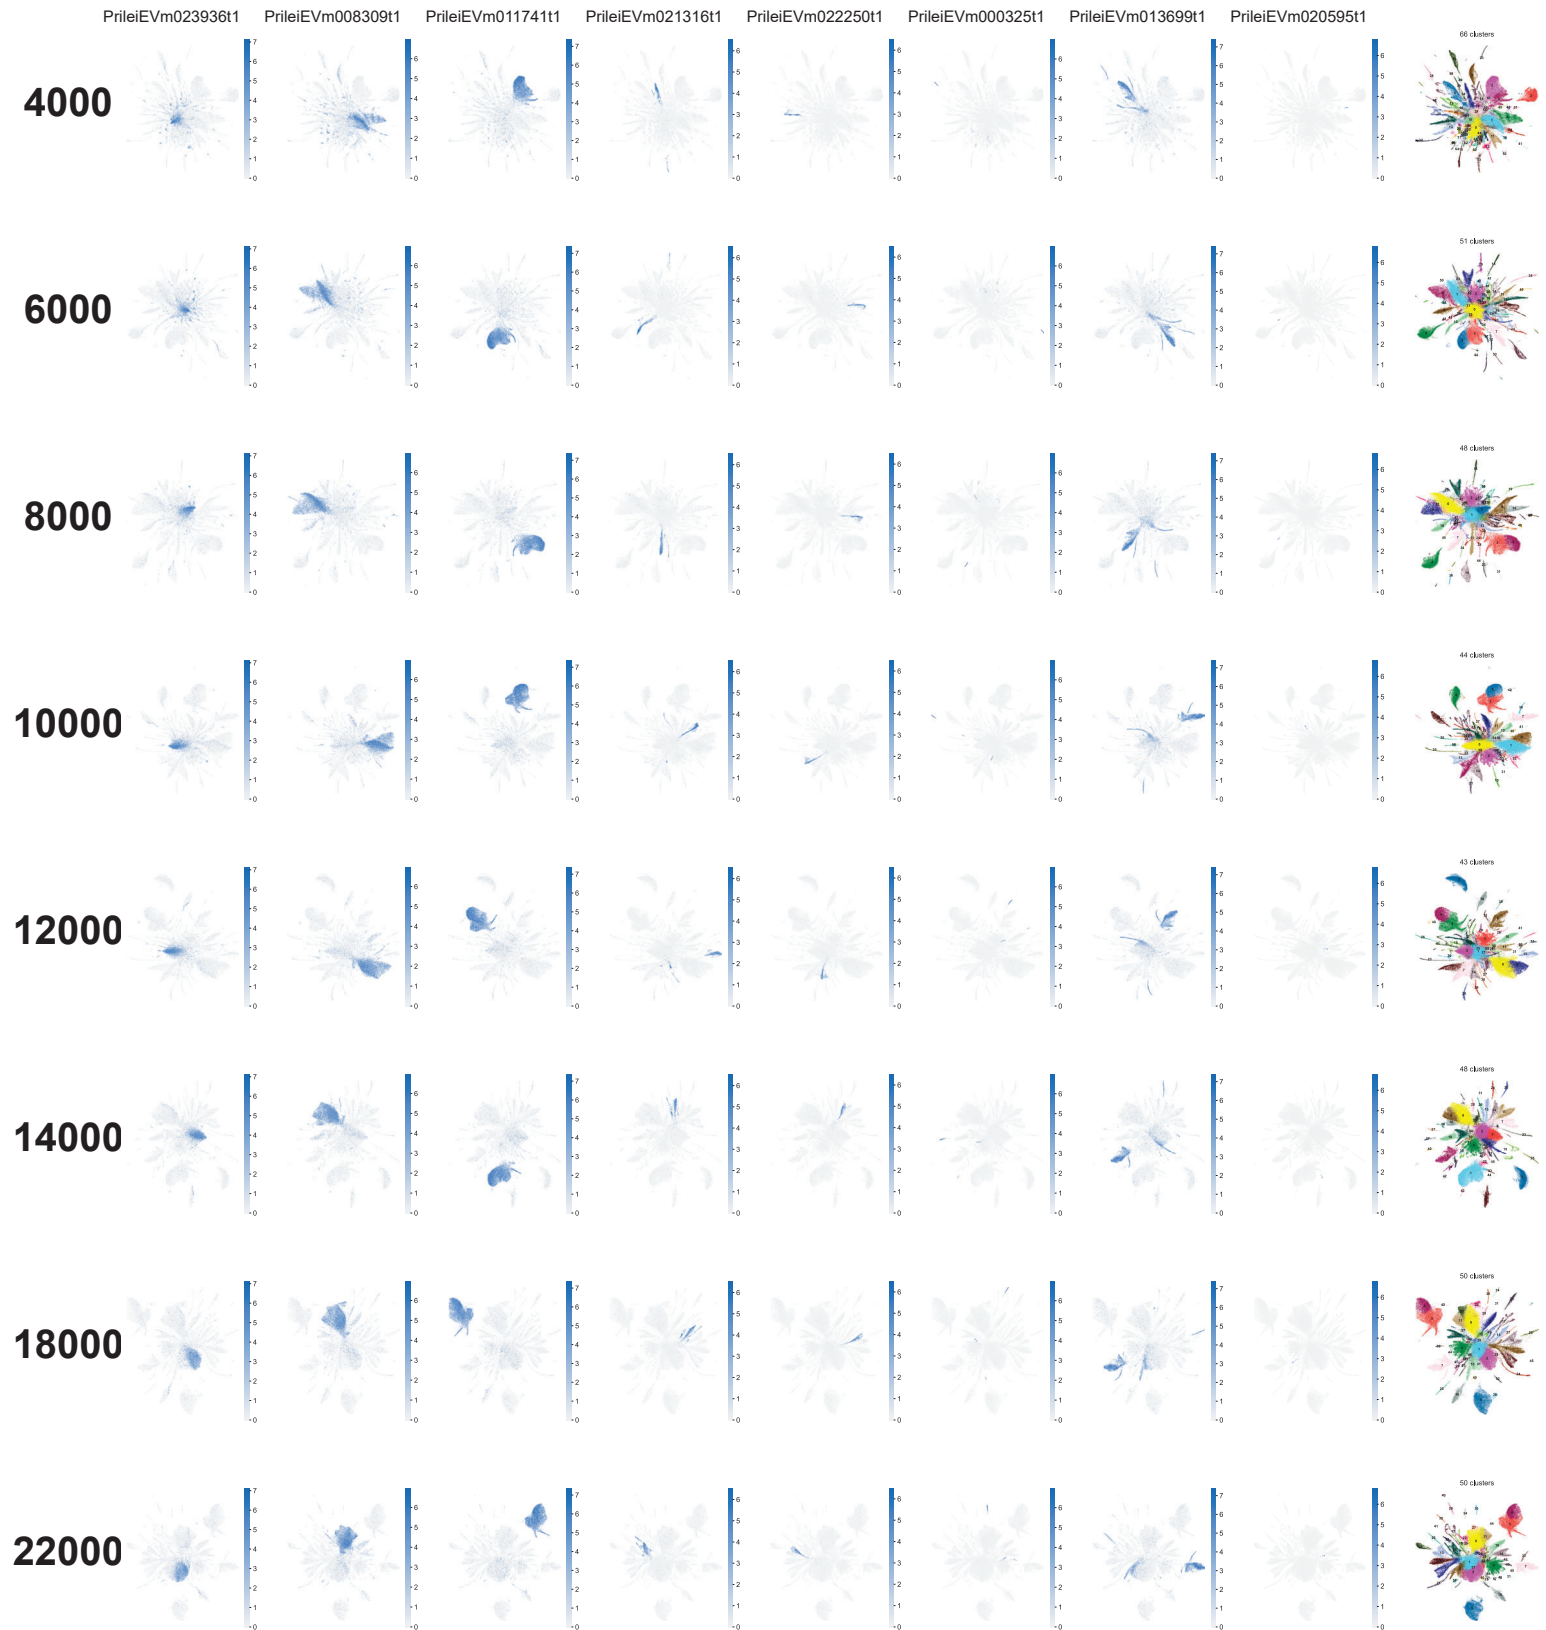

# number of neighbours

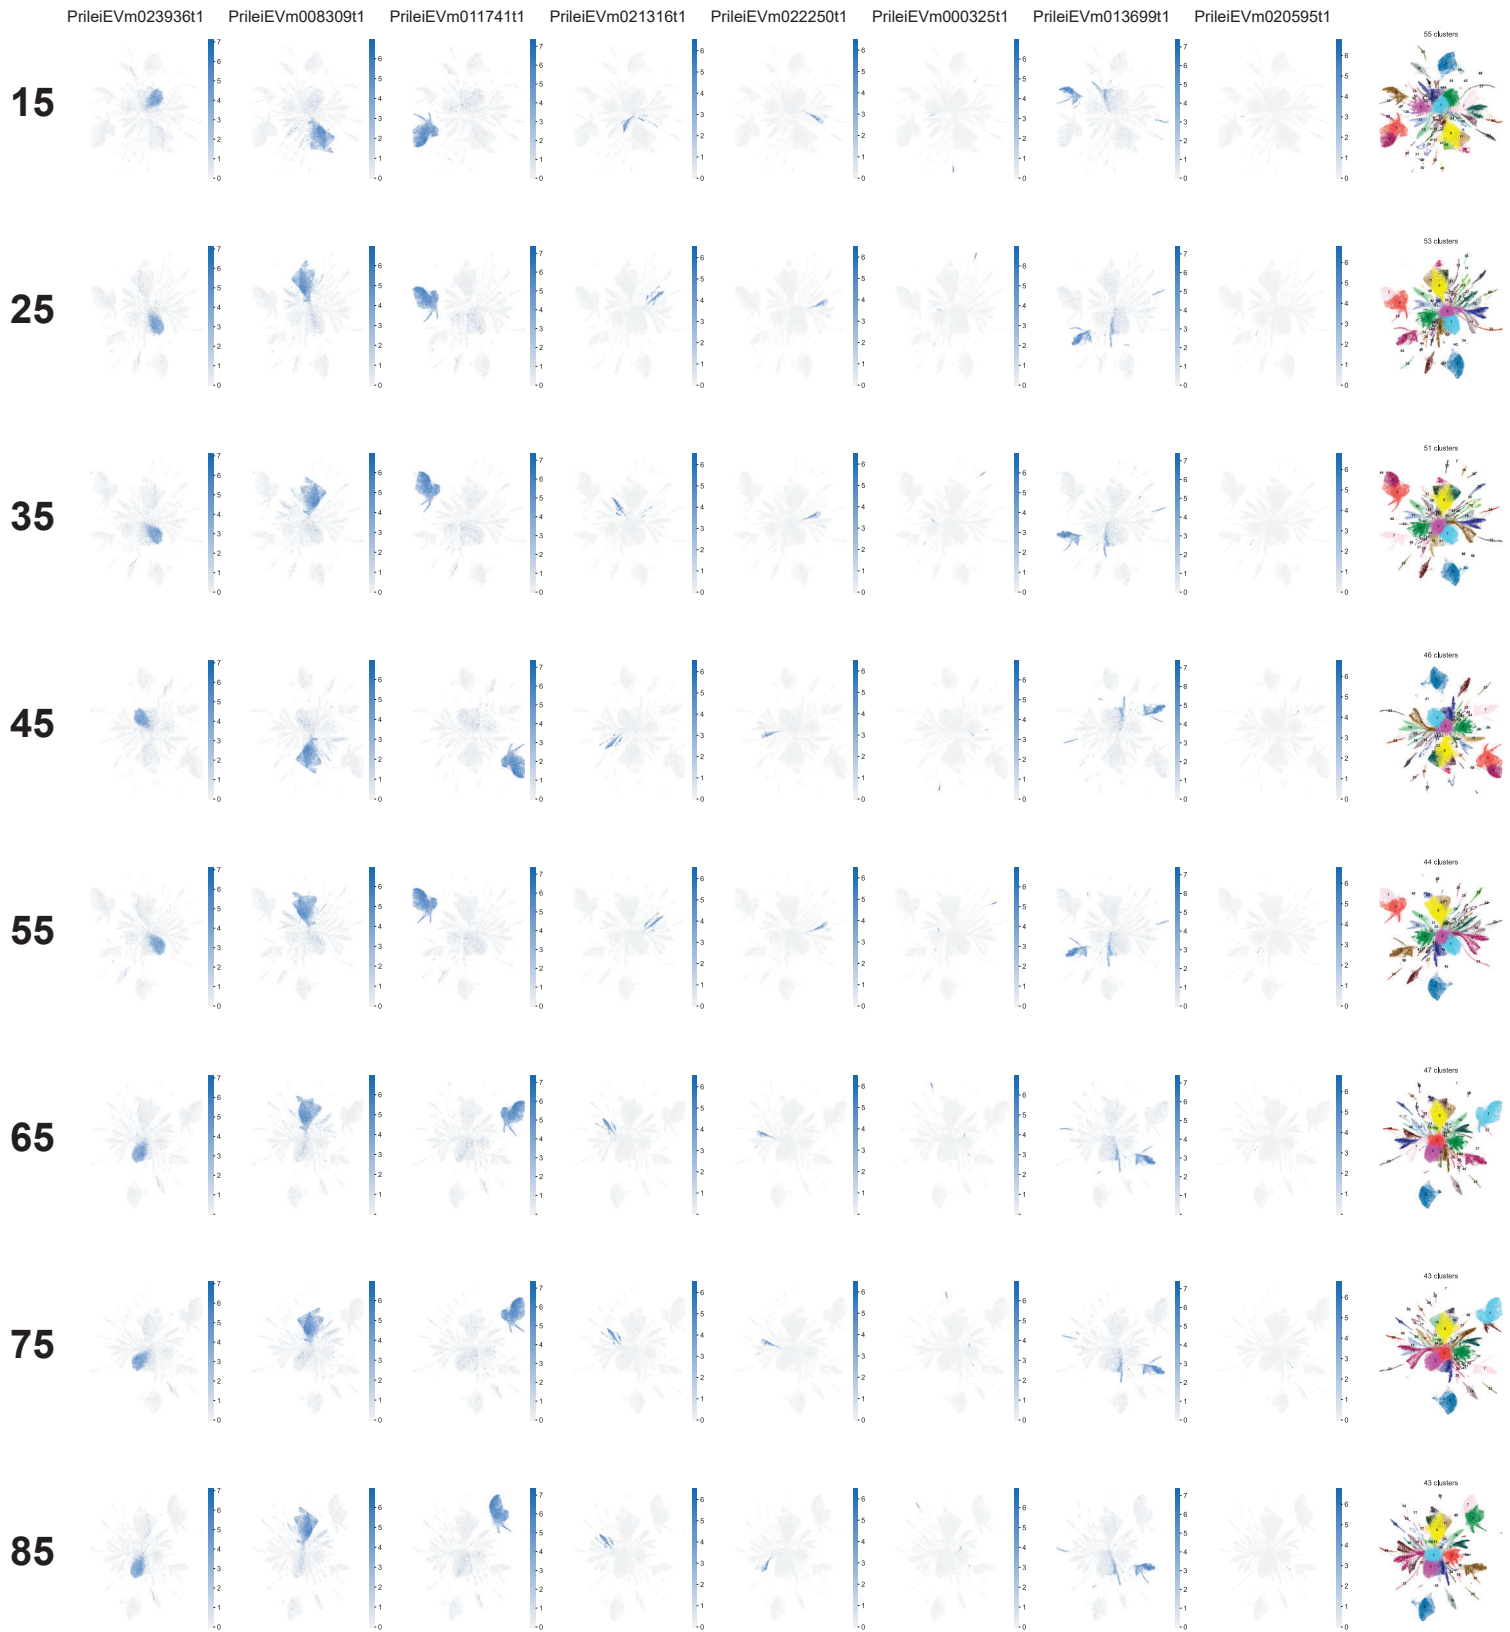

# number of principal components

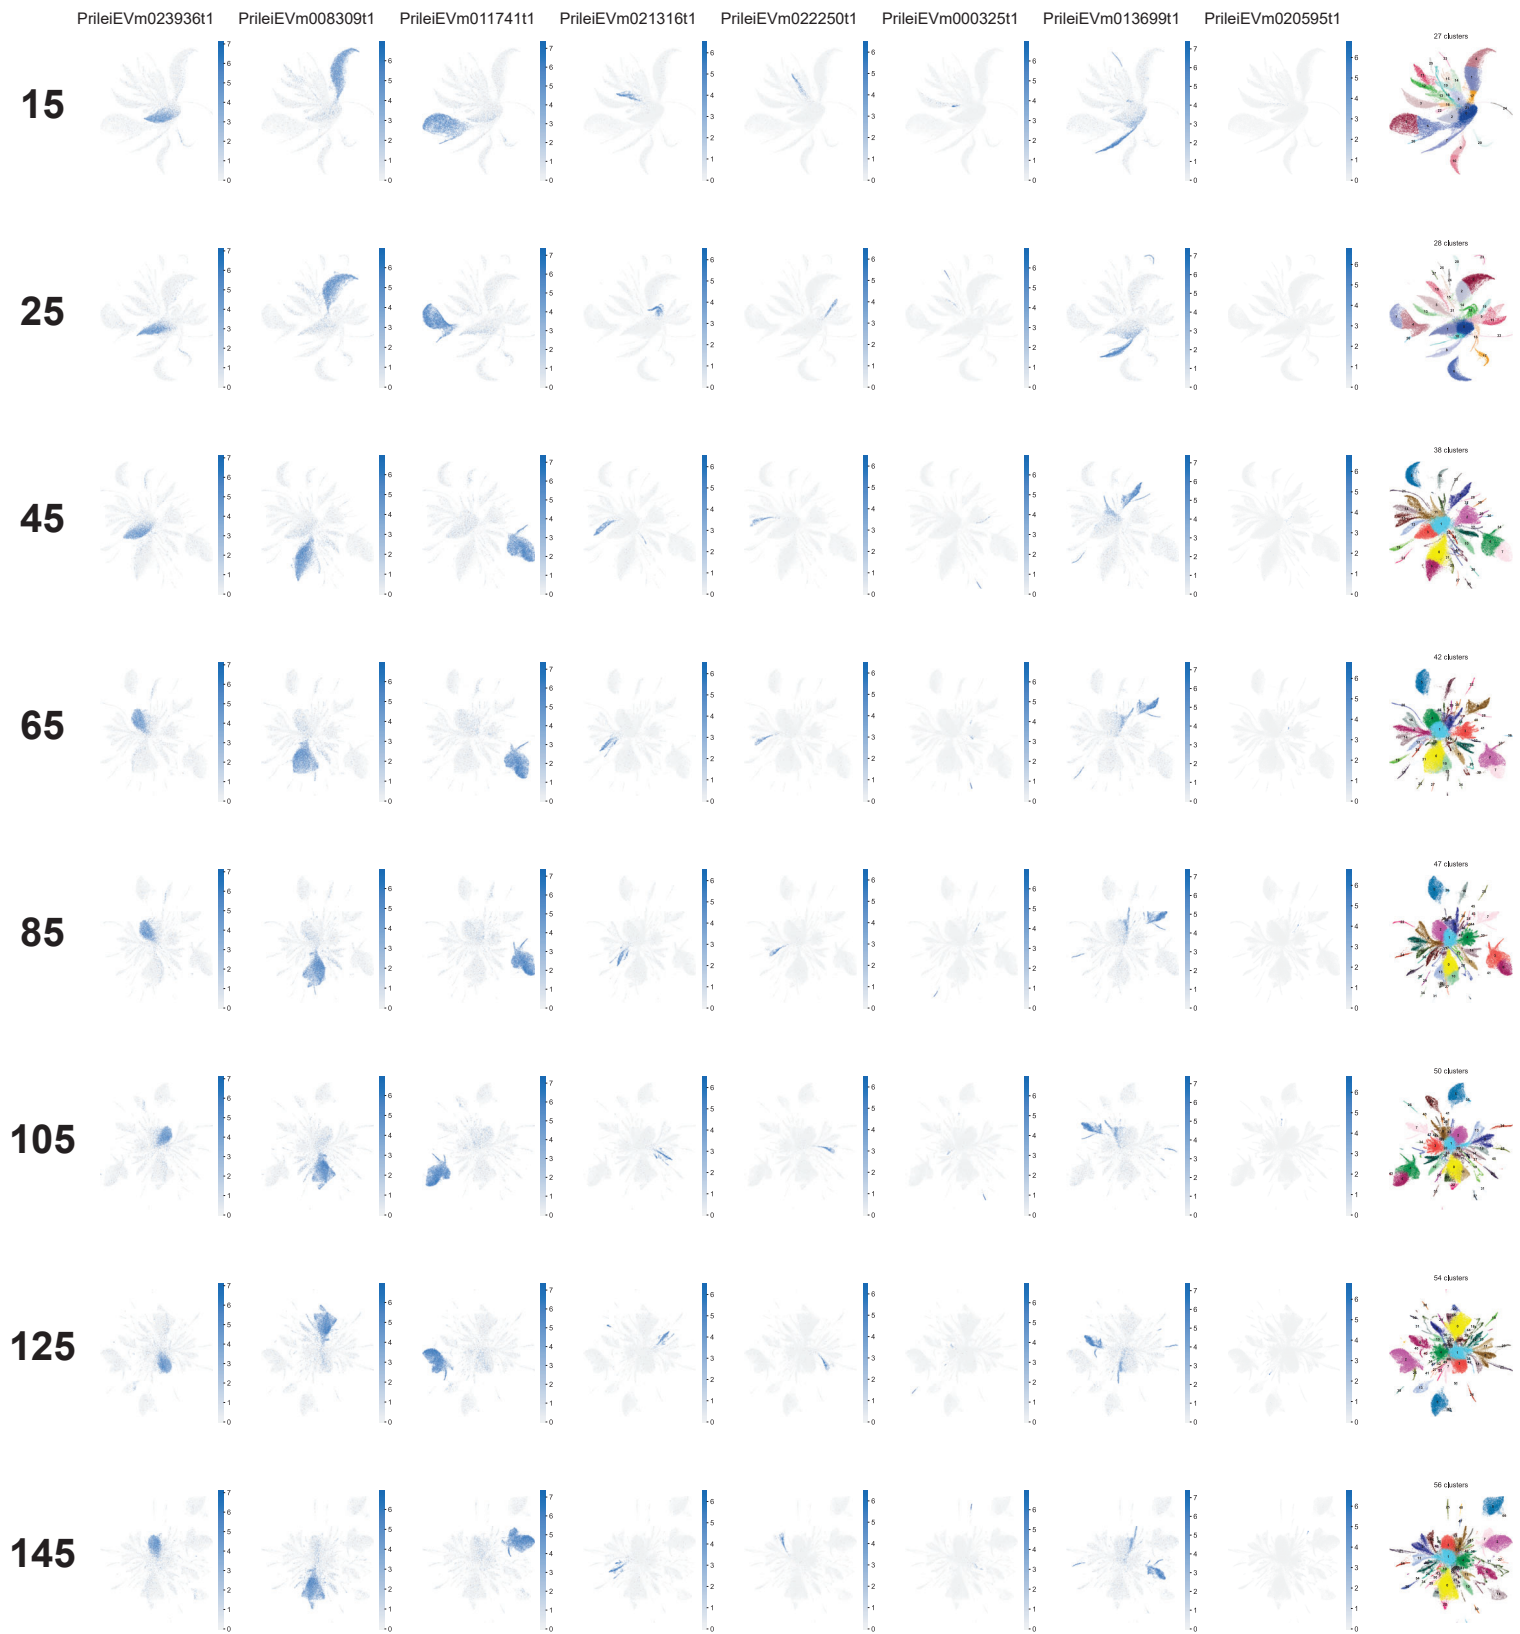

**Supplement:** Supplementary file 5 — Supplementary Data 2

# Supplementary material for: Annelid adult cell type diversity and their pluripotent cellular origins
**Source:** Nat Commun. 2024 Apr 12;15:3194. doi: 10.1038/s41467-024-47401-6

leiden\_1.5 cluster 0

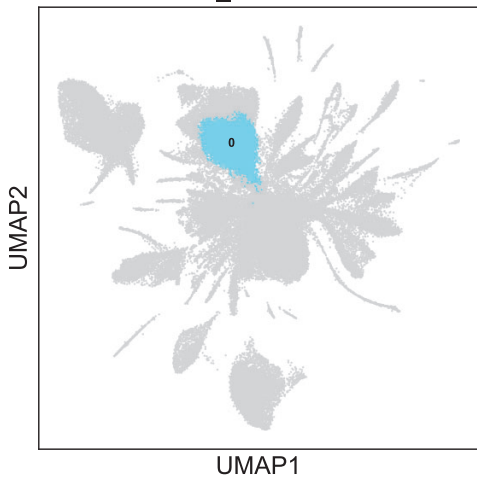

PrileiEVm001963t1

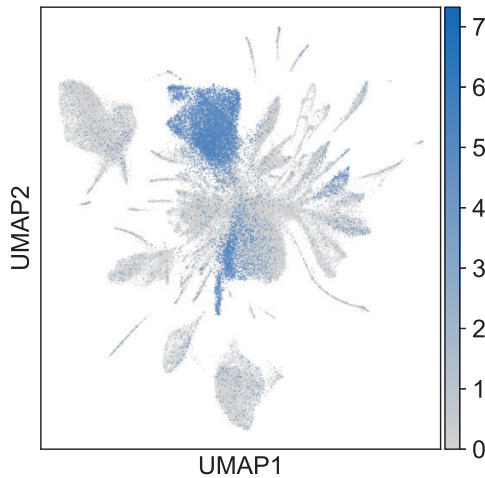

PrileiEVm008287t1

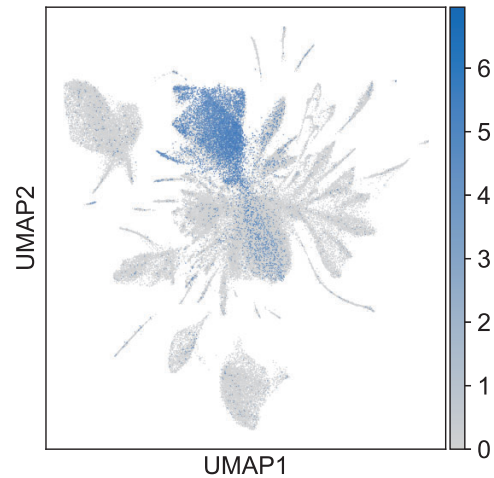

PrileiEVm000041t1

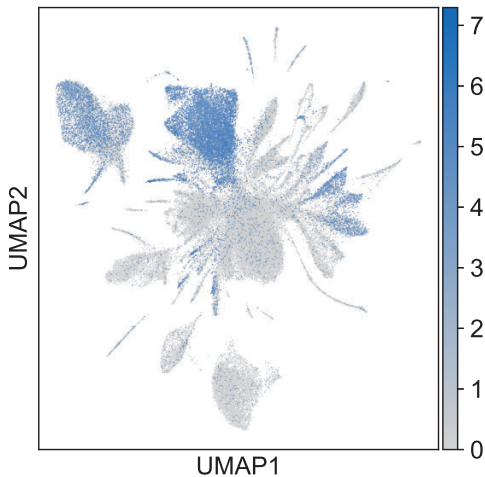

PrileiEVm008309t1

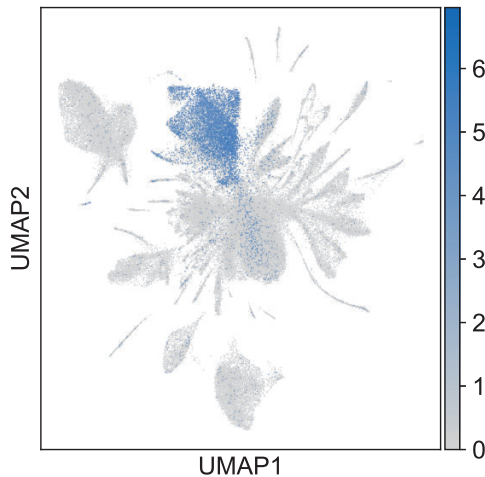

PrileiEVm021489t1

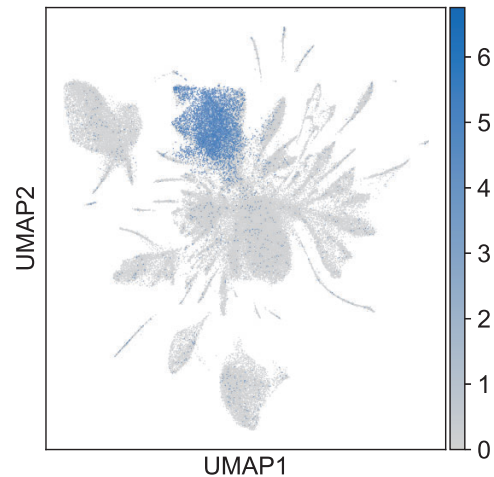

PrileiEVm017189t1

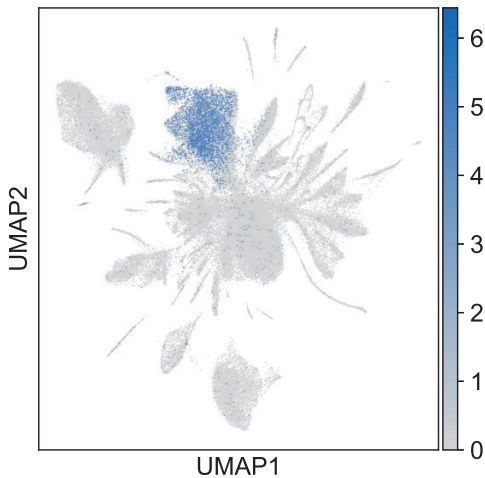

PrileiEVm016392t1

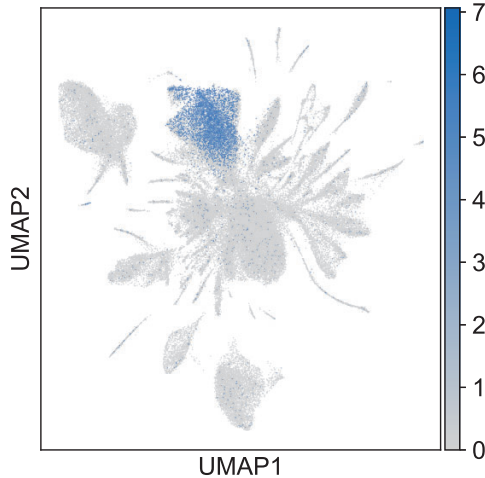

PrileiEVm022014t1

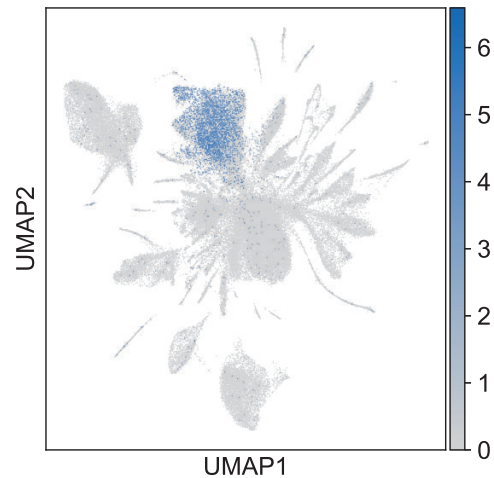

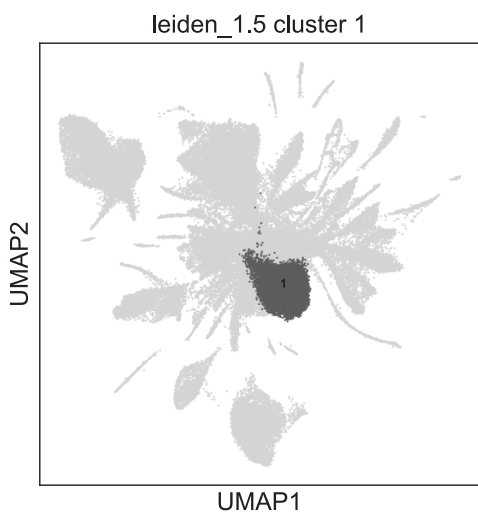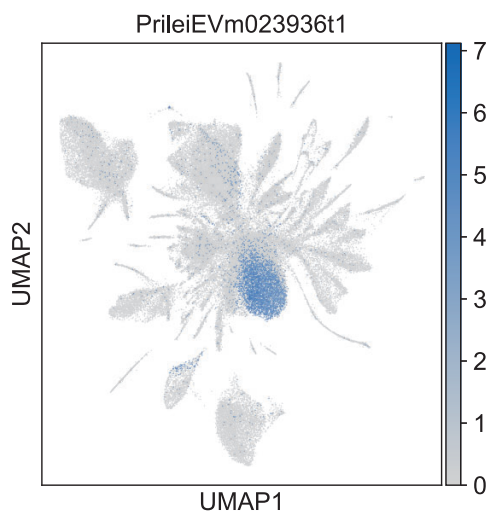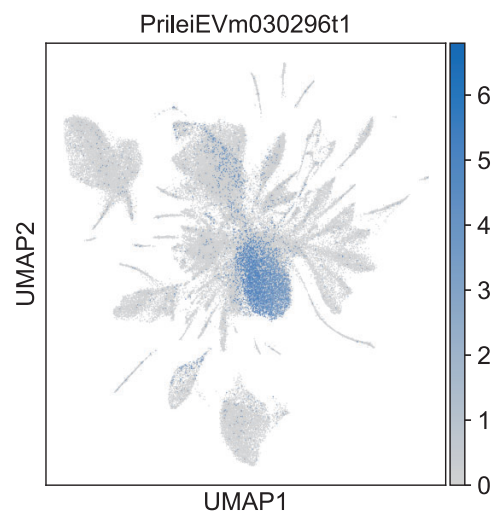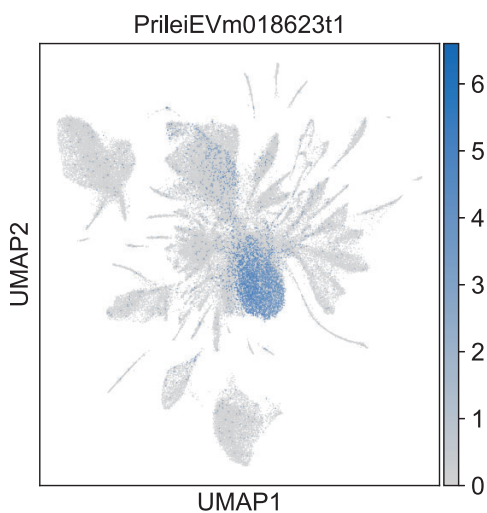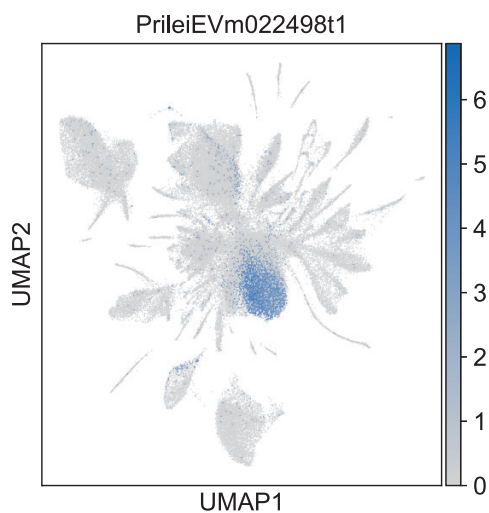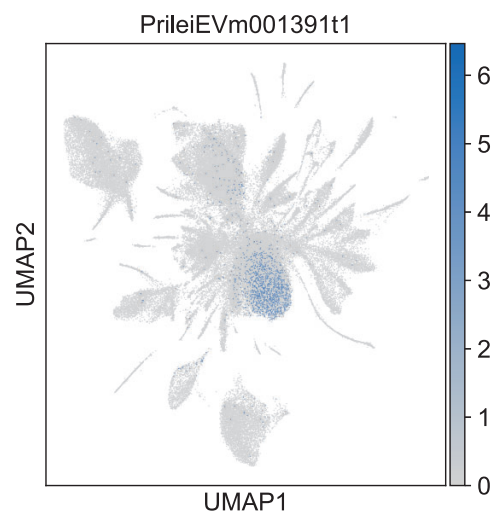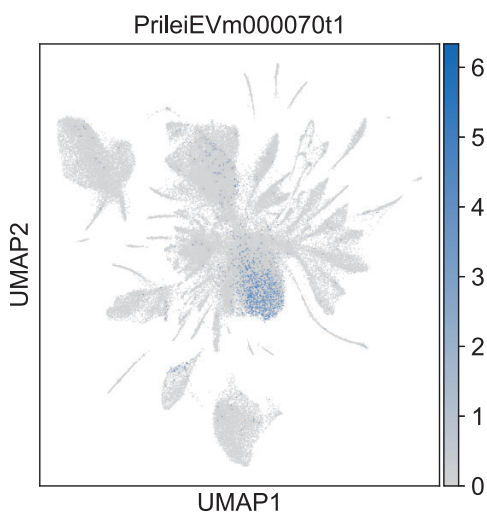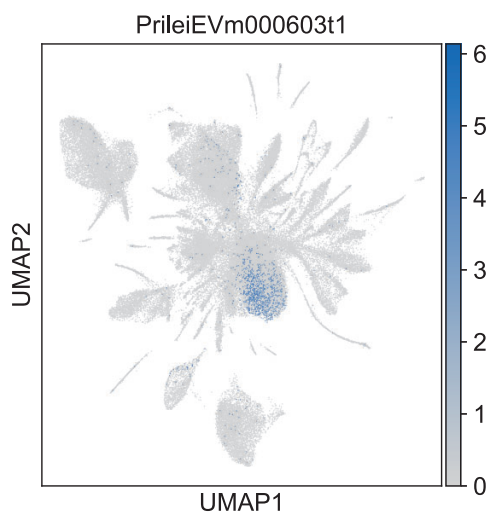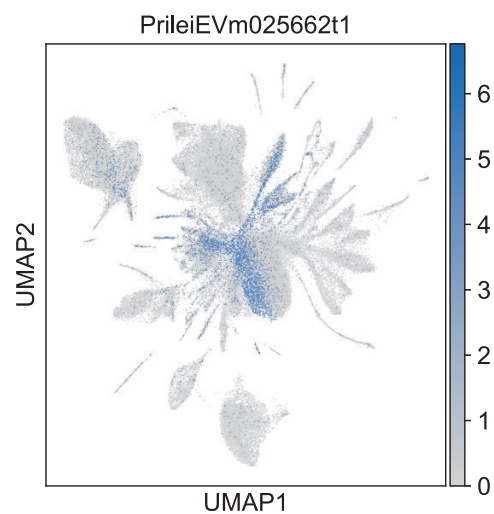

leiden\_1.5 cluster 2

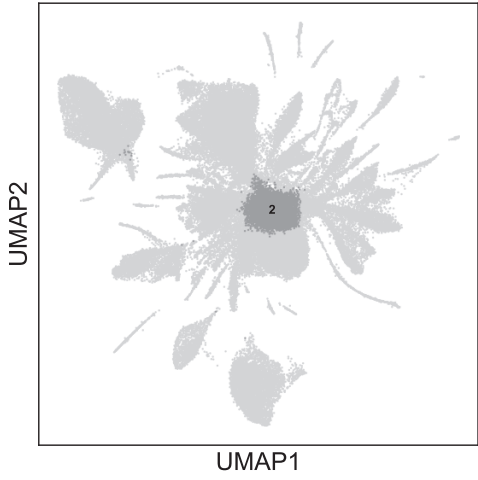

PrleiEVm023763t1

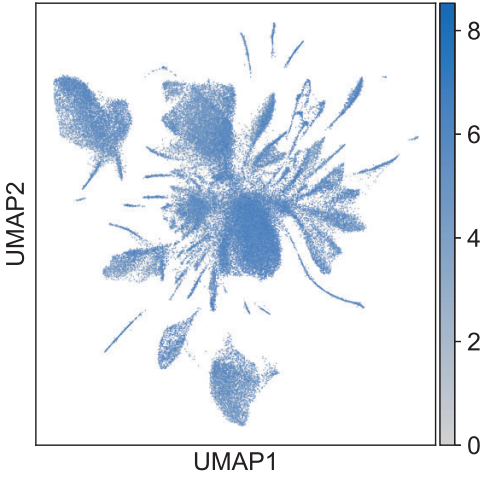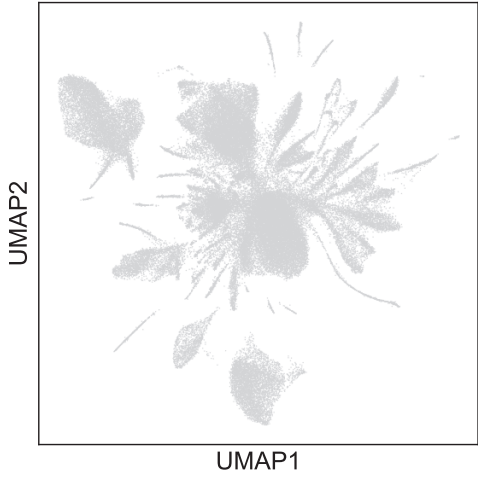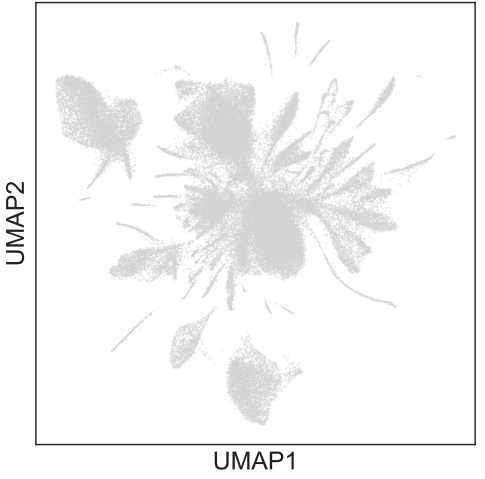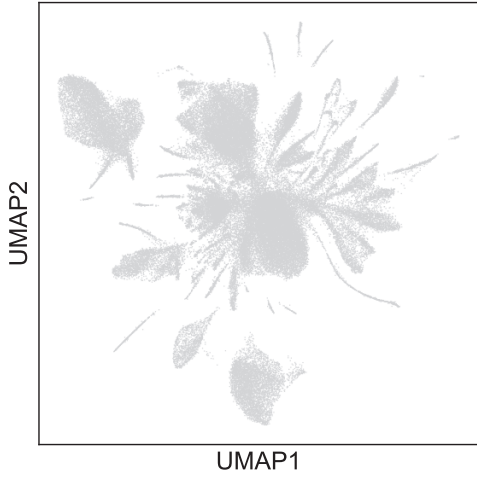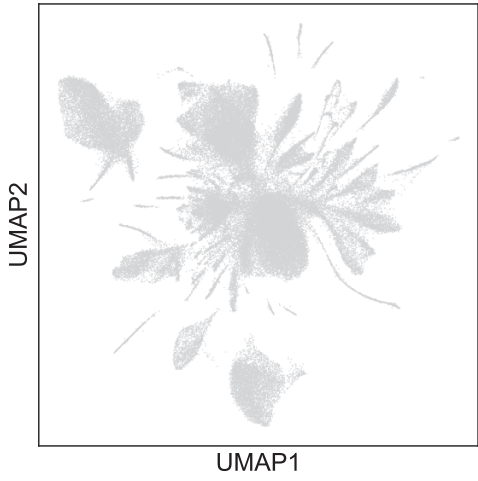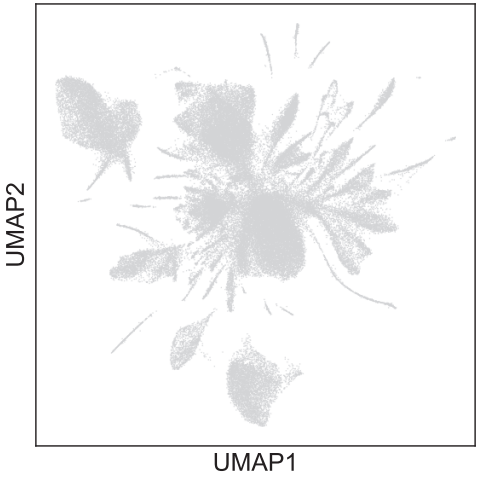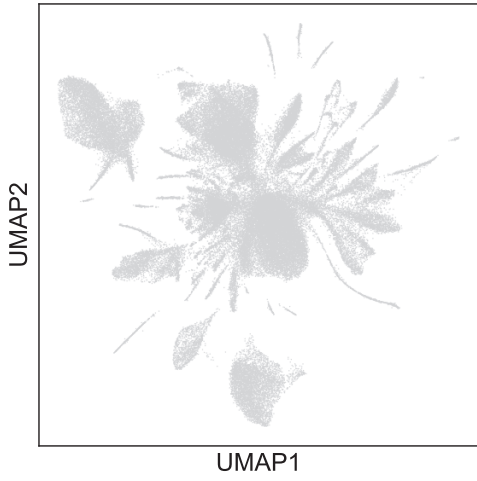

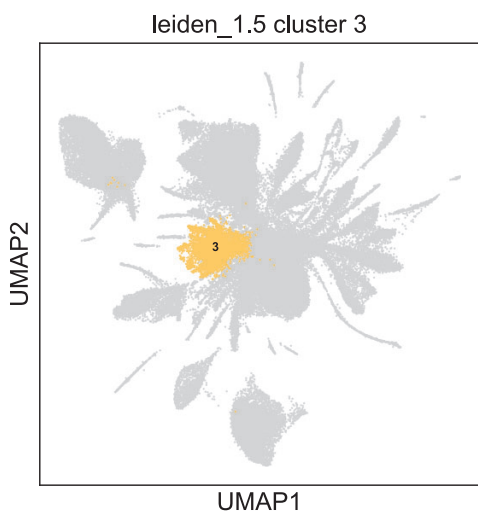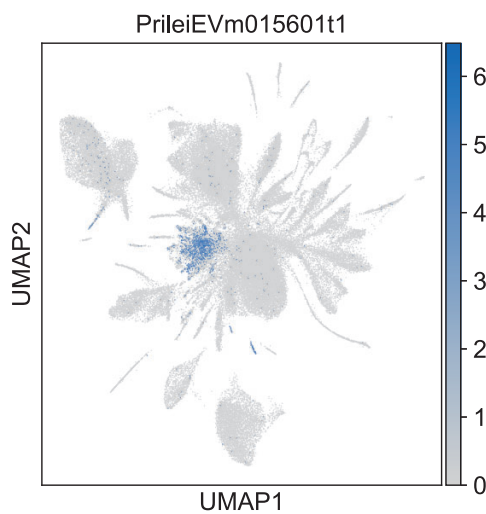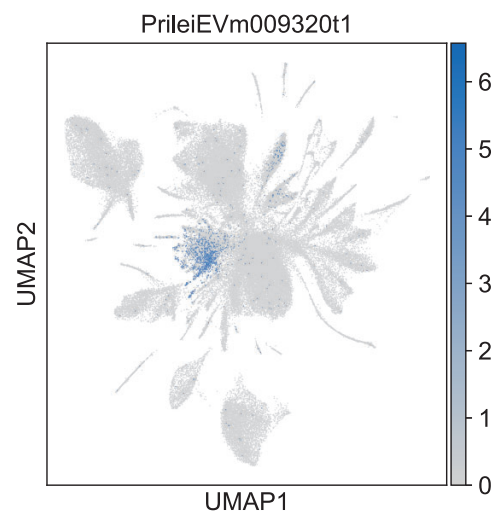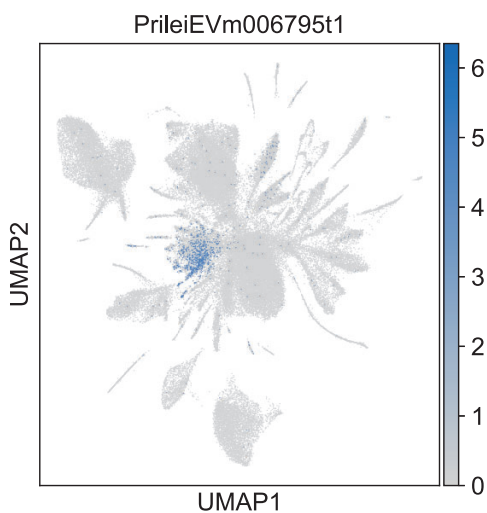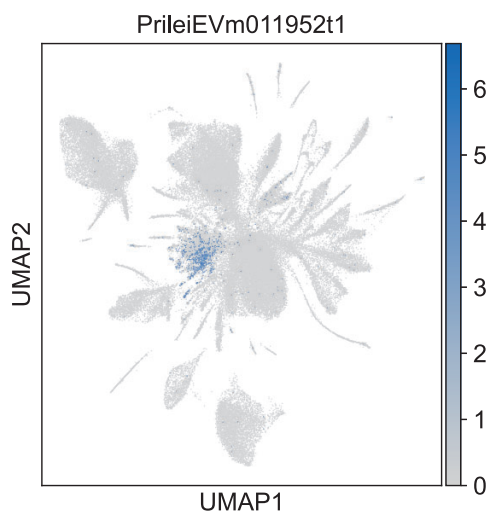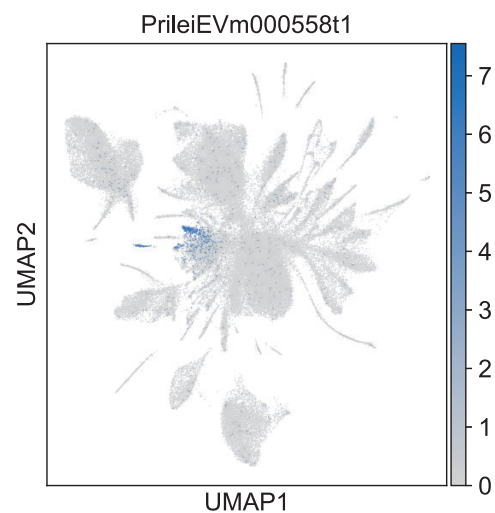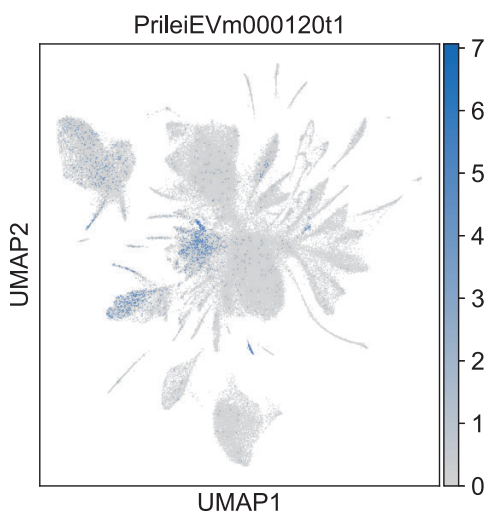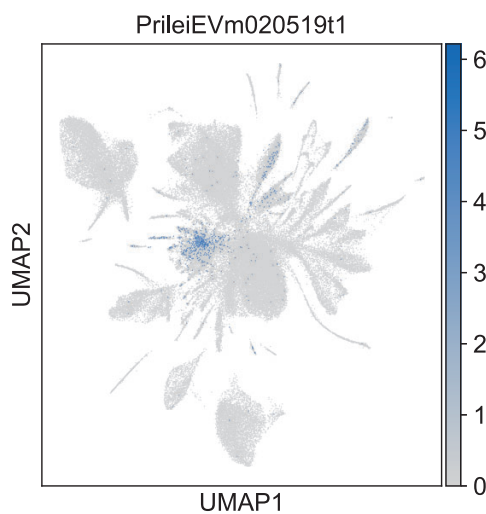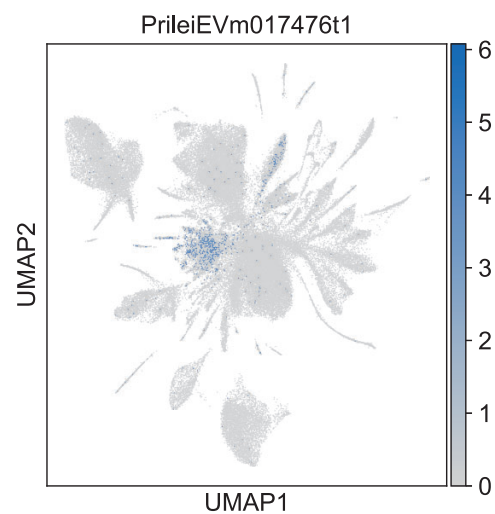

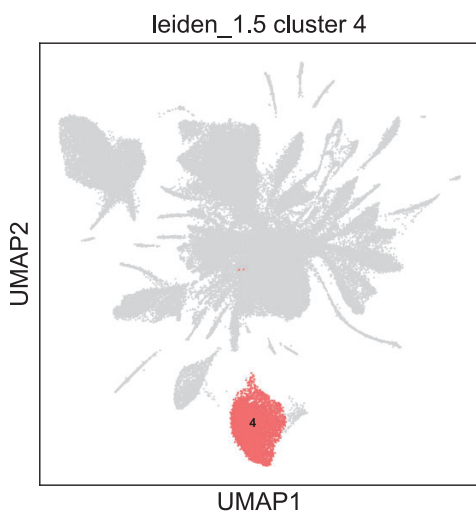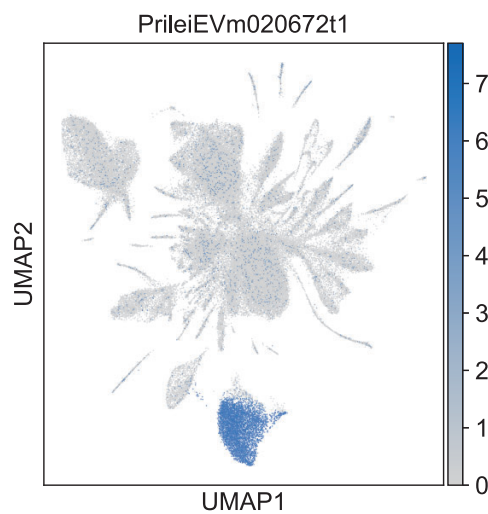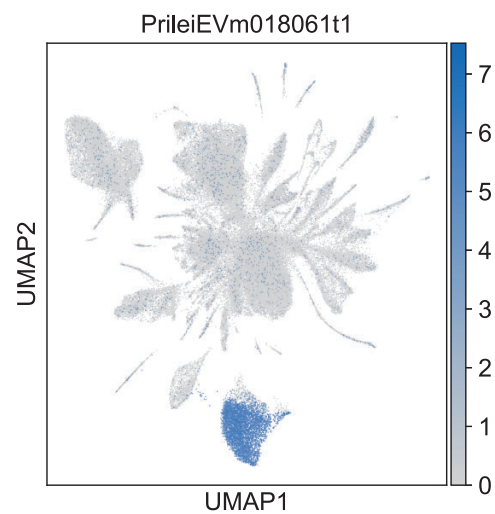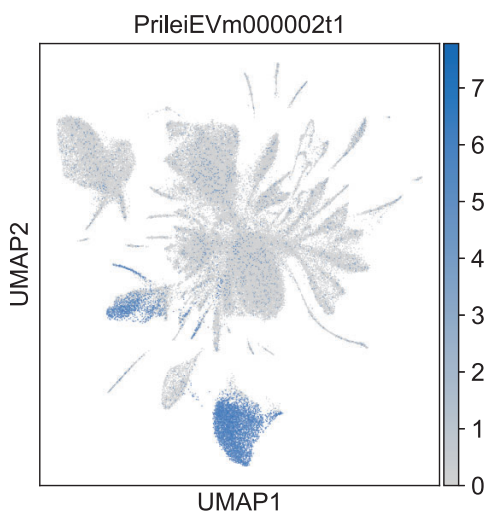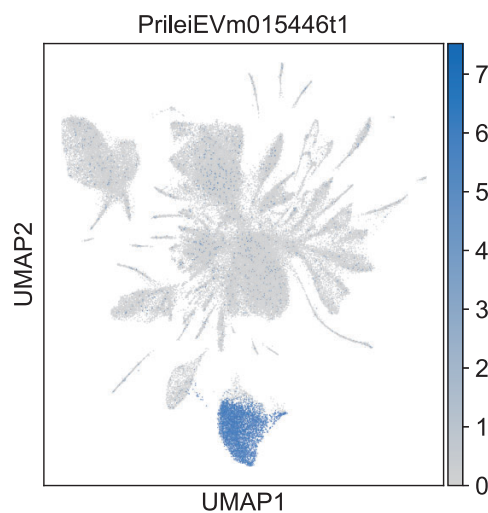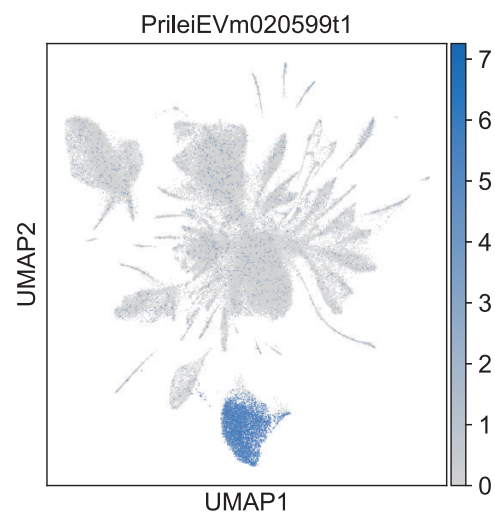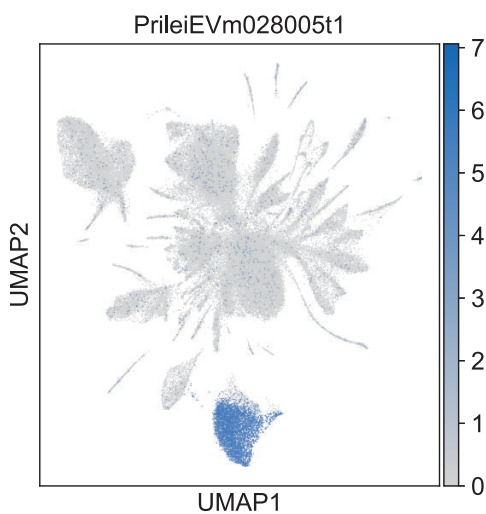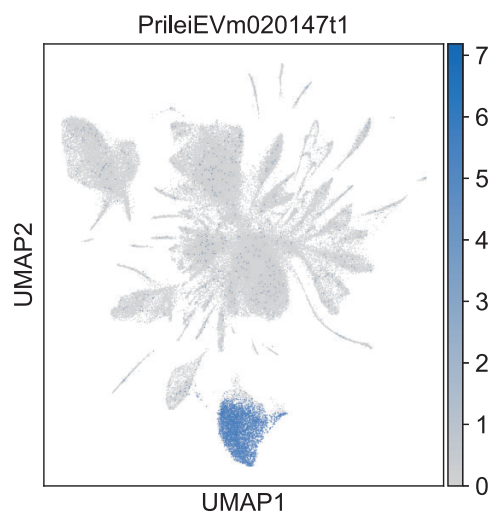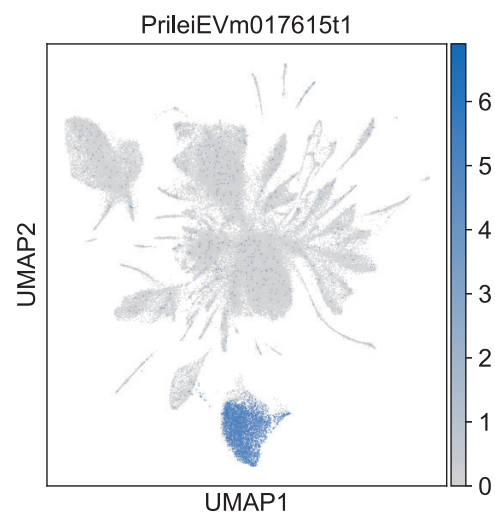

leiden\_1.5 cluster 5

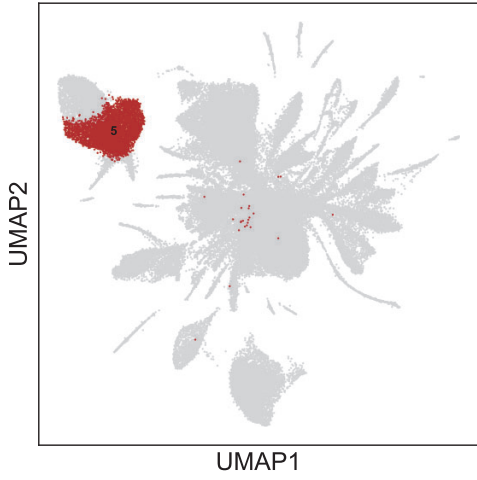

PrileiEVm011741t1

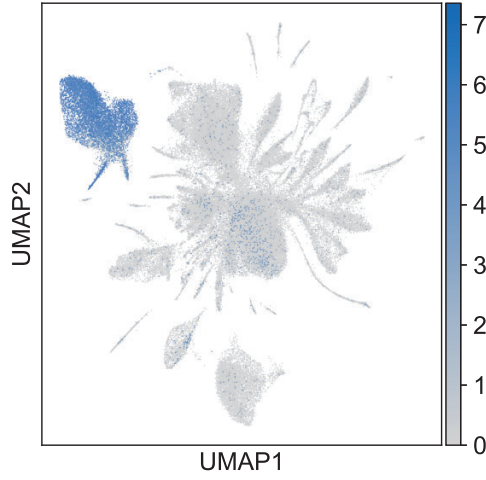

PrileiEVm000300t1

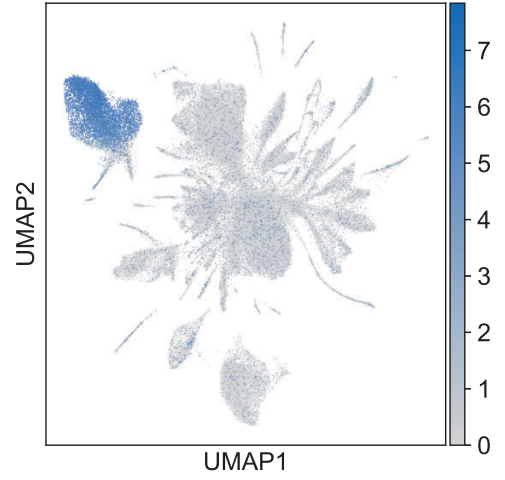

PrileiEVm016172t1

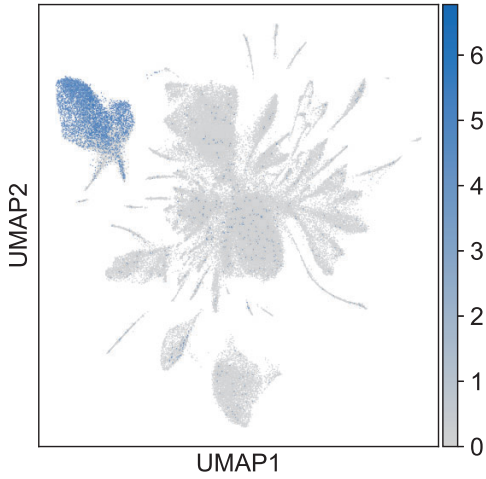

PrileiEVm016000t1

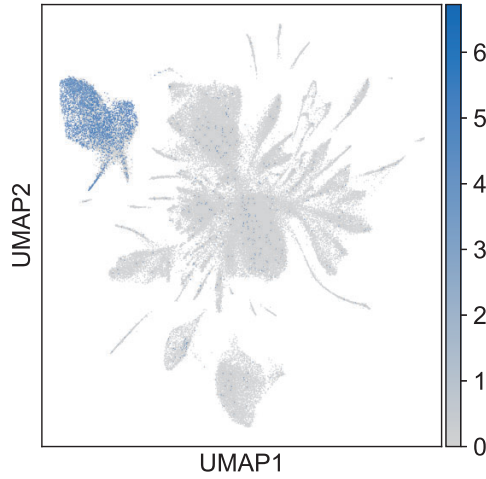

PrileiEVm012191t1

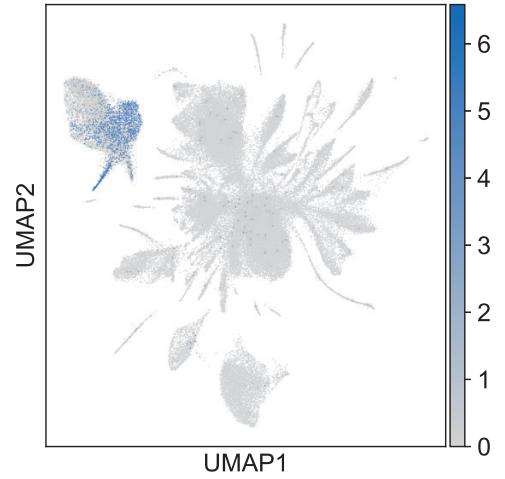

PrileiEVm018738t1

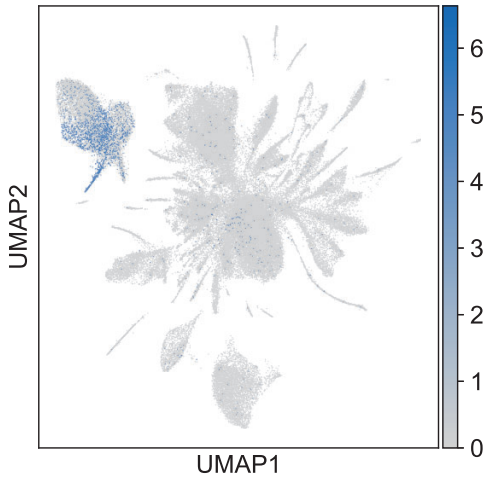

PrileiEVm000077t1

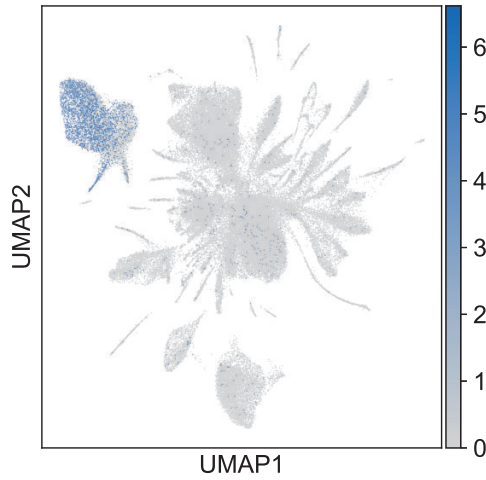

PrileiEVm003774t1

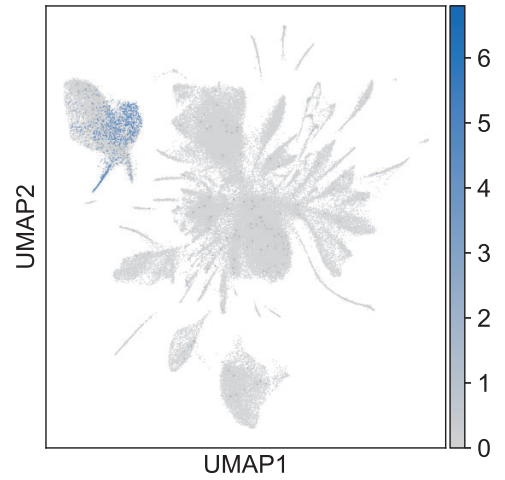

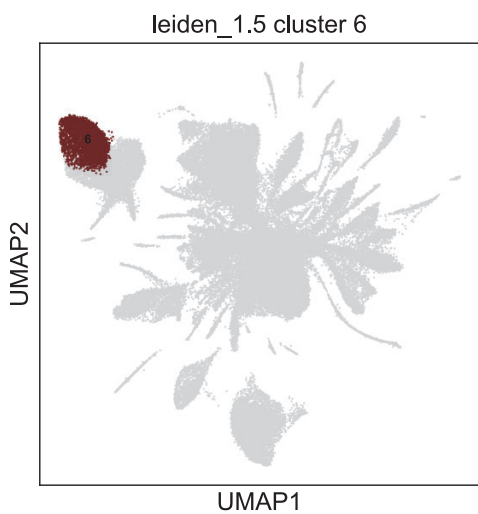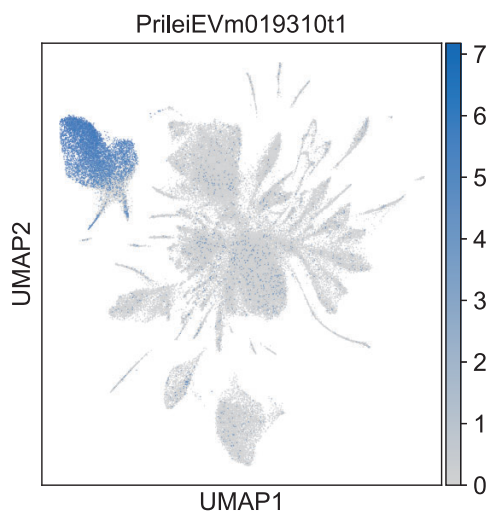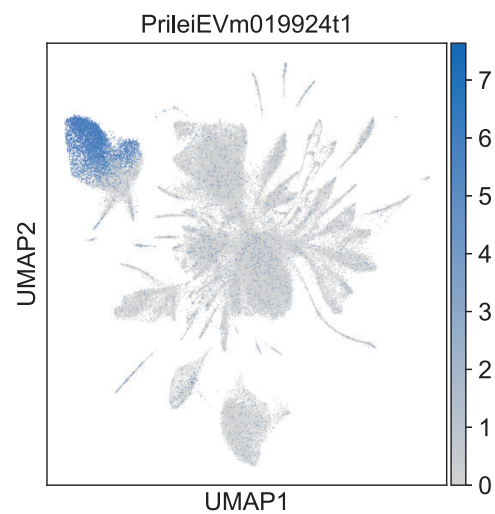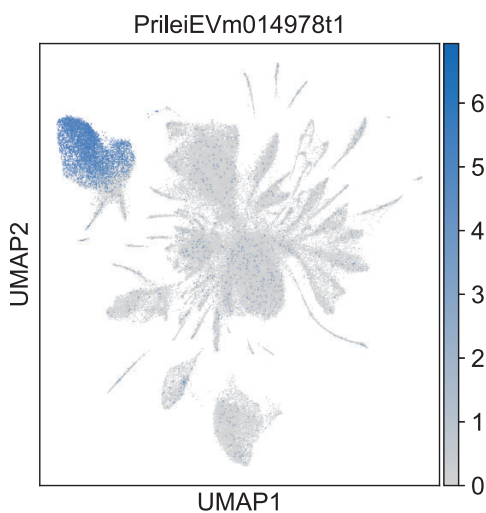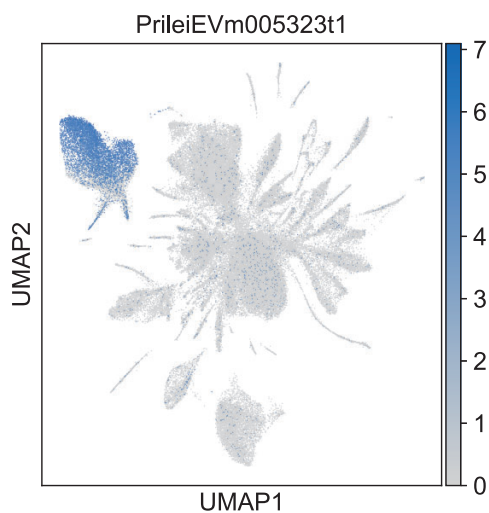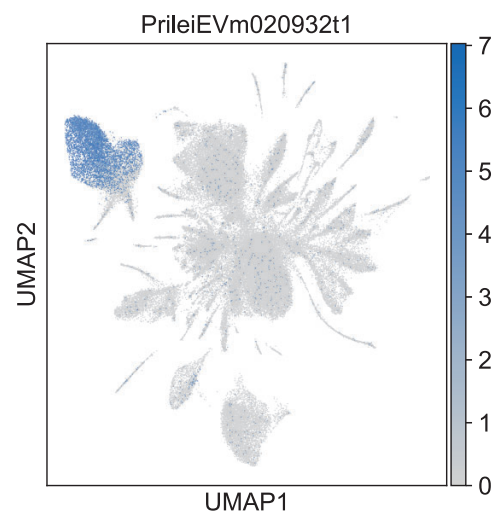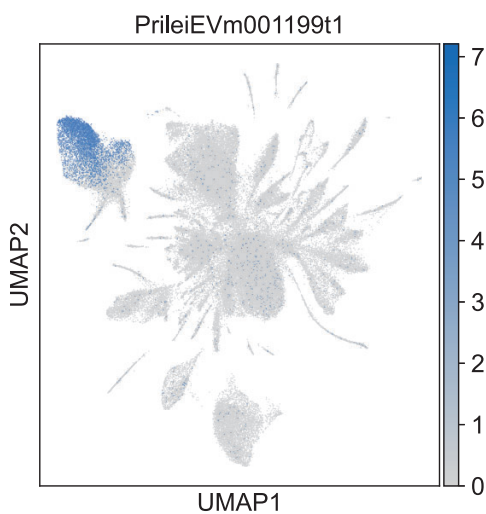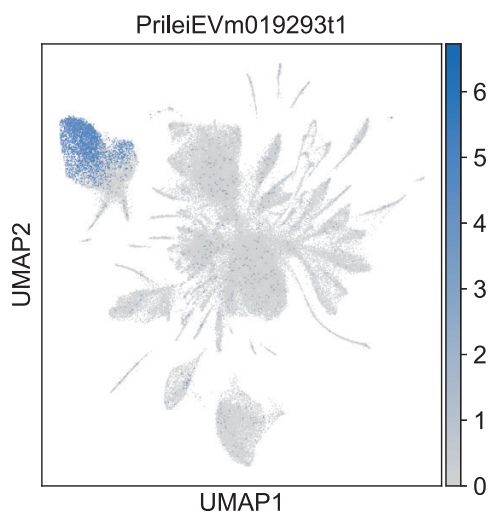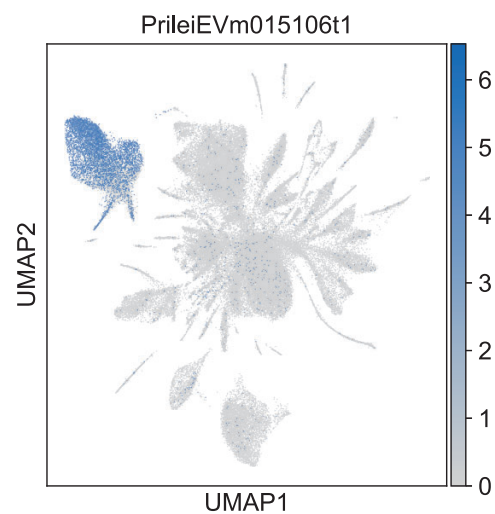

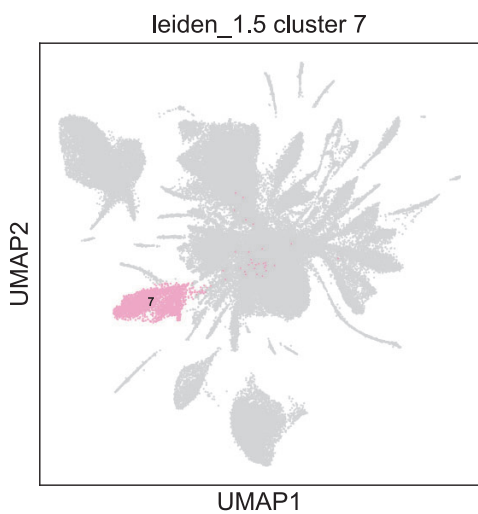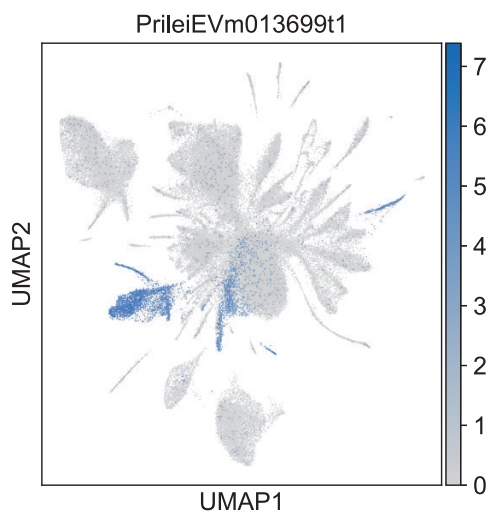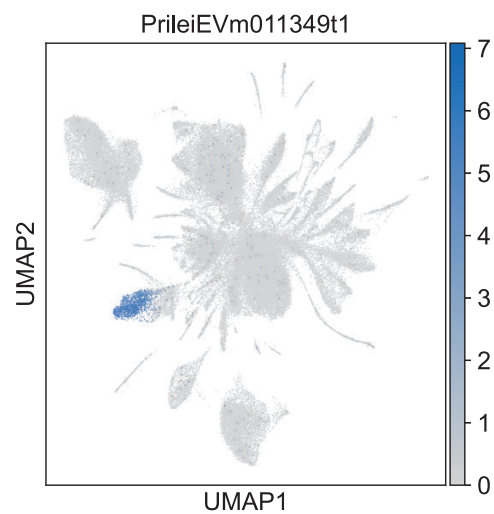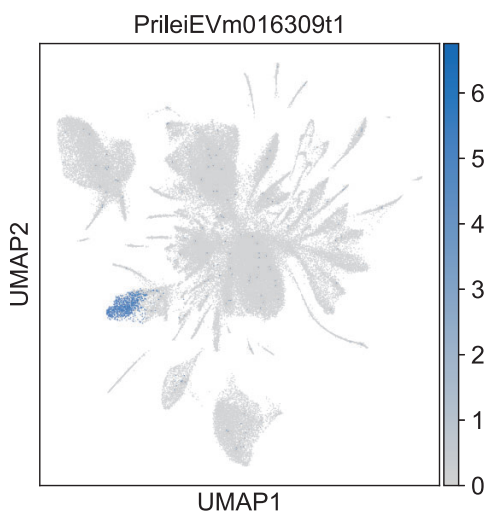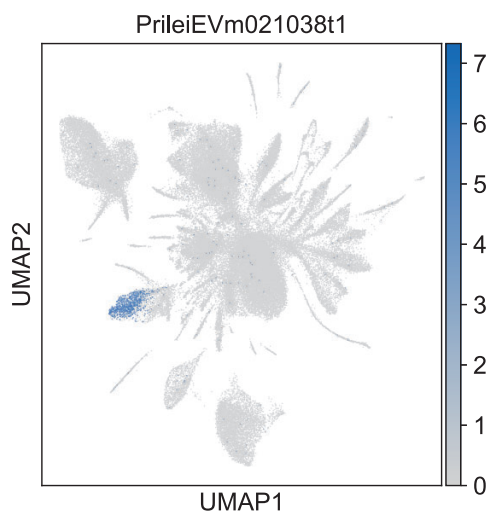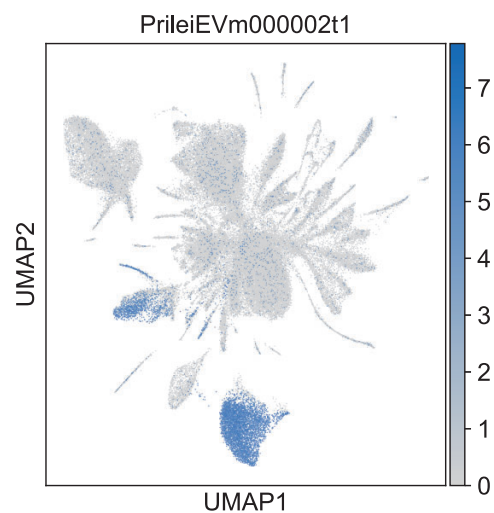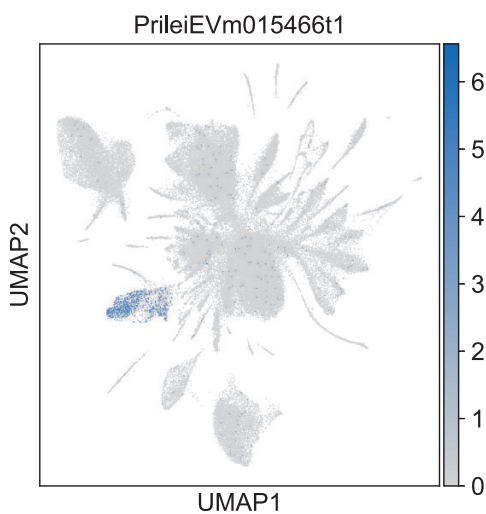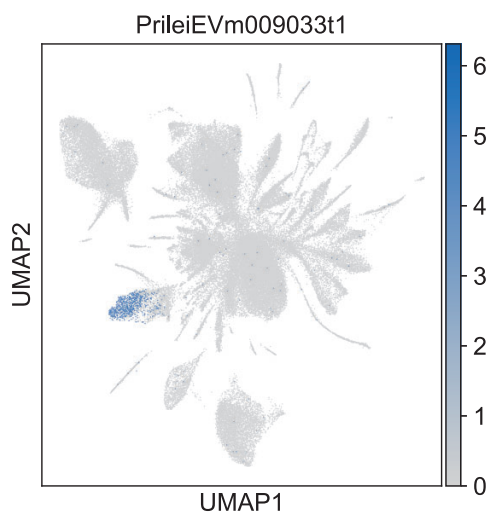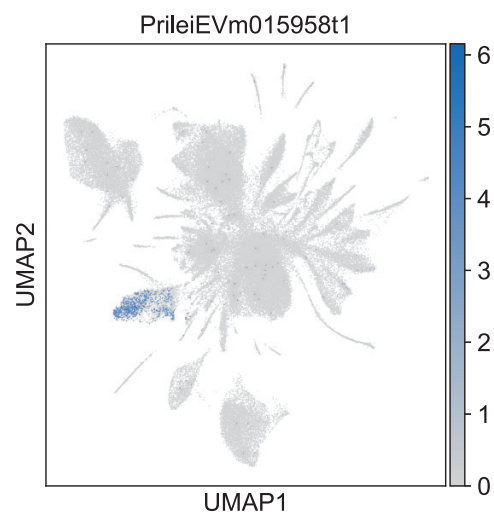

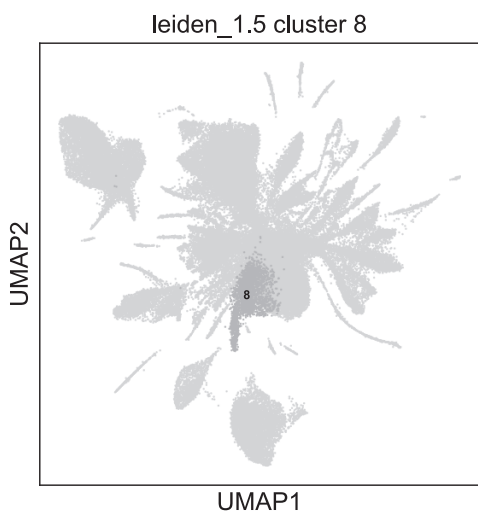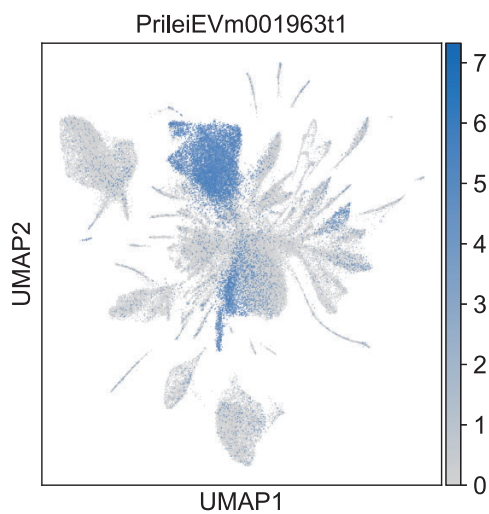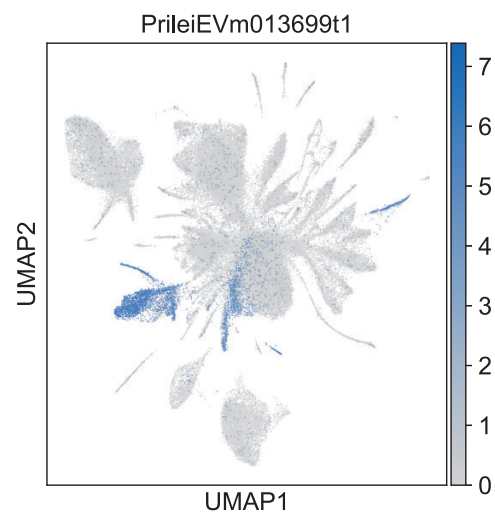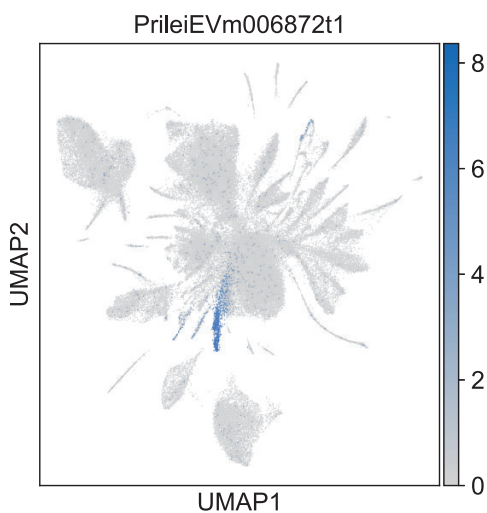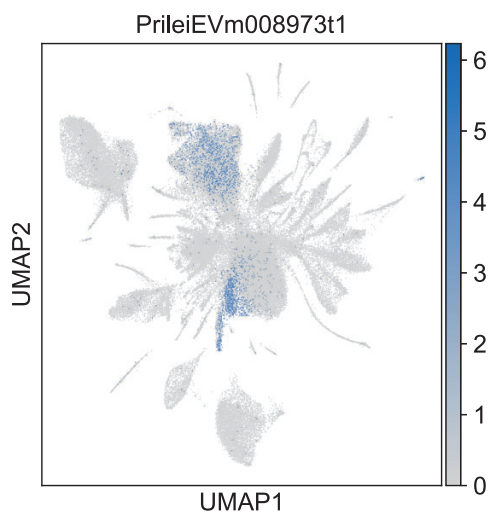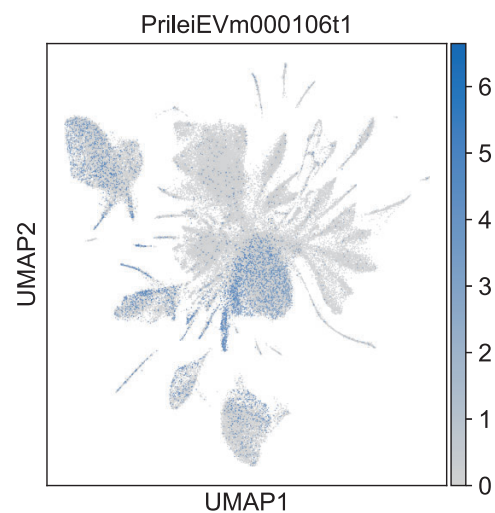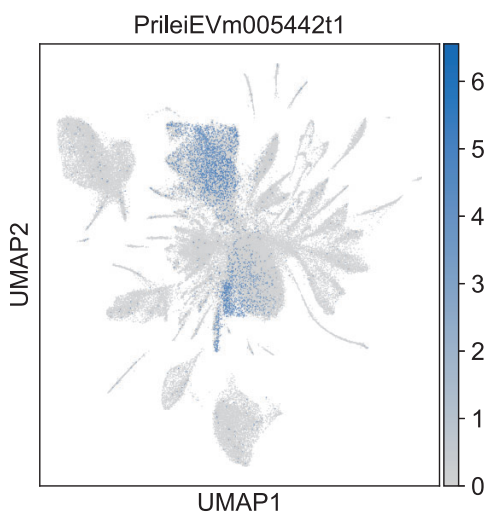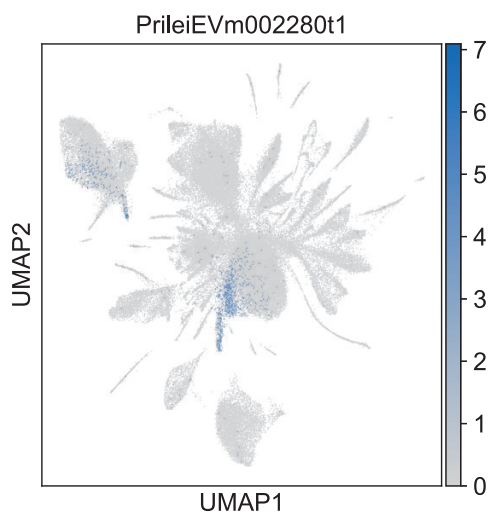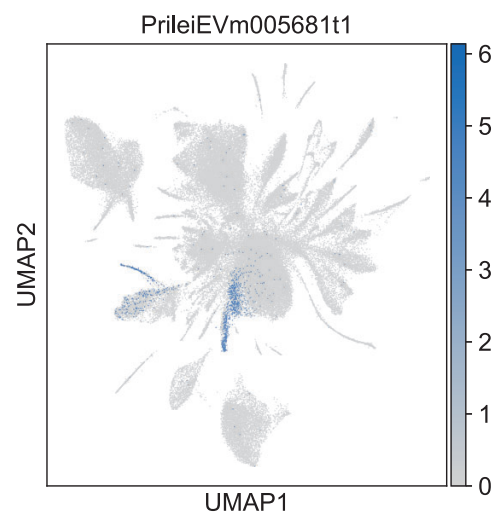

leiden\_1.5 cluster 9

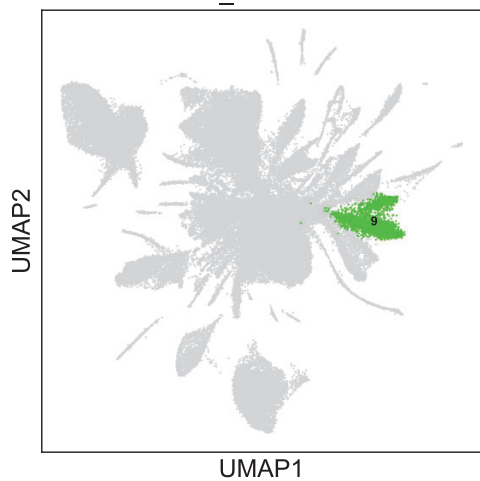

PrileiEVm010571t1

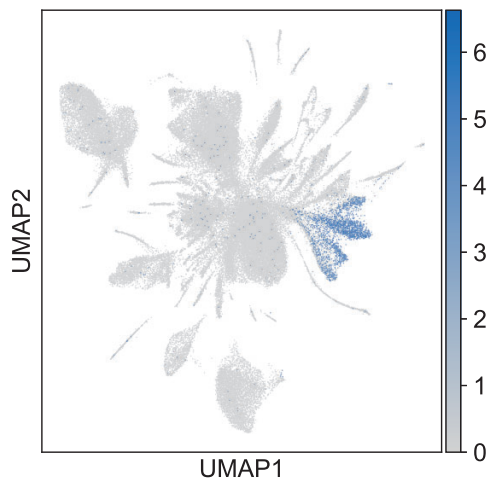

PrileiEVm019930t1

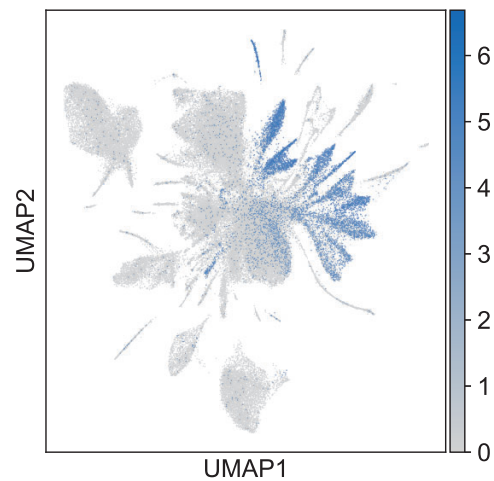

PrileiEVm010941t1

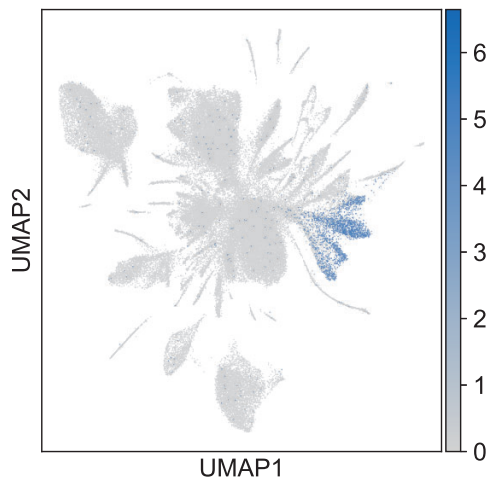

PrileiEVm010132t1

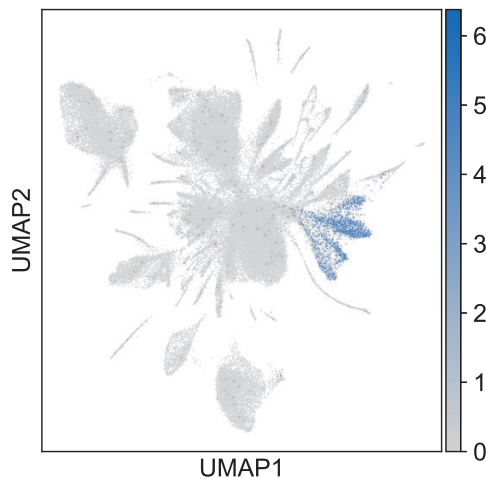

PrileiEVm010637t1

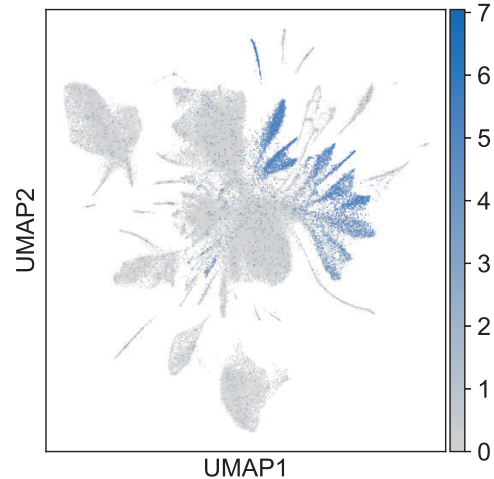

PrileiEVm010617t1

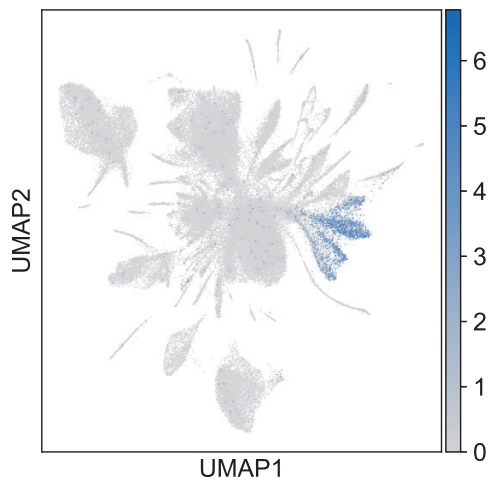

PrileiEVm013722t1

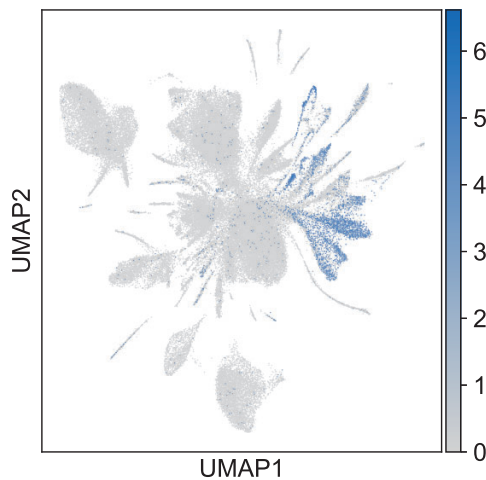

PrileiEVm000530t1

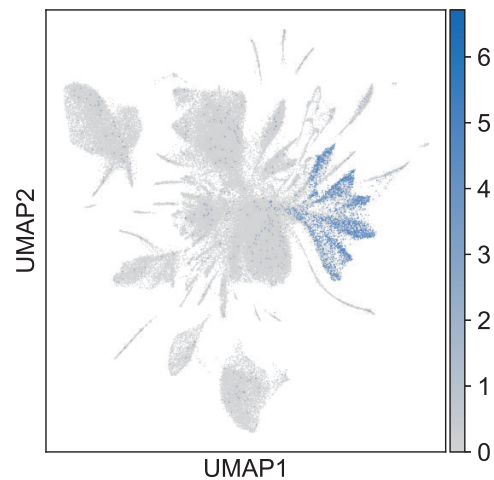

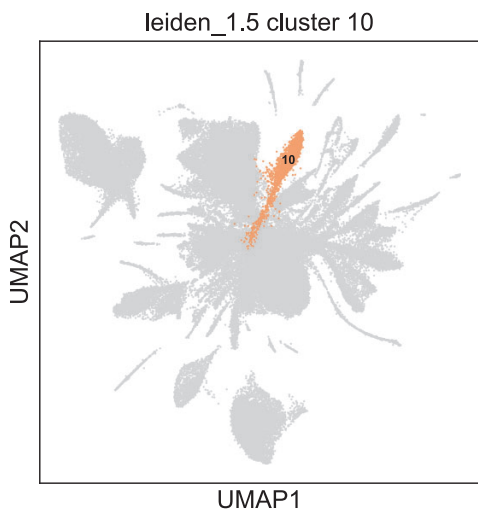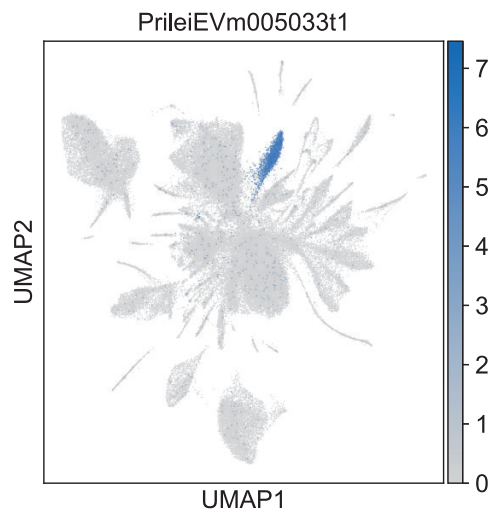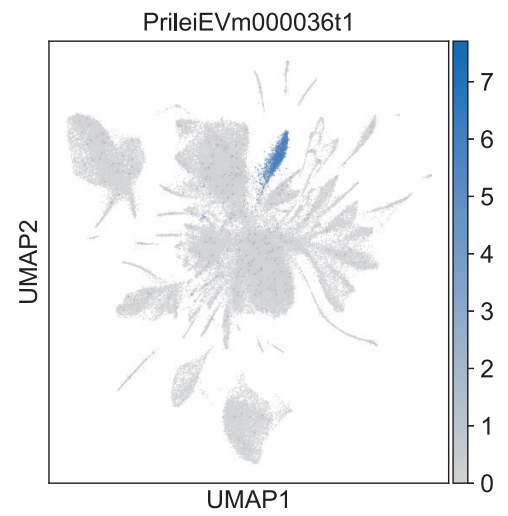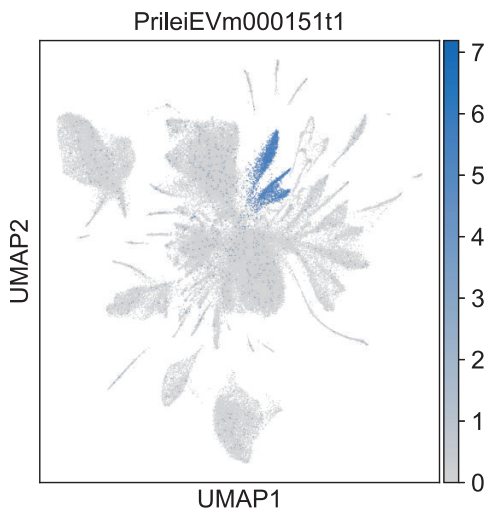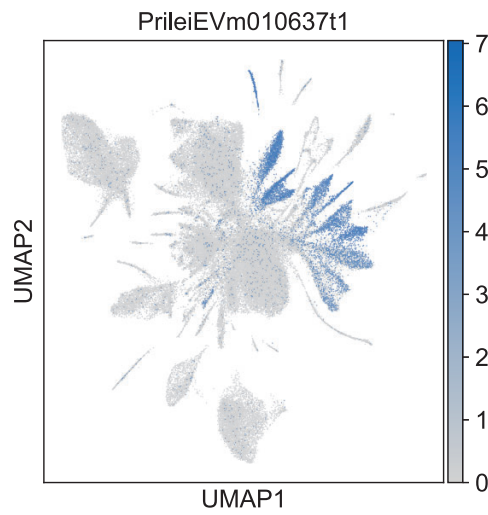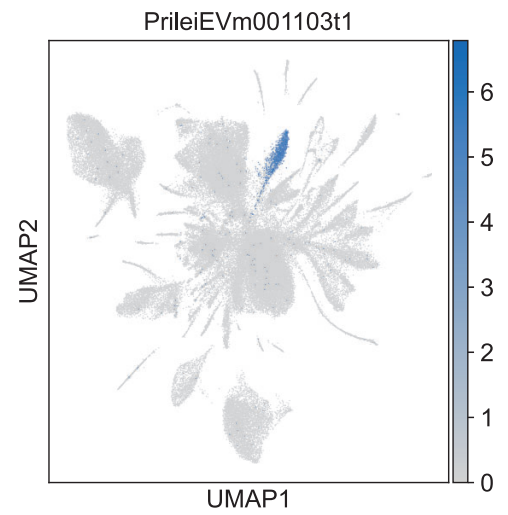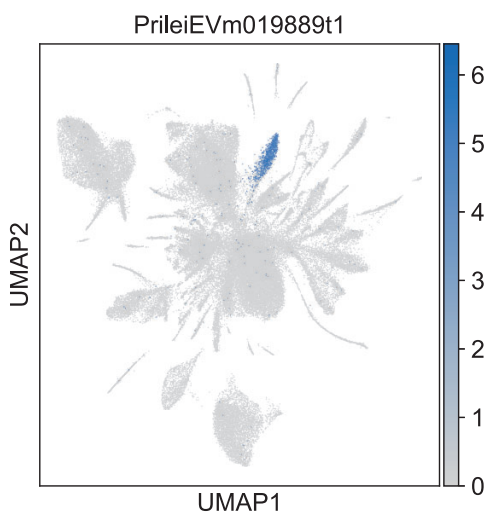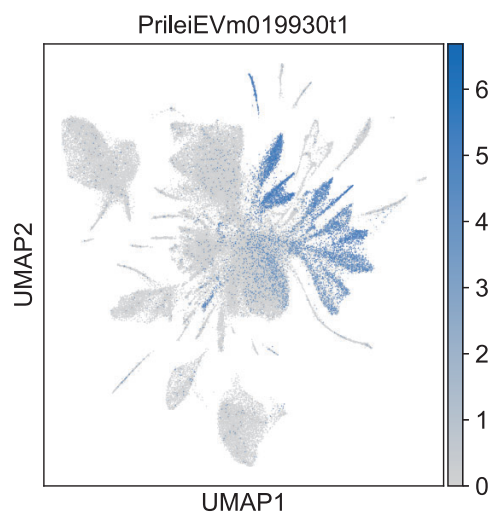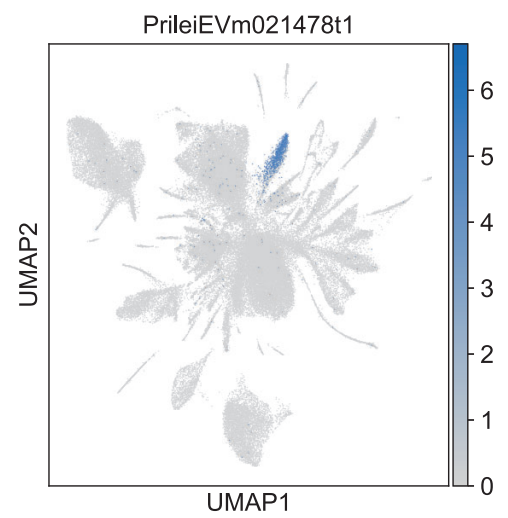

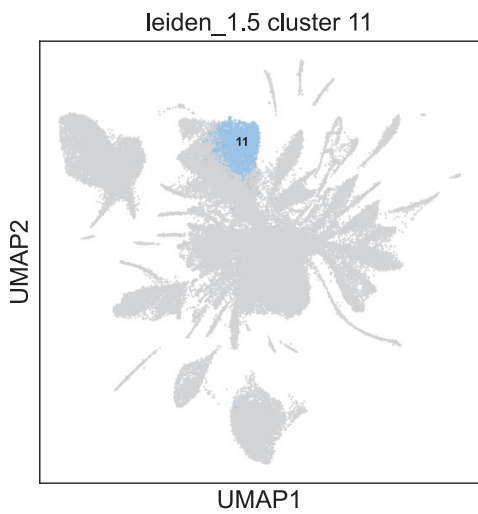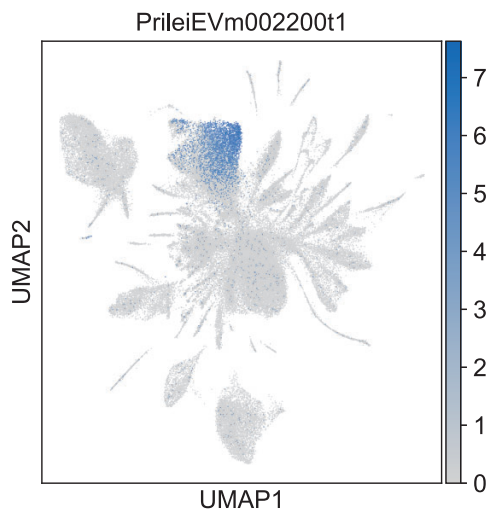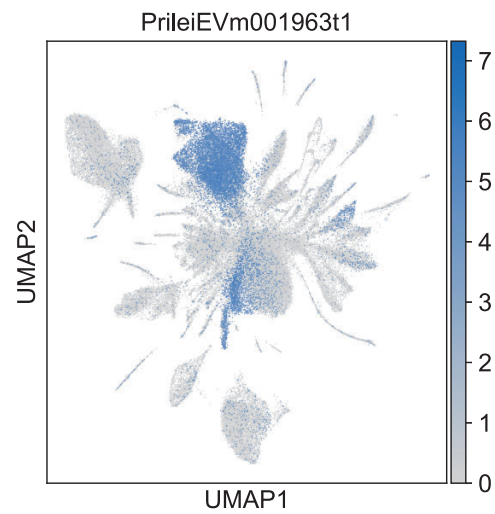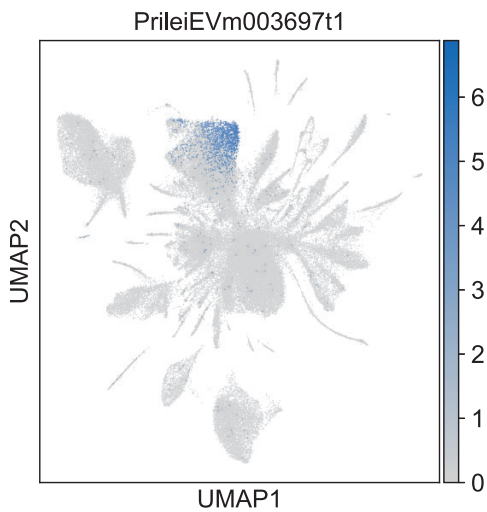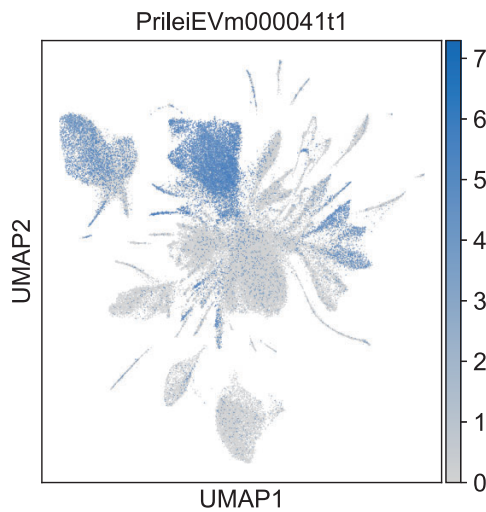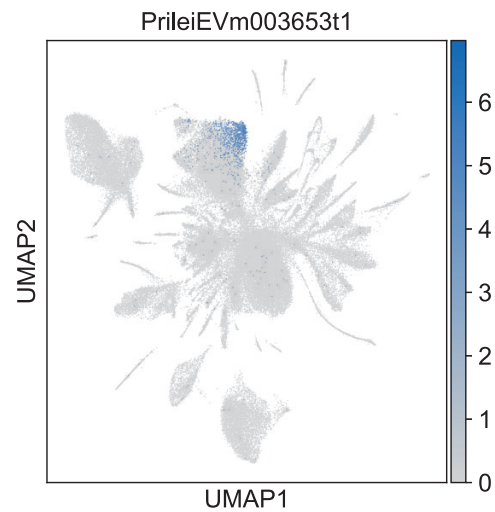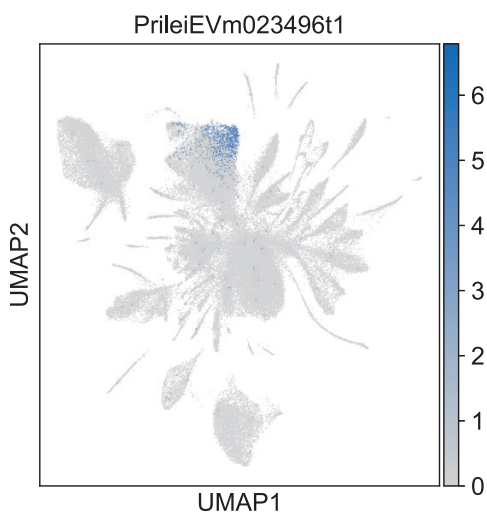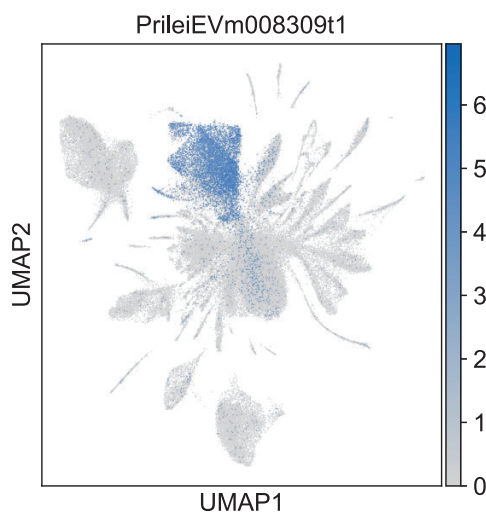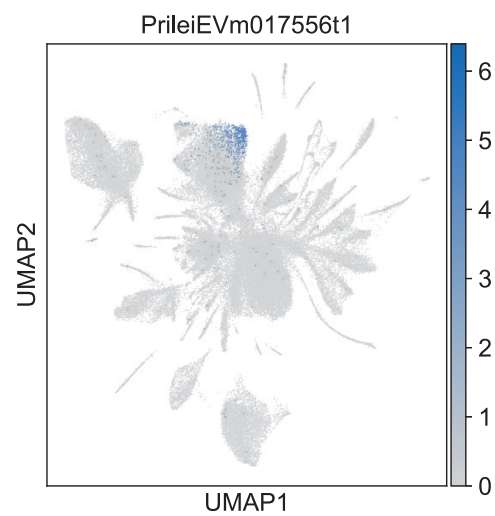

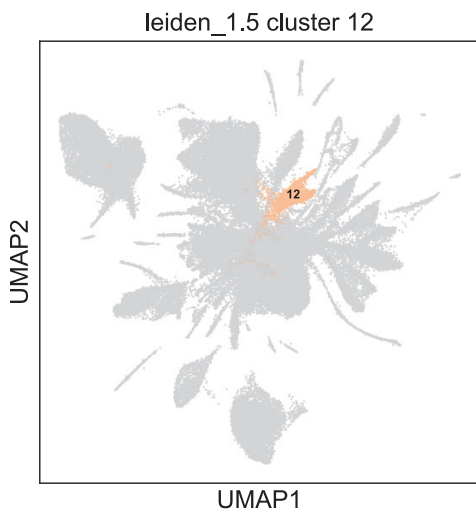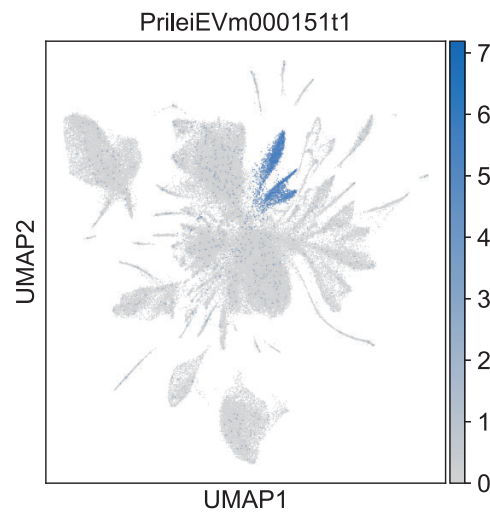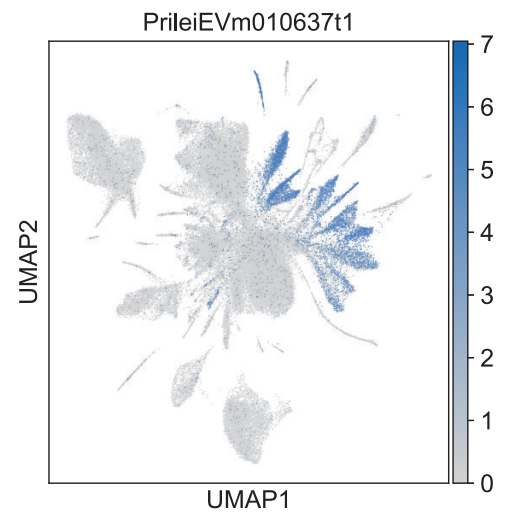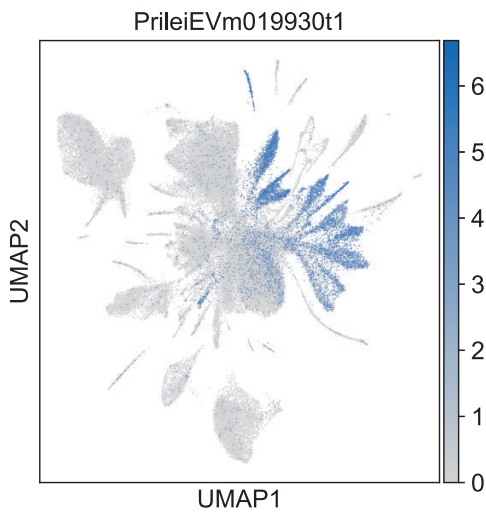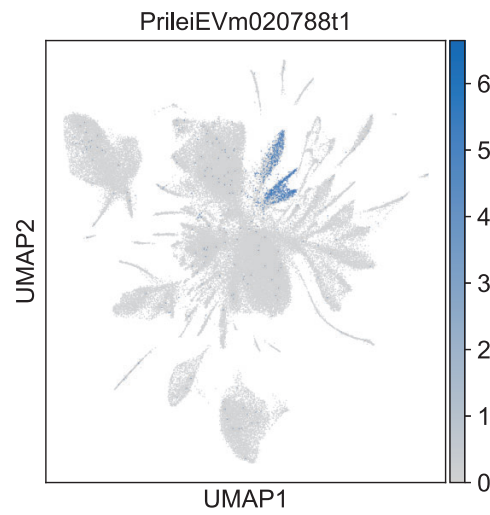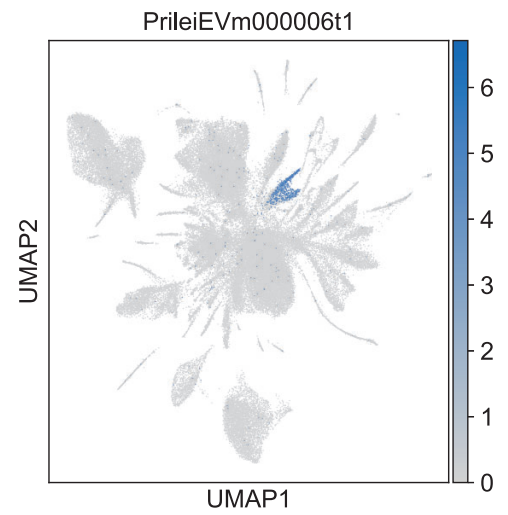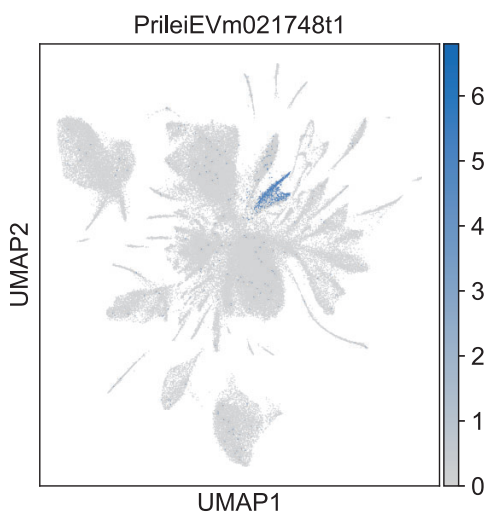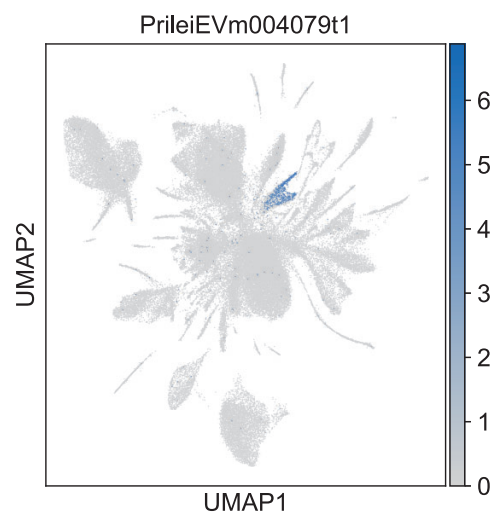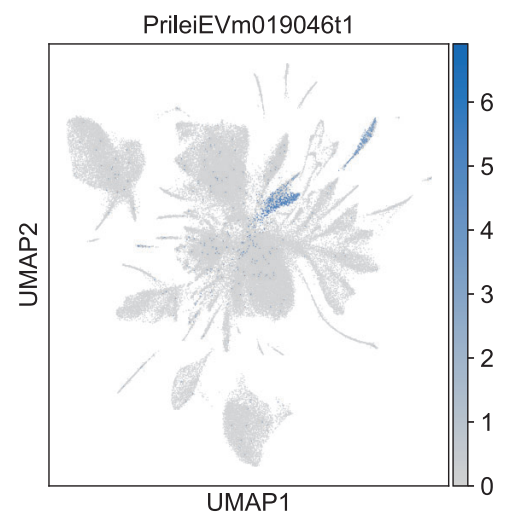

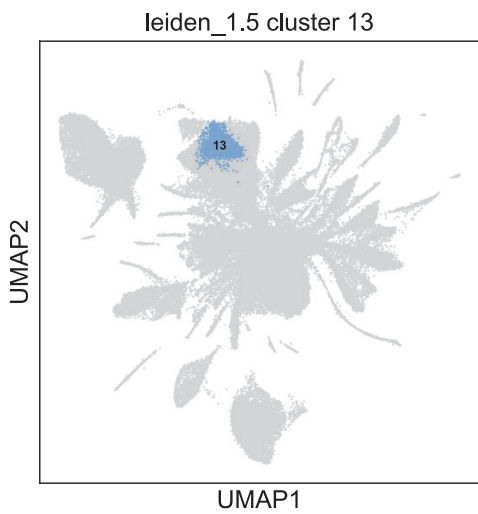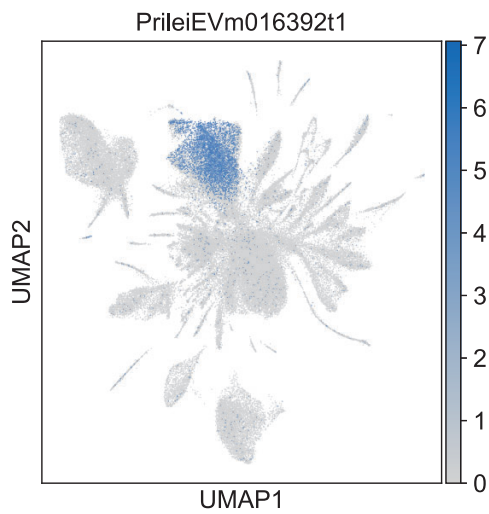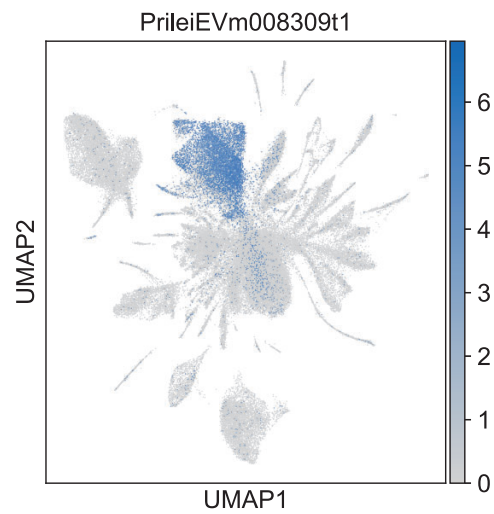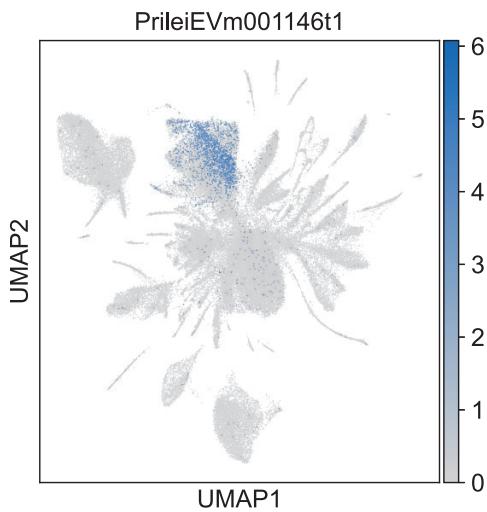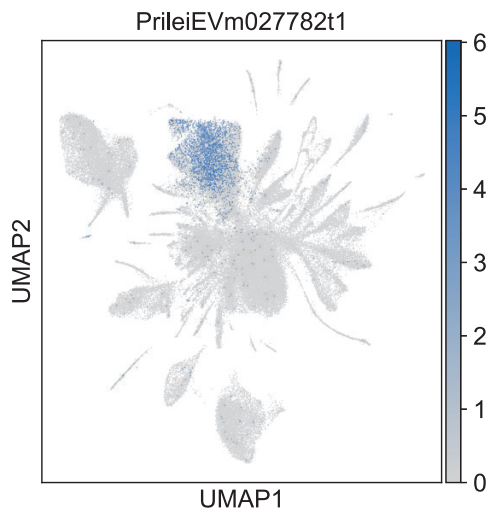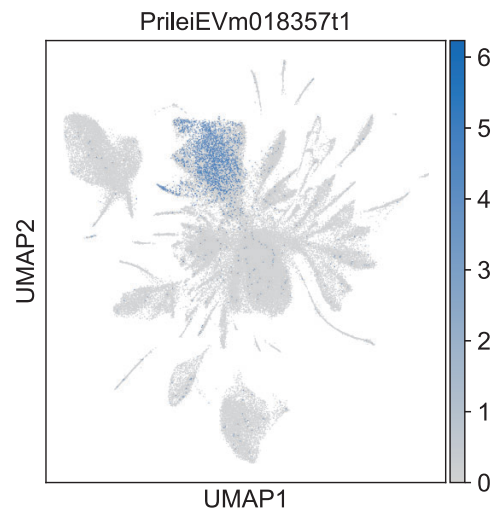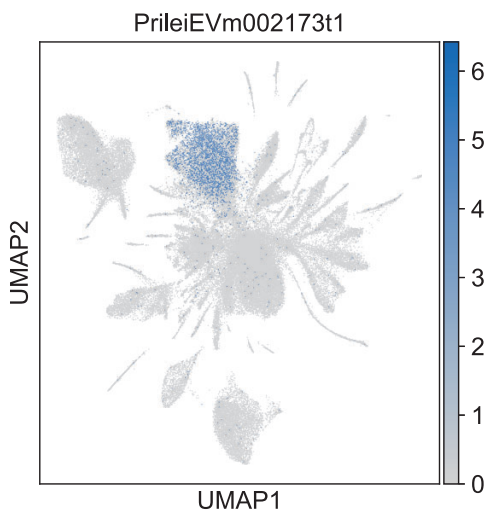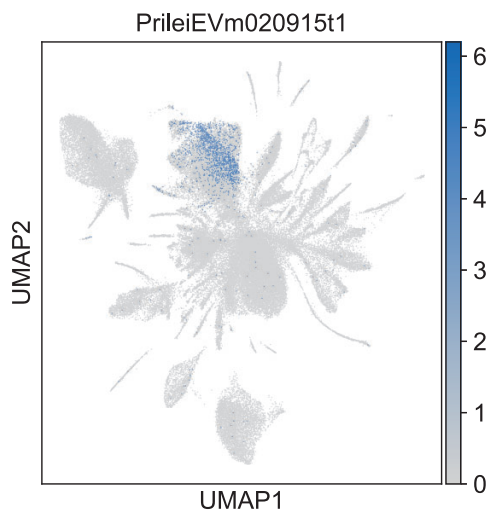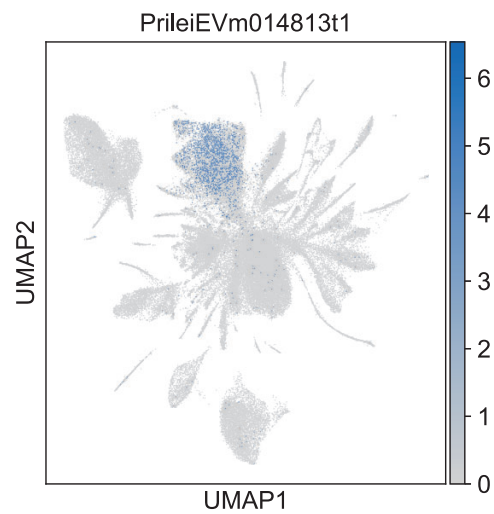

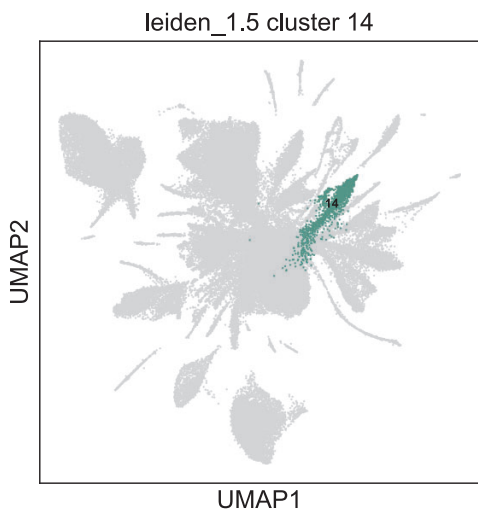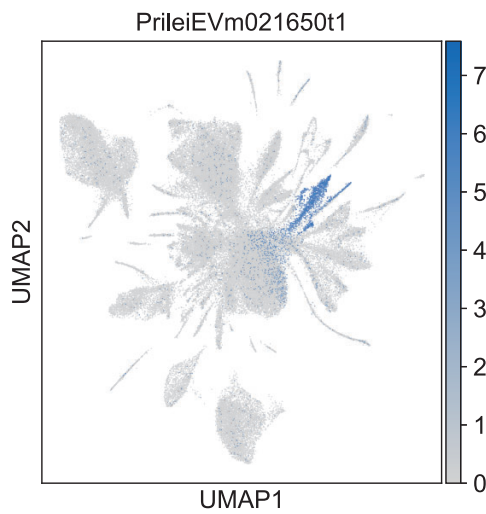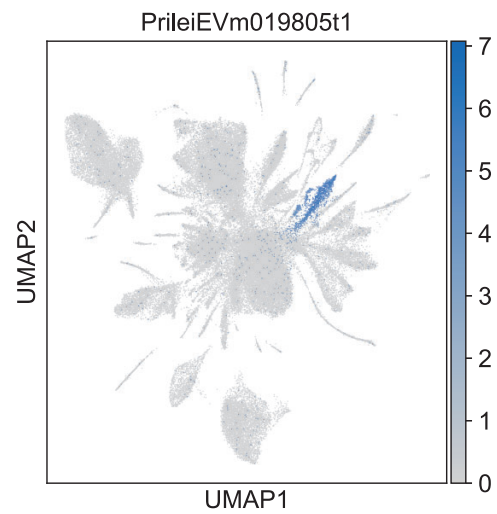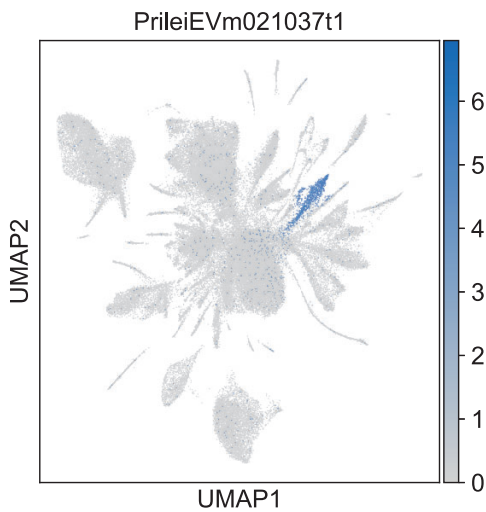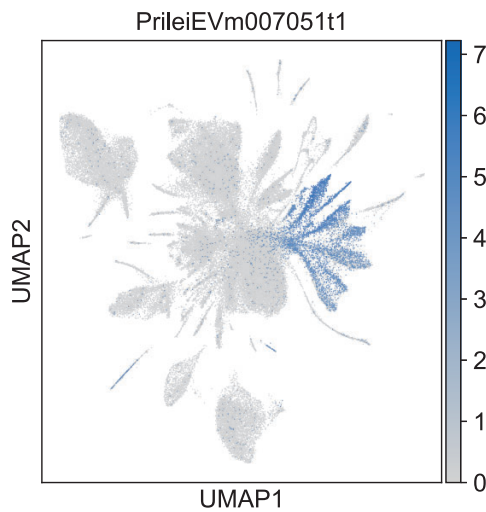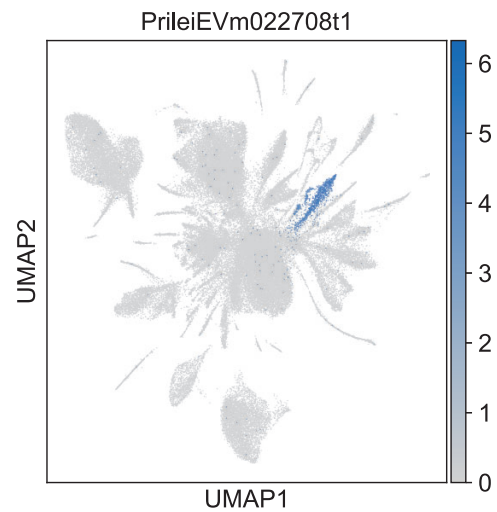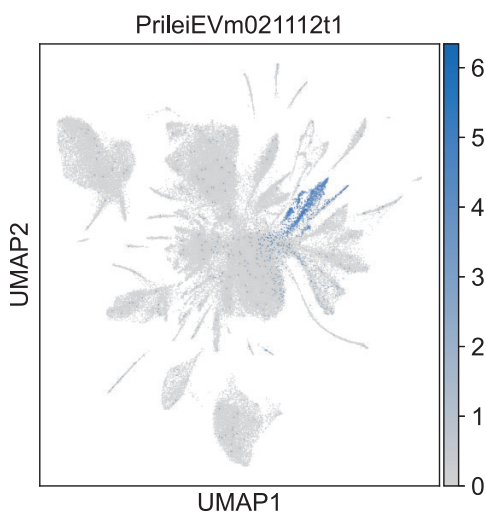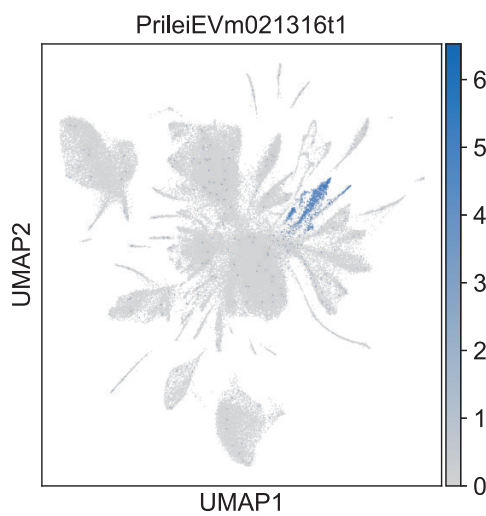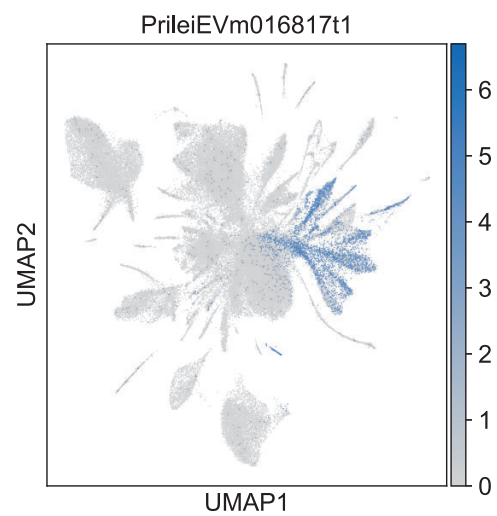

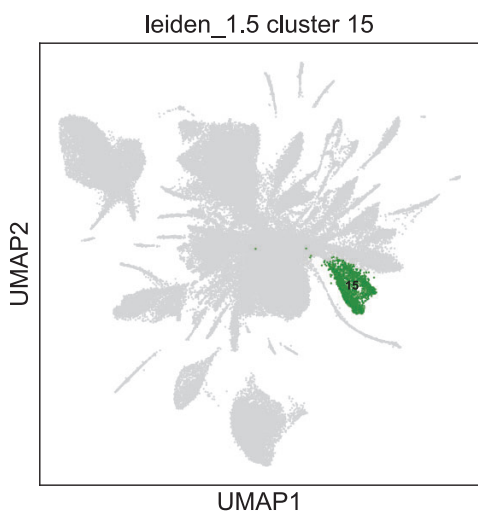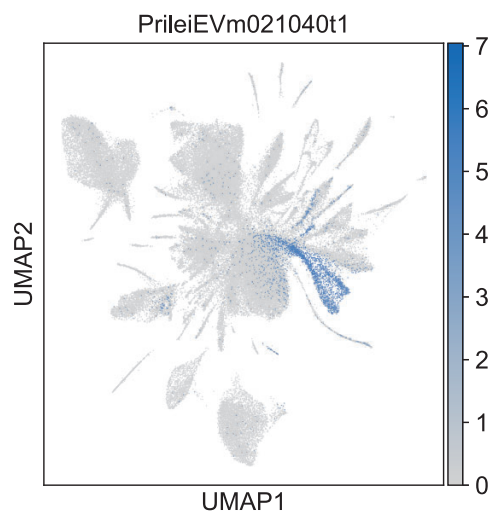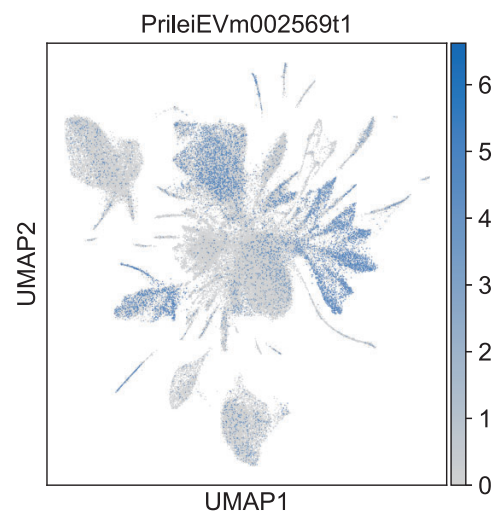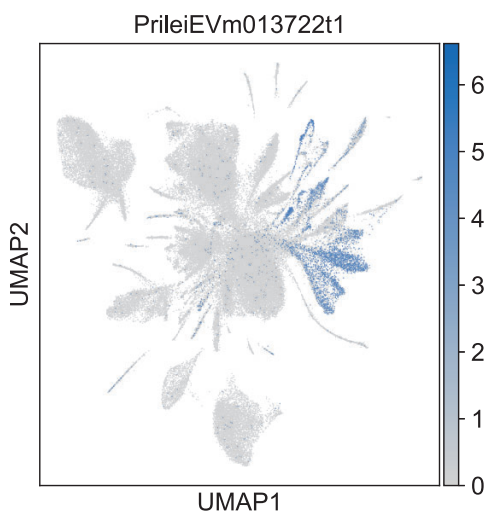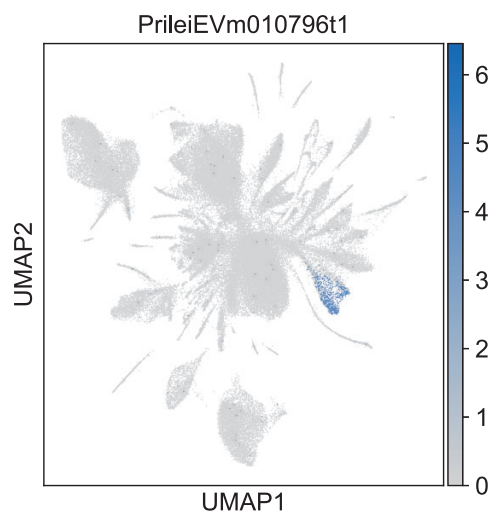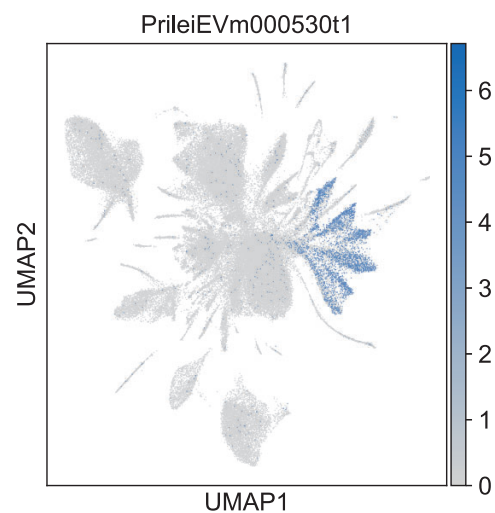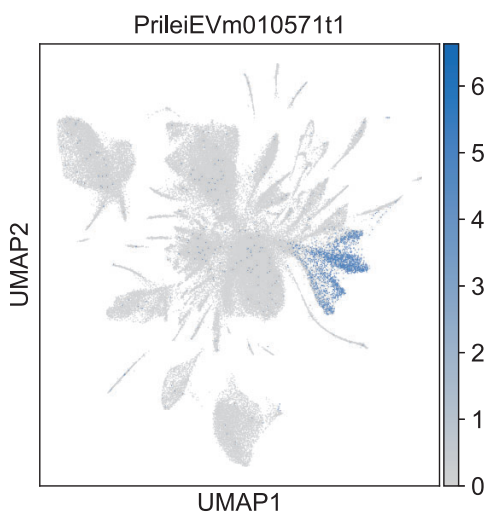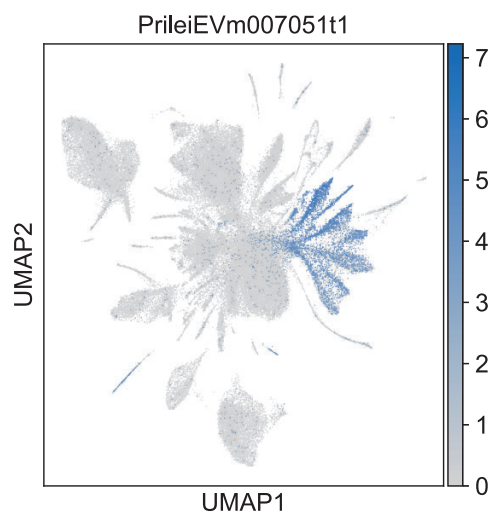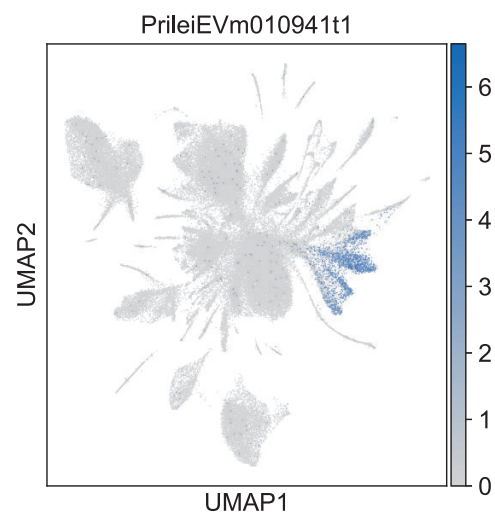

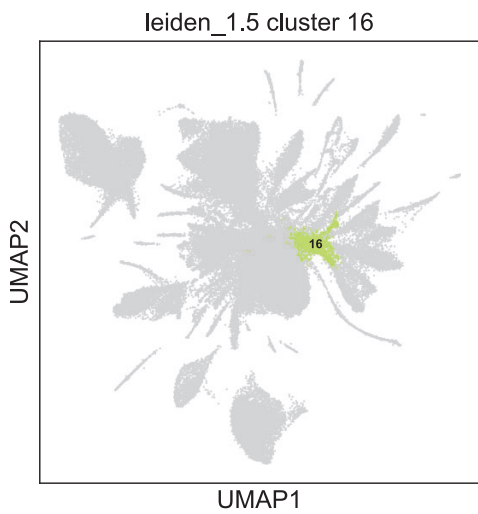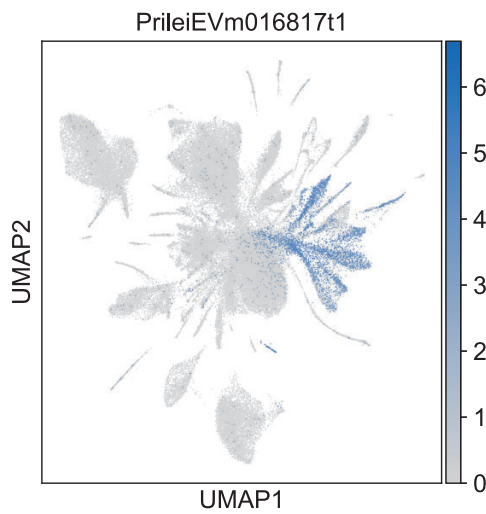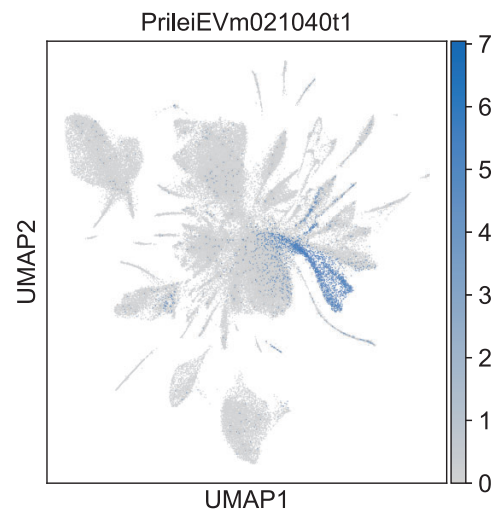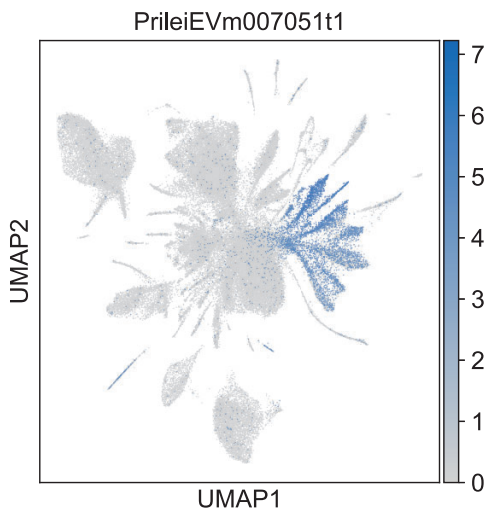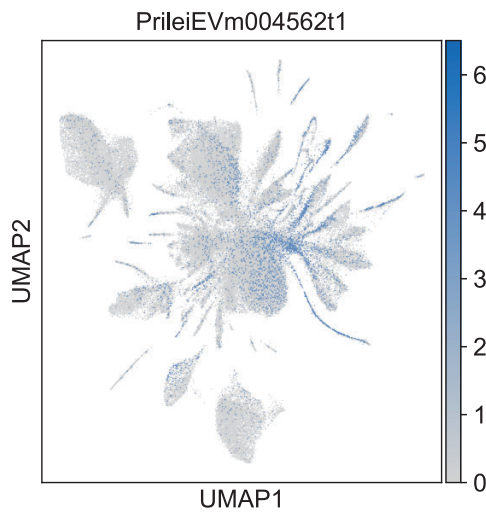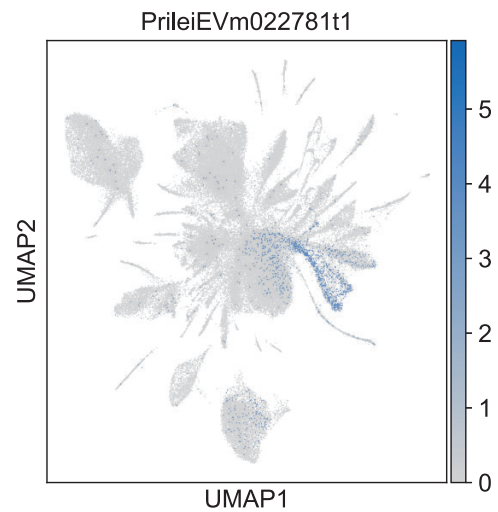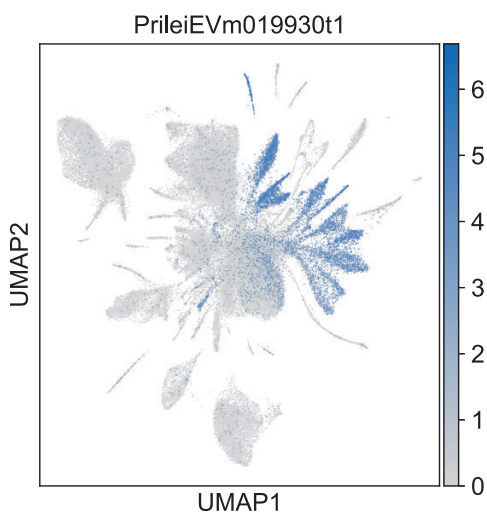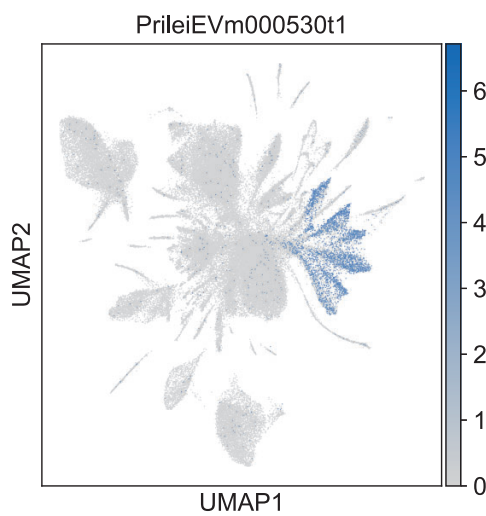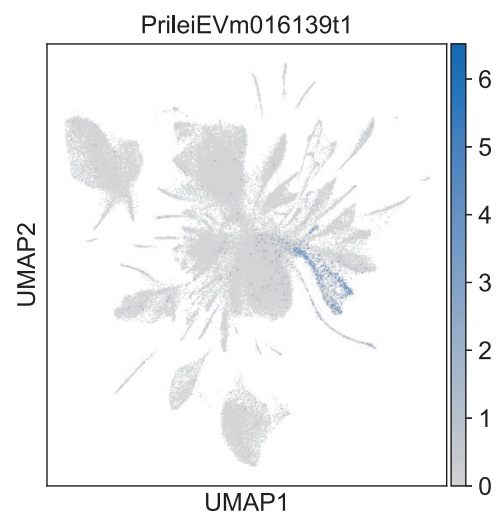

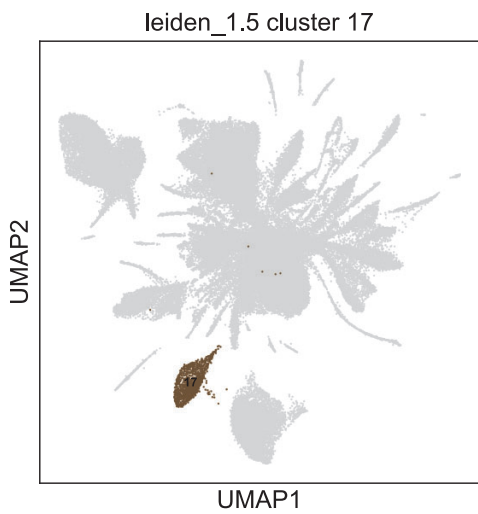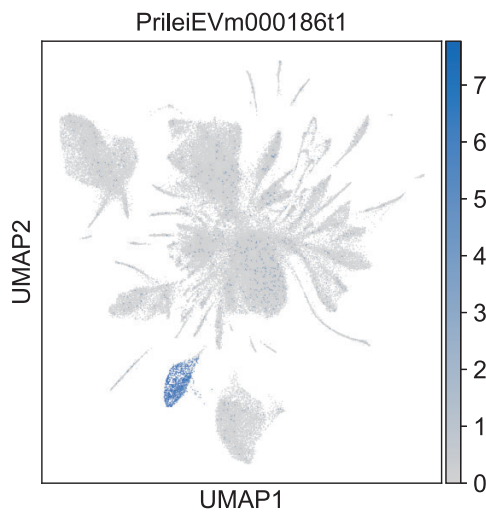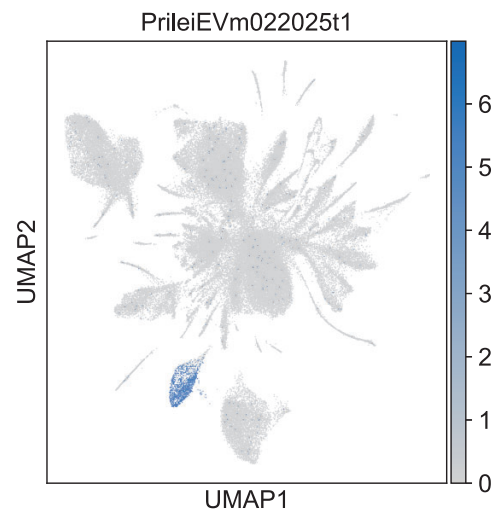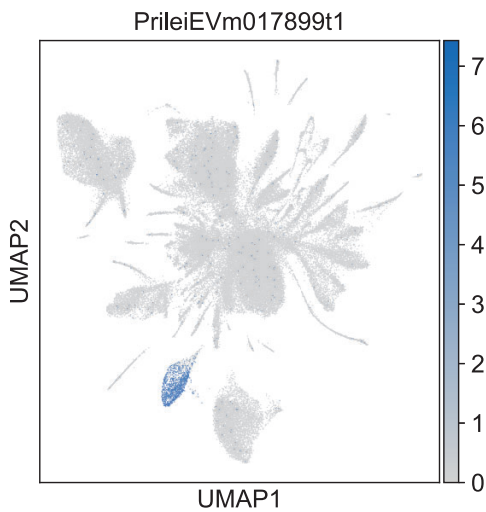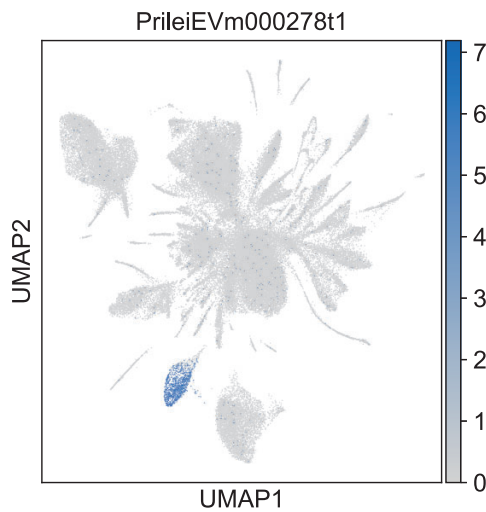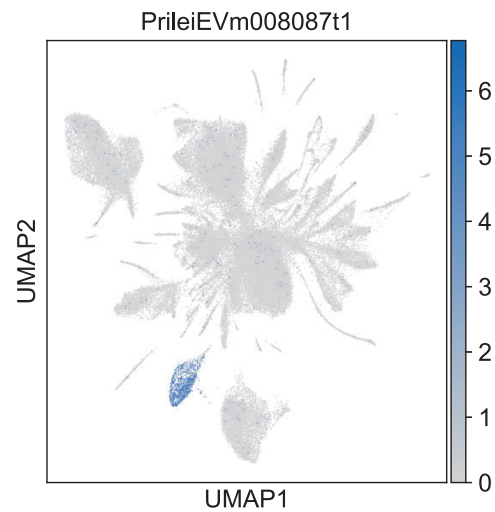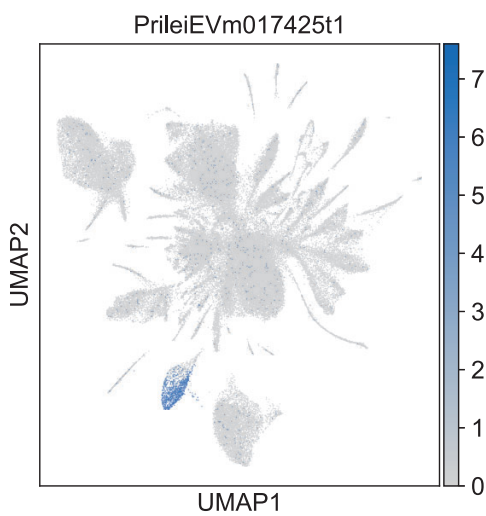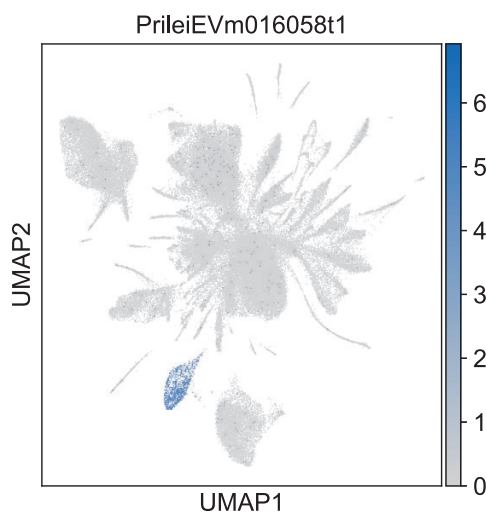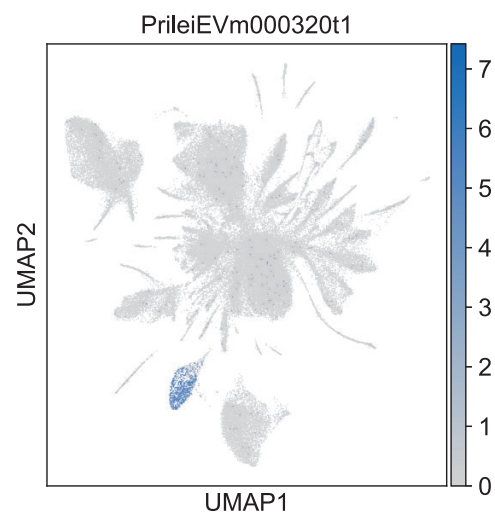

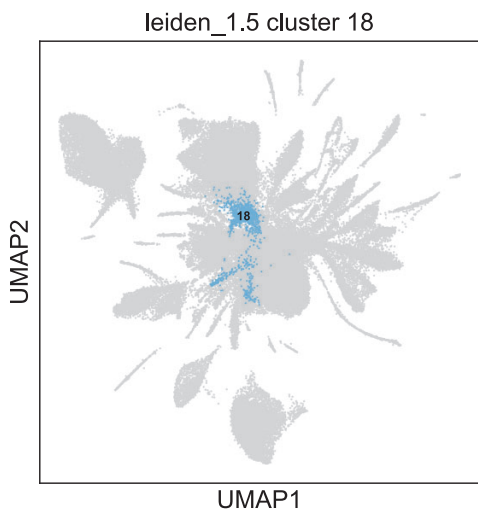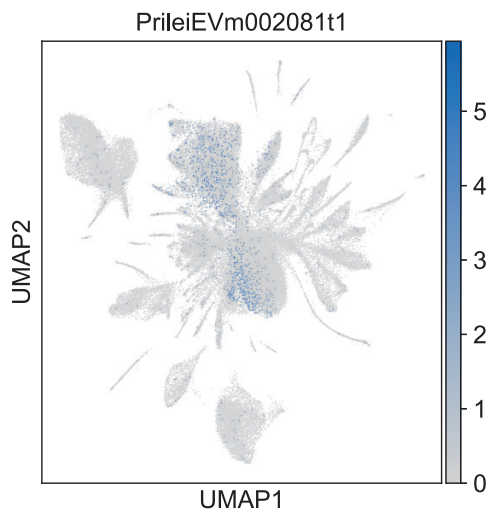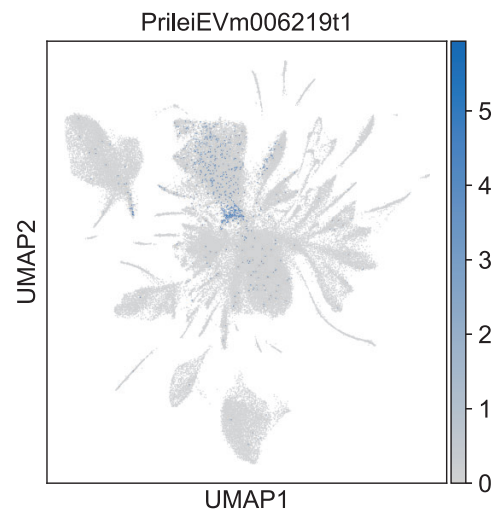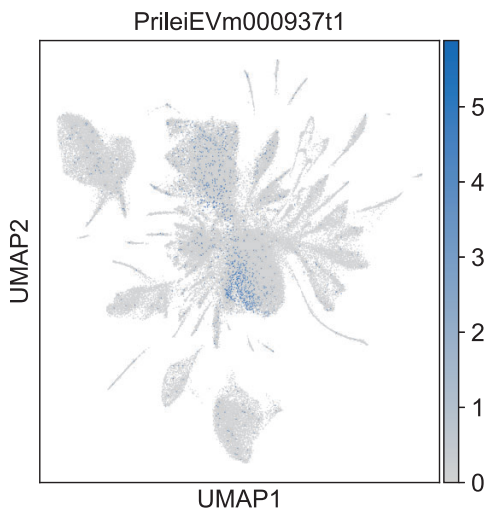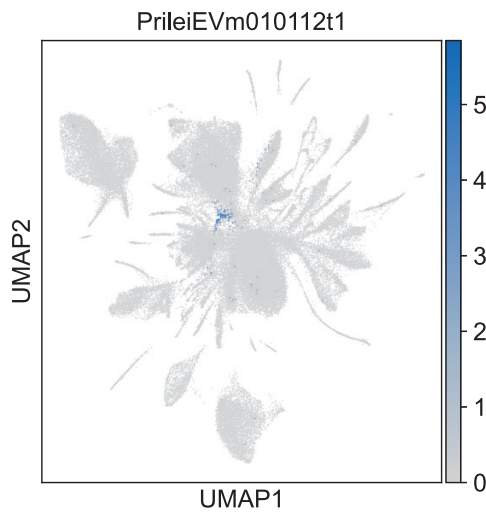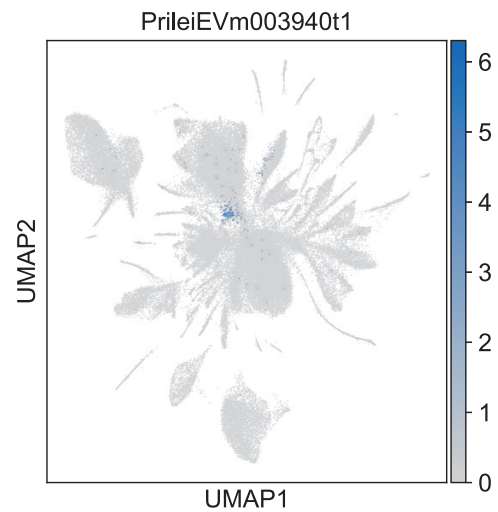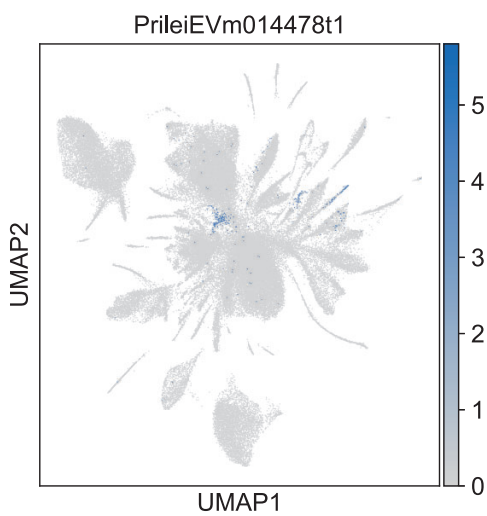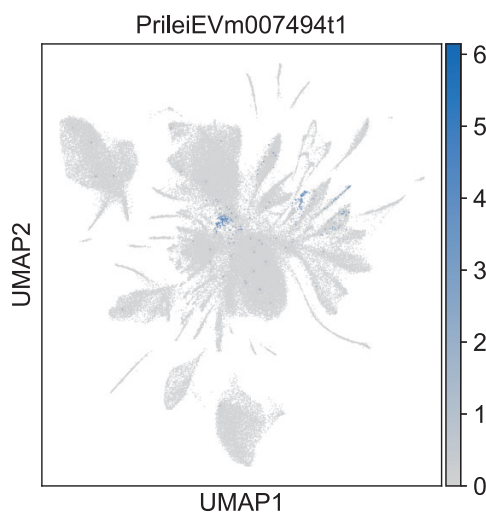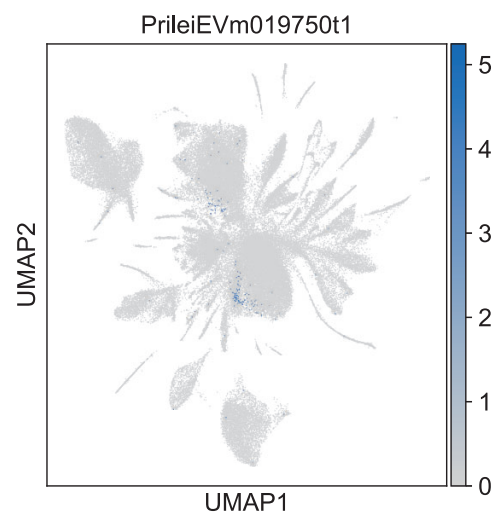

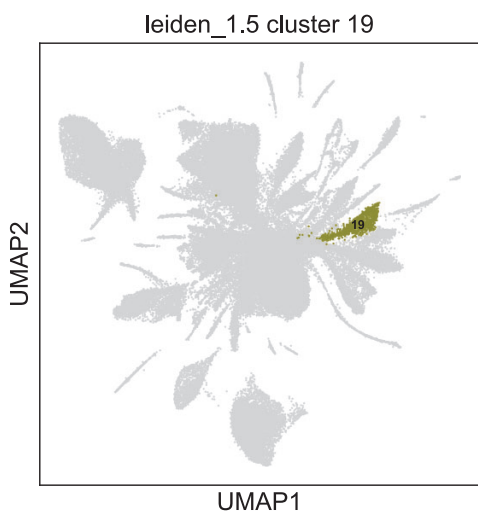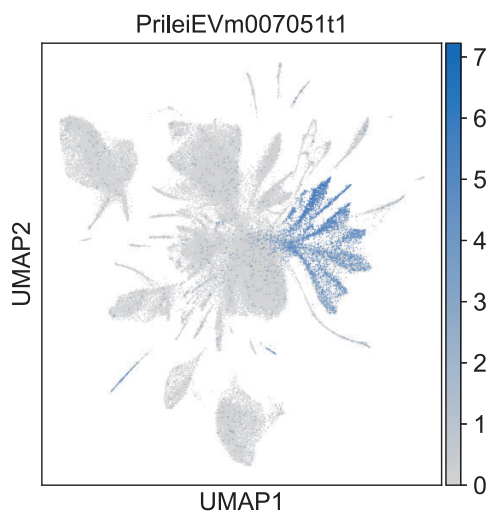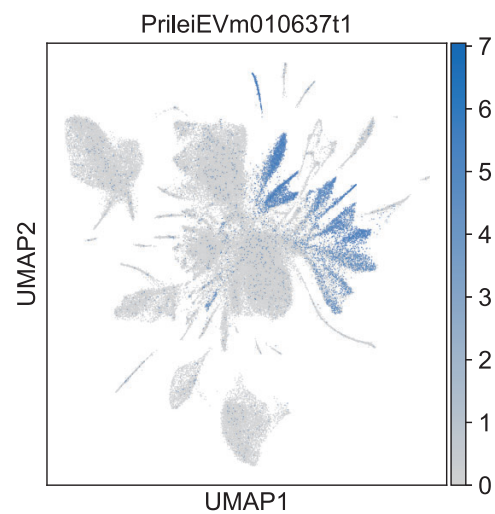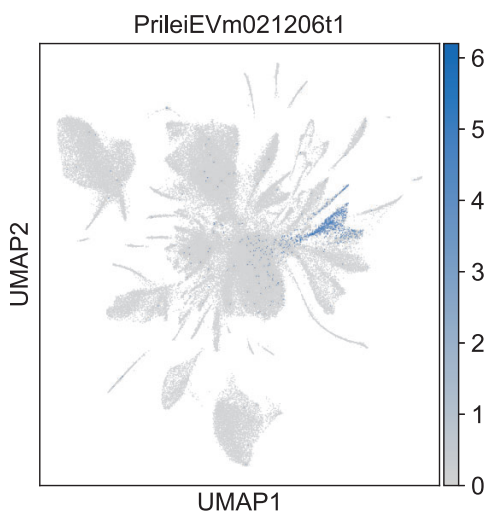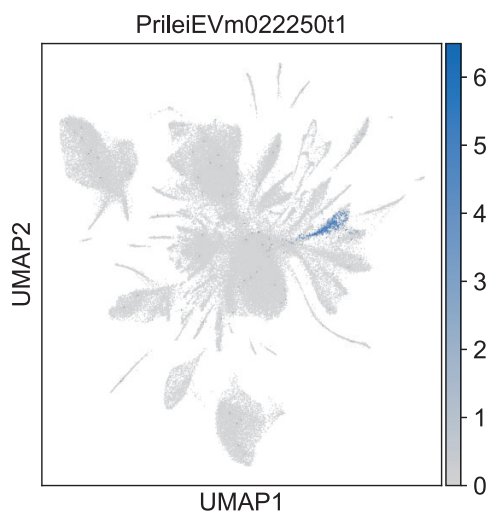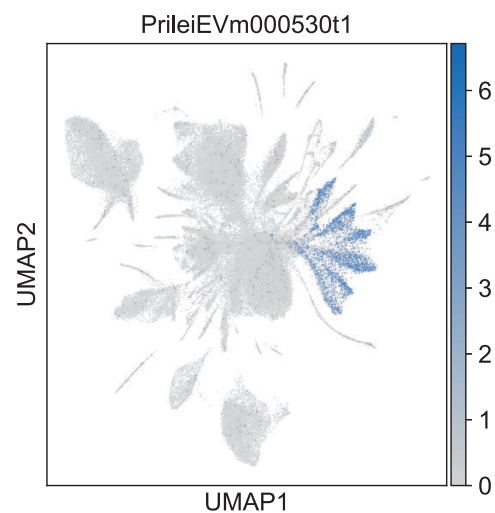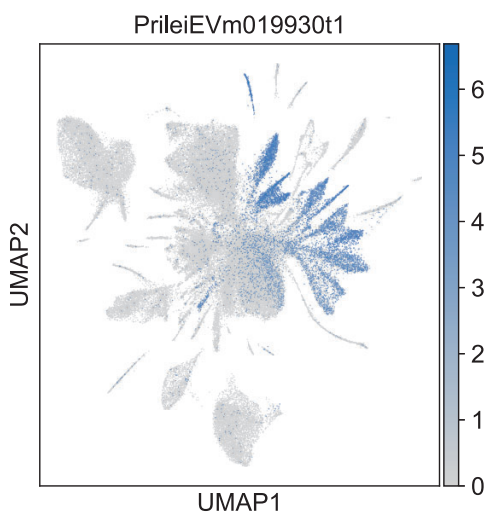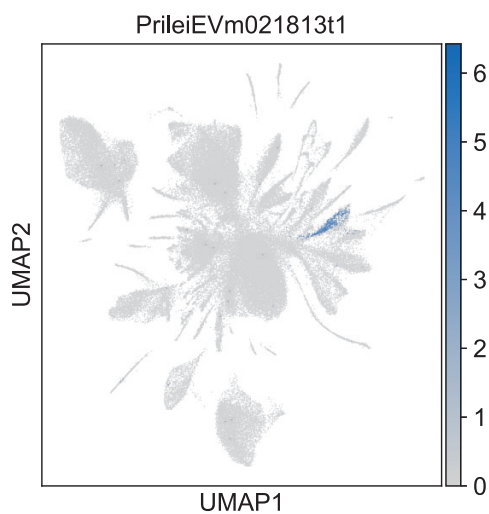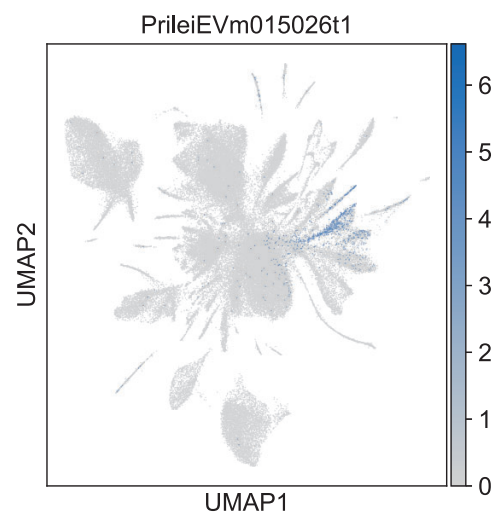

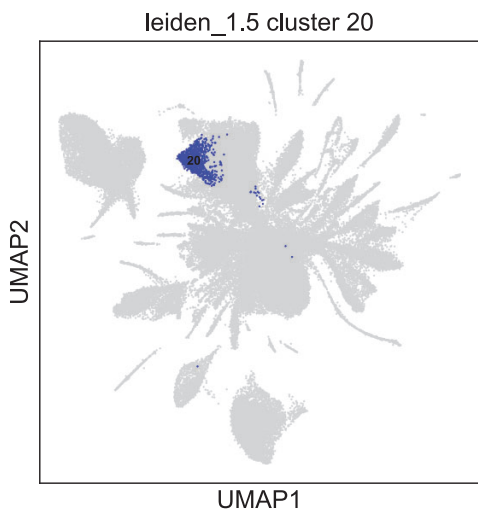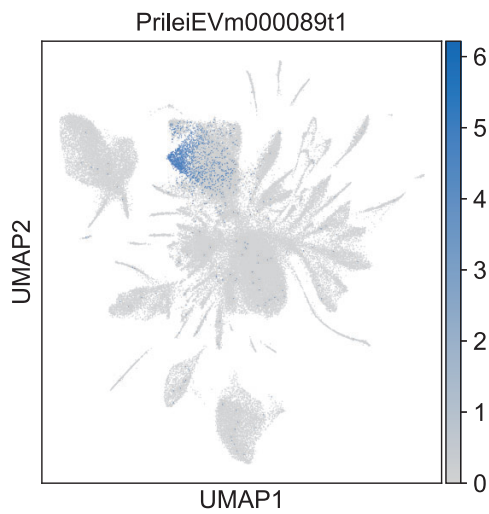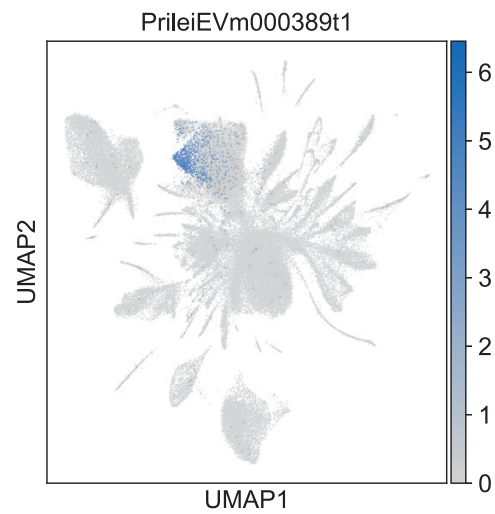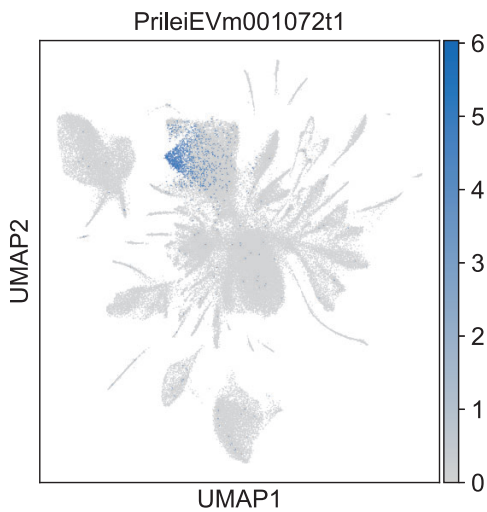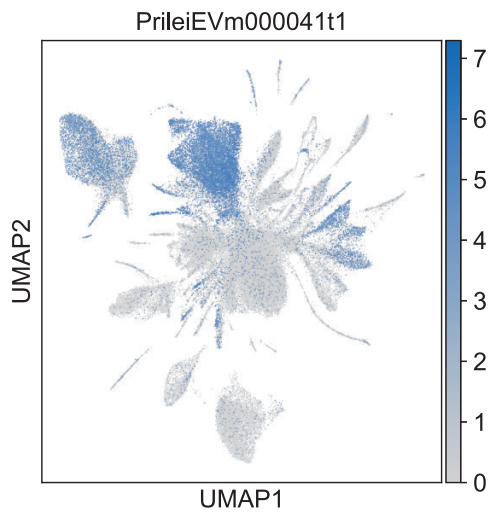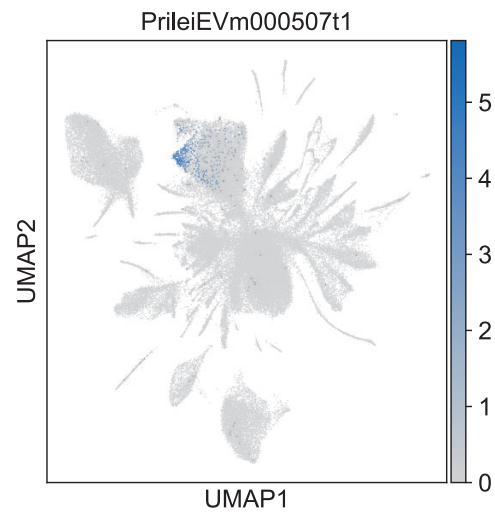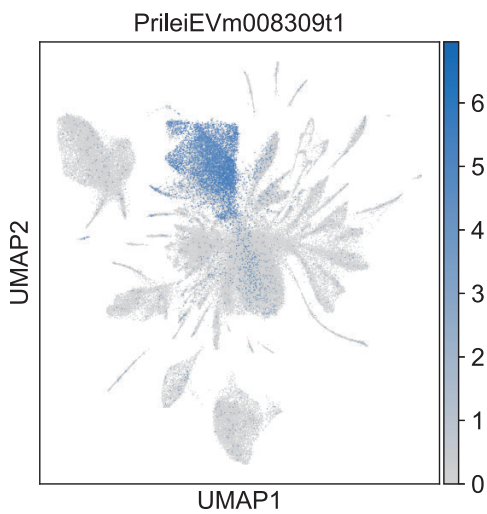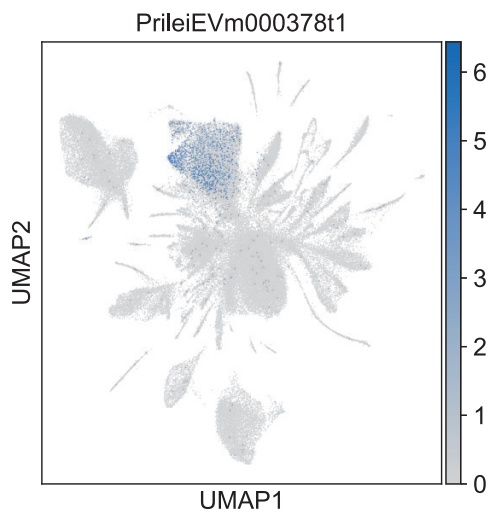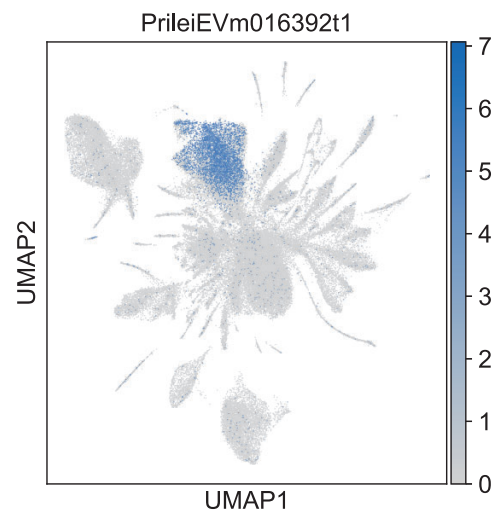

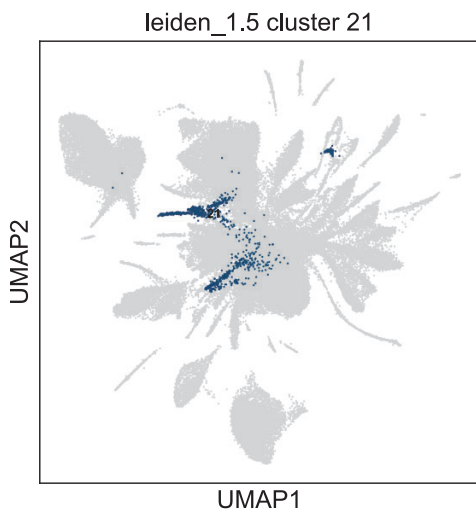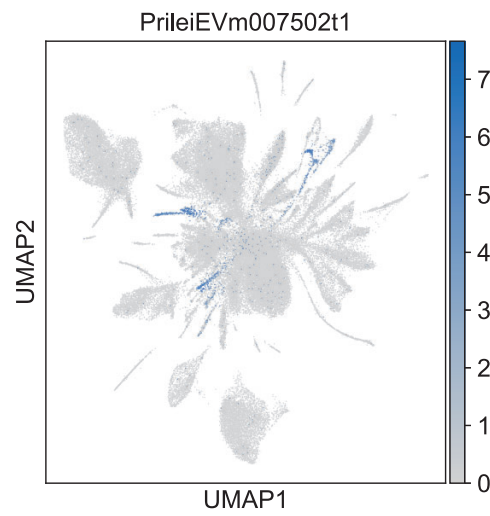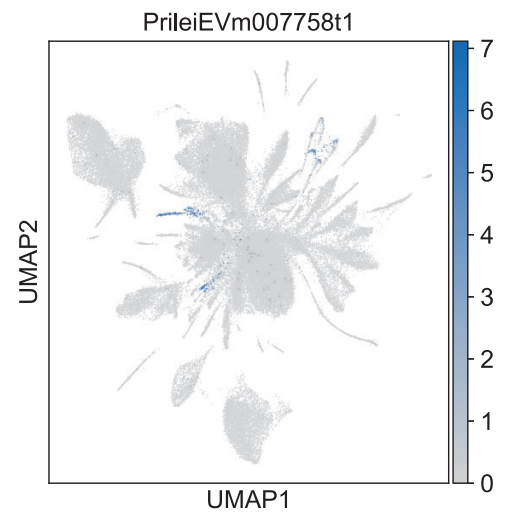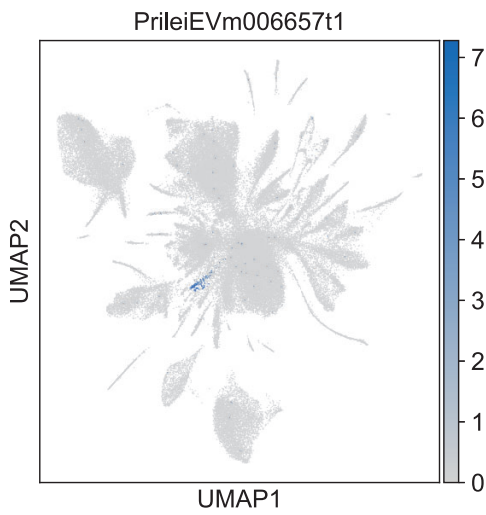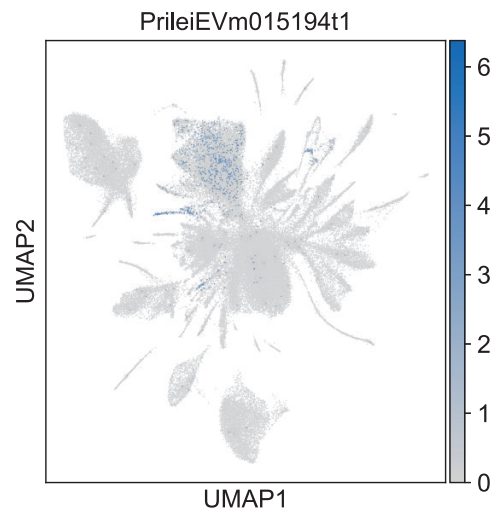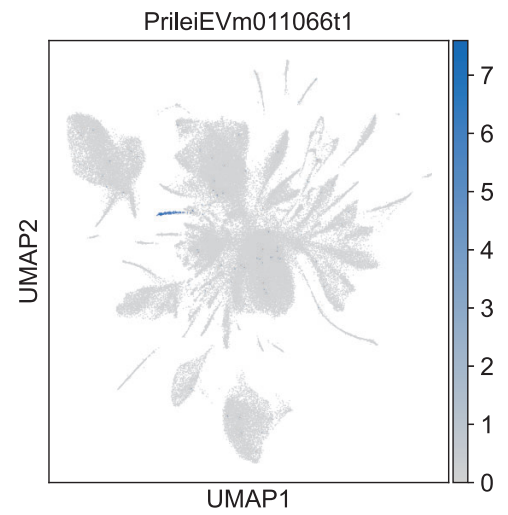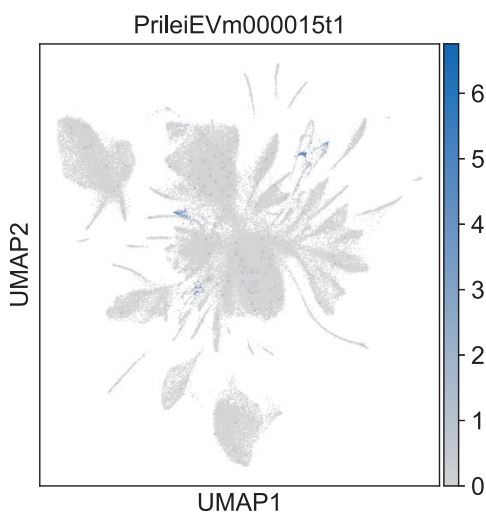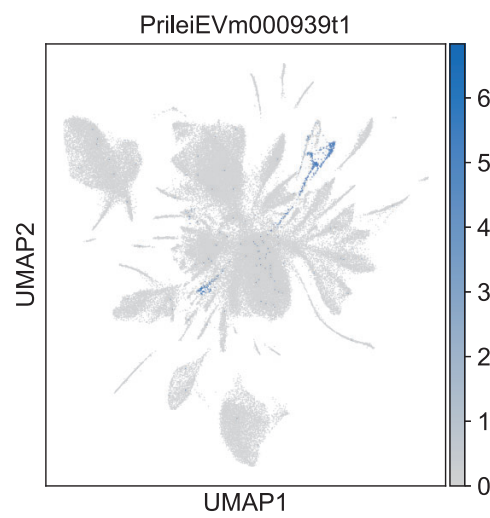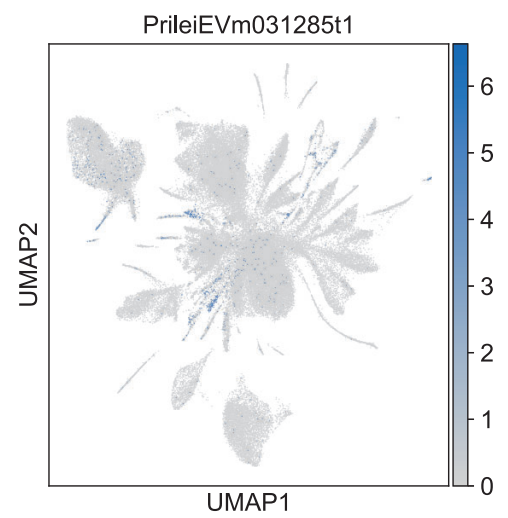

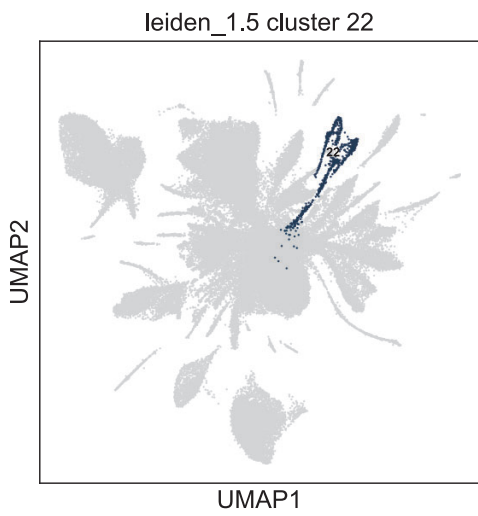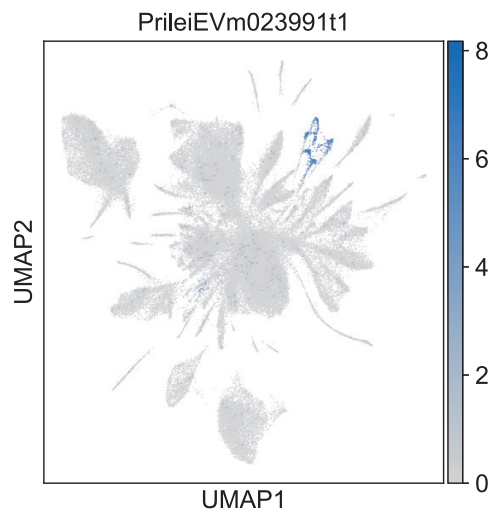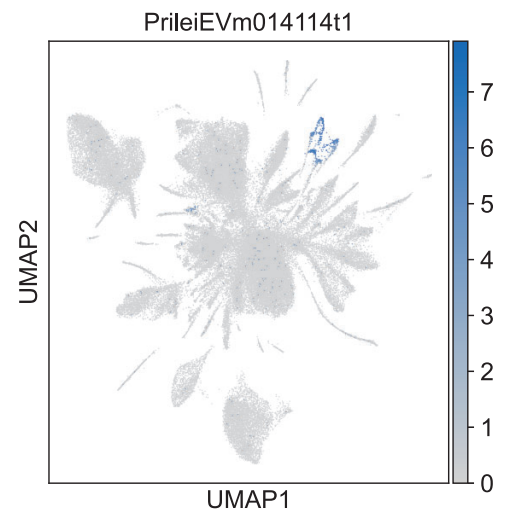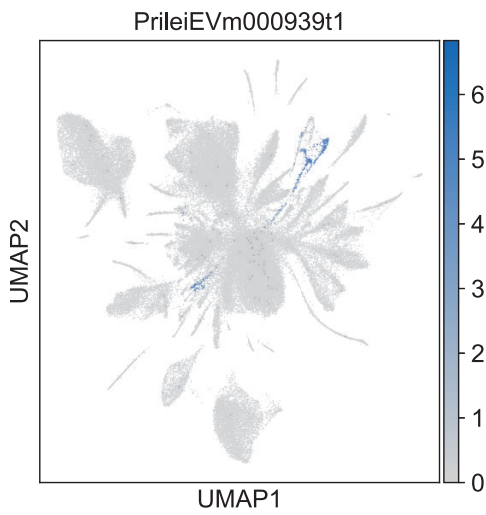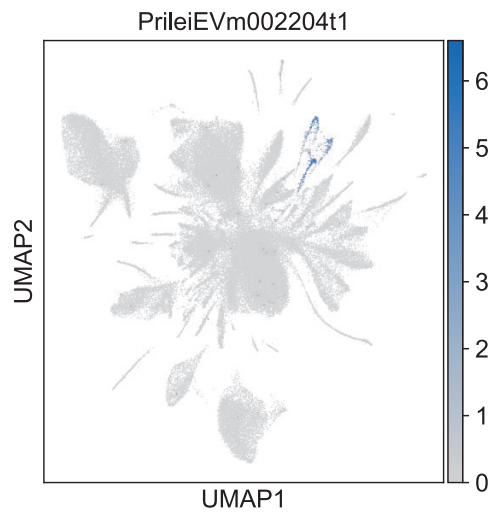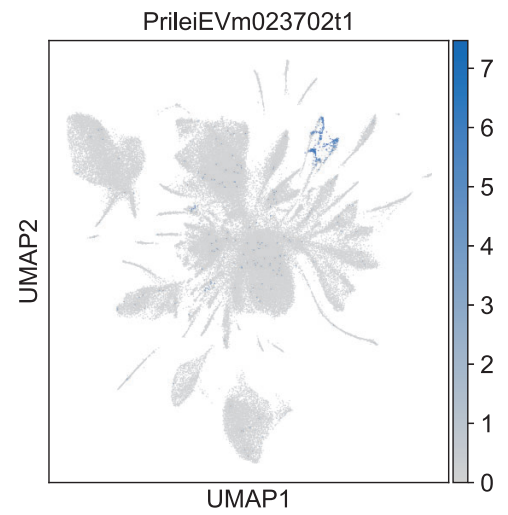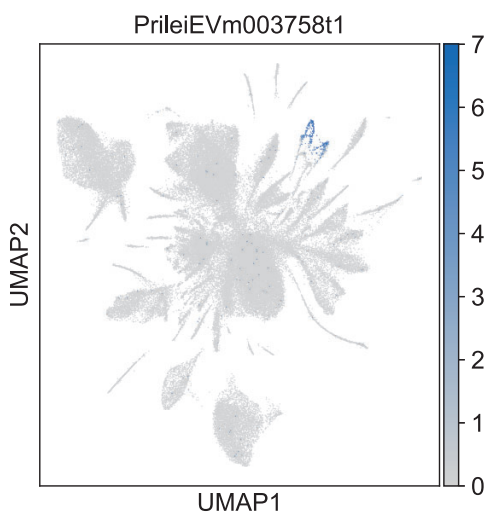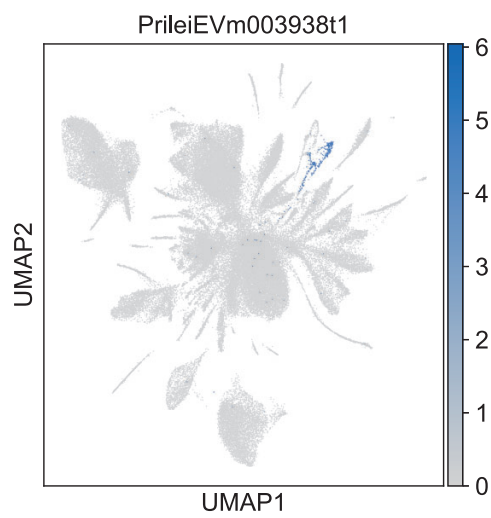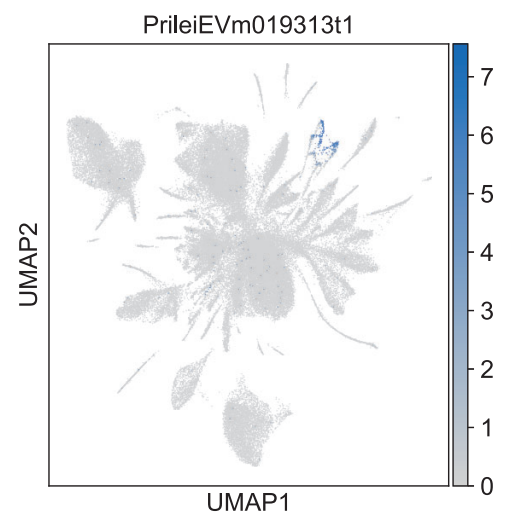

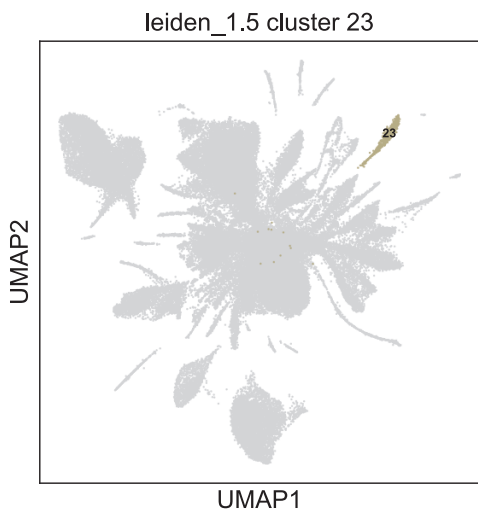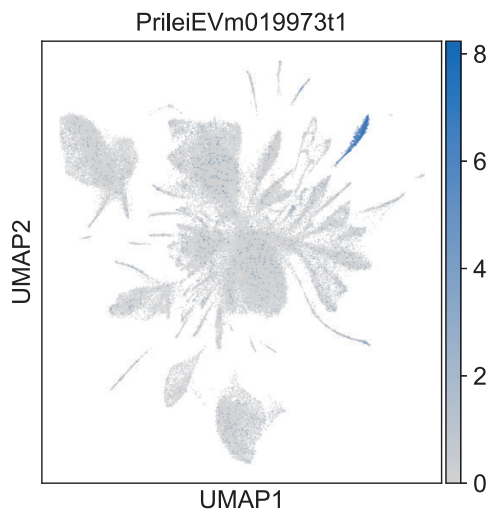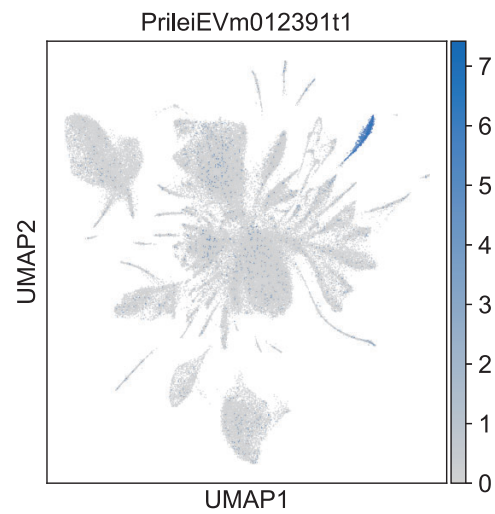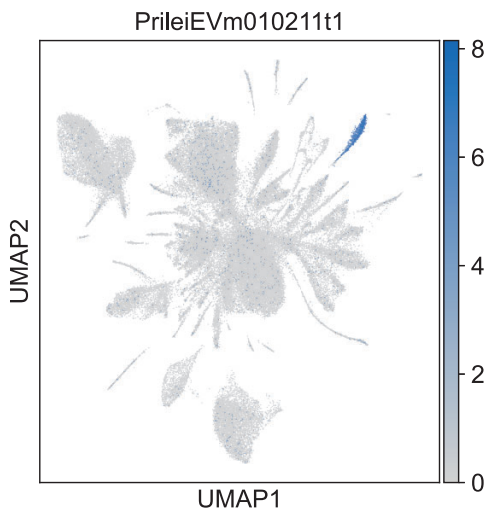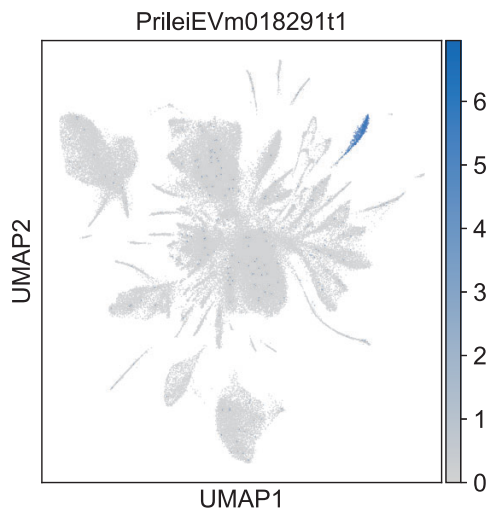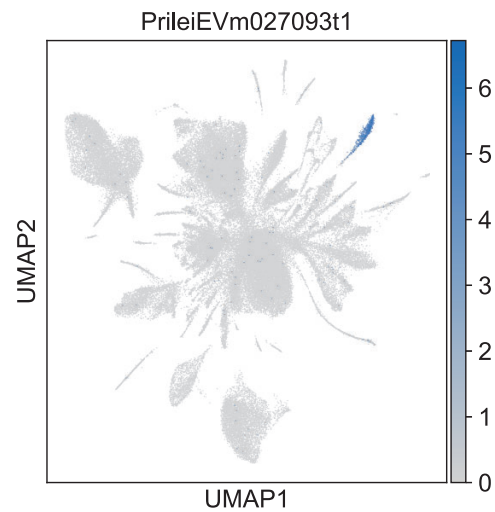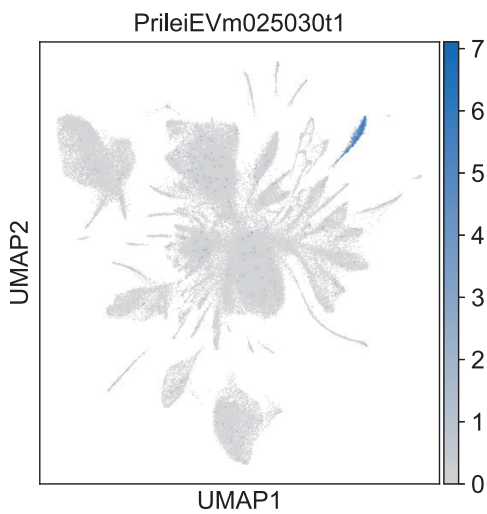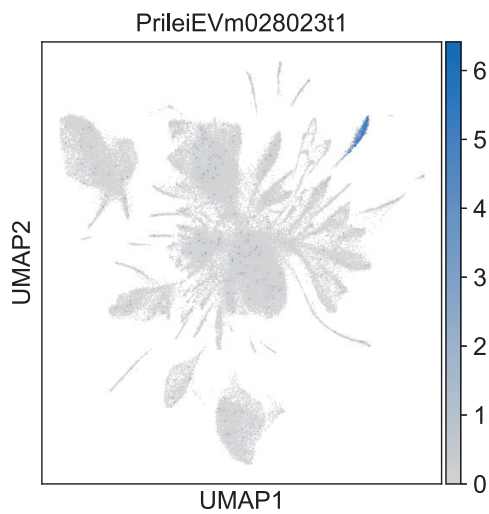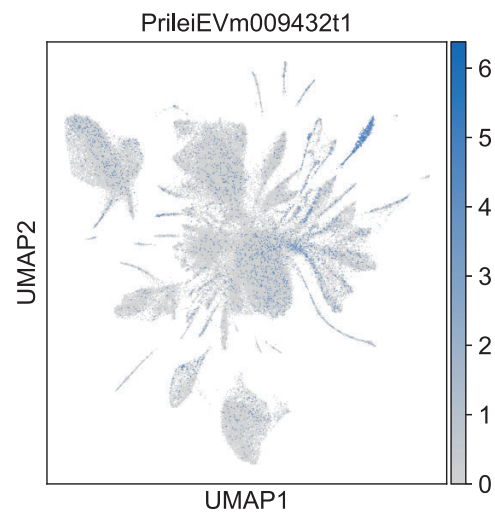

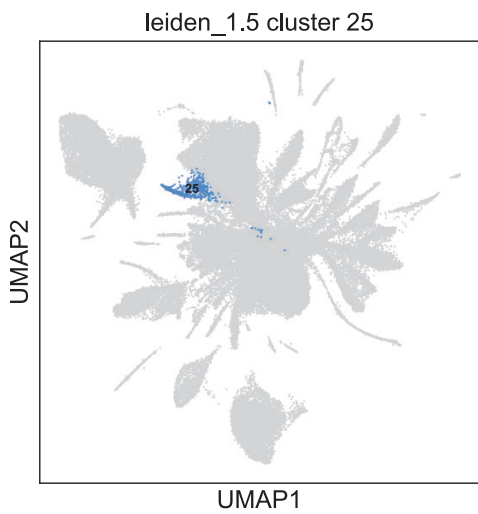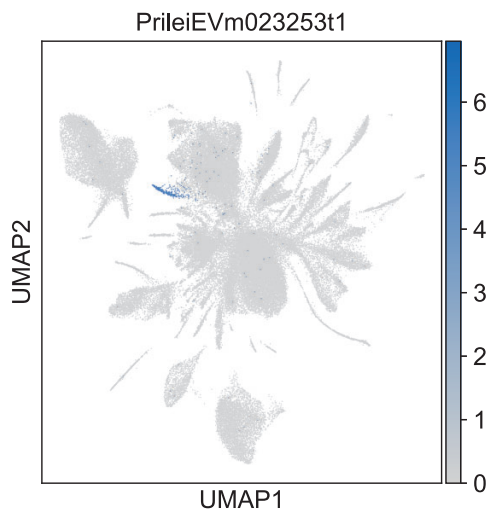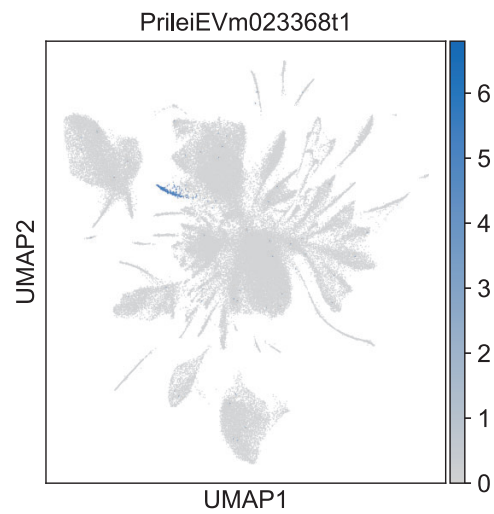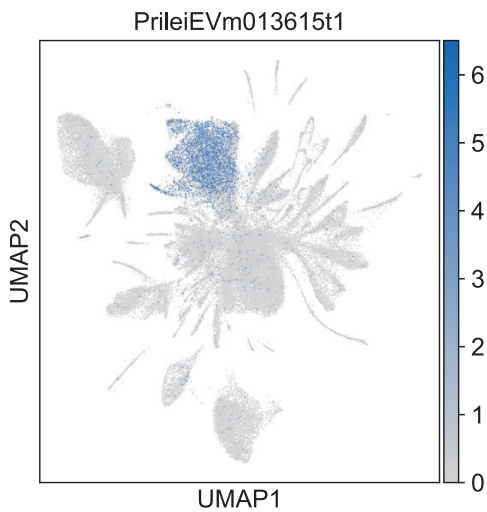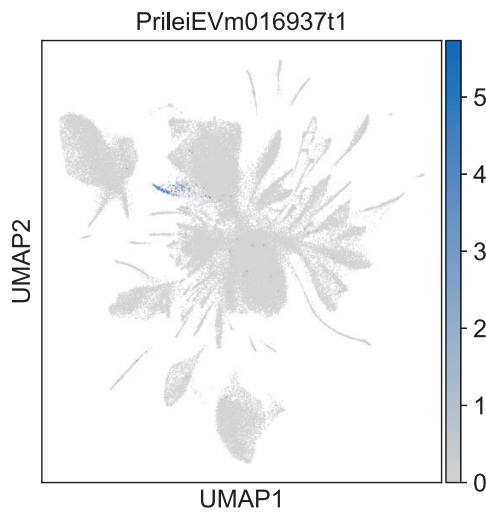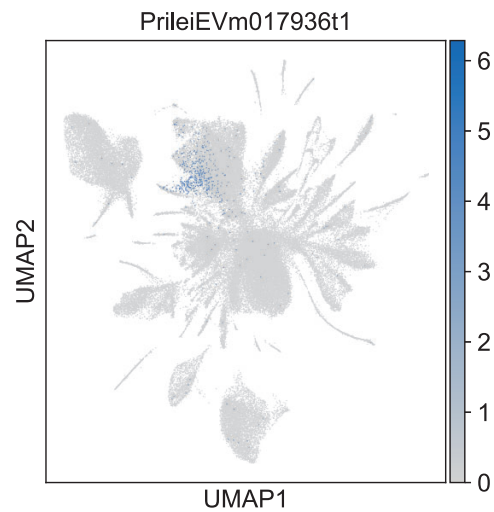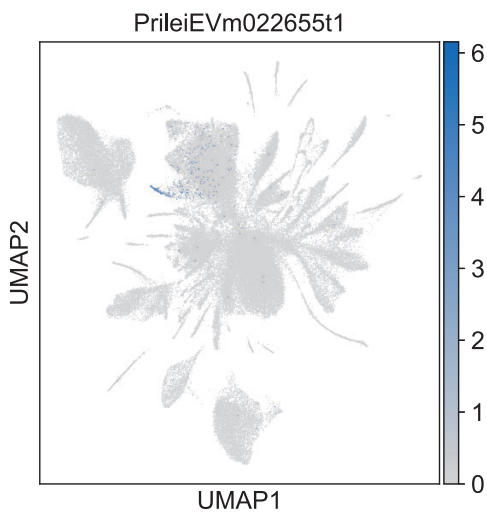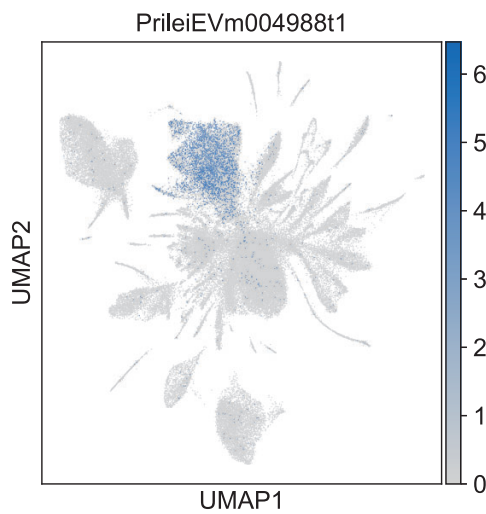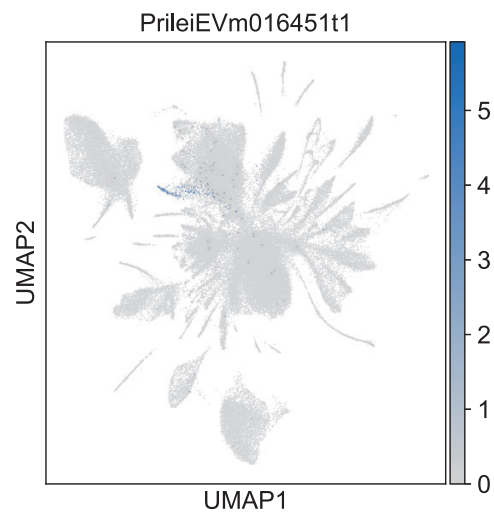

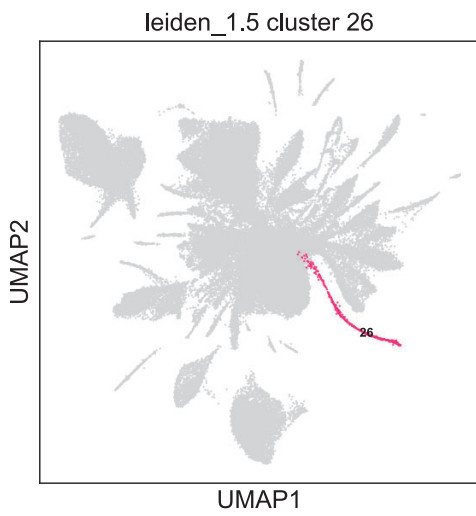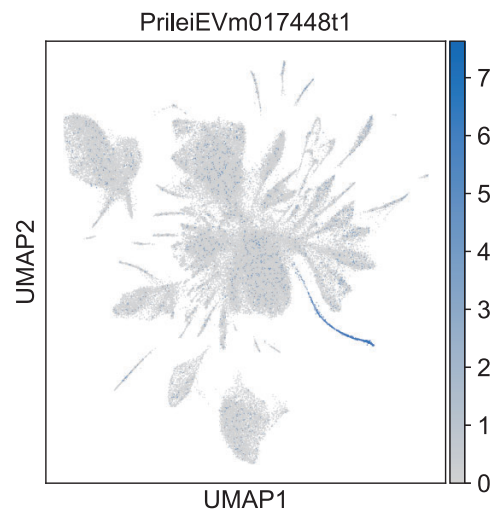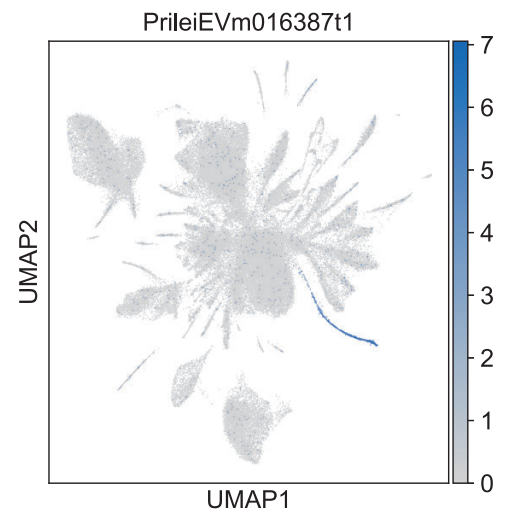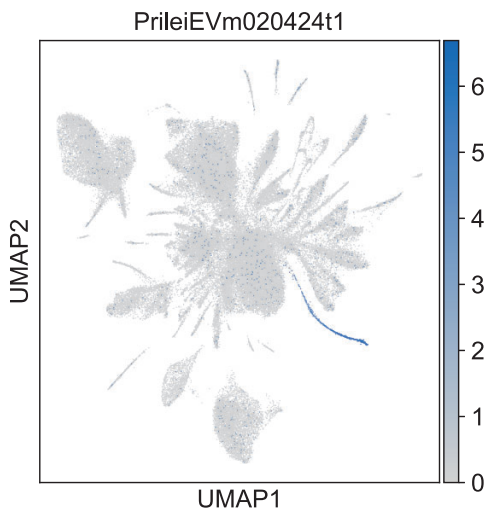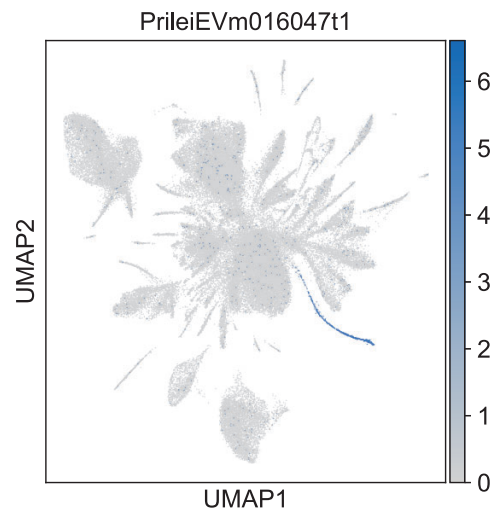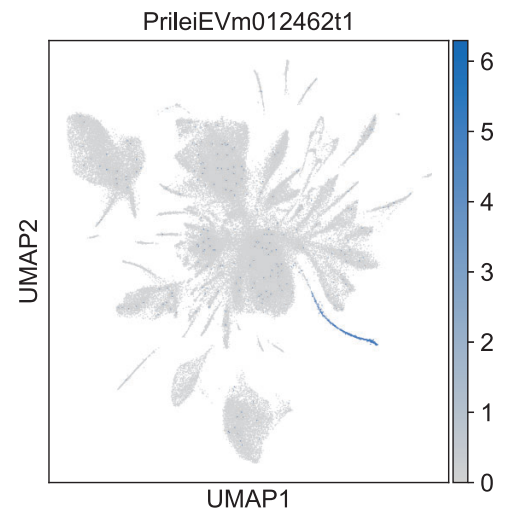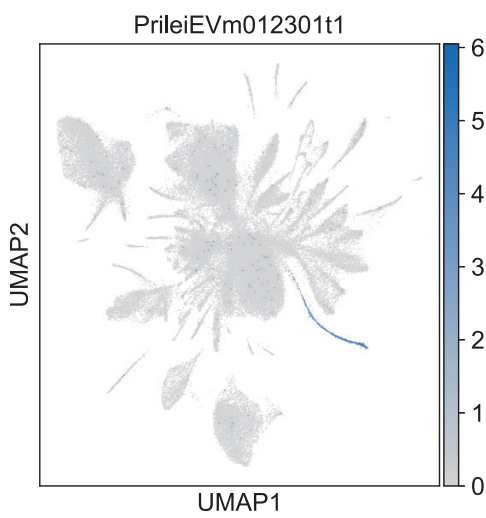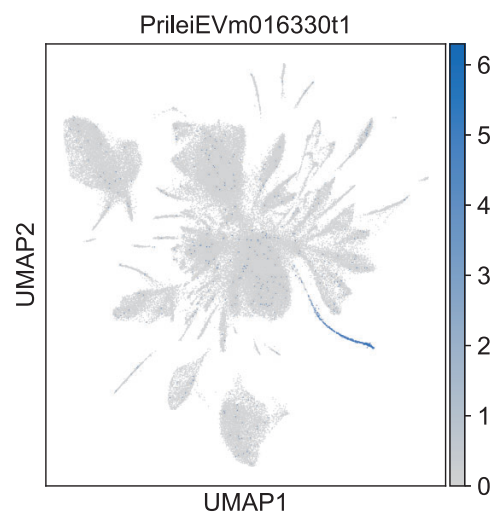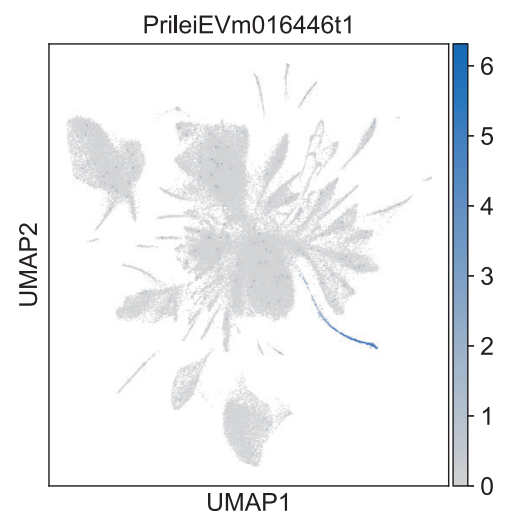

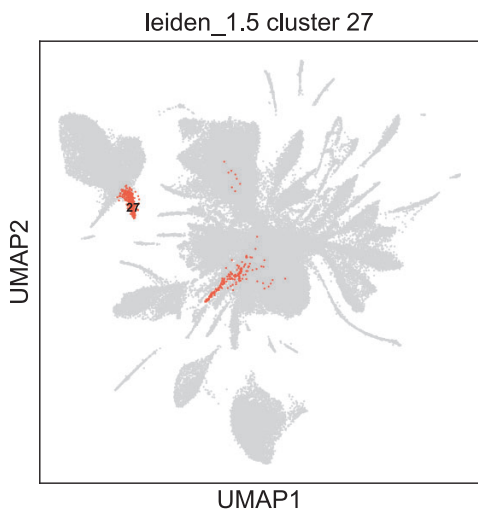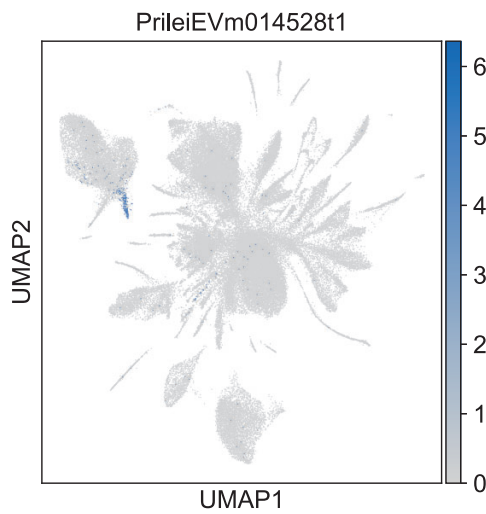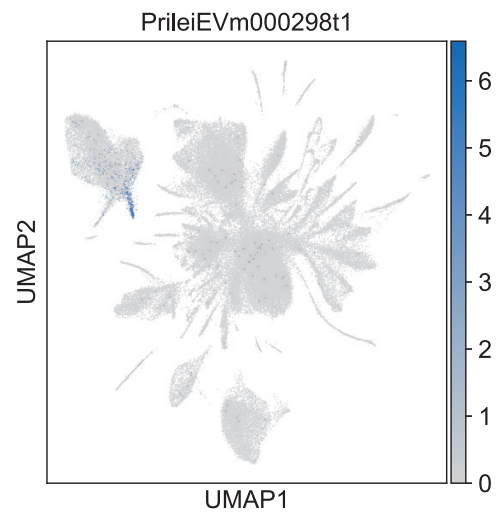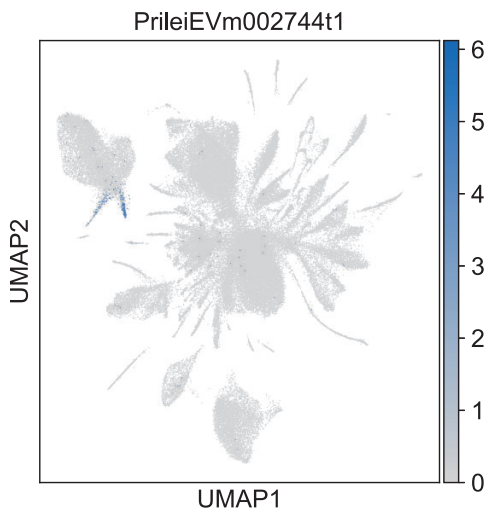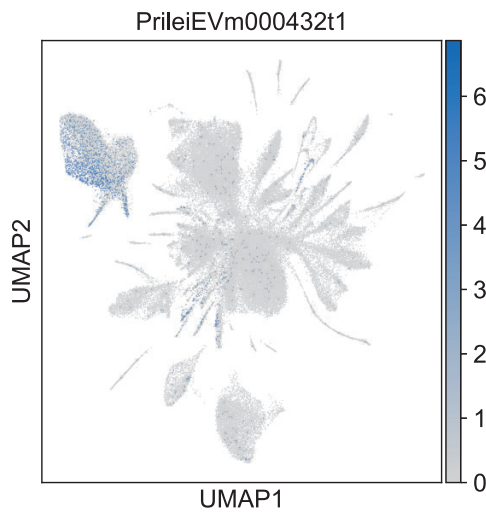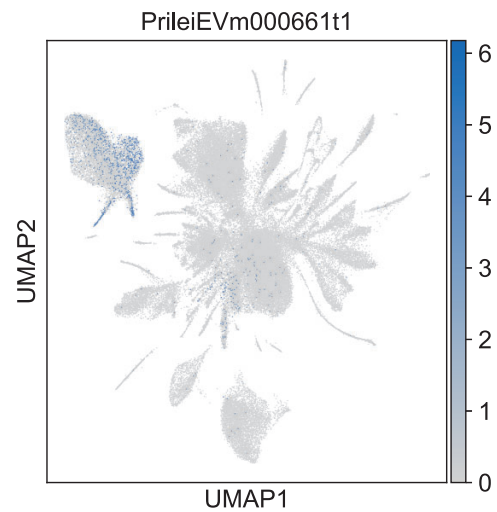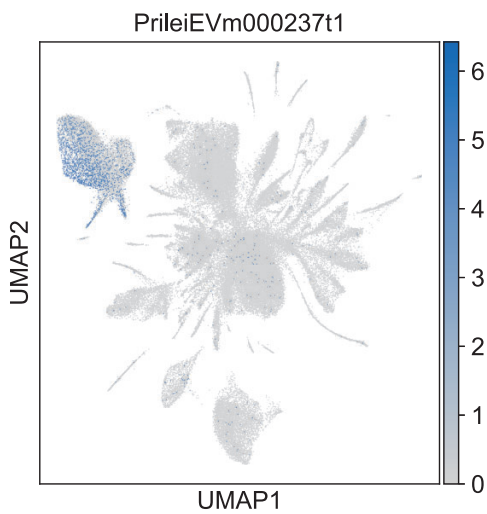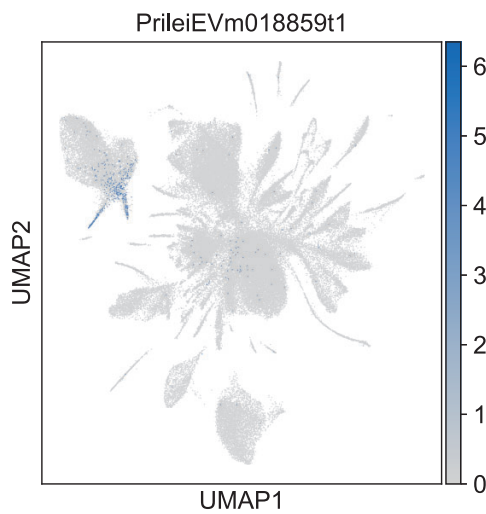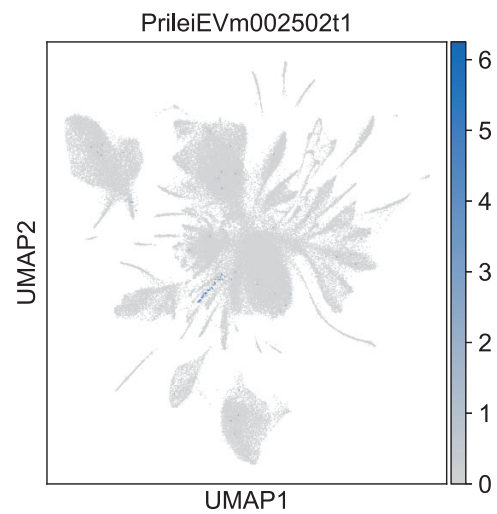

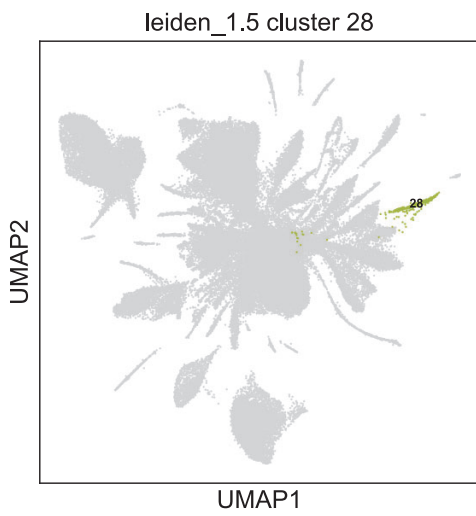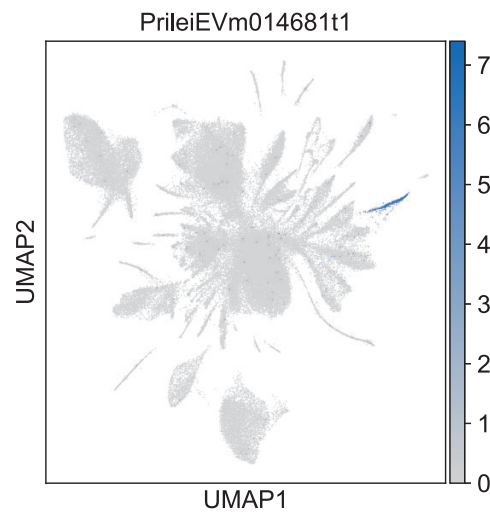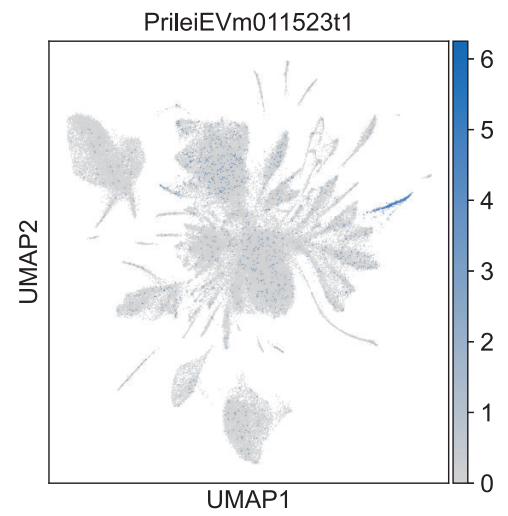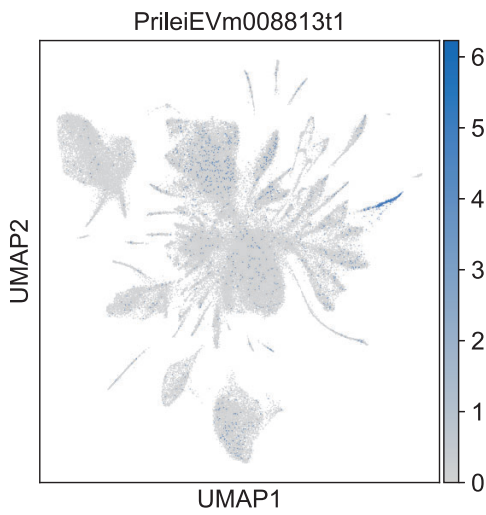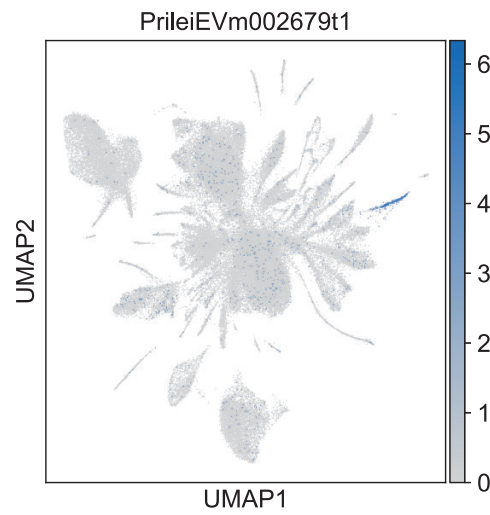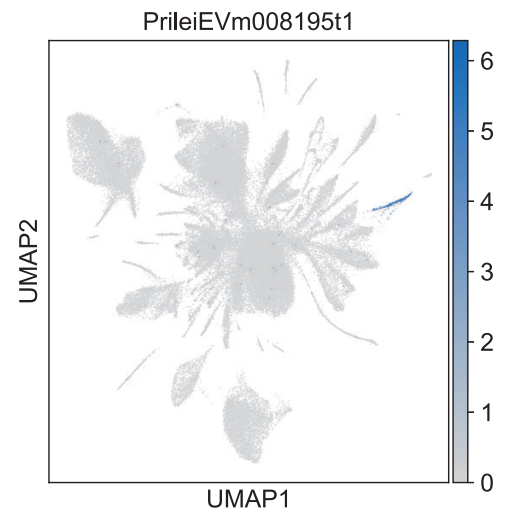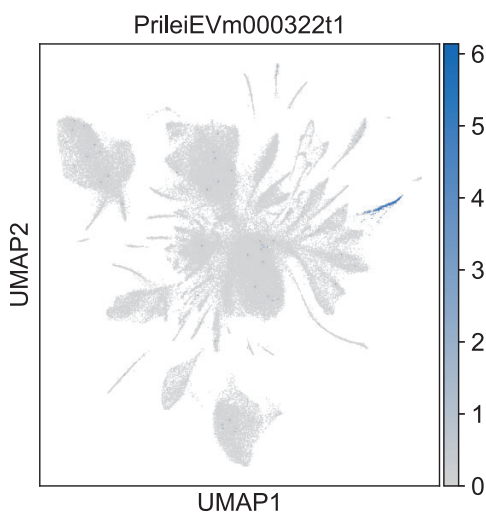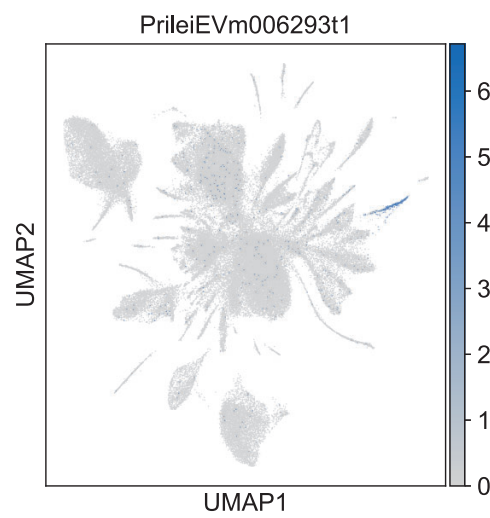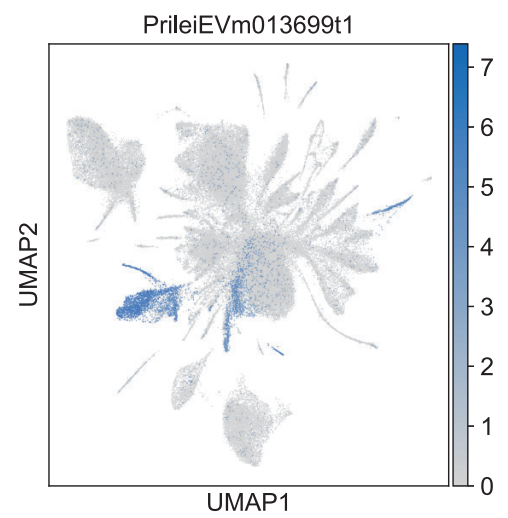

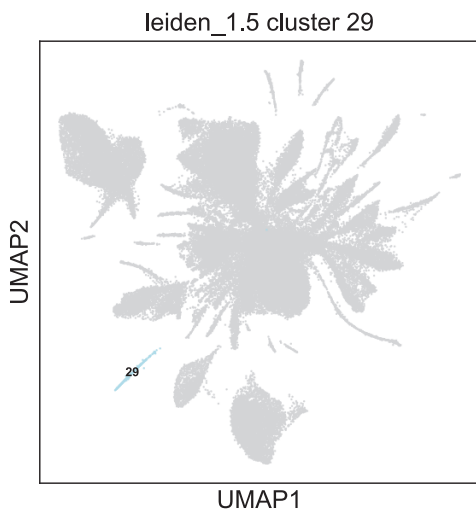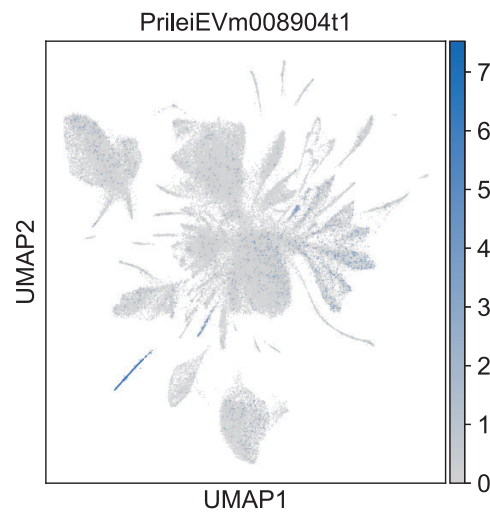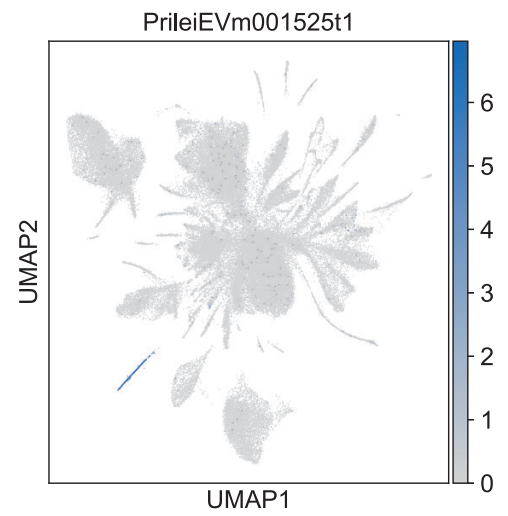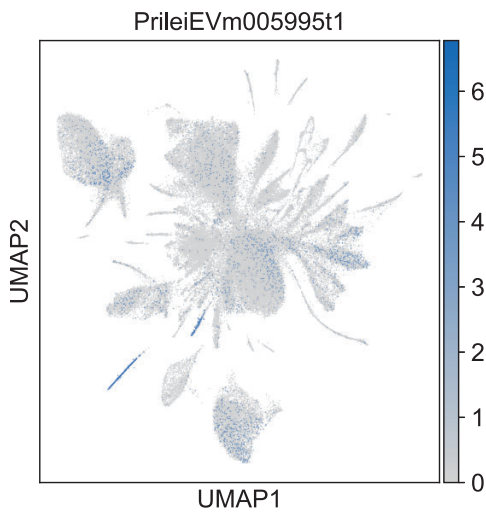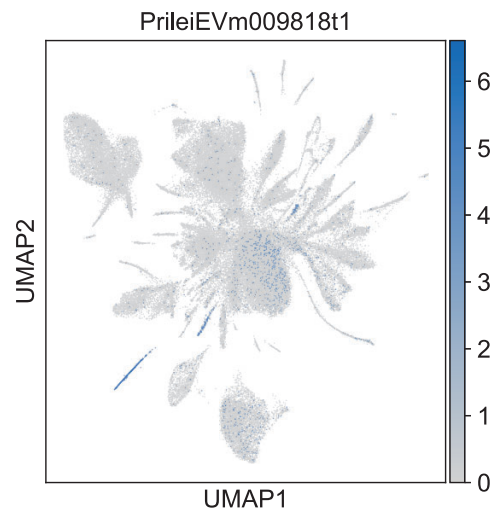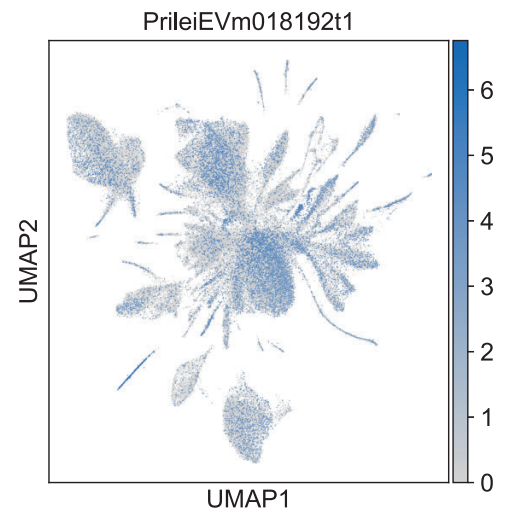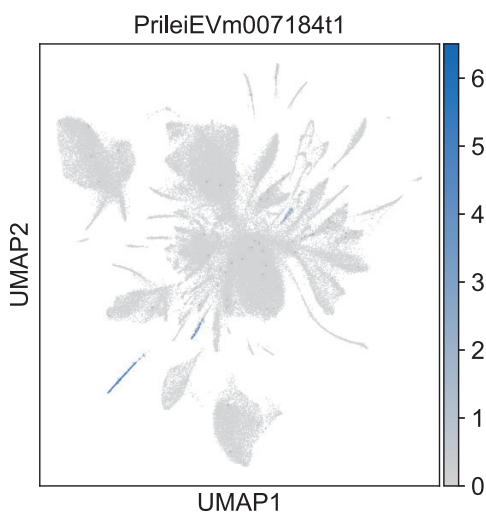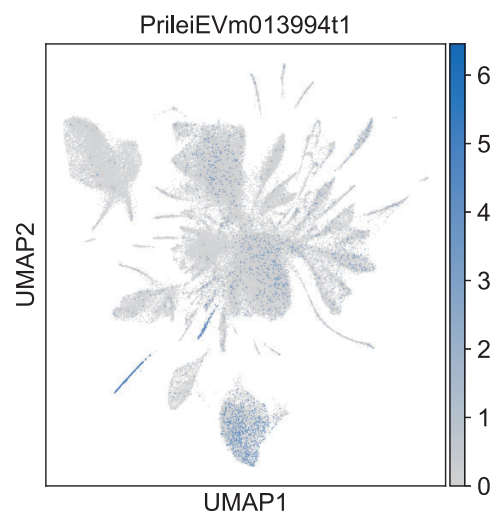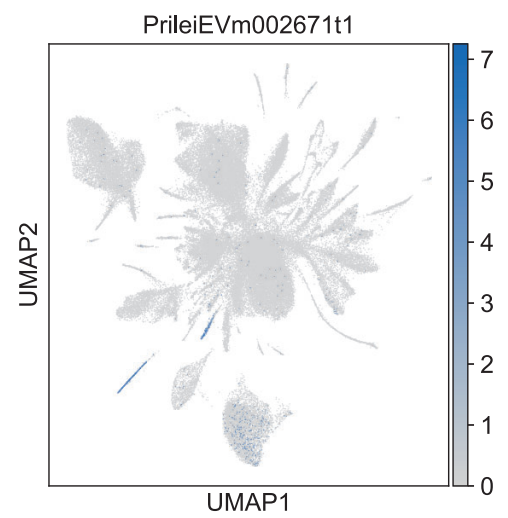

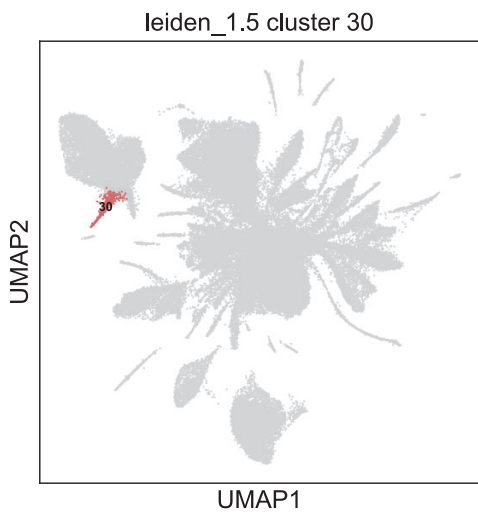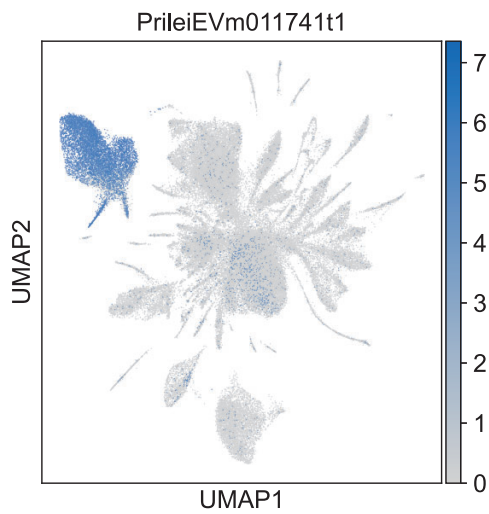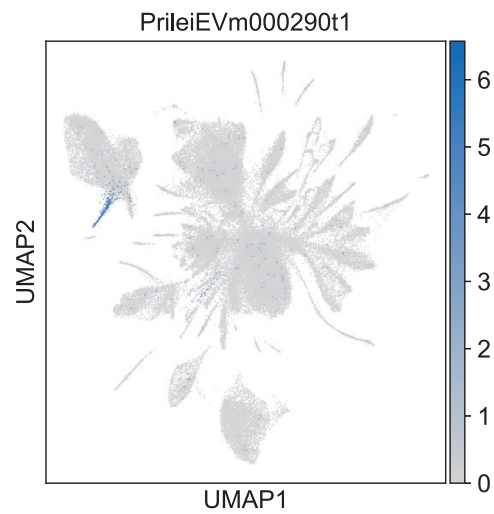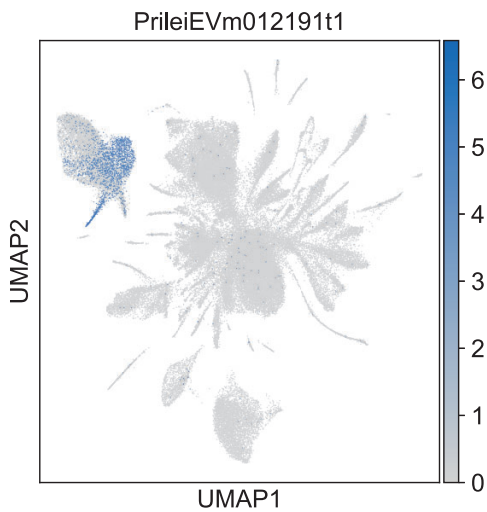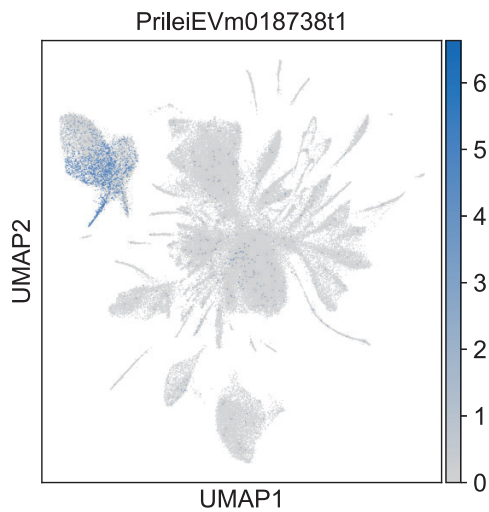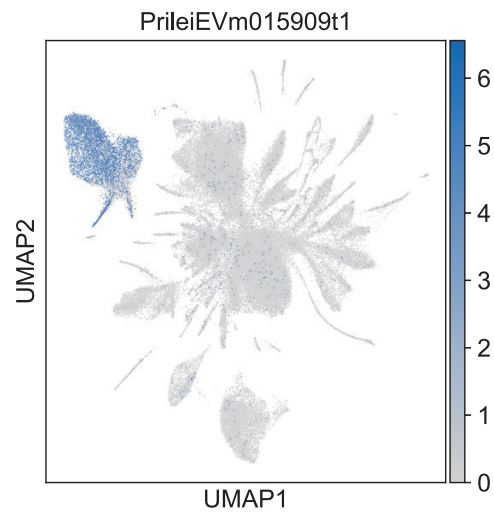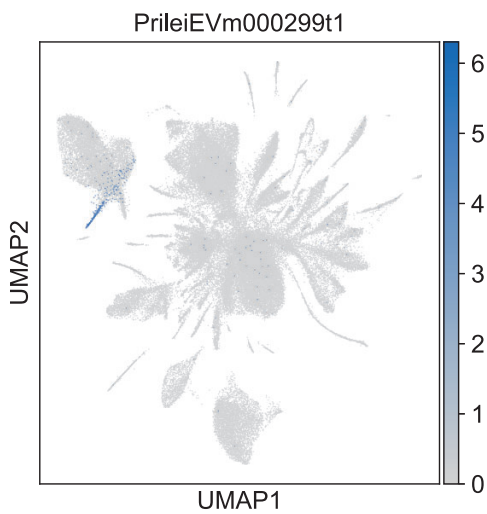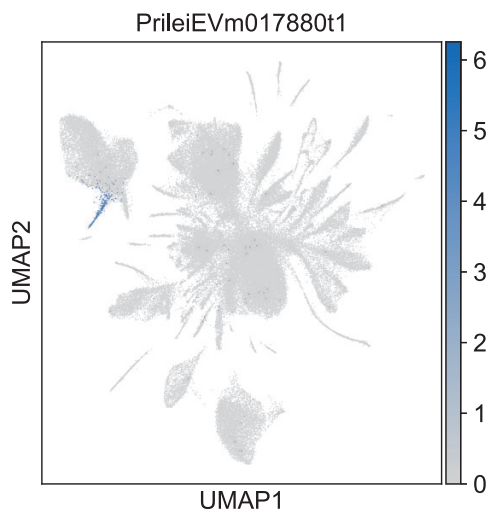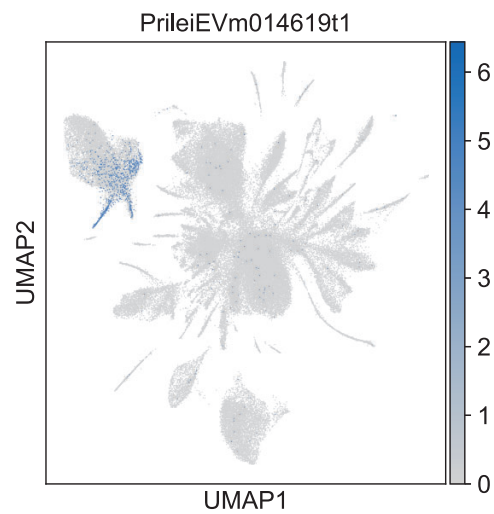

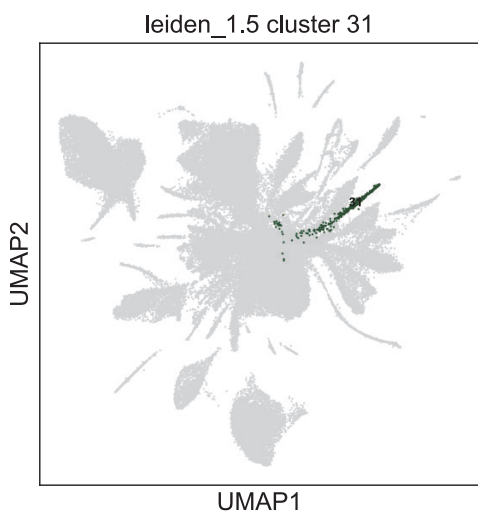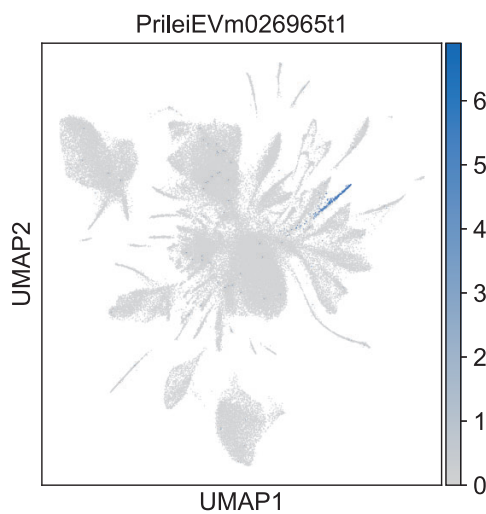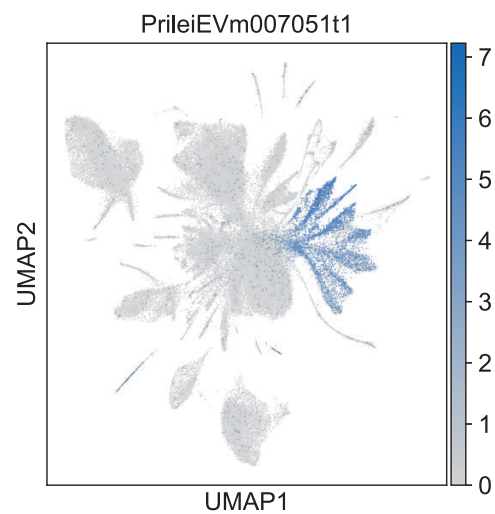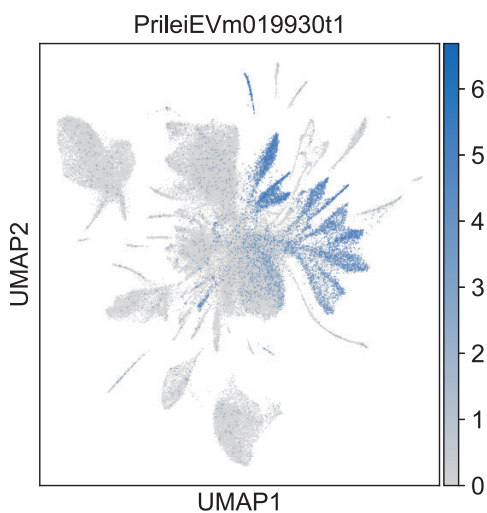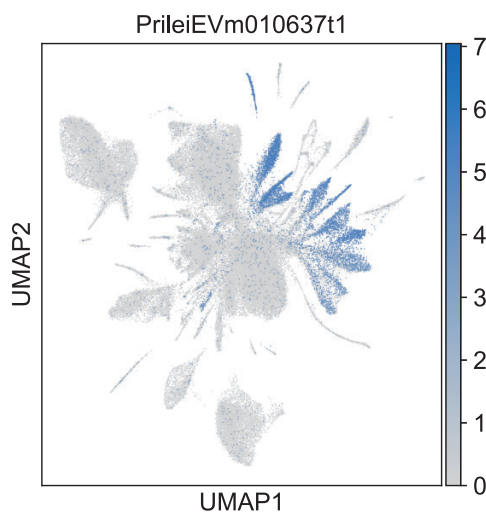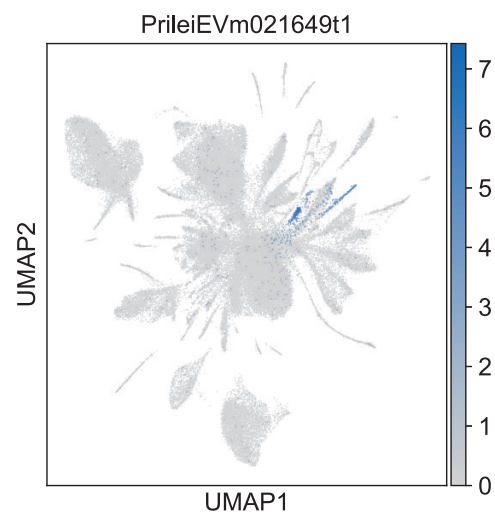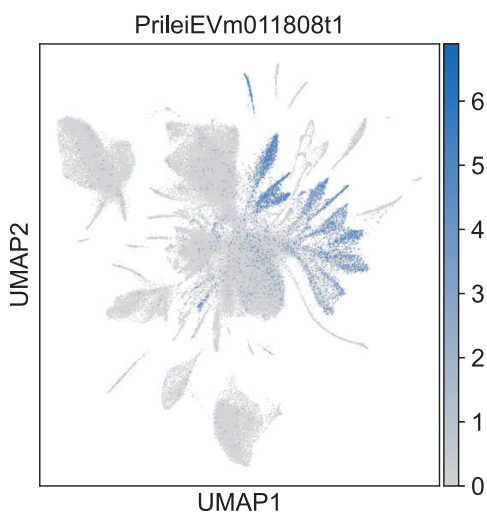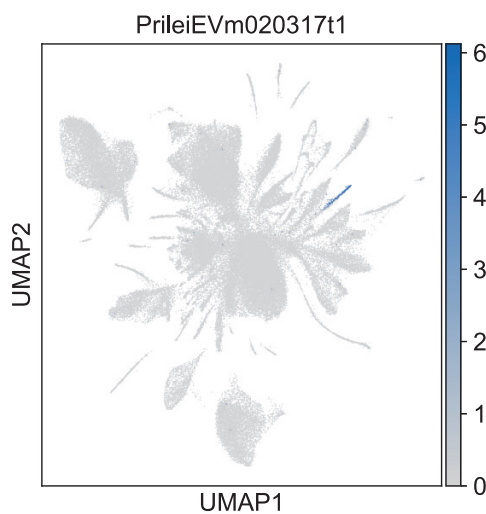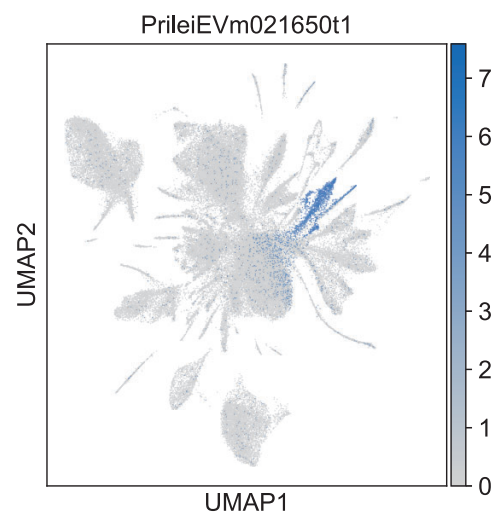

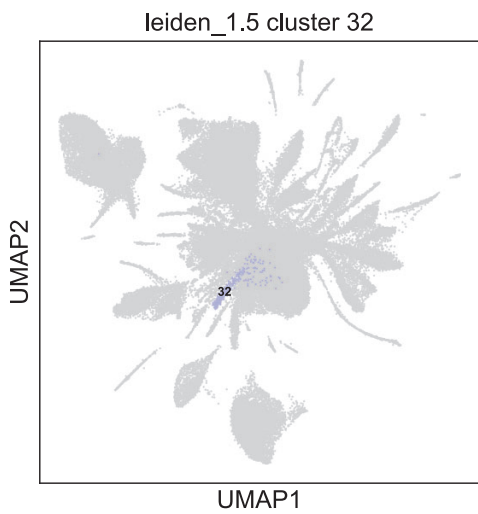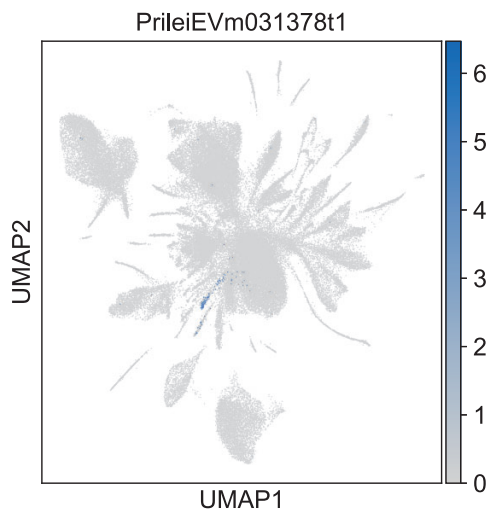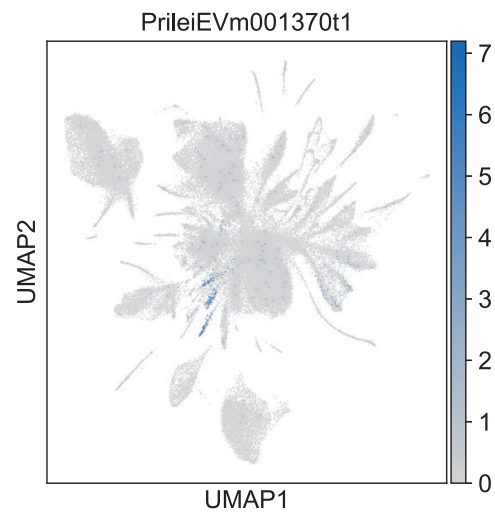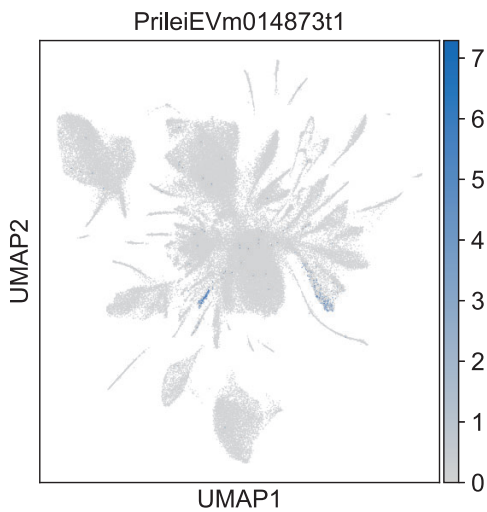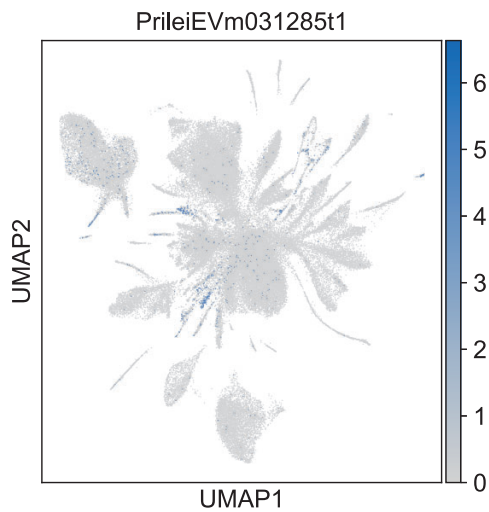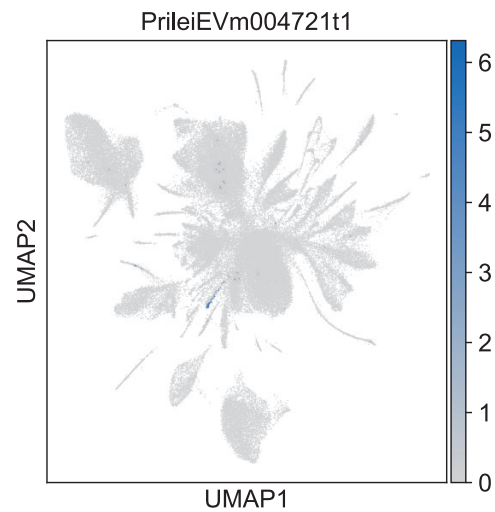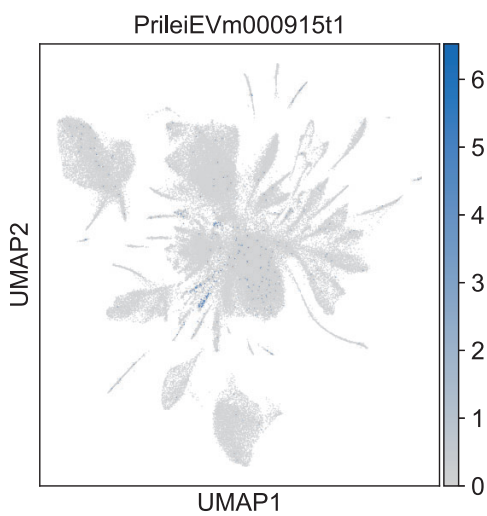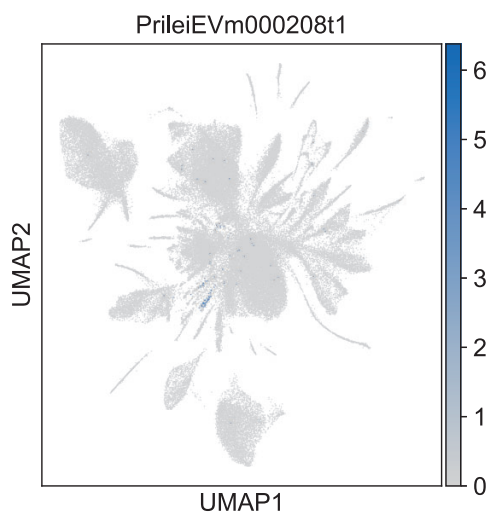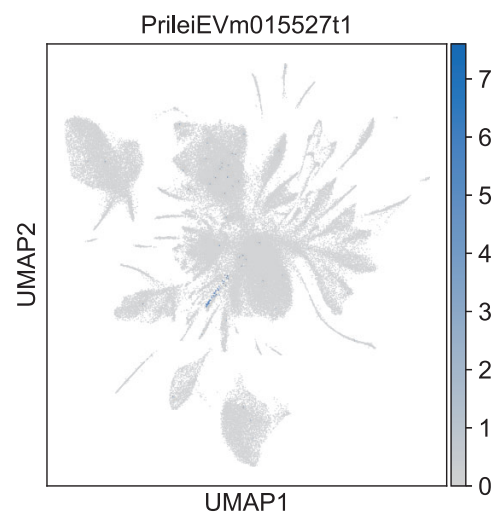

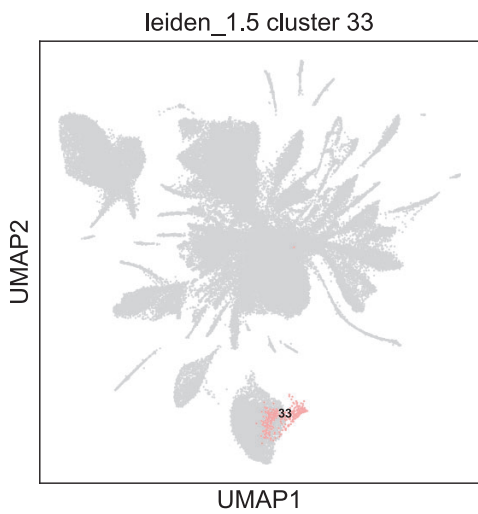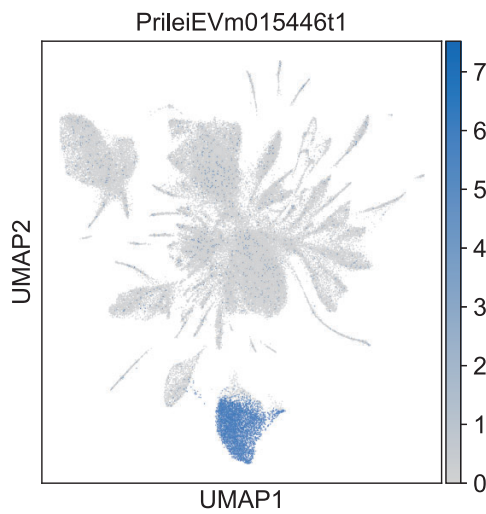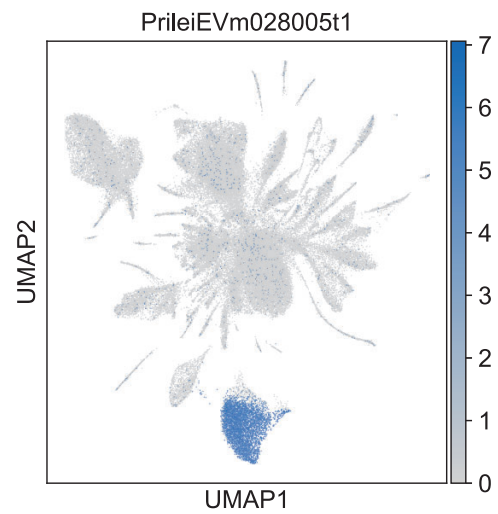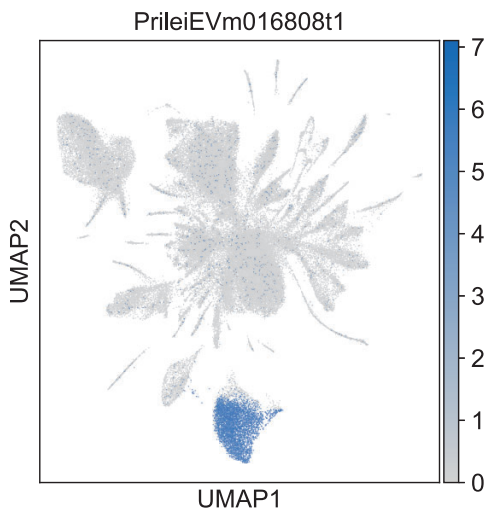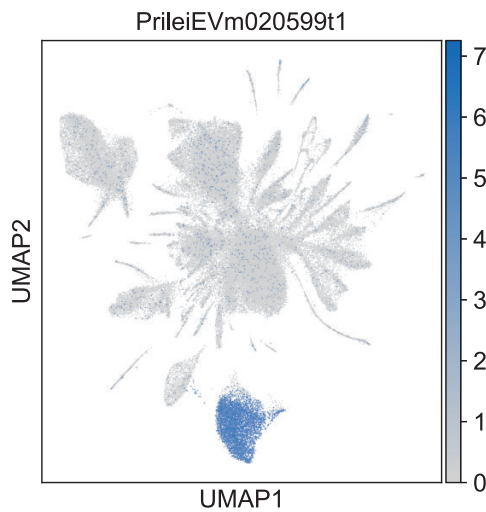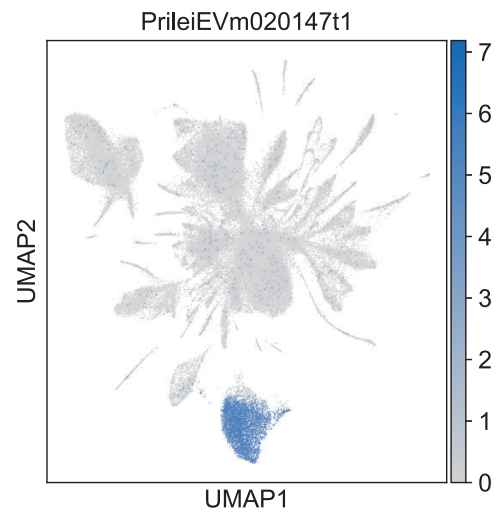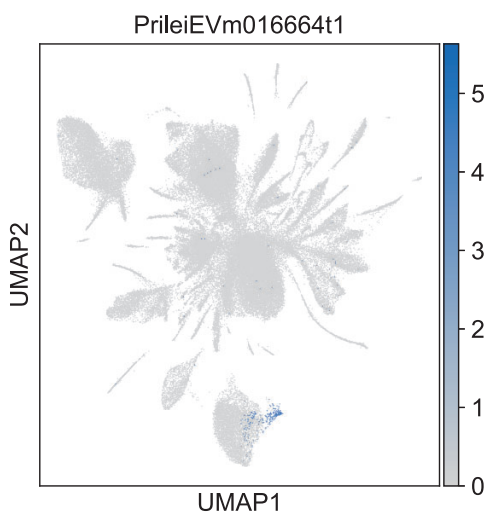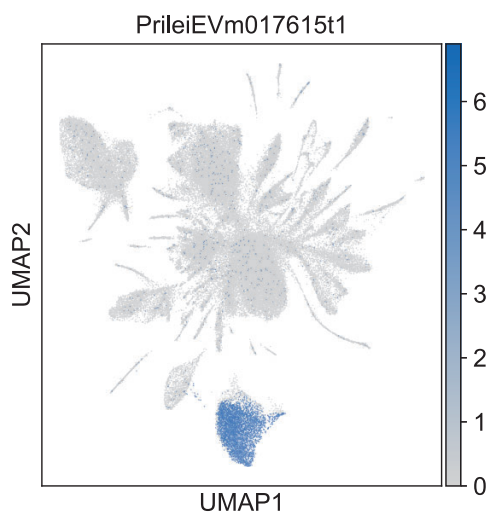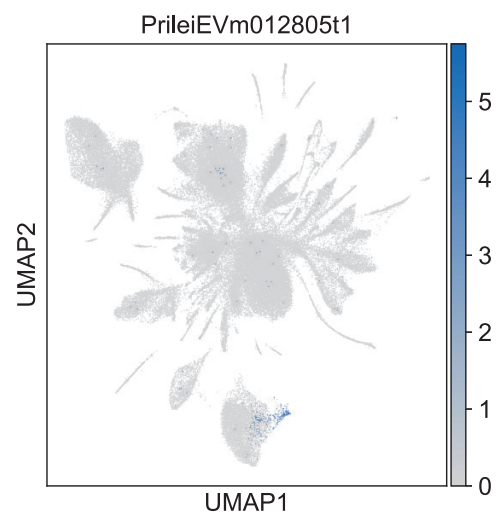

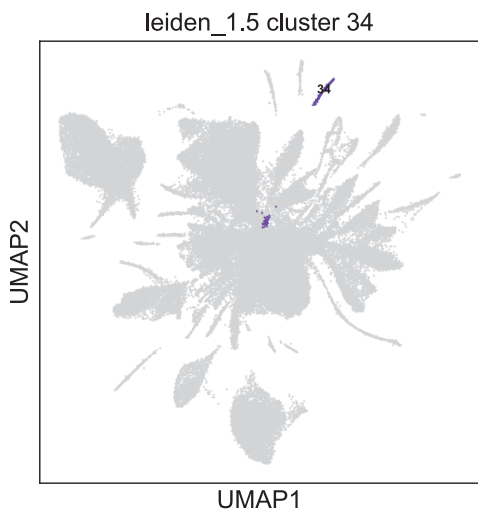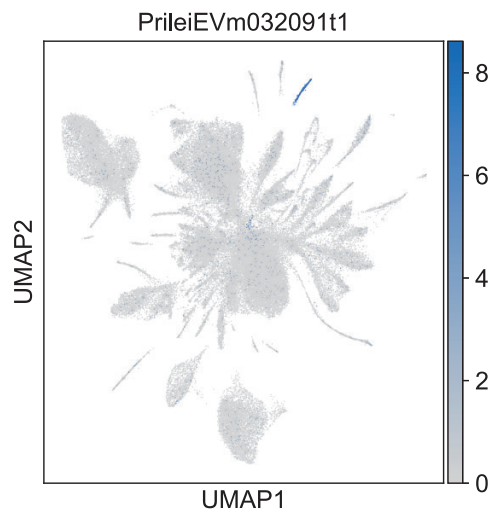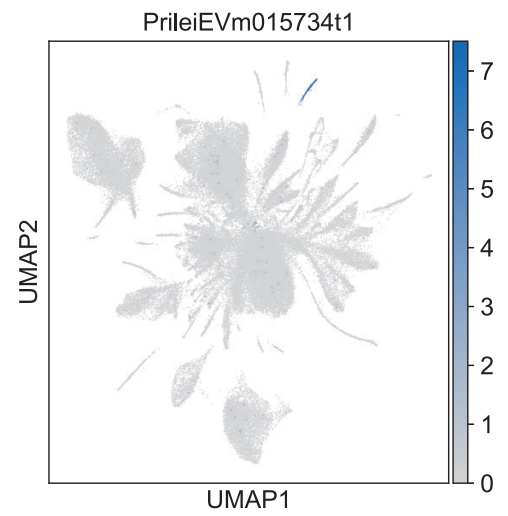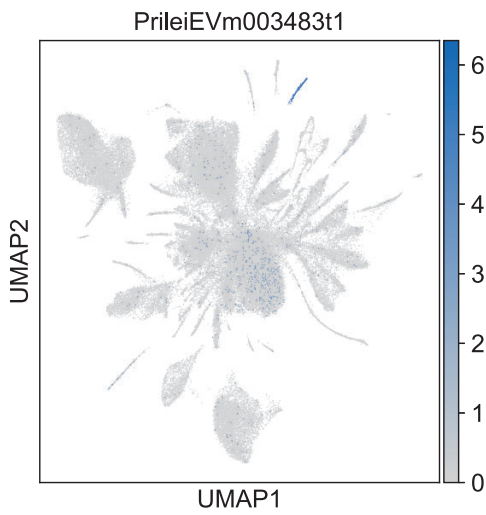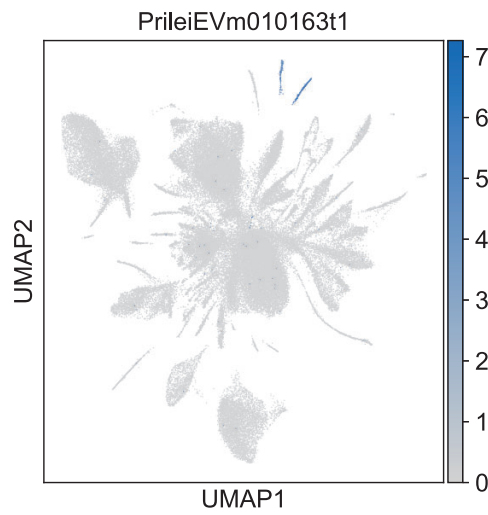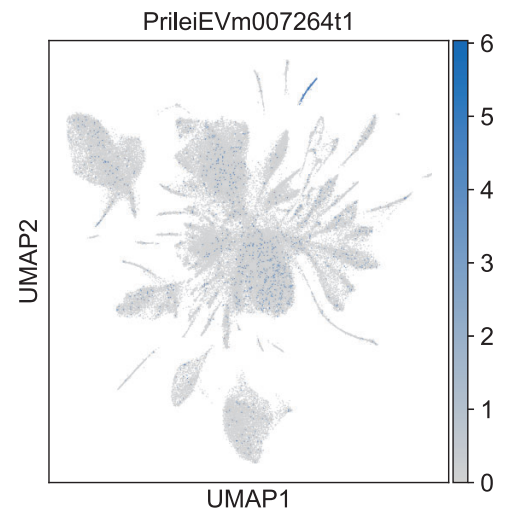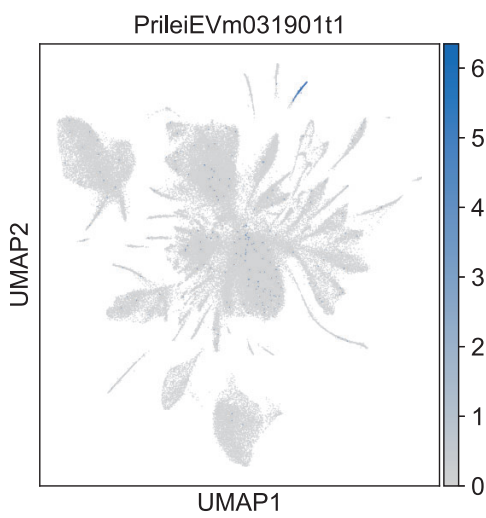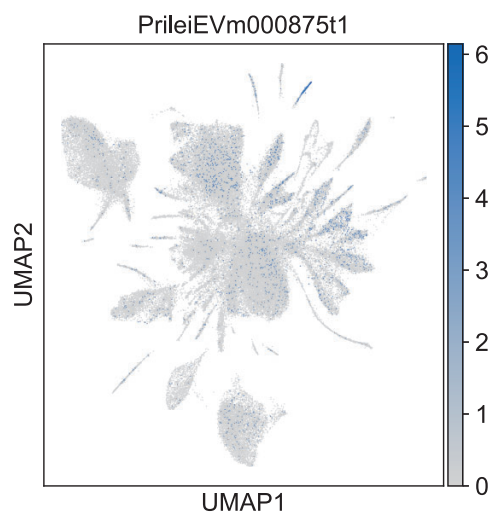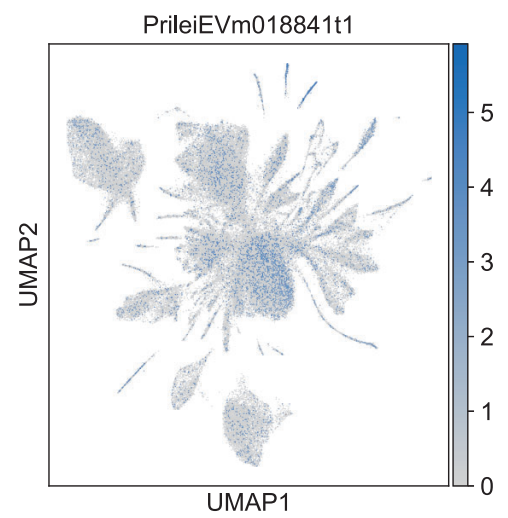

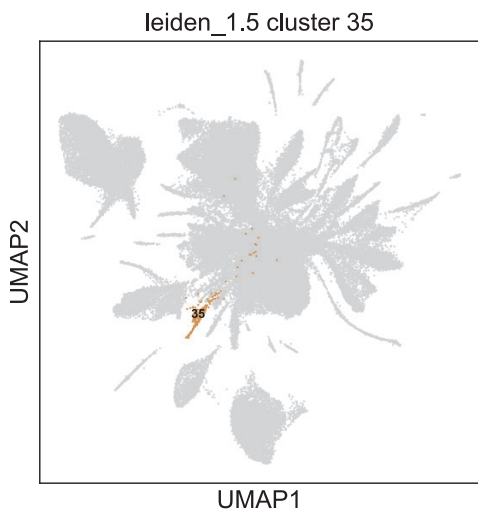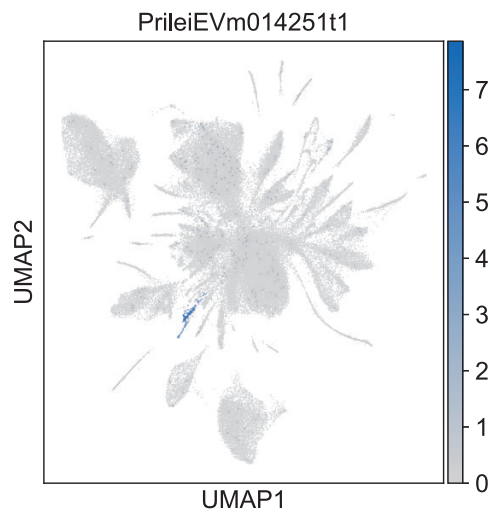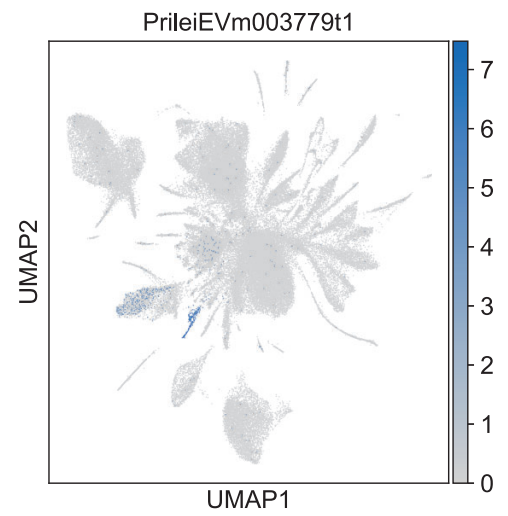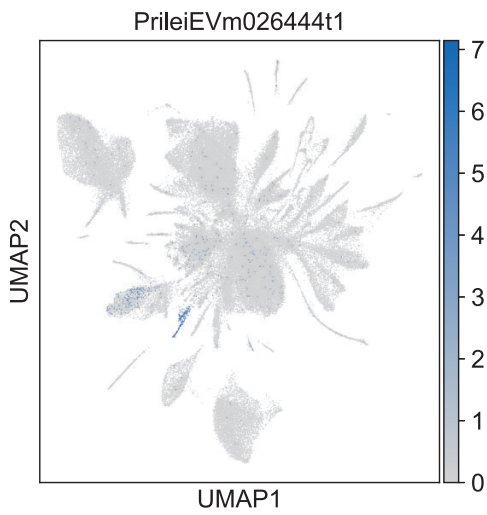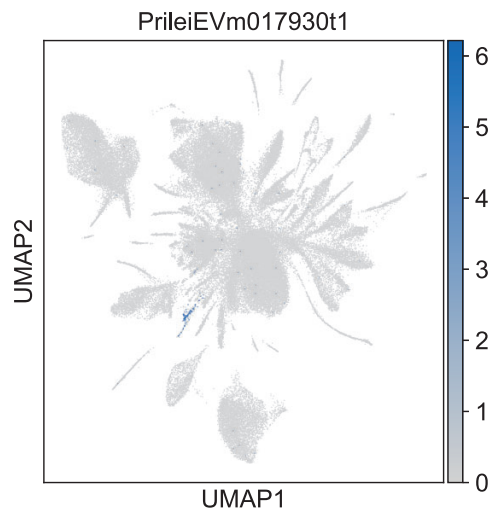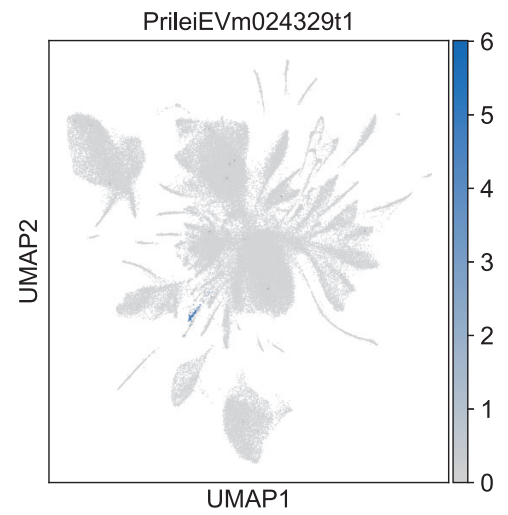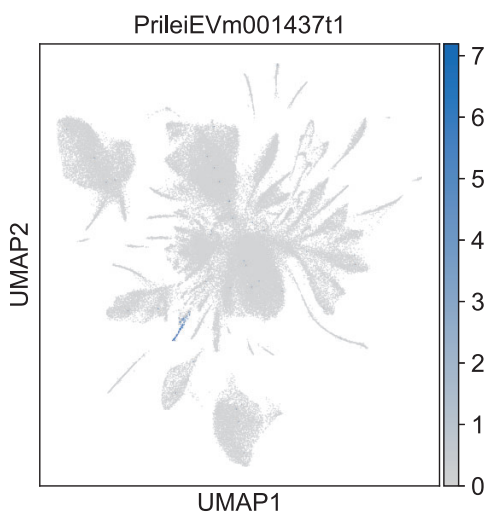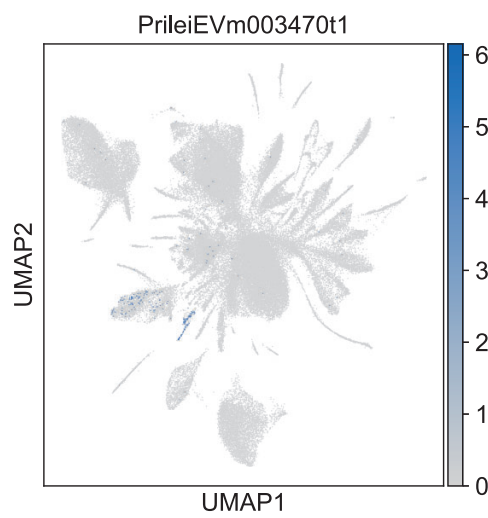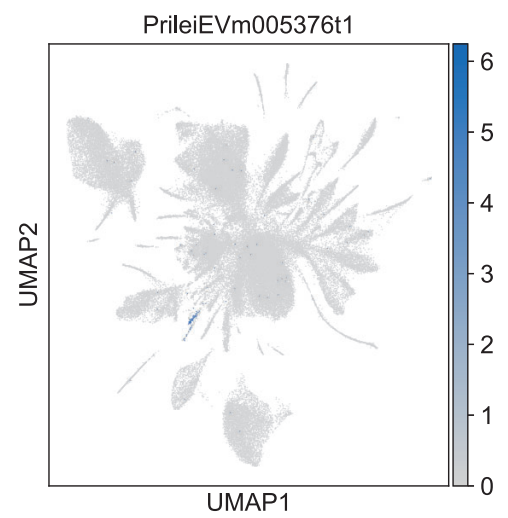

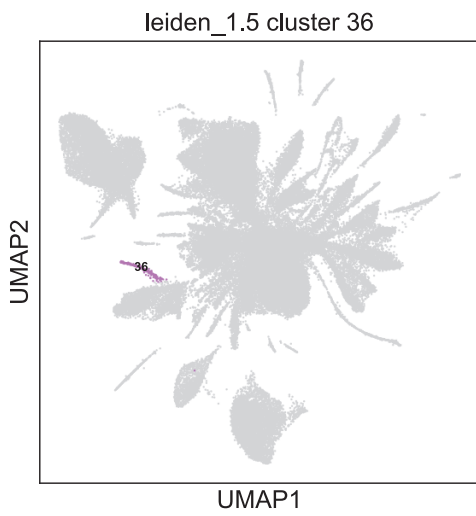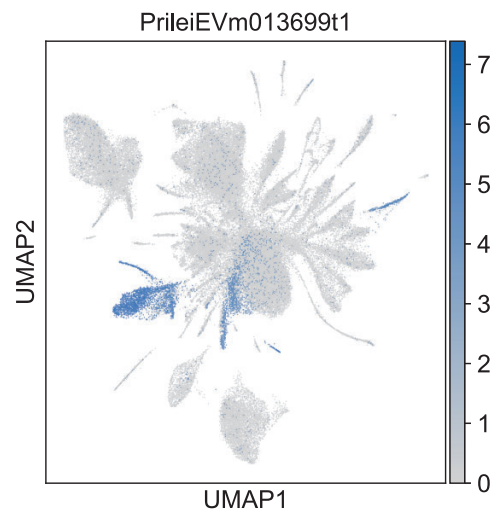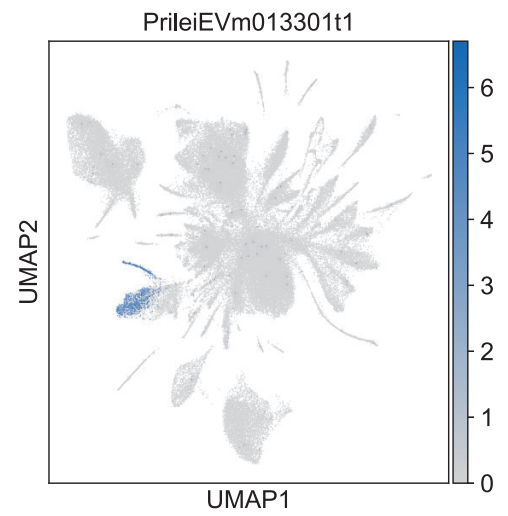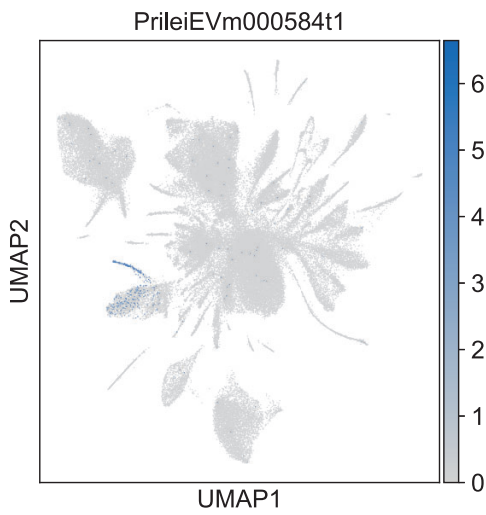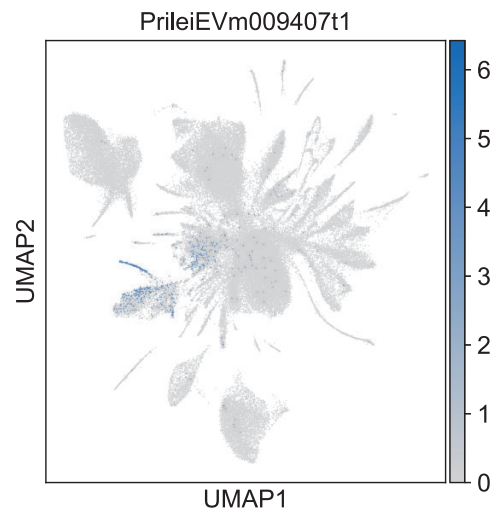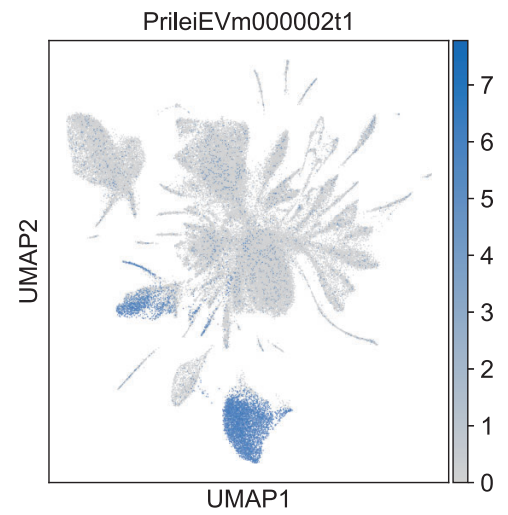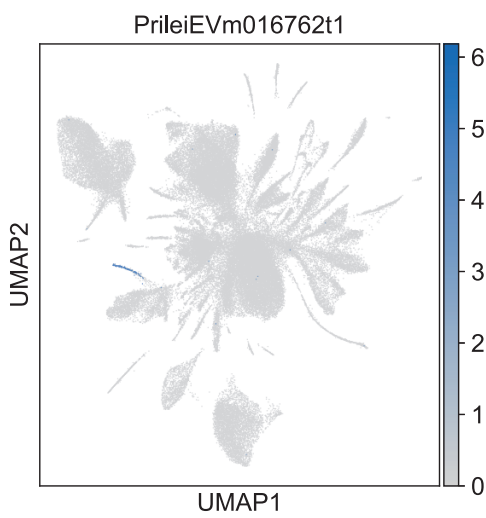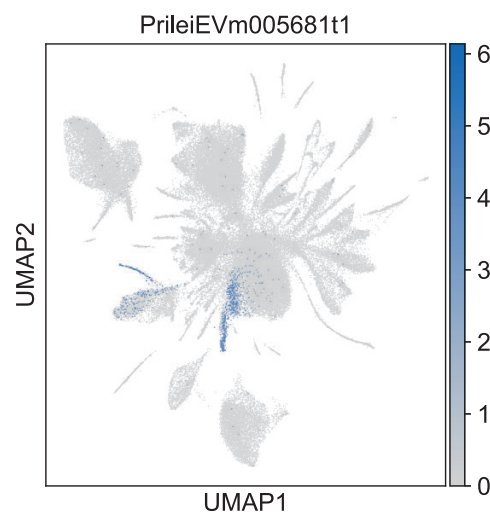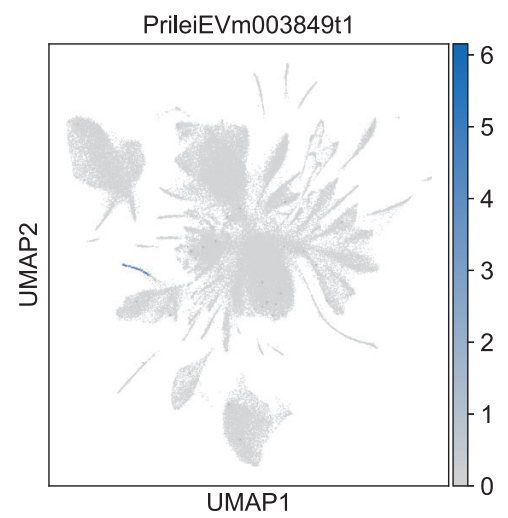

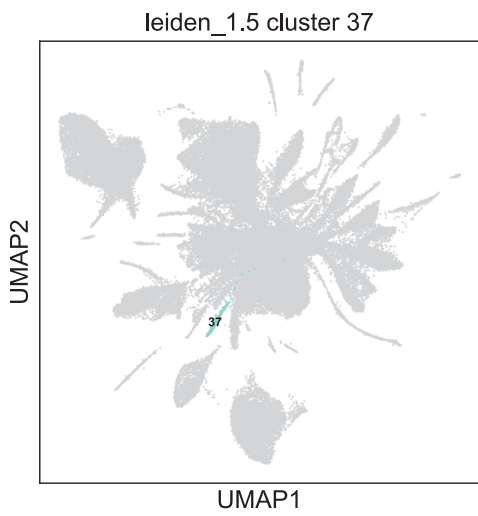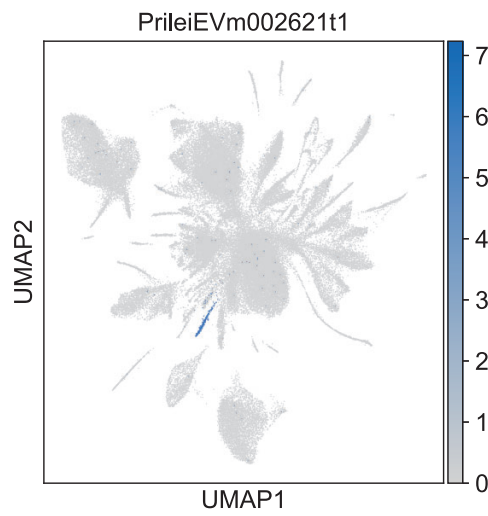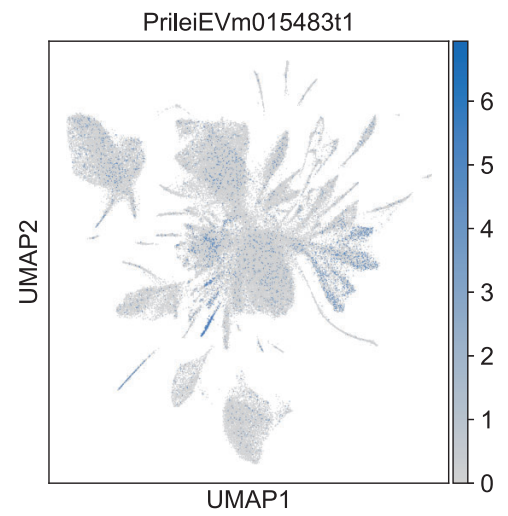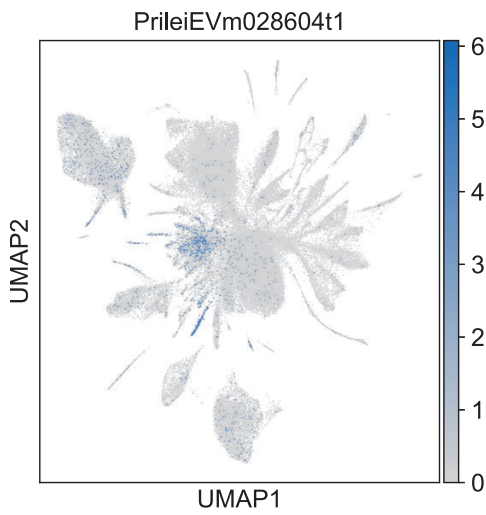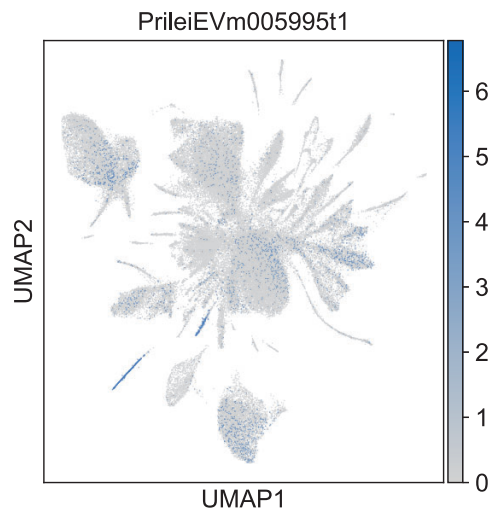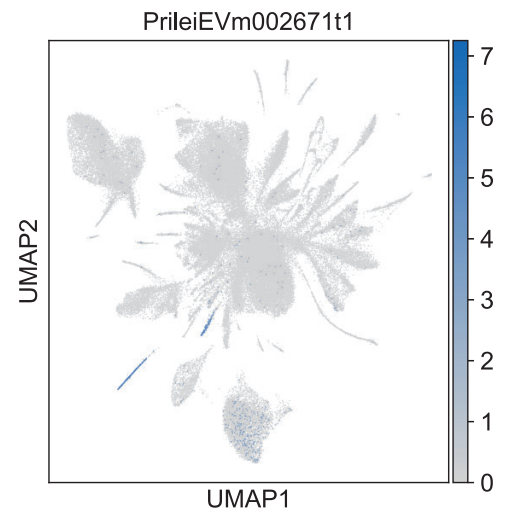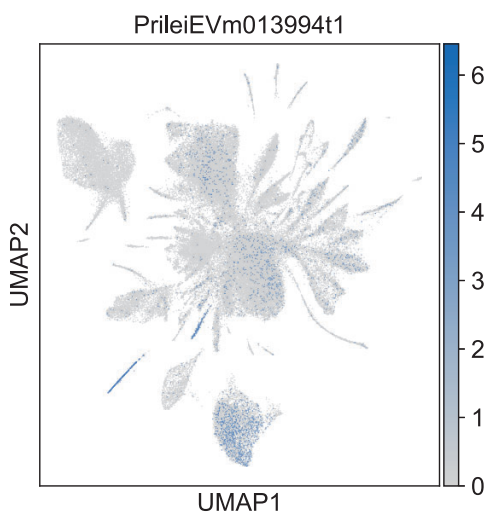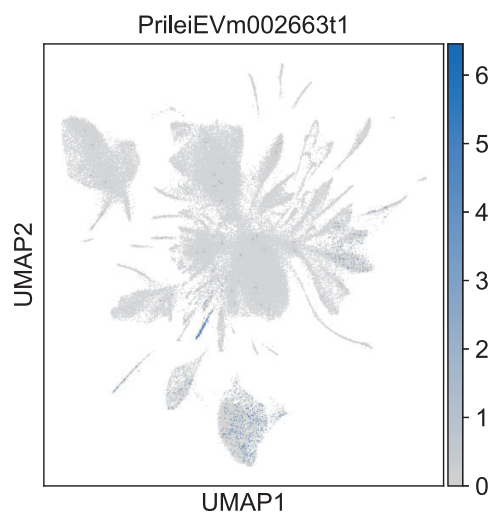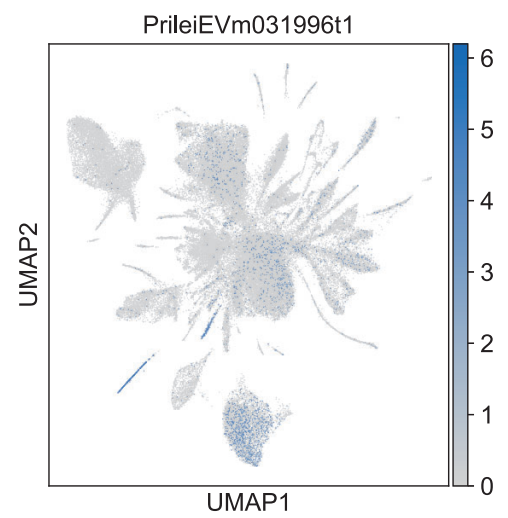

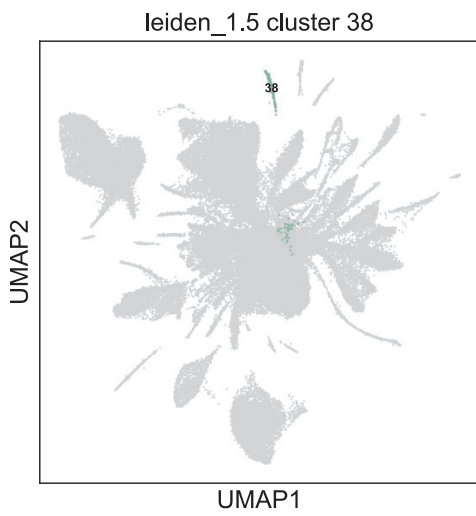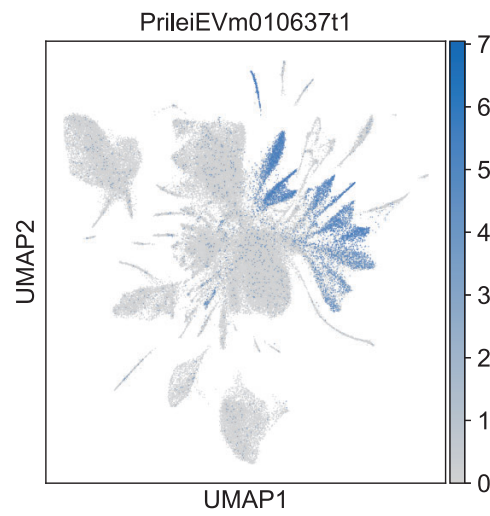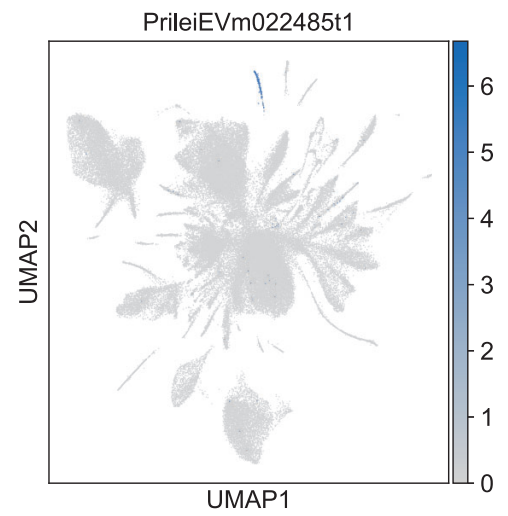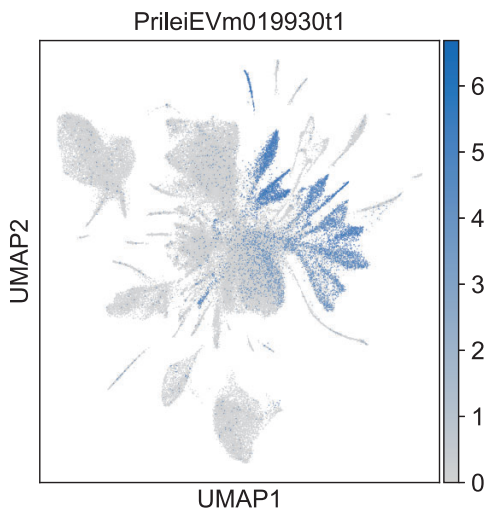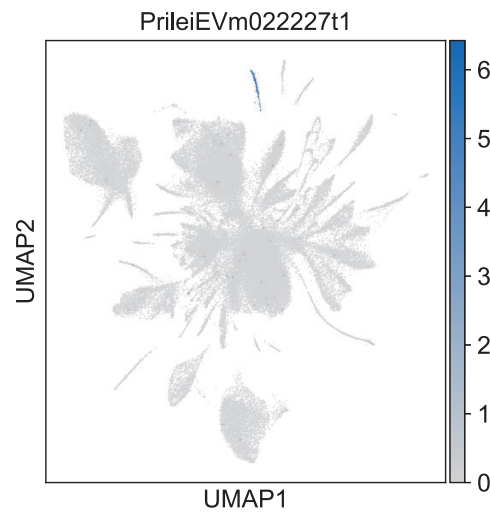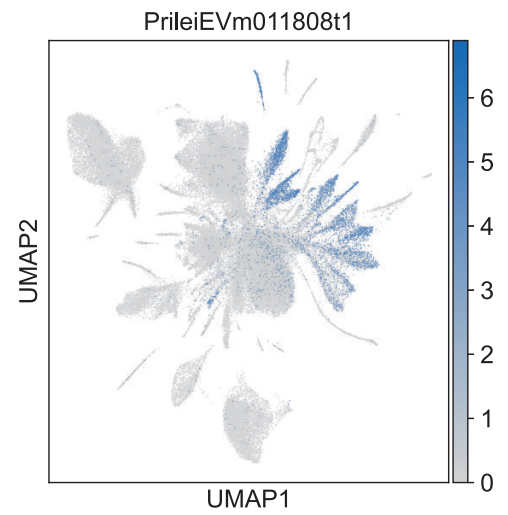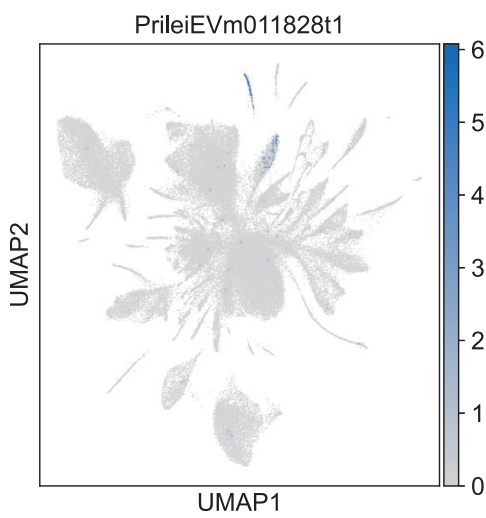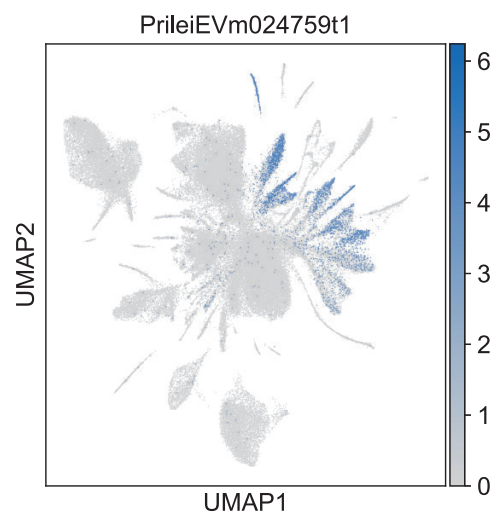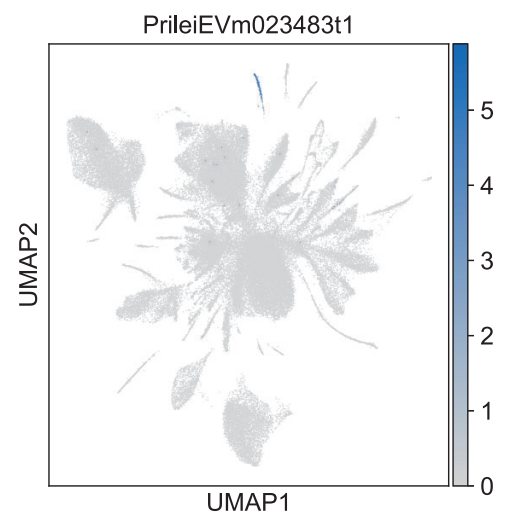

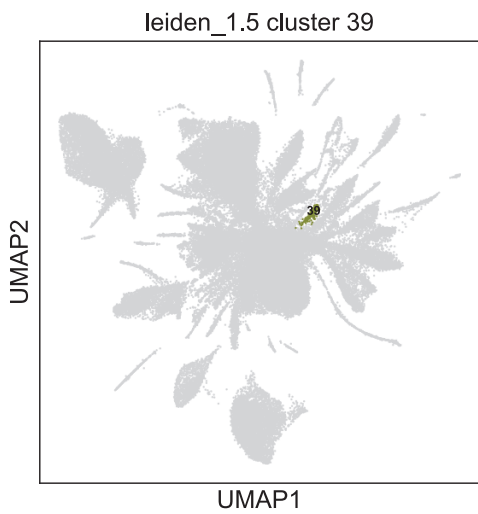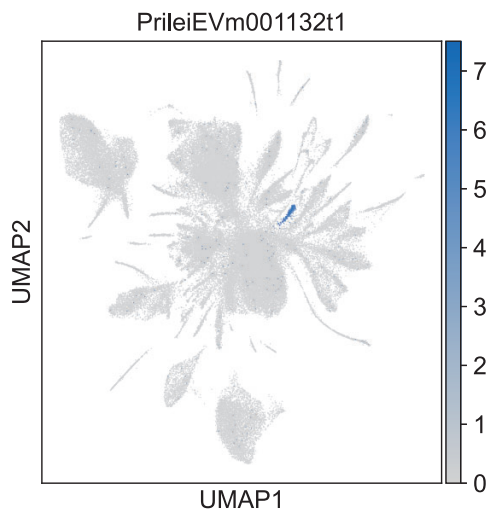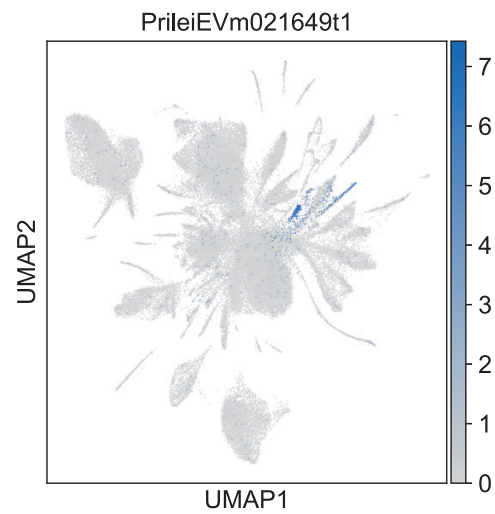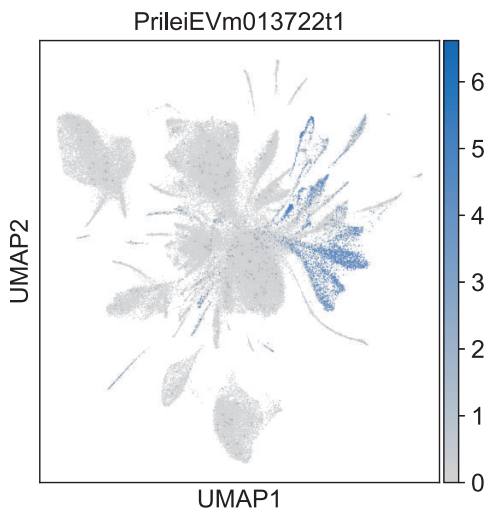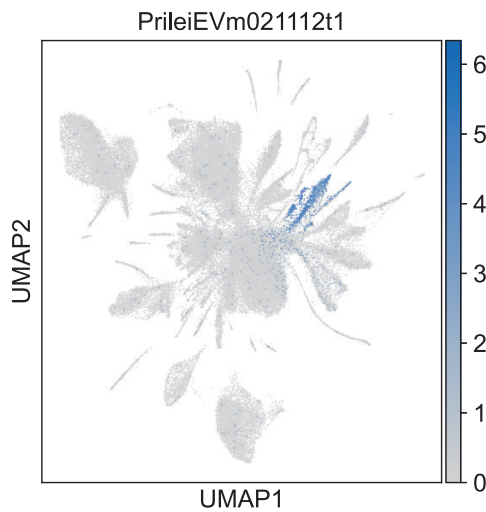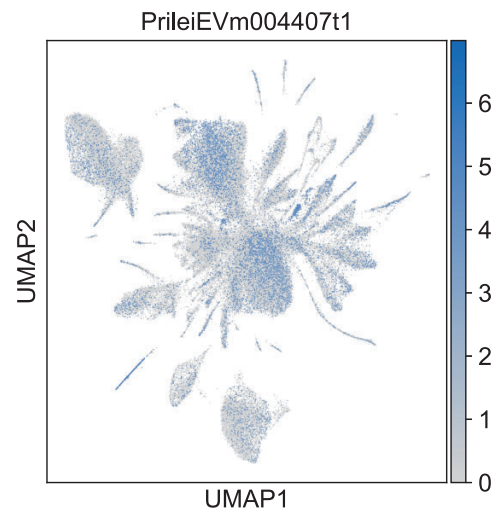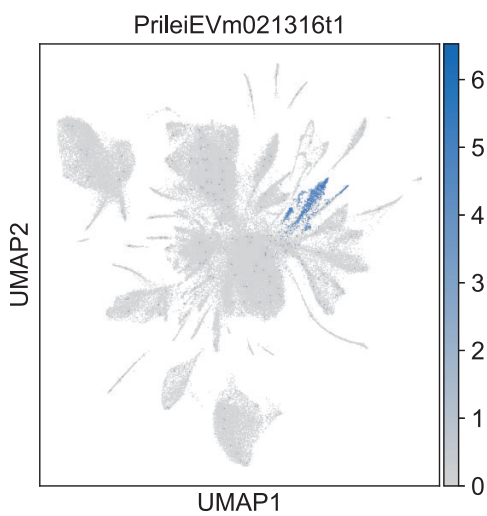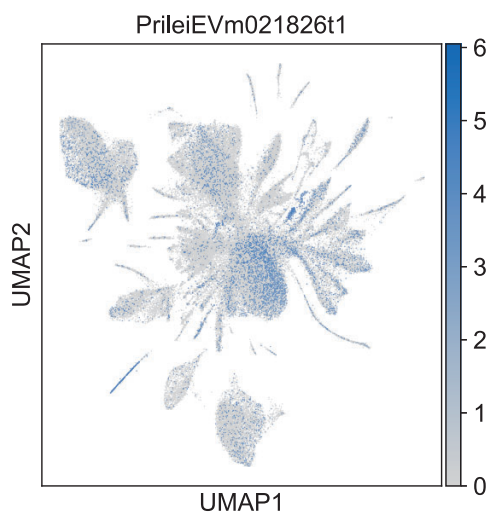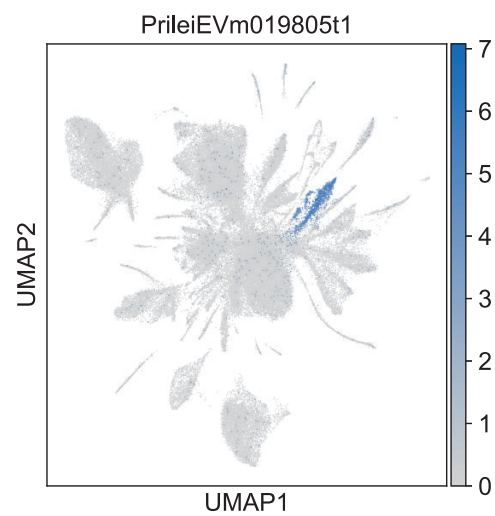

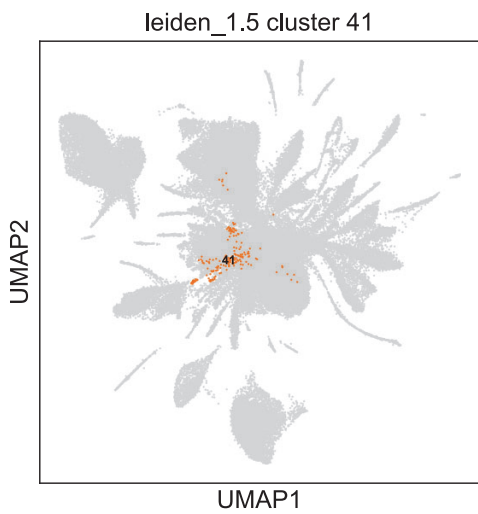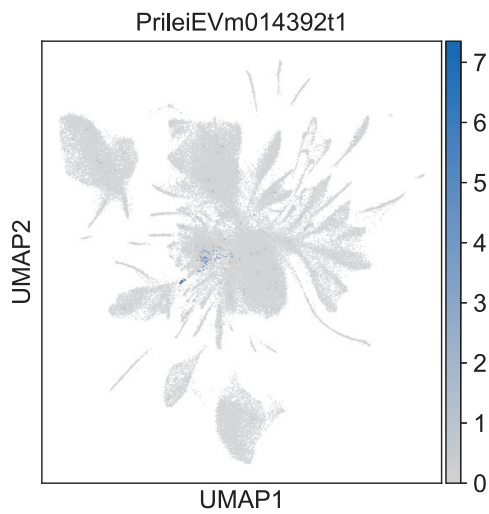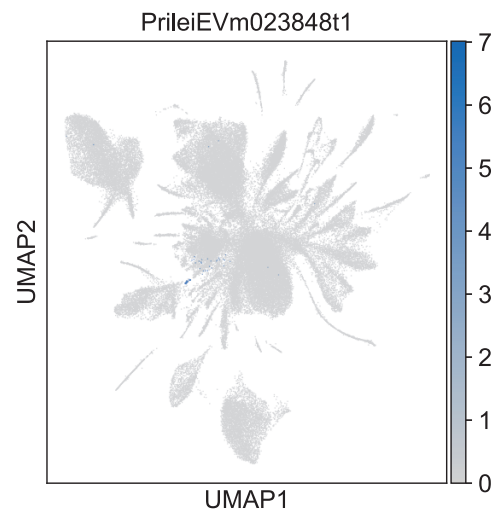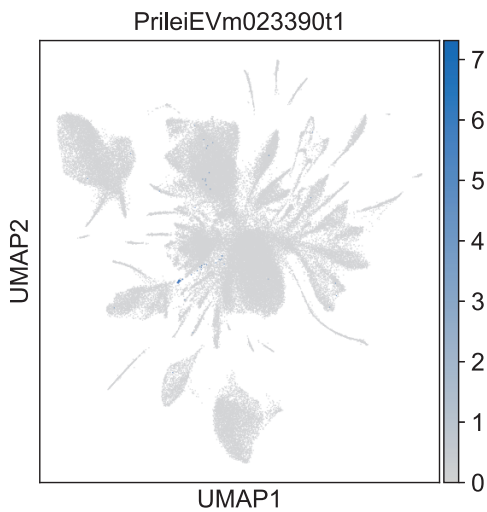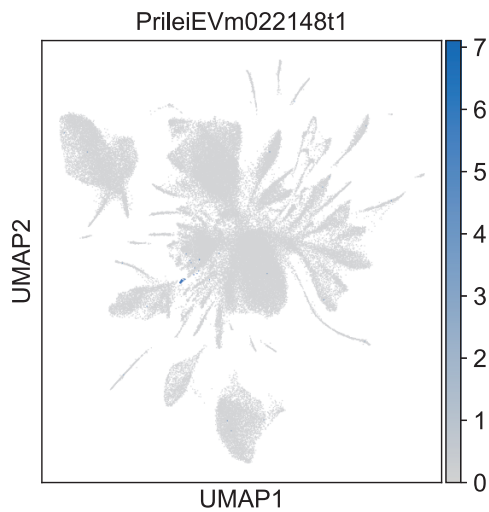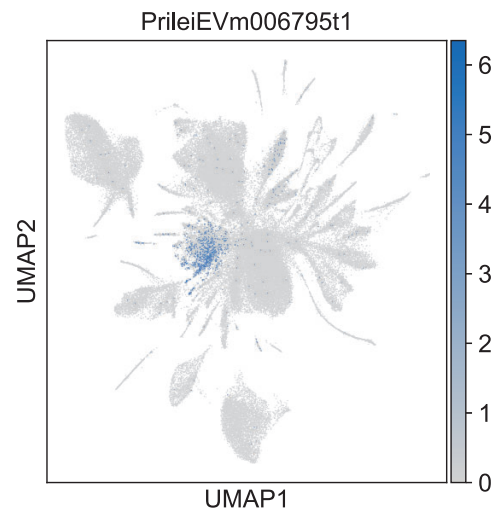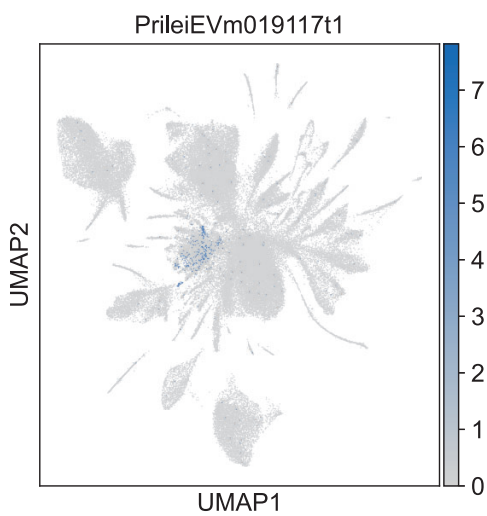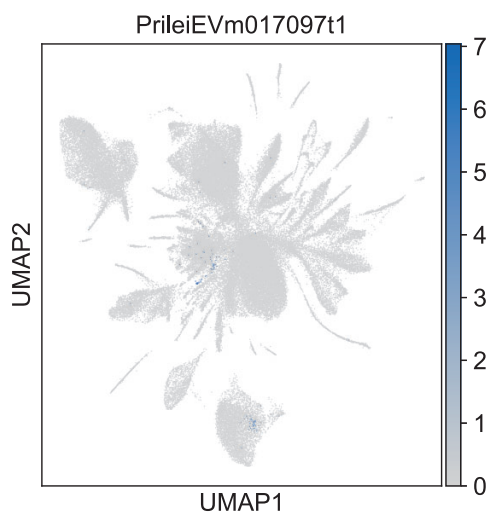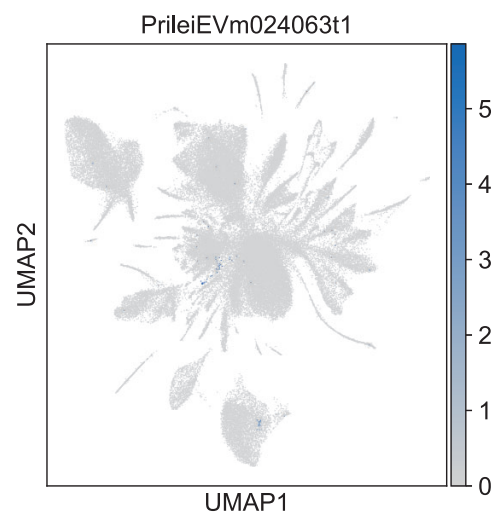

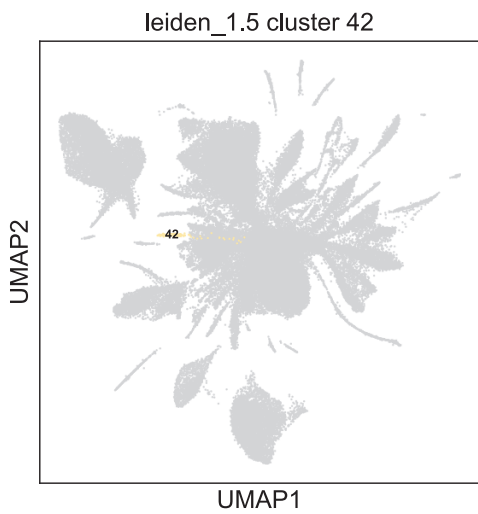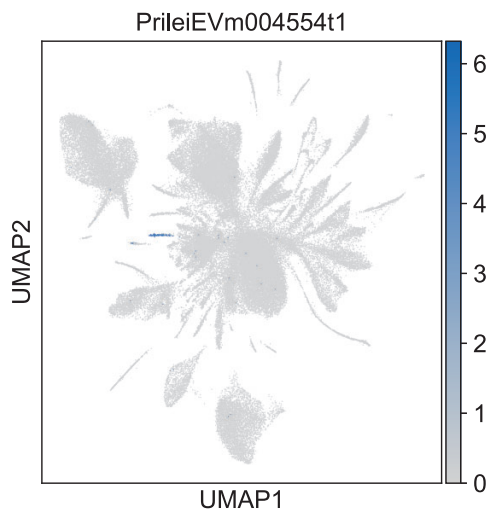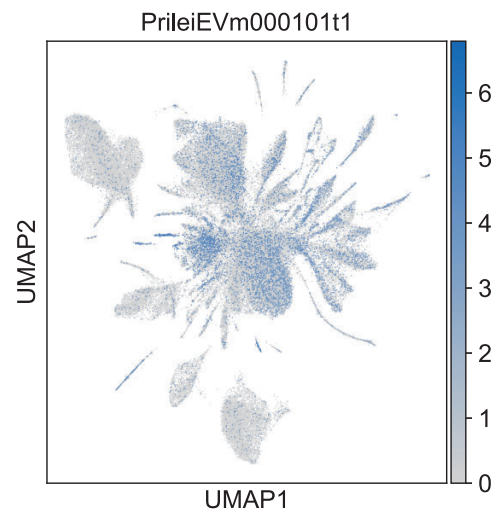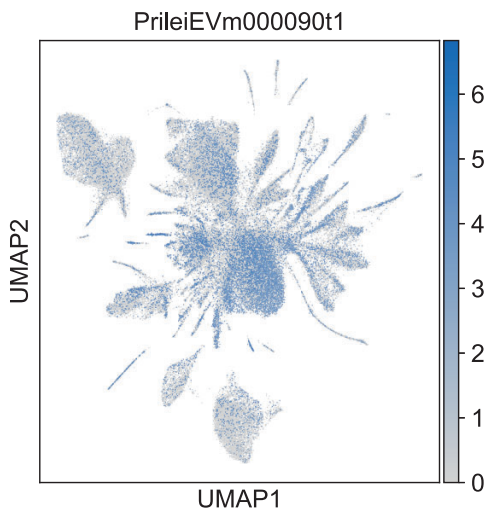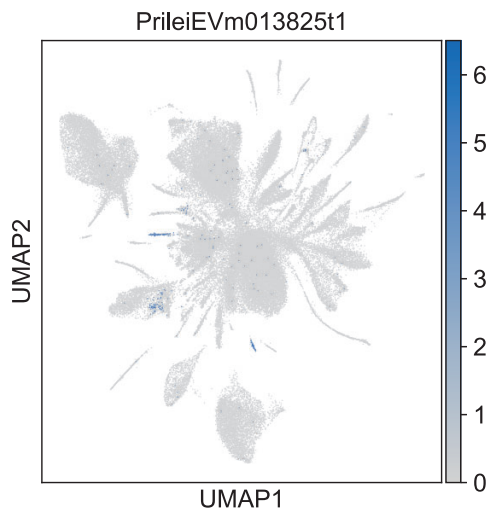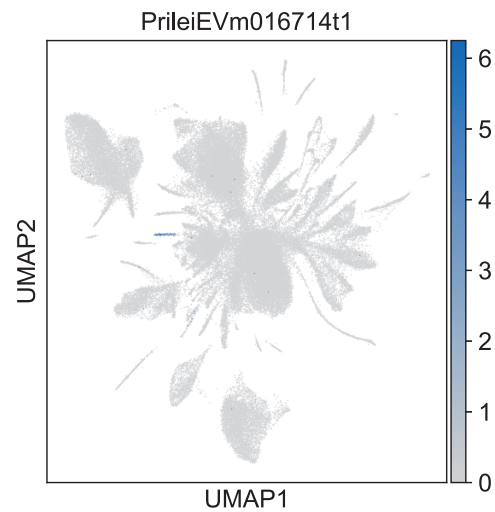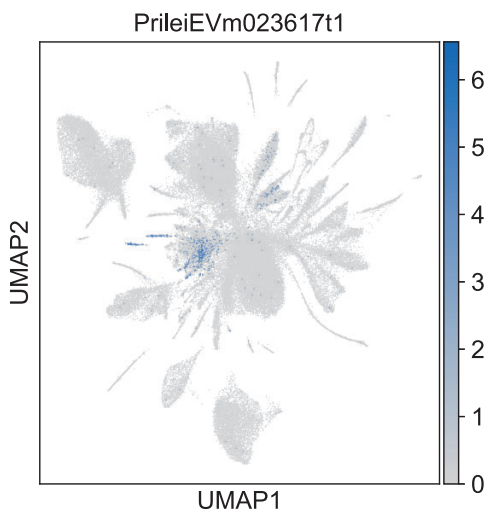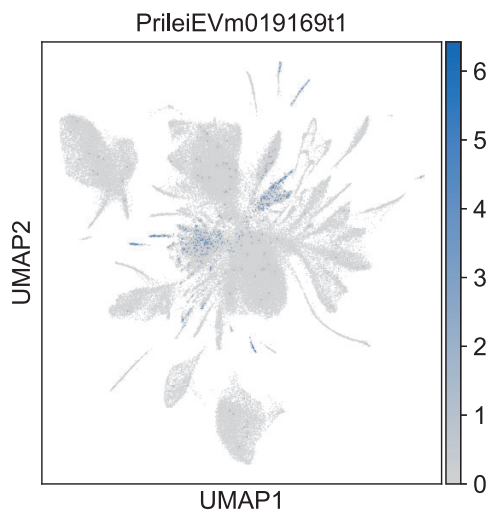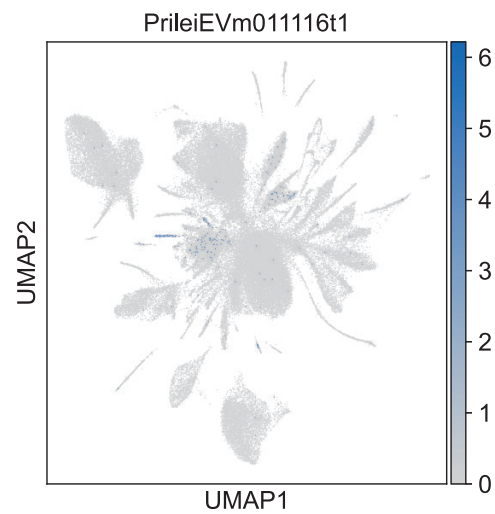

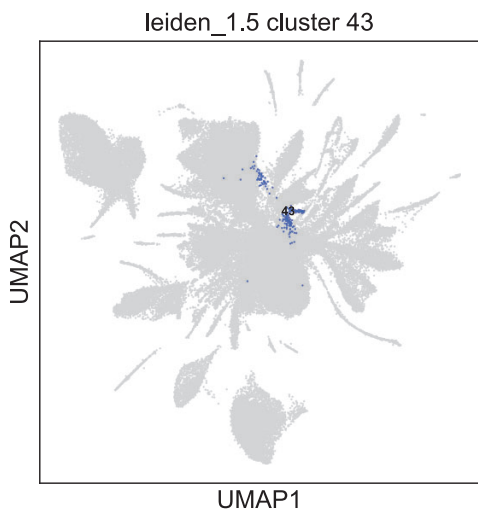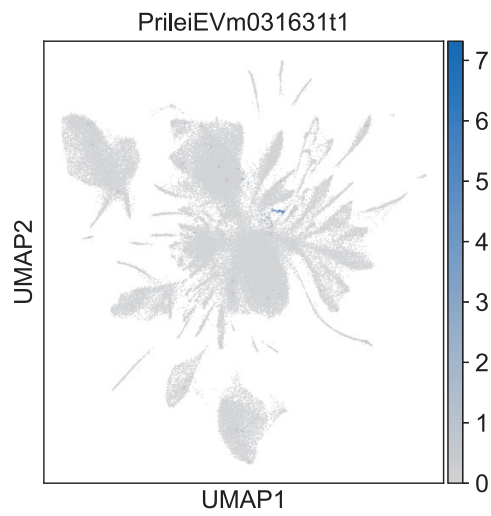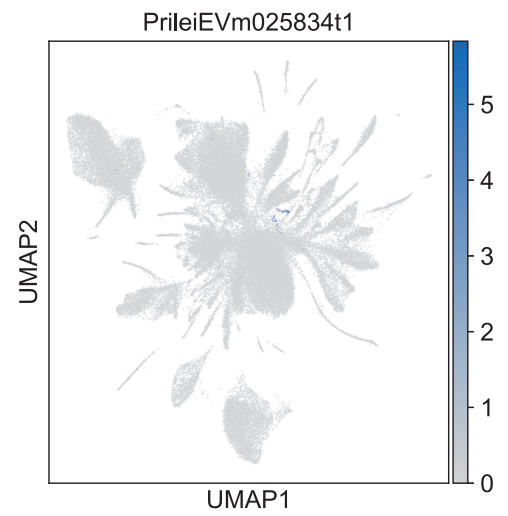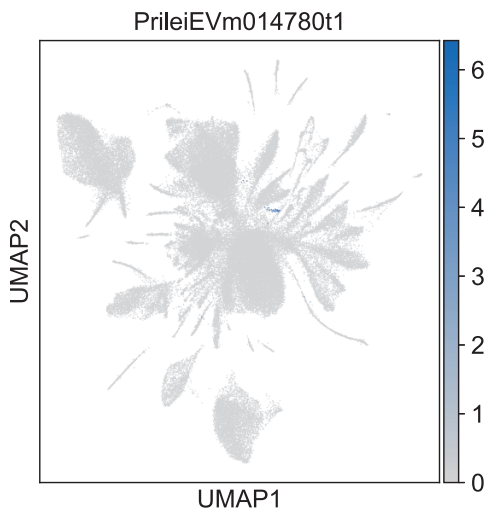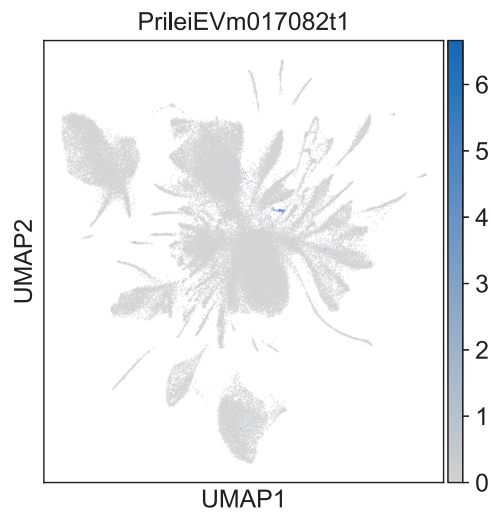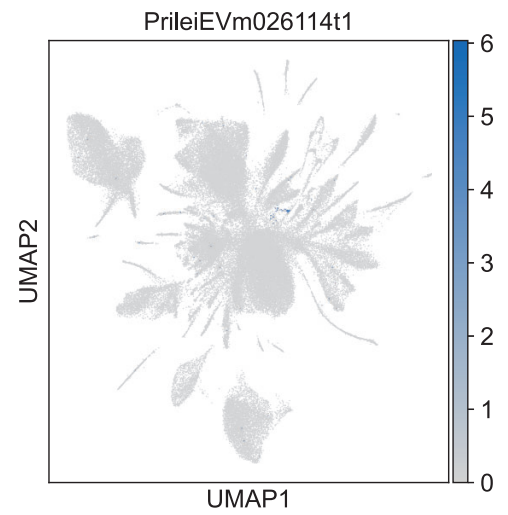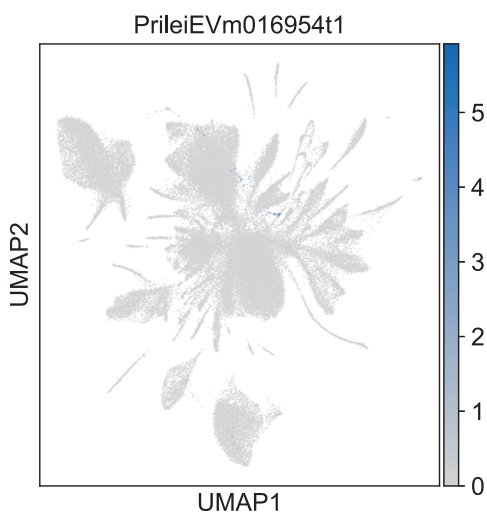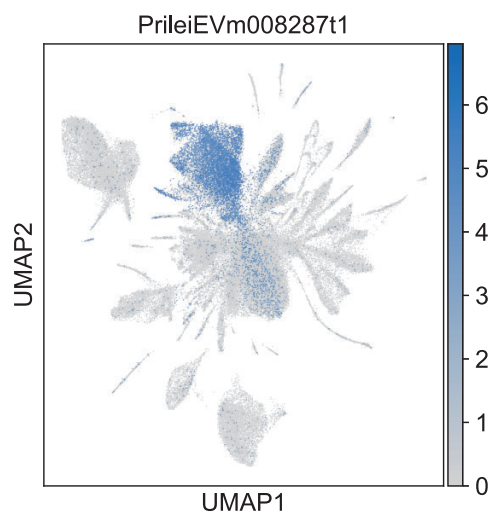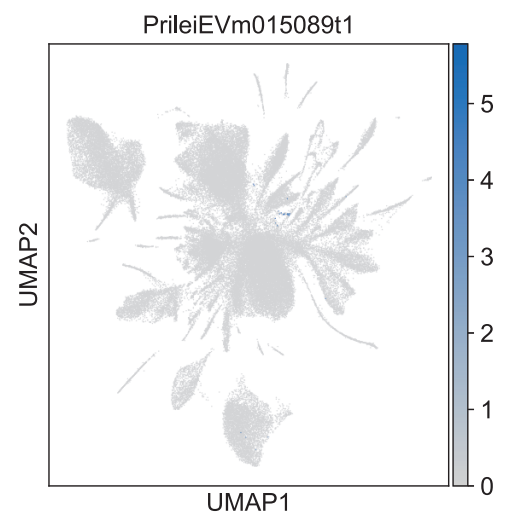

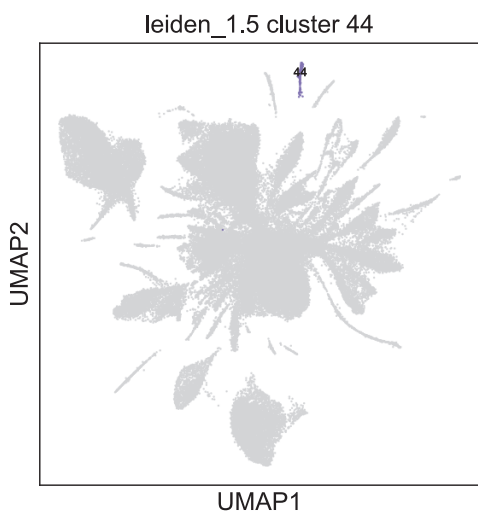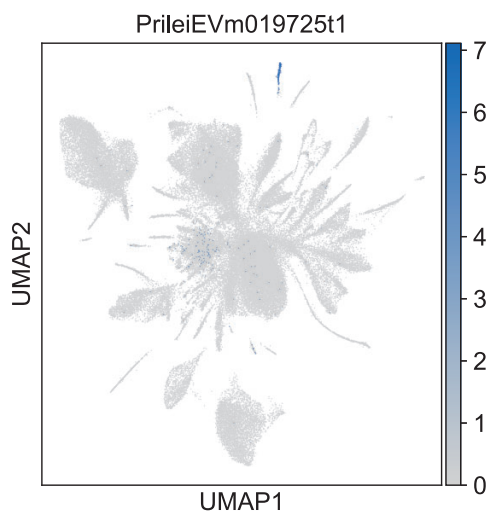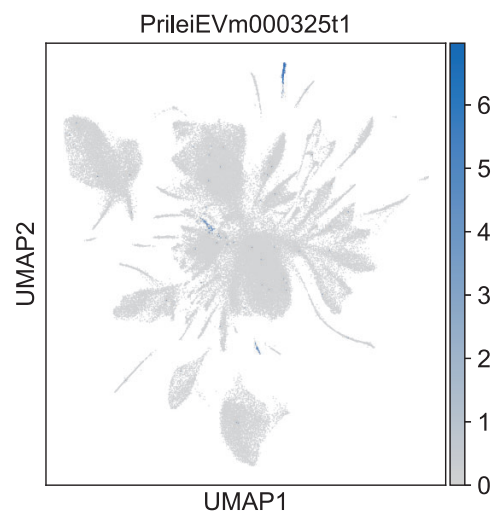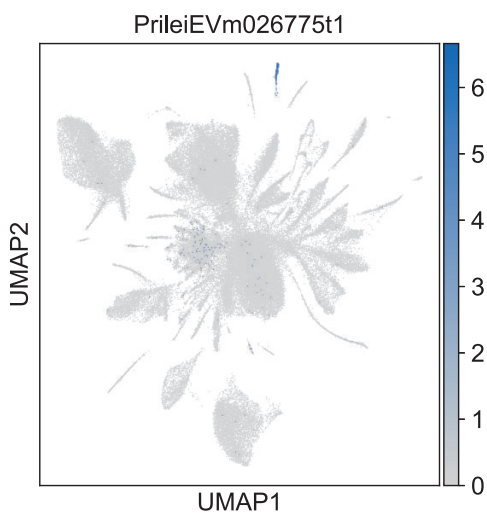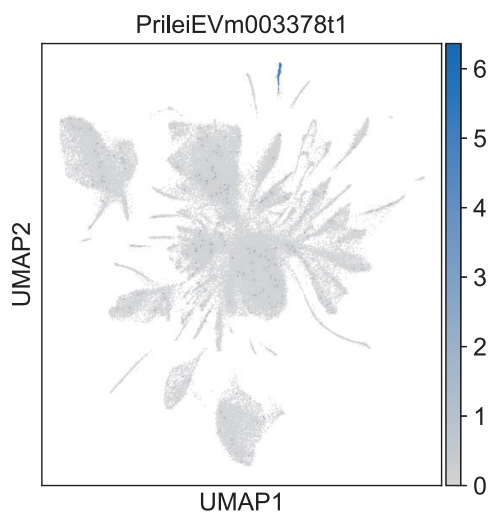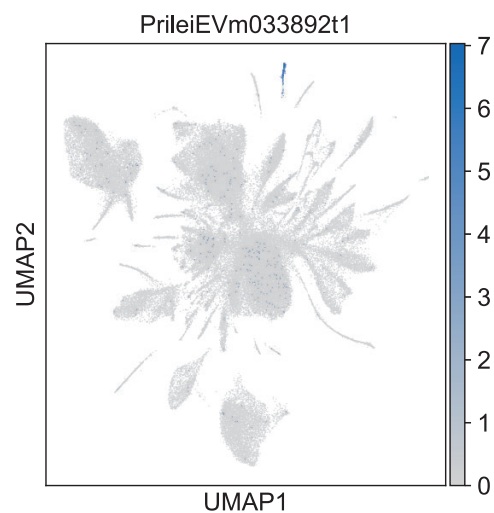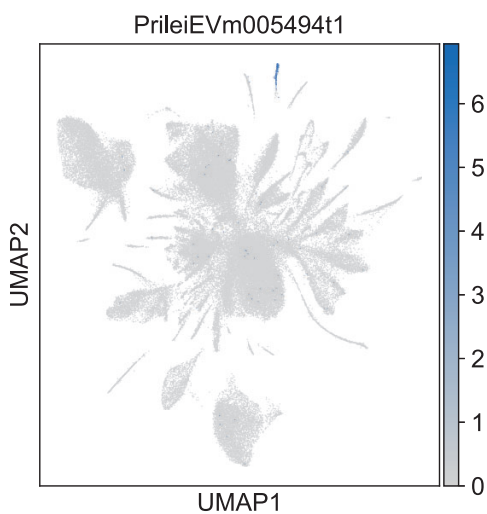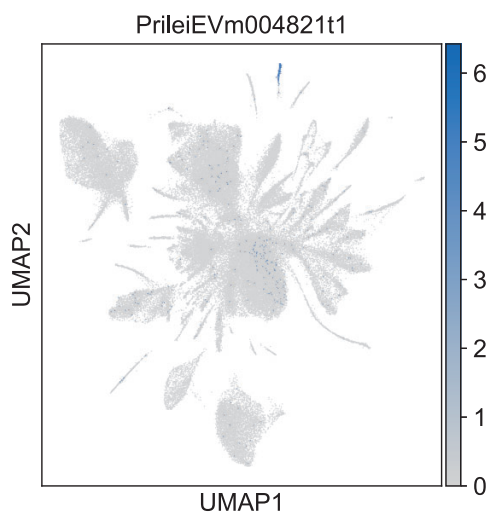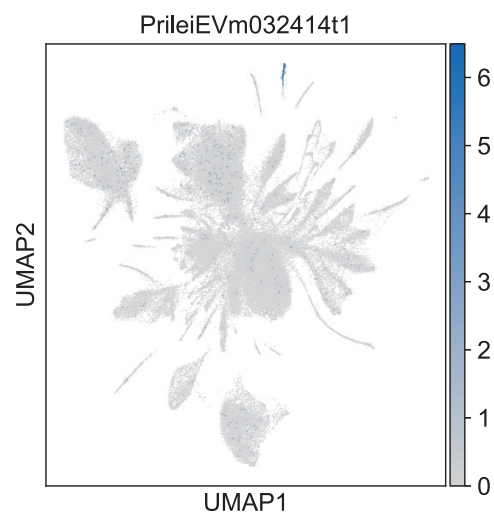

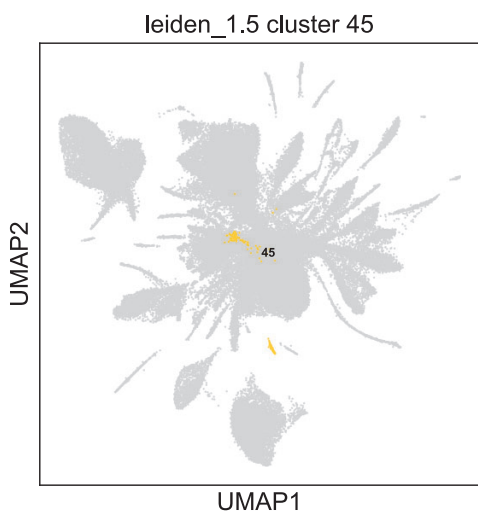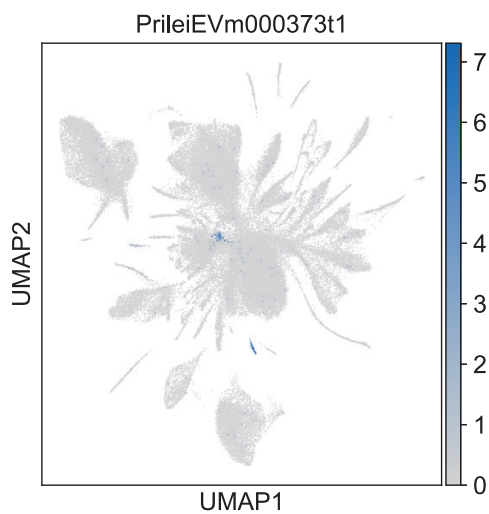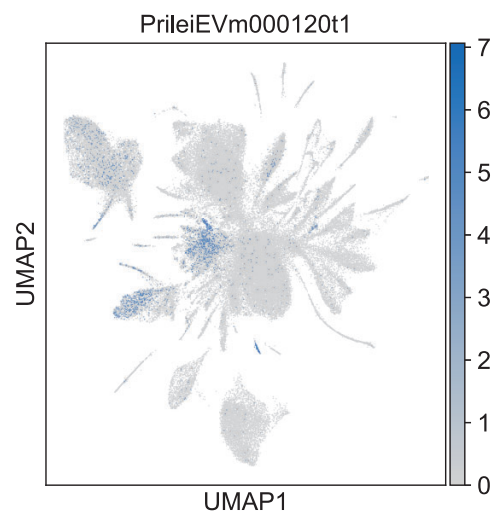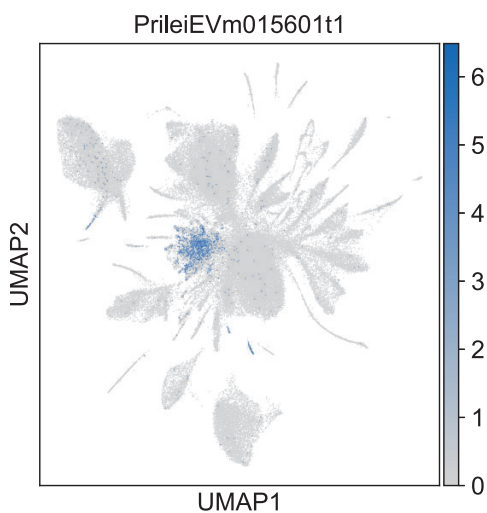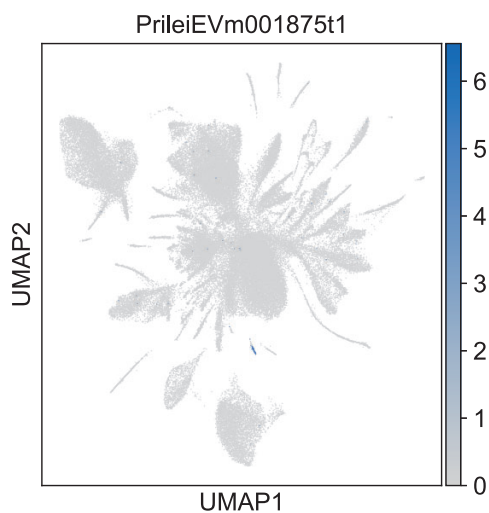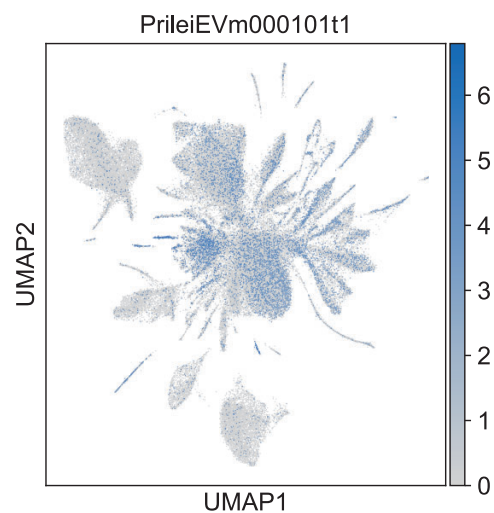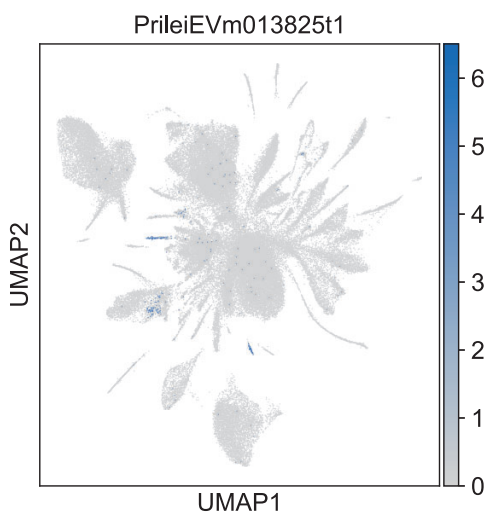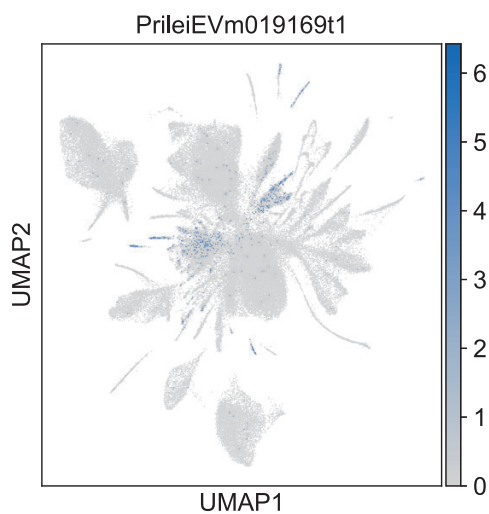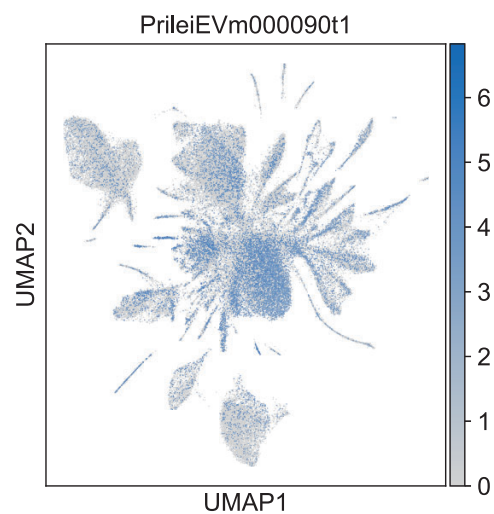

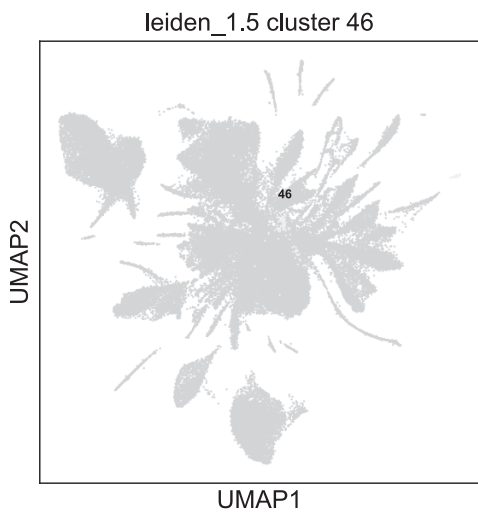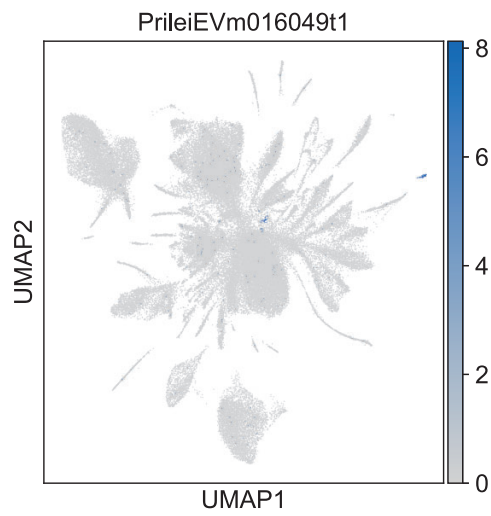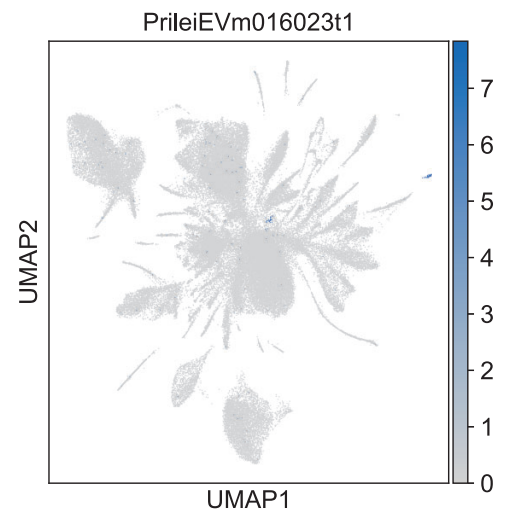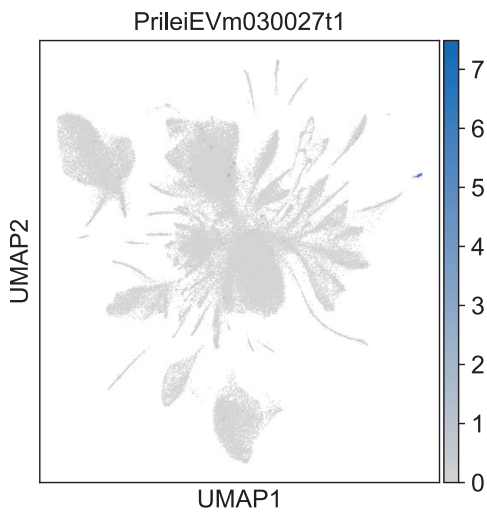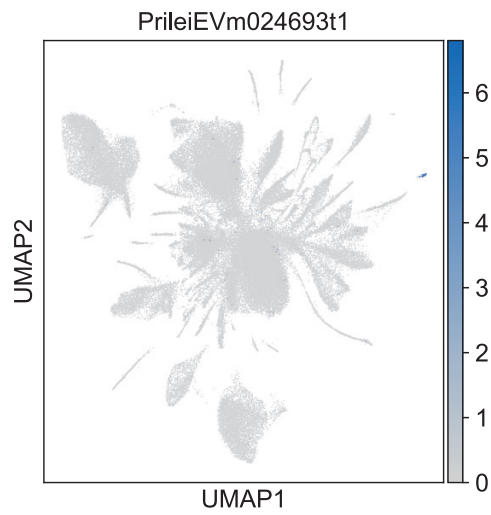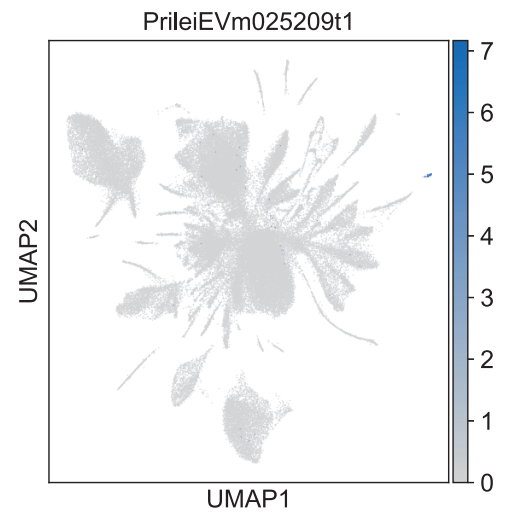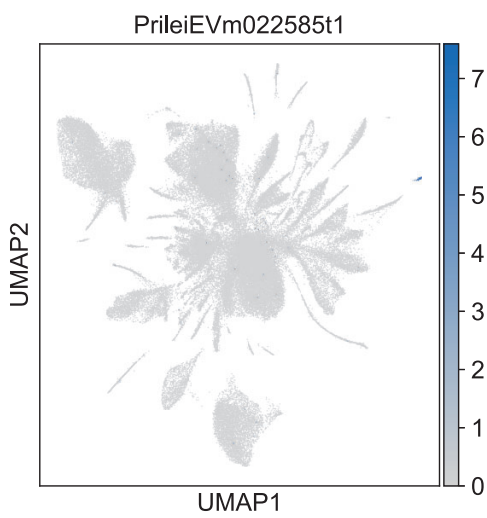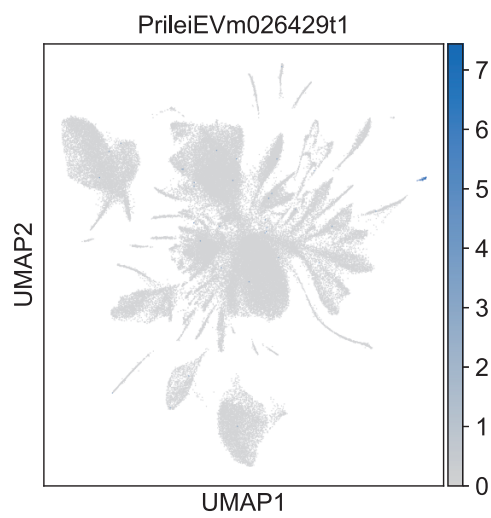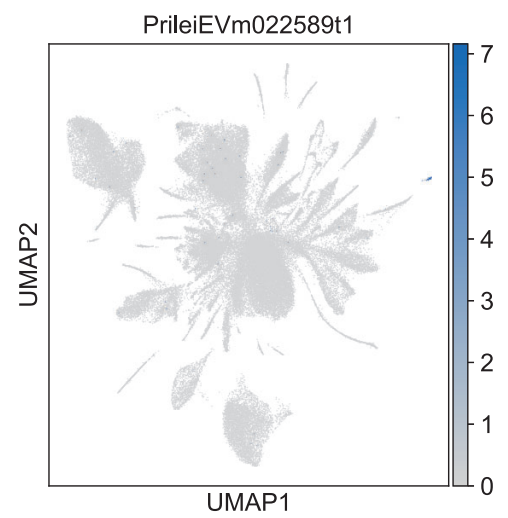

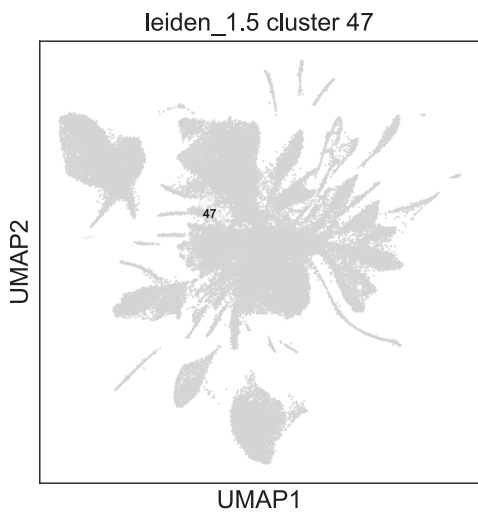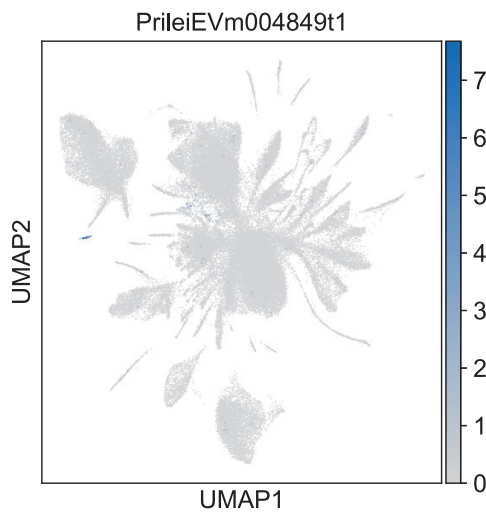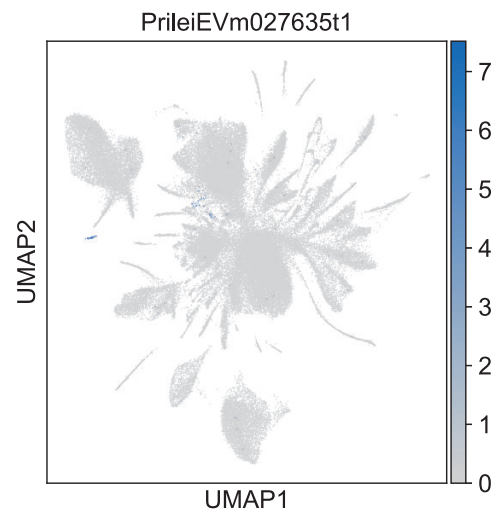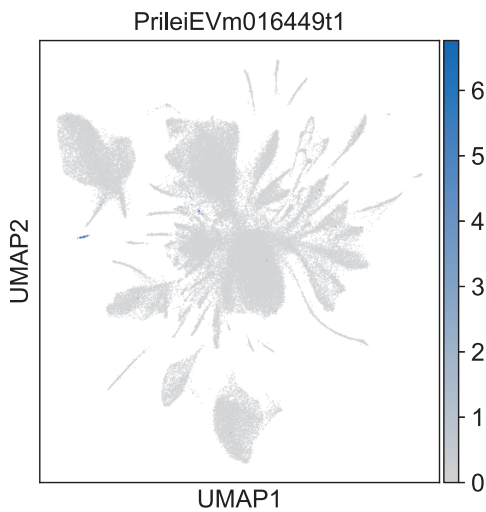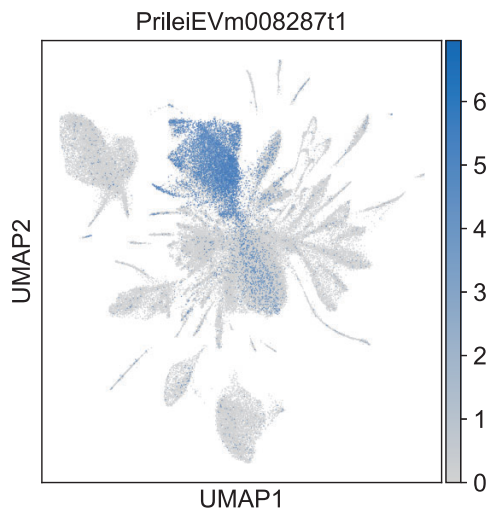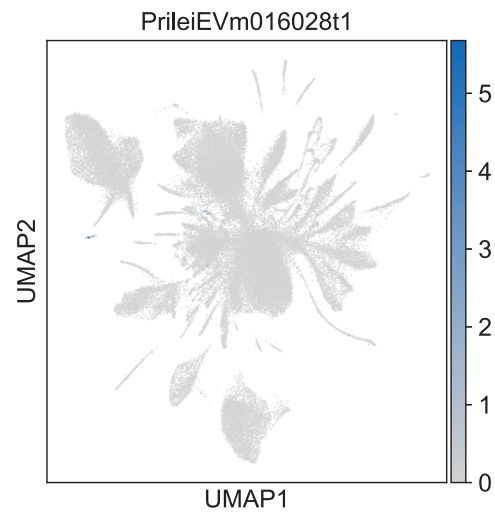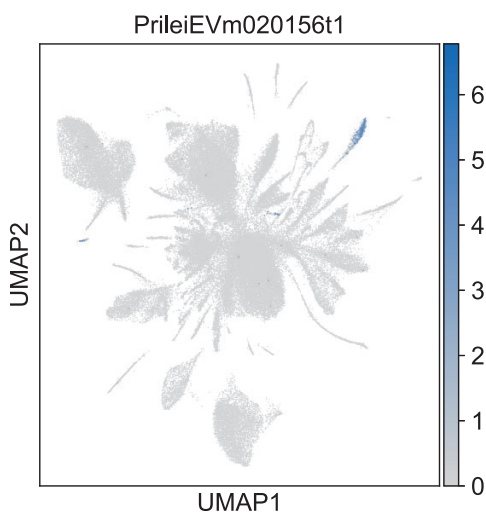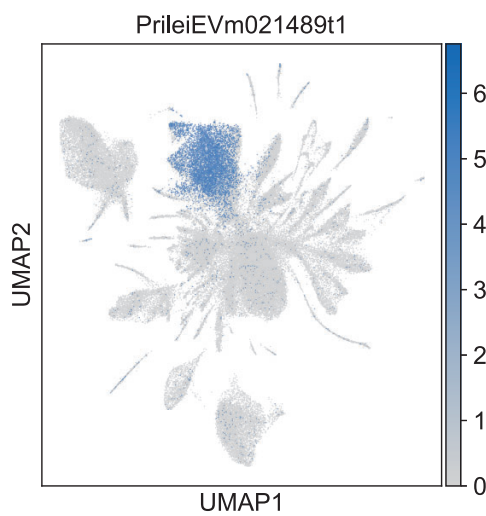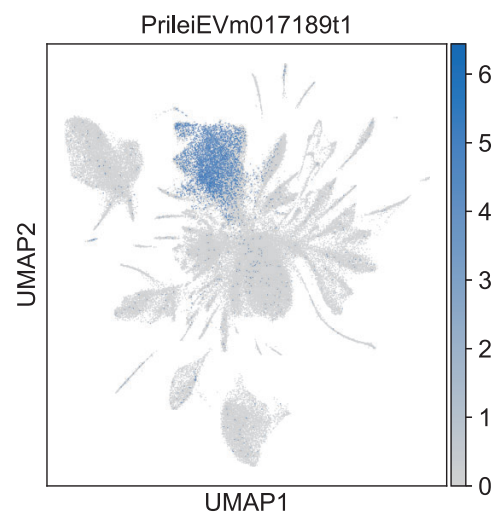

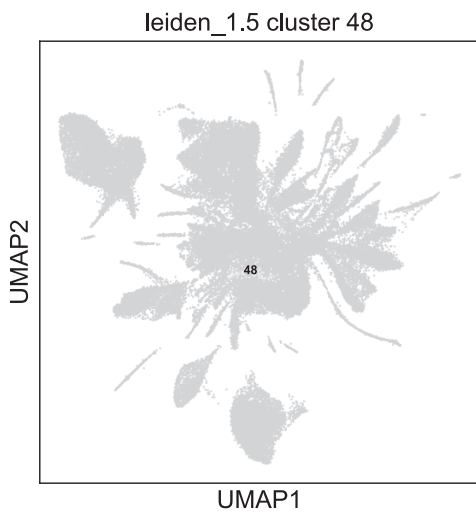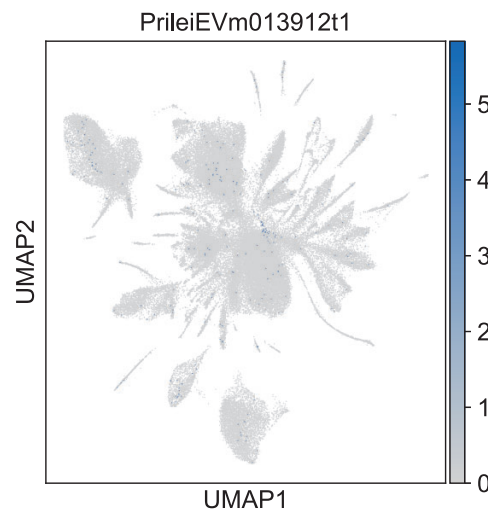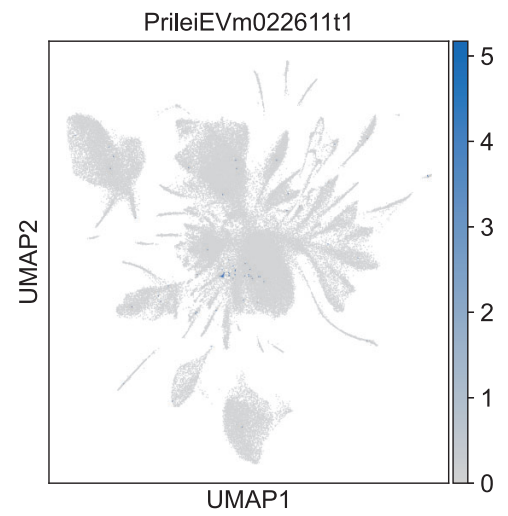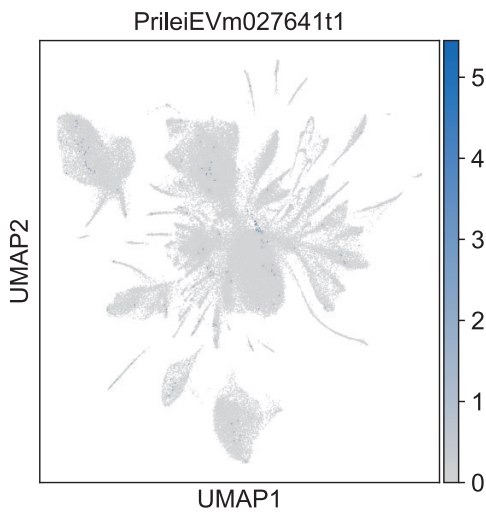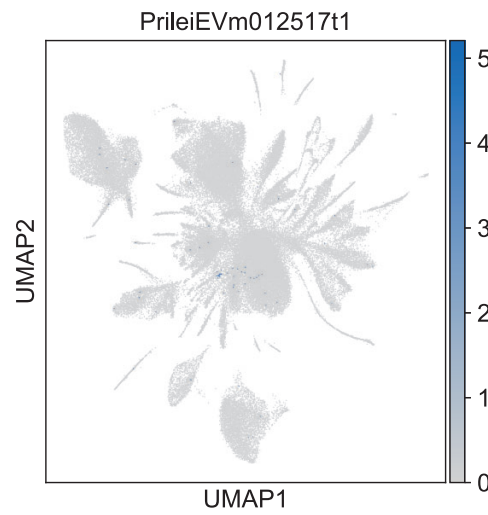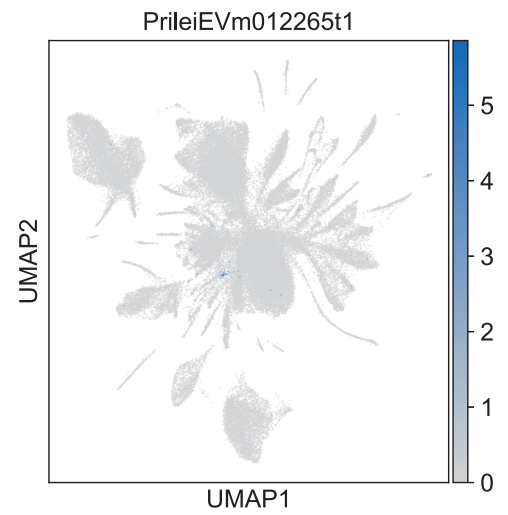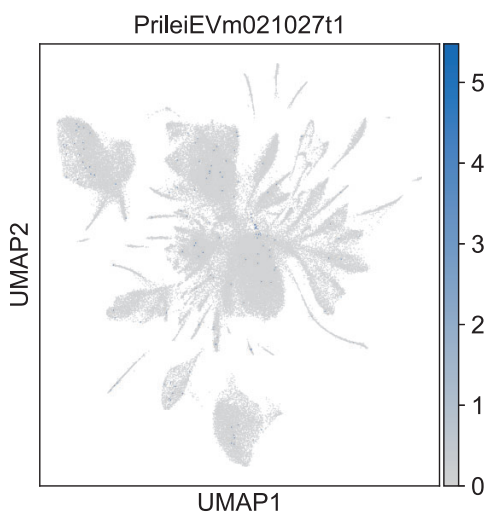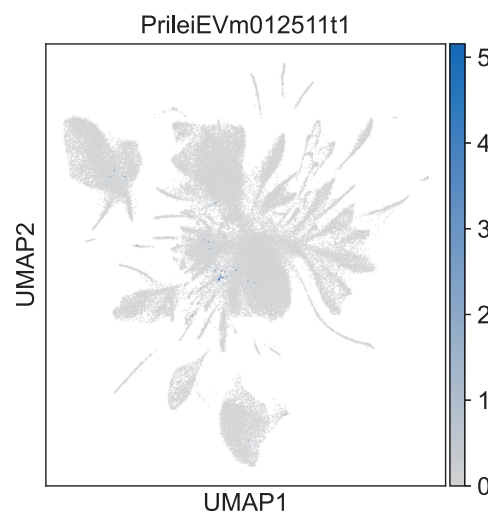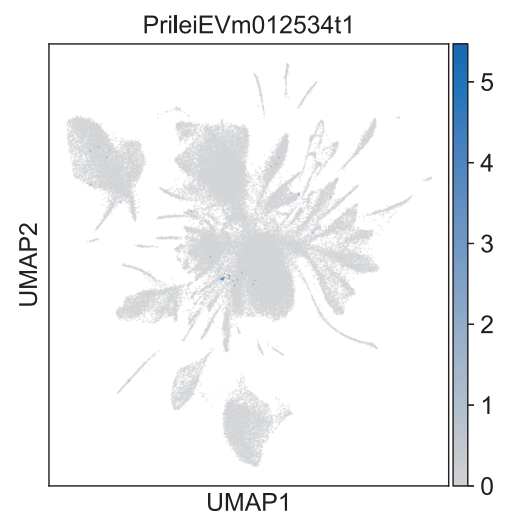

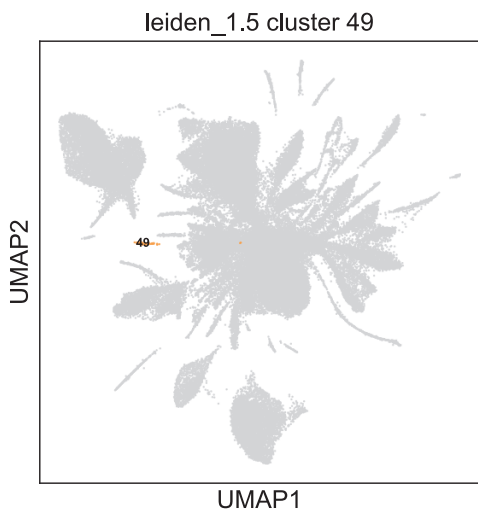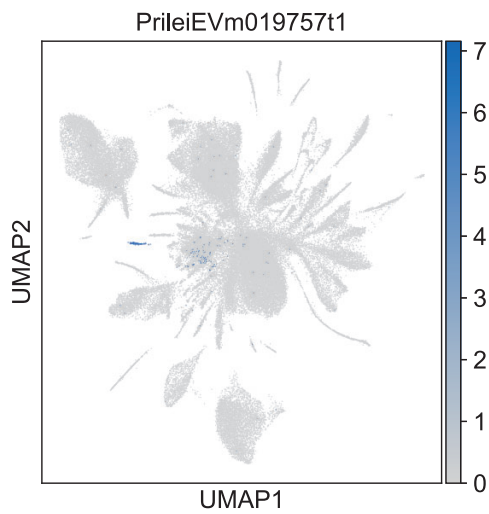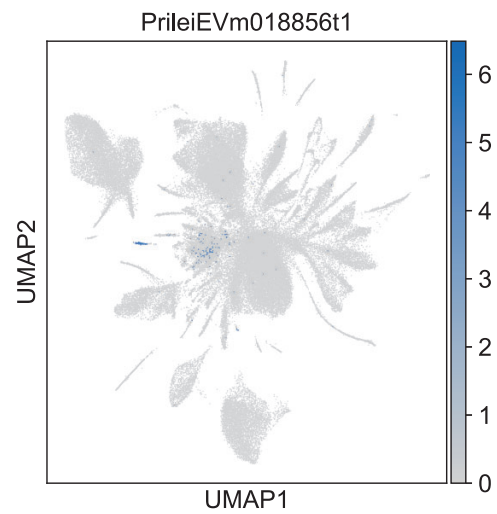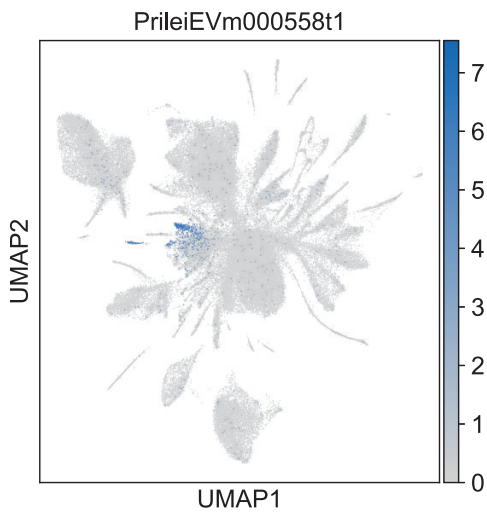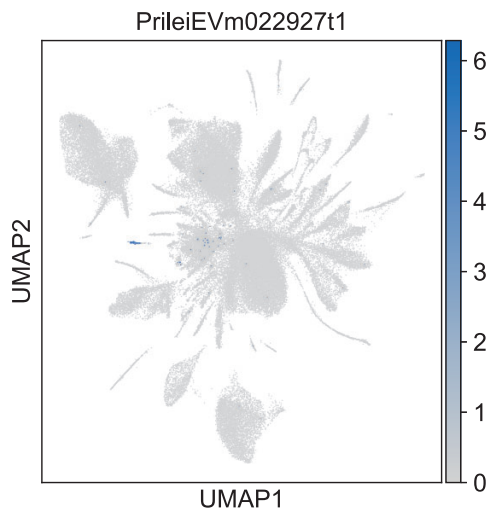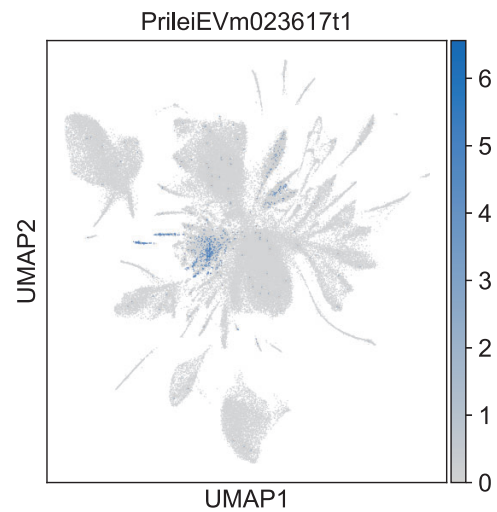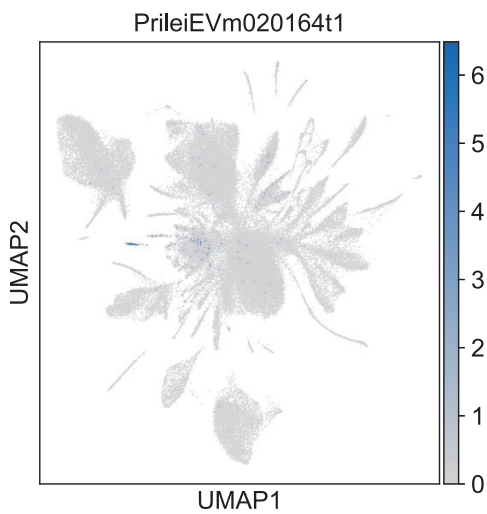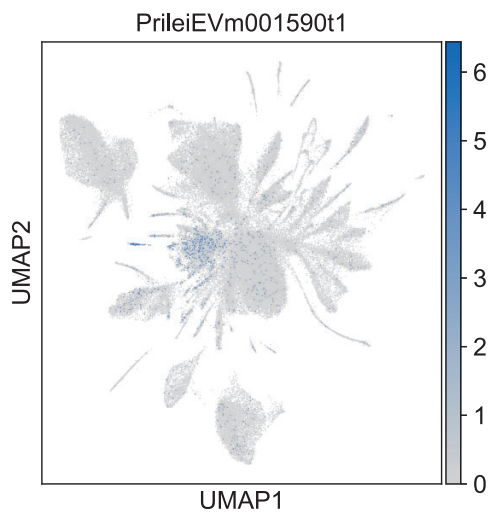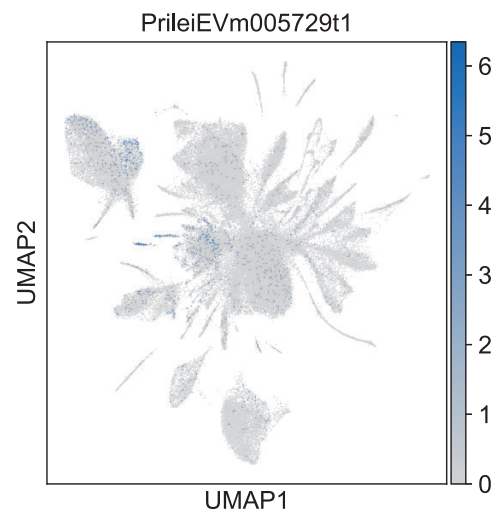

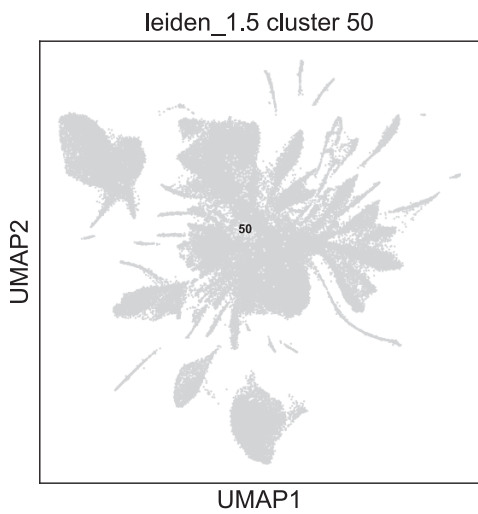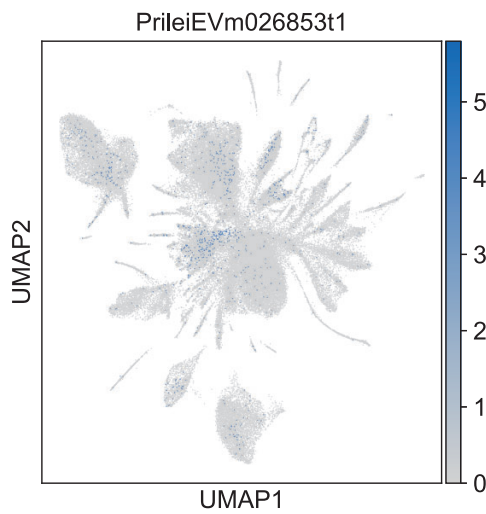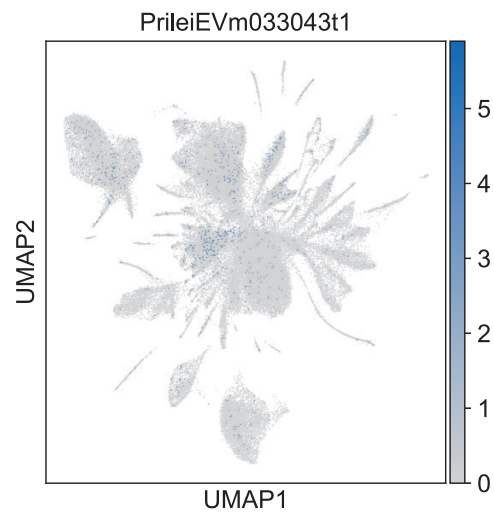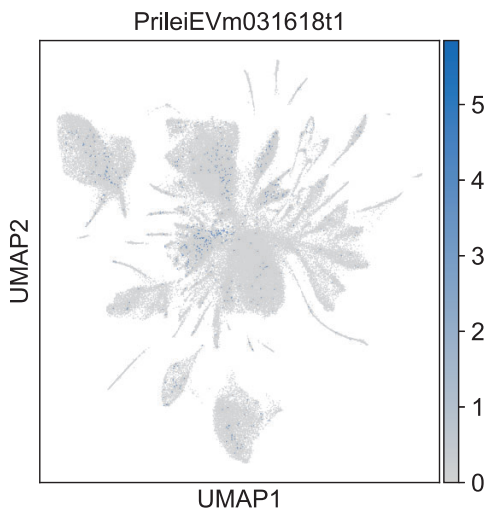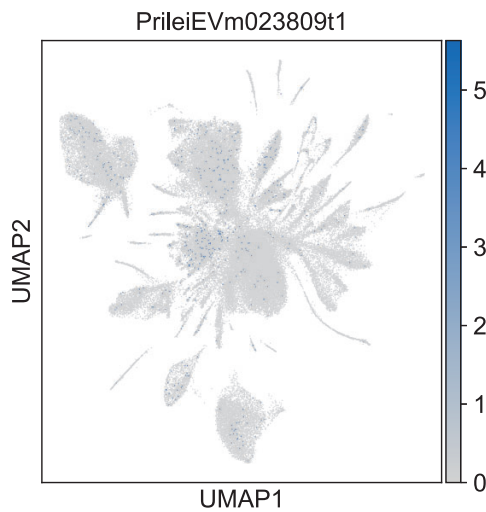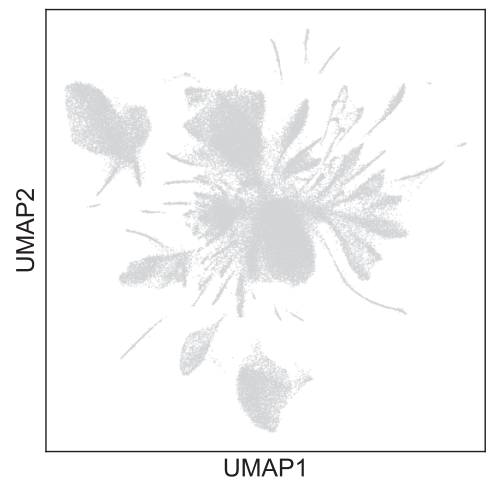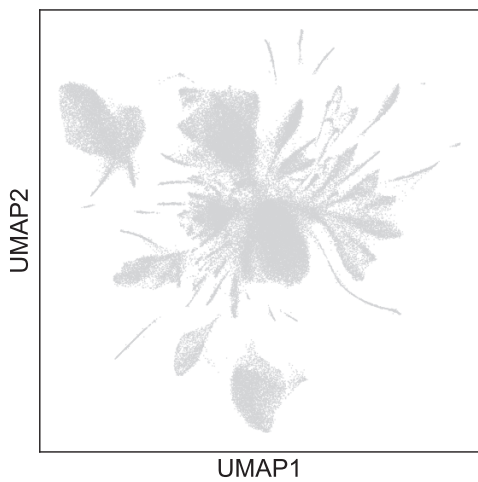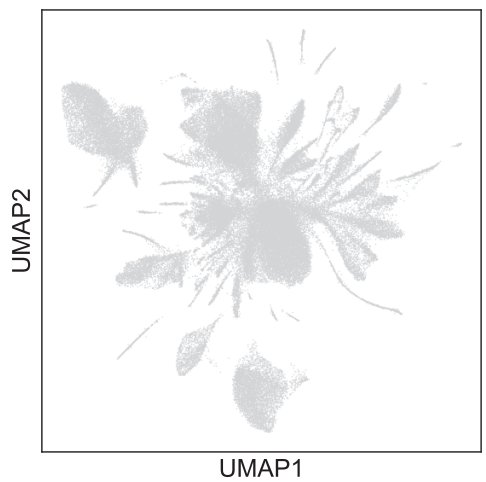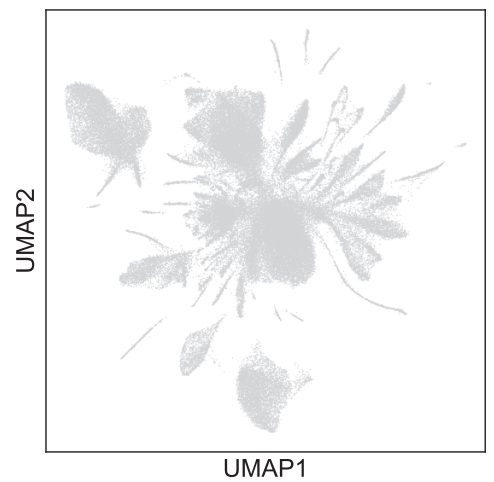

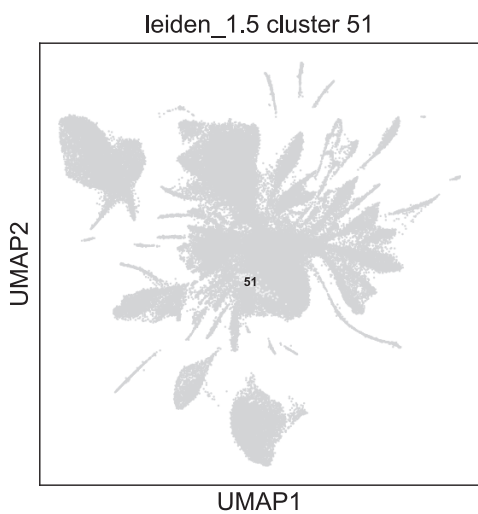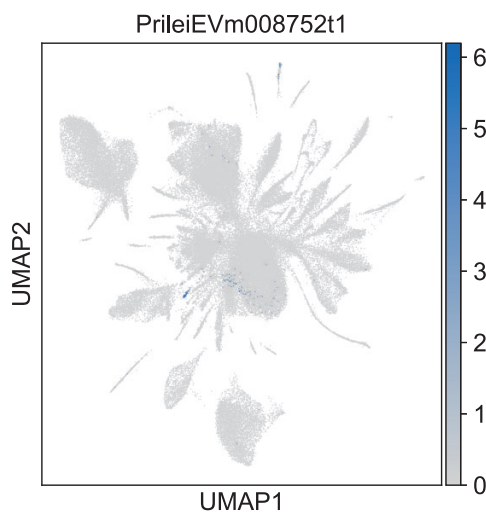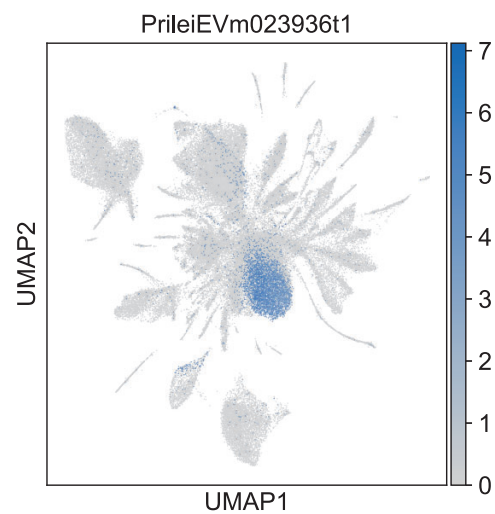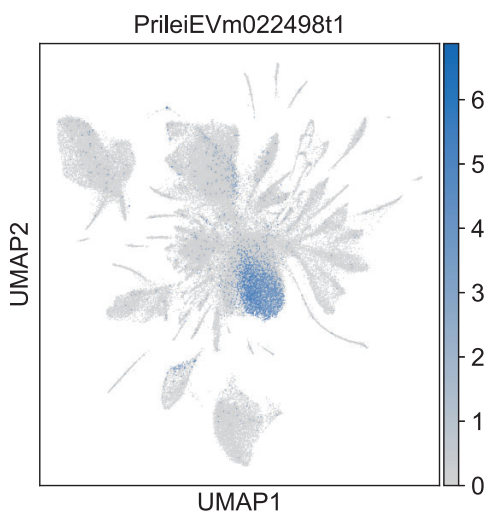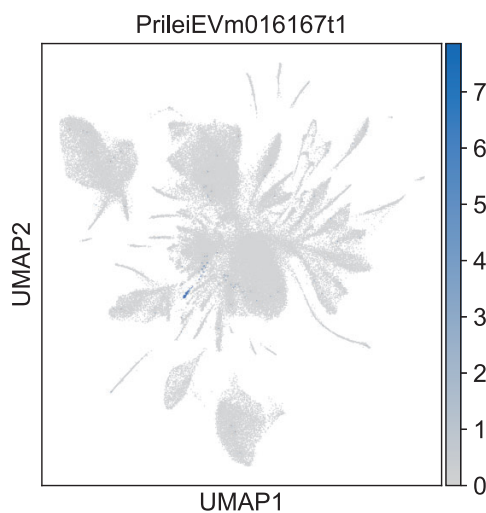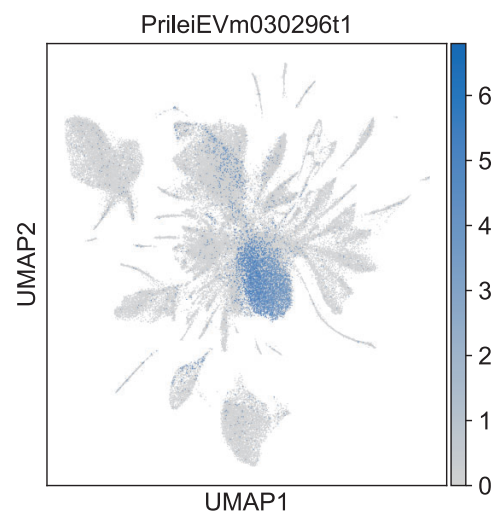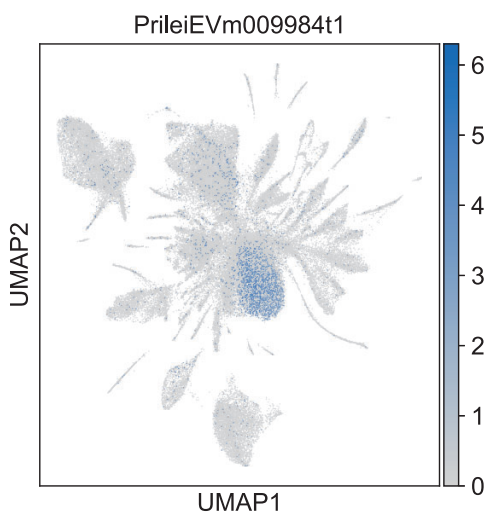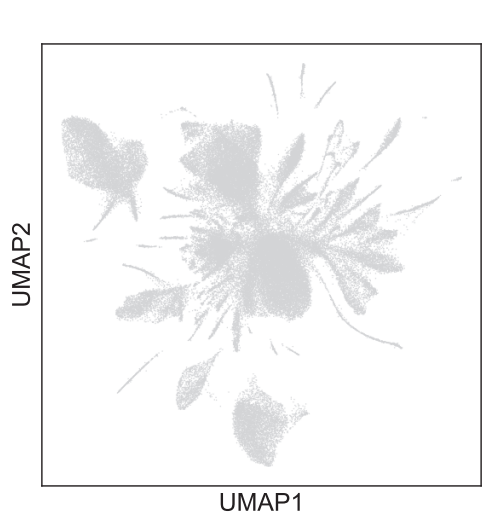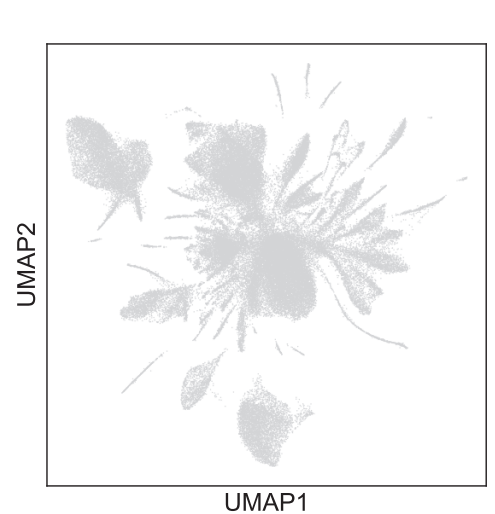

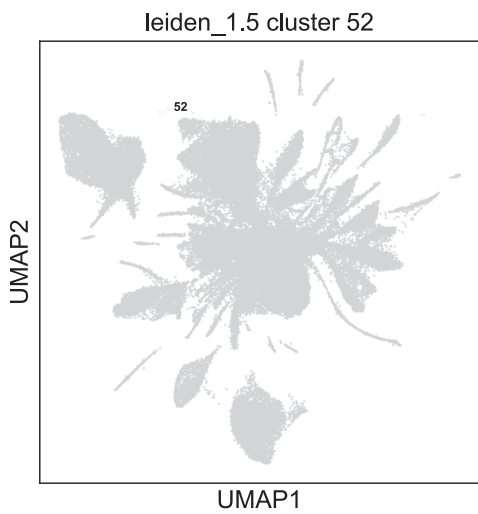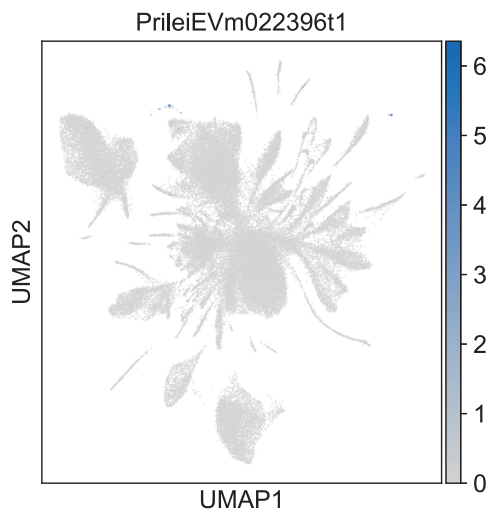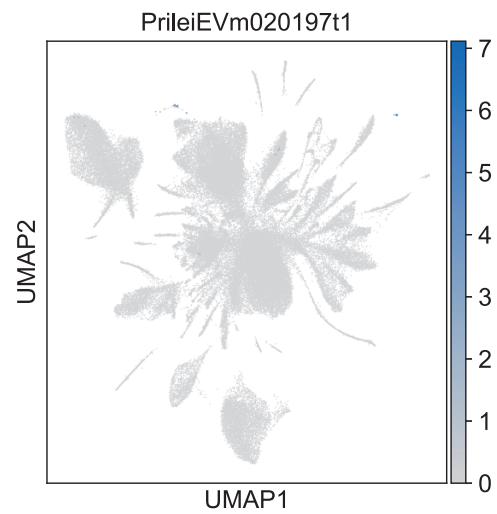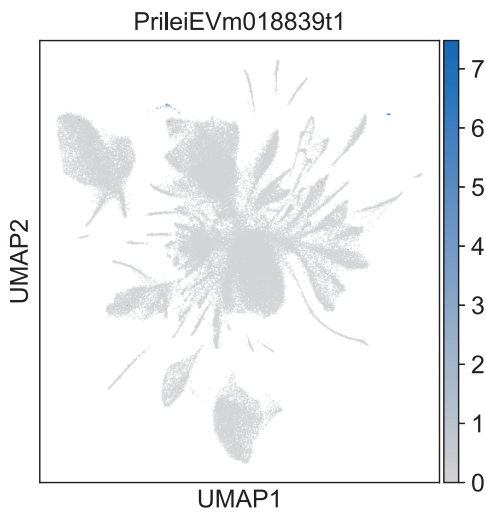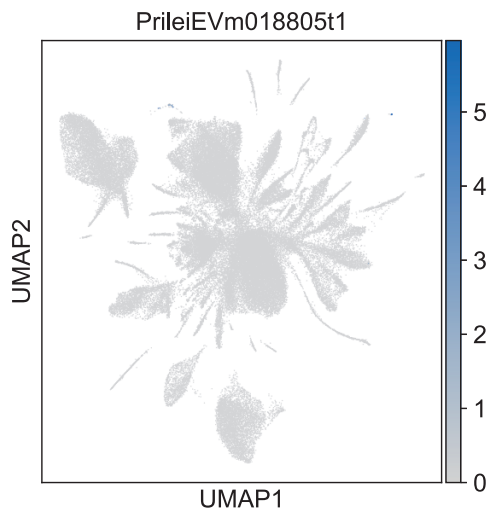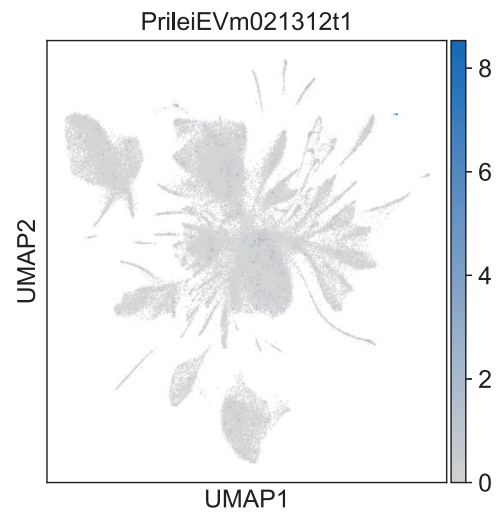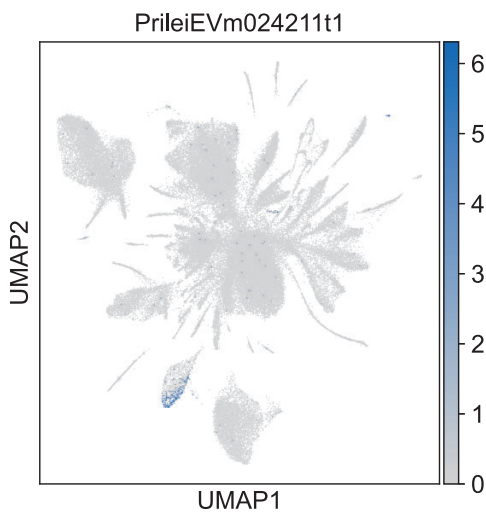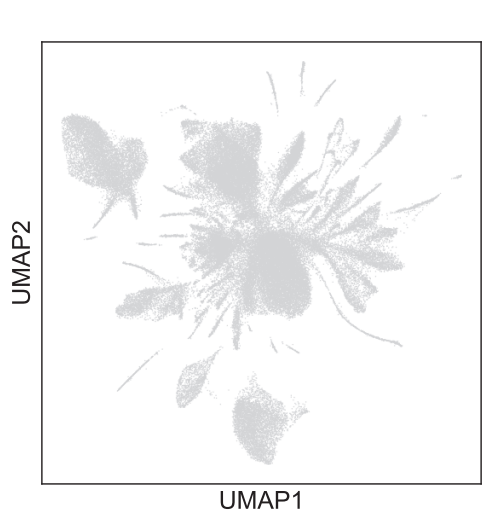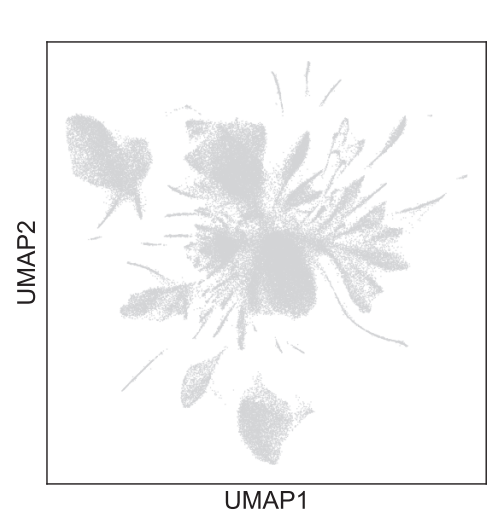

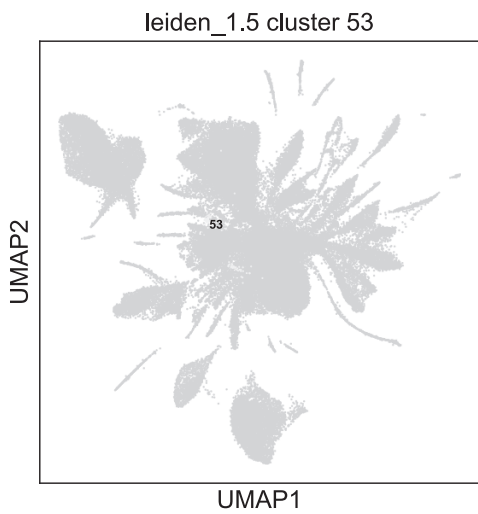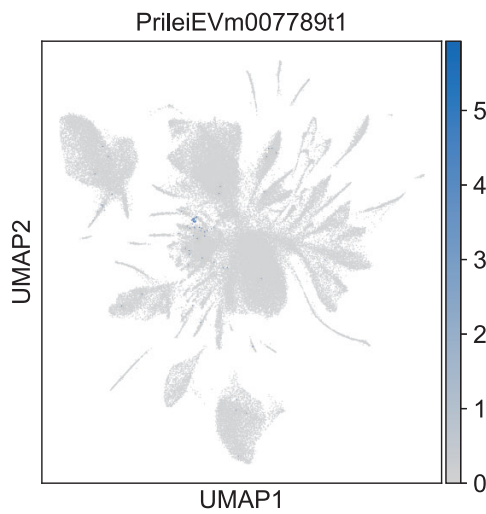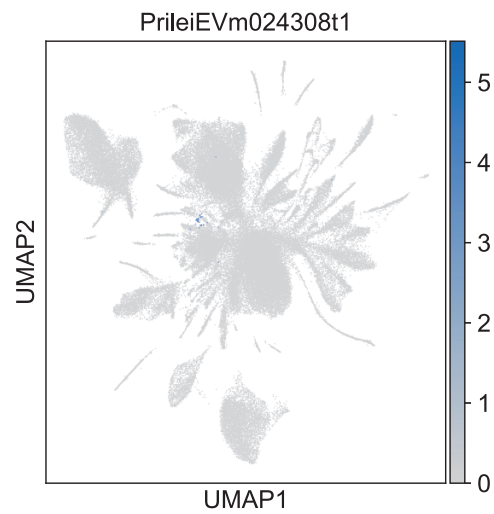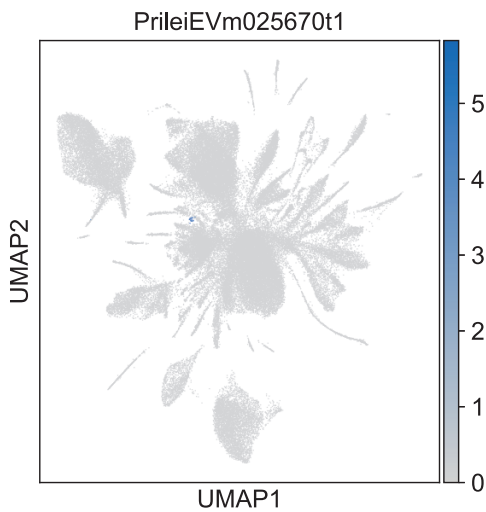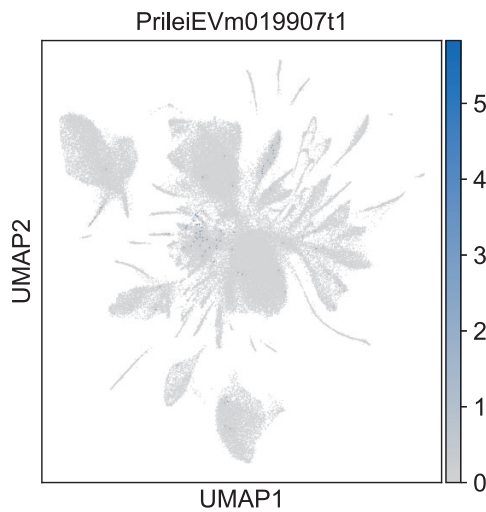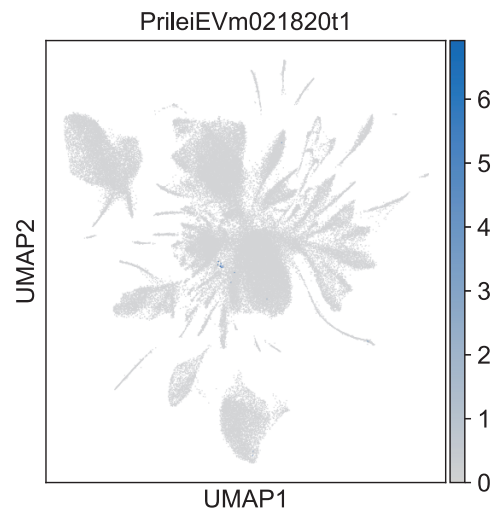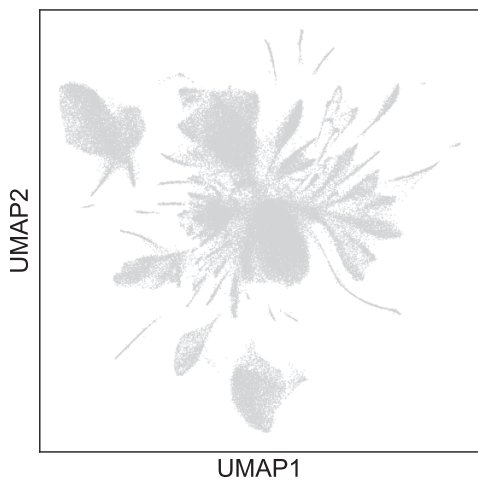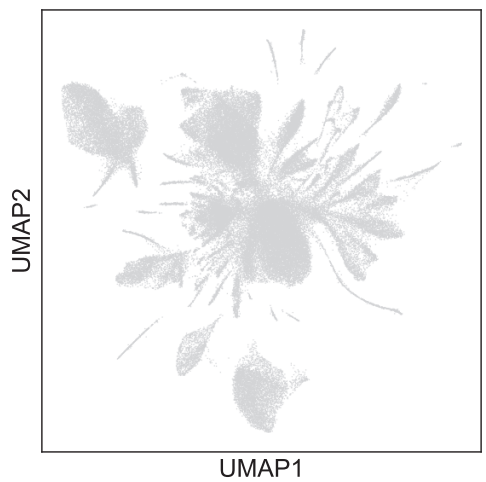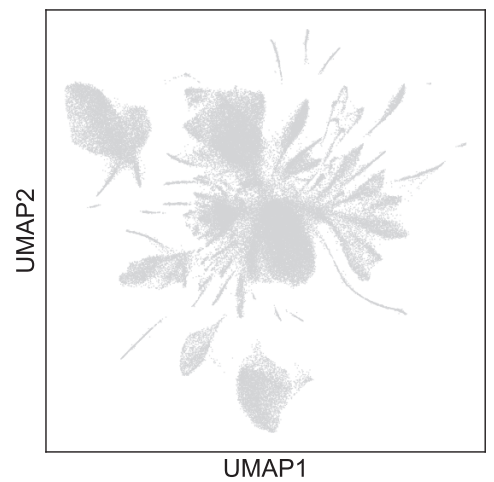

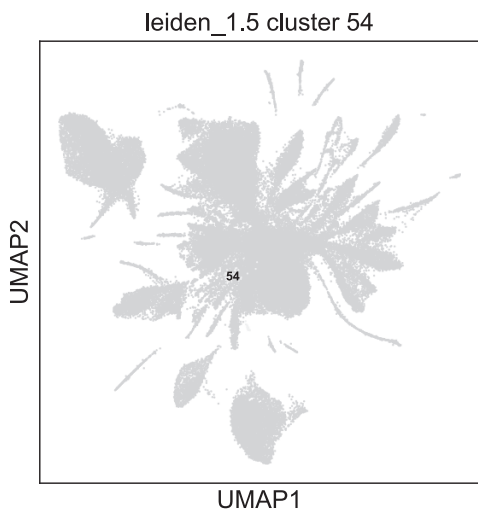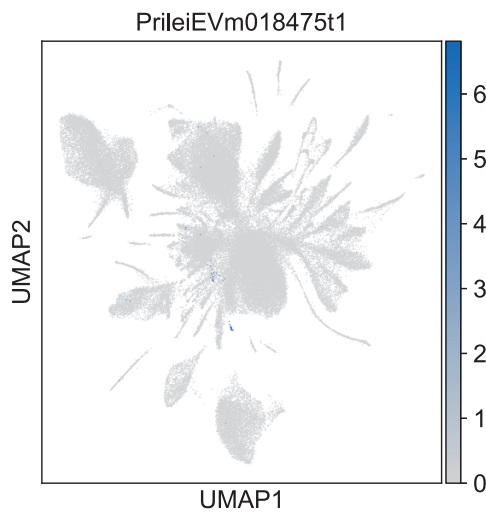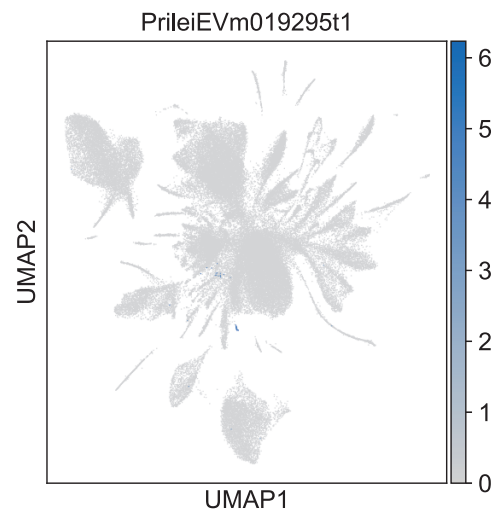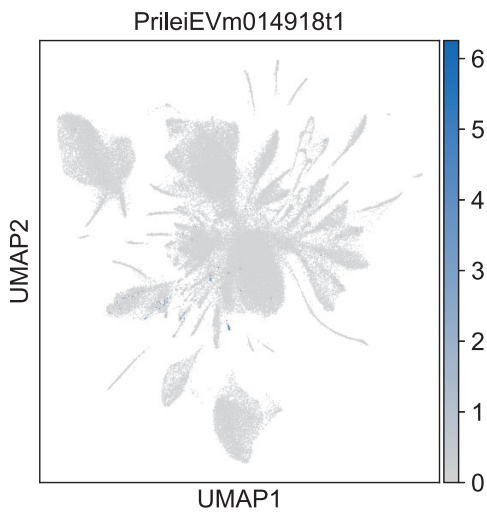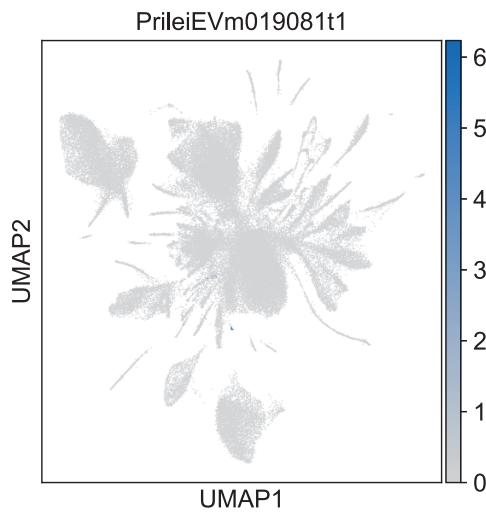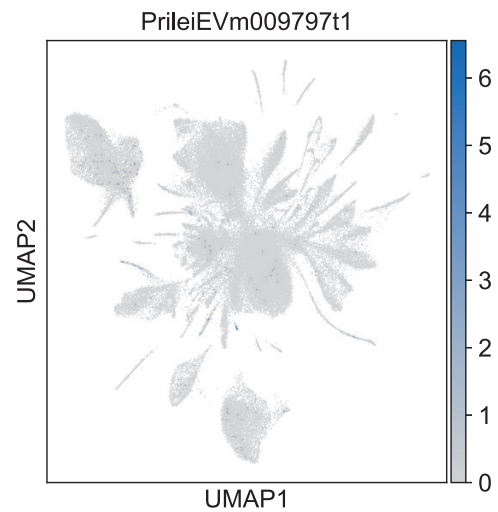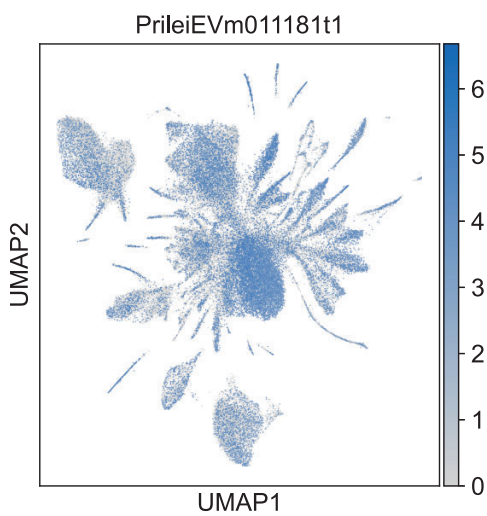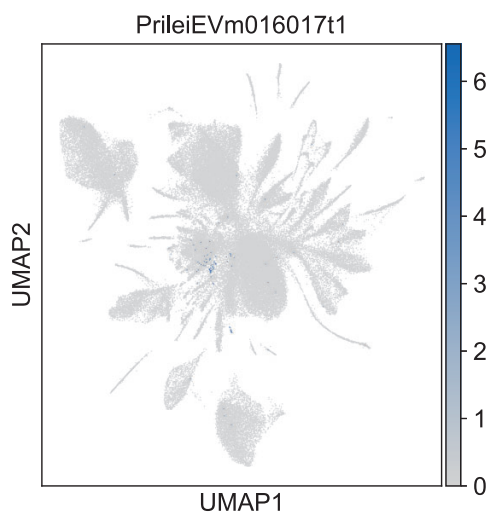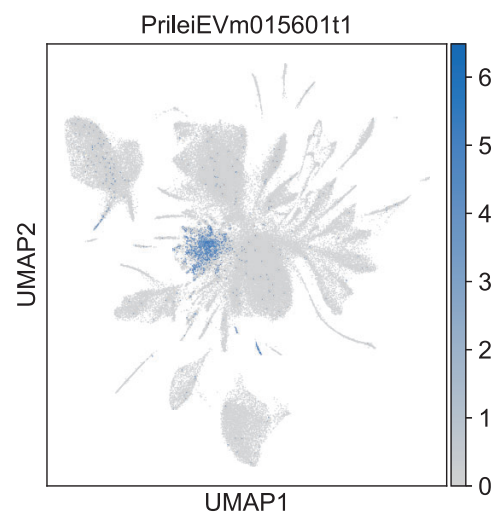

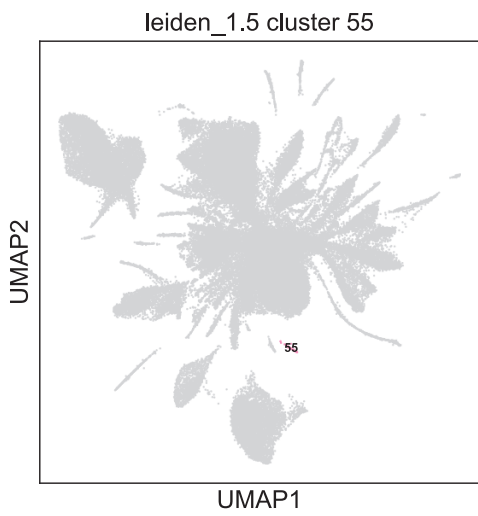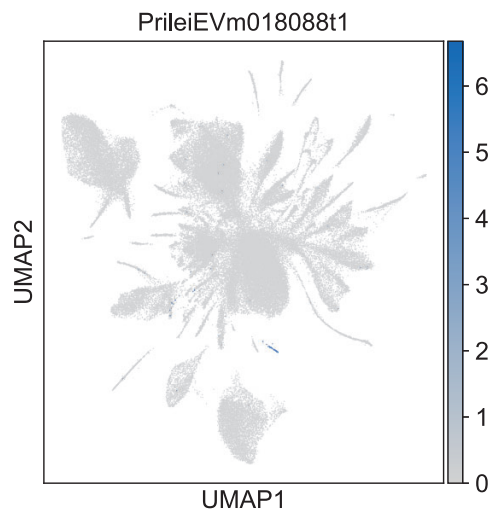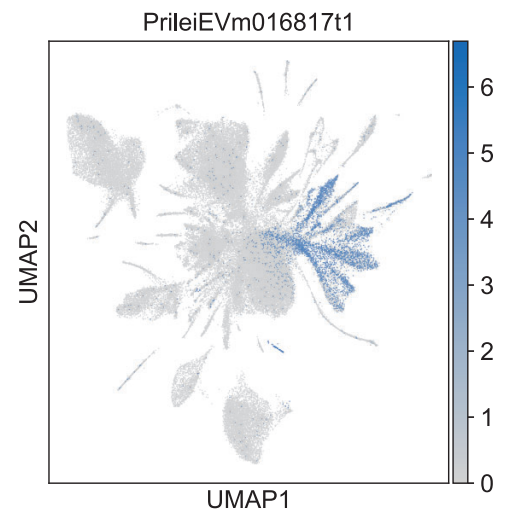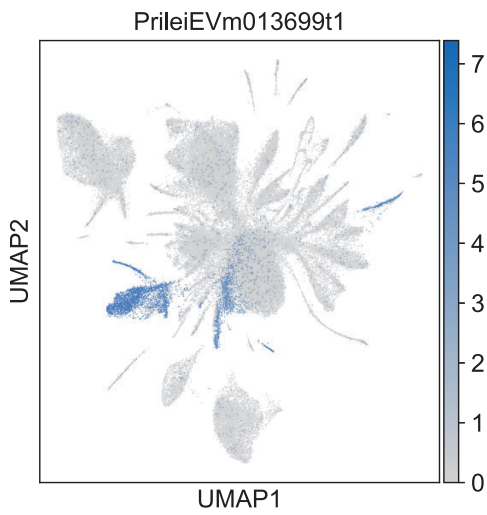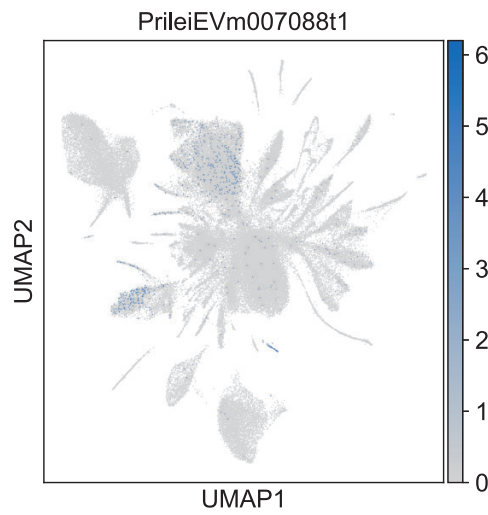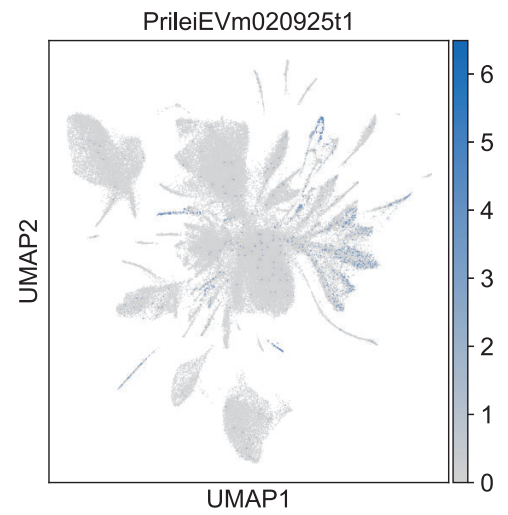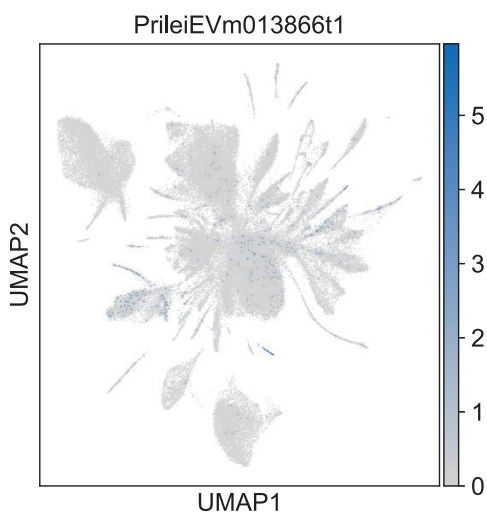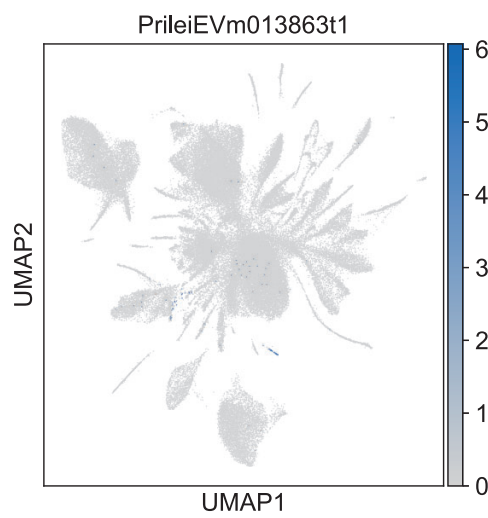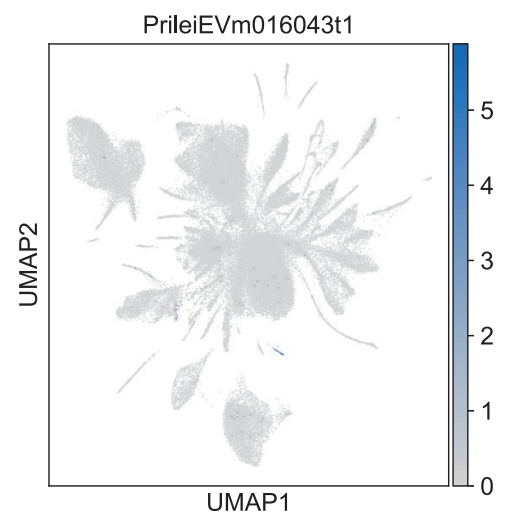

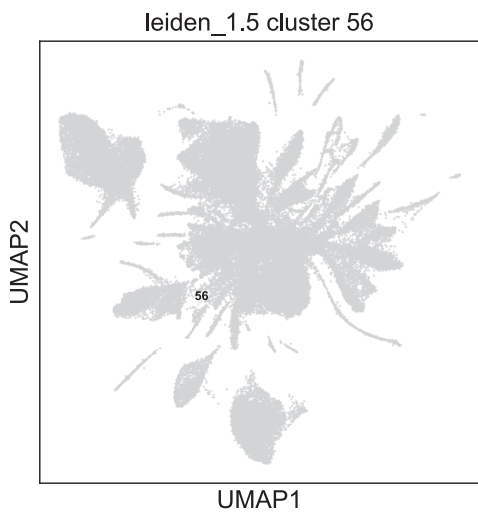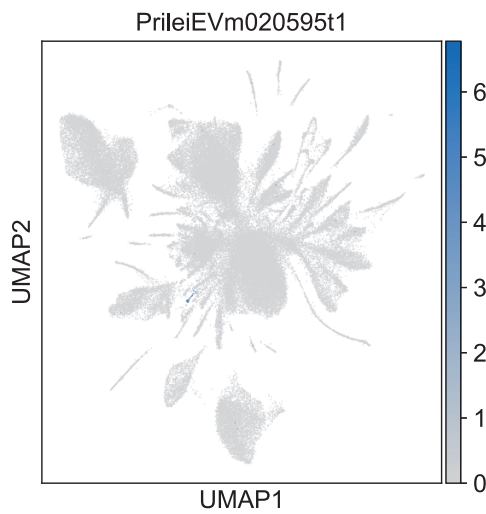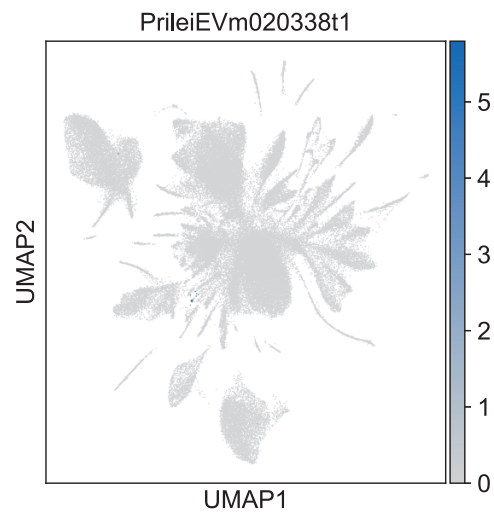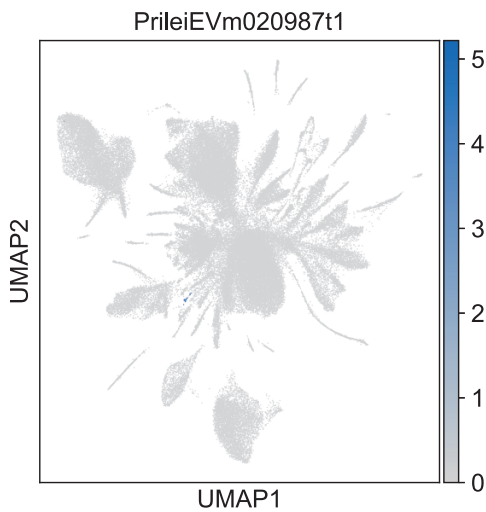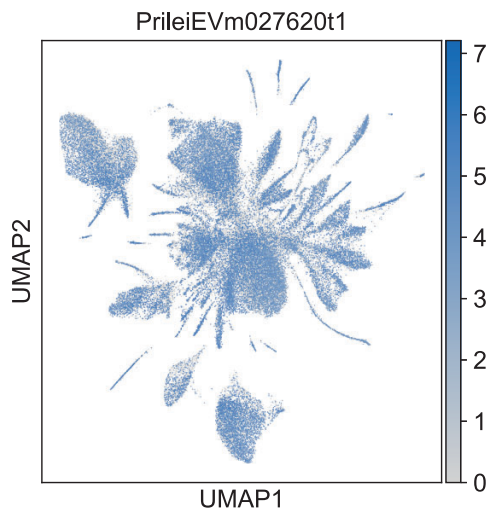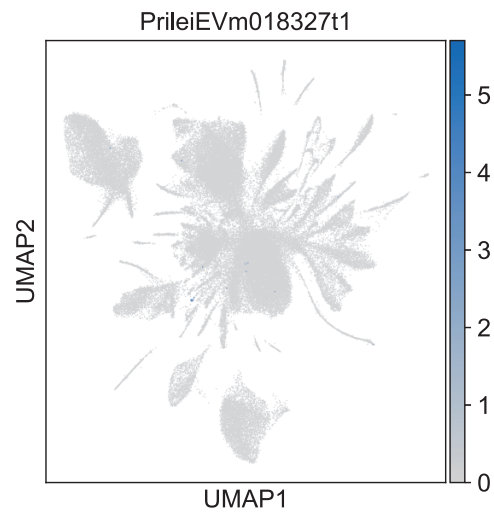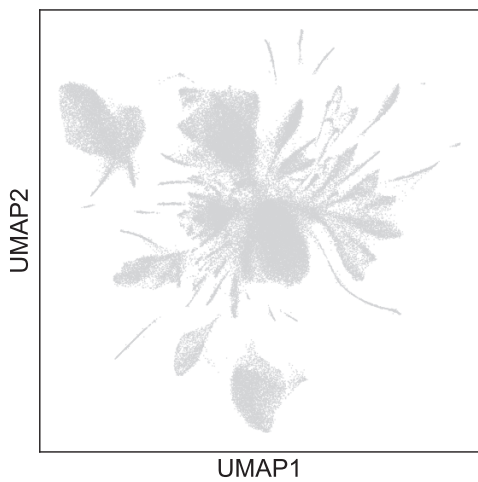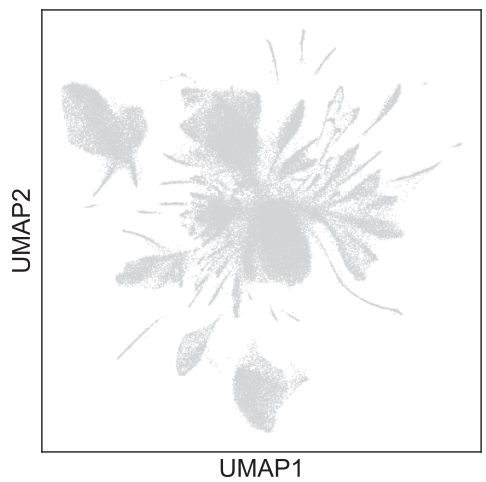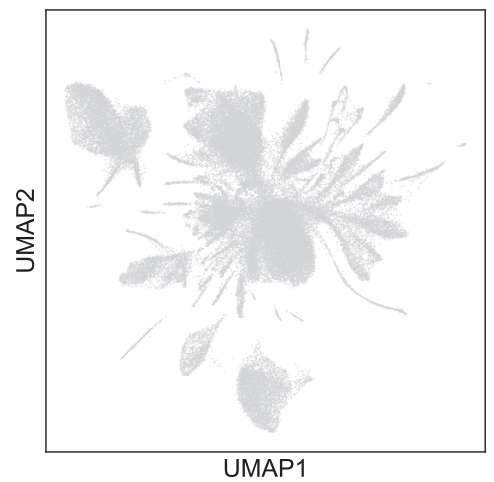

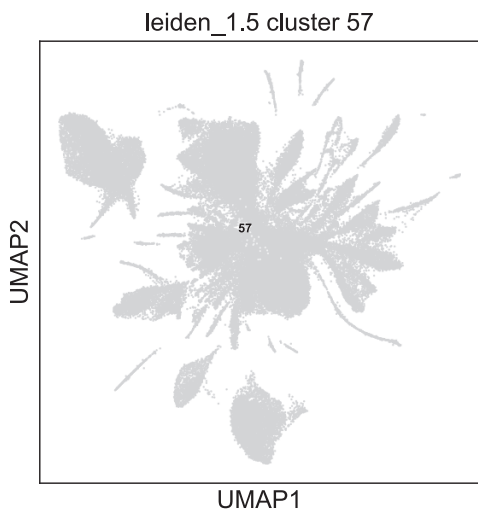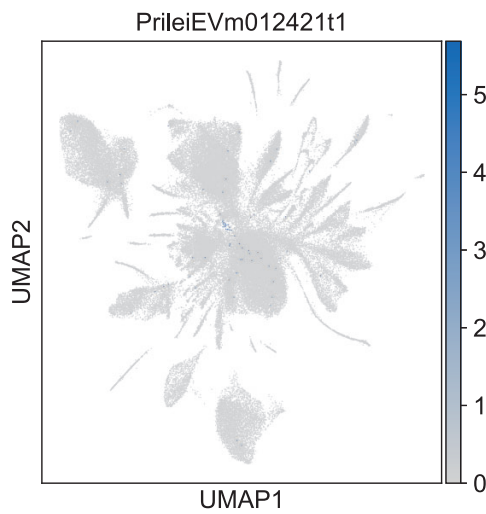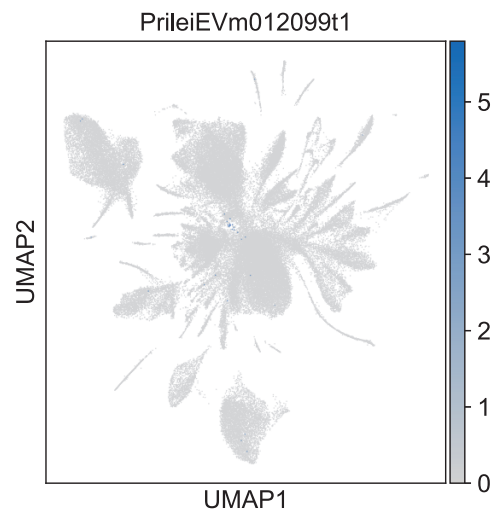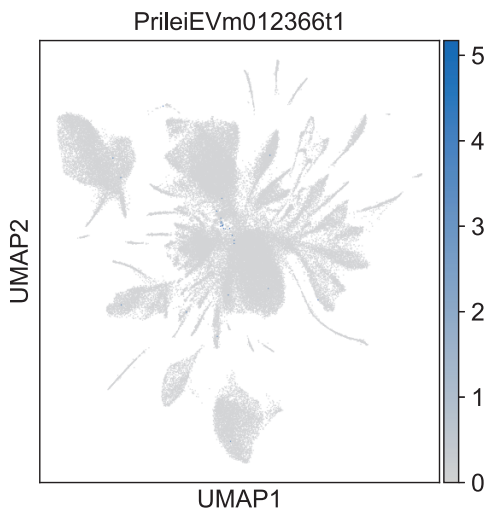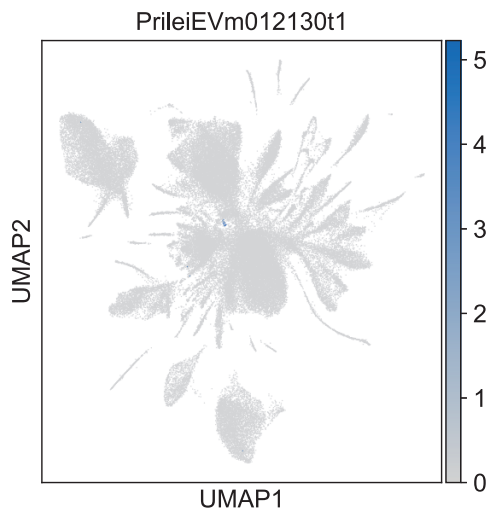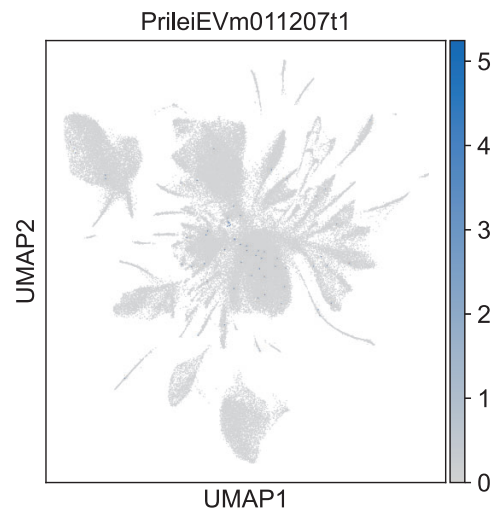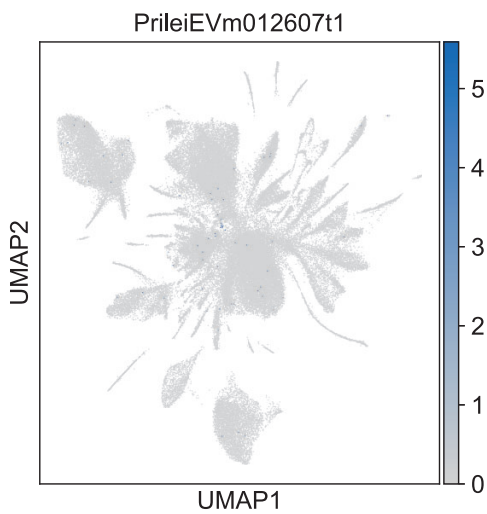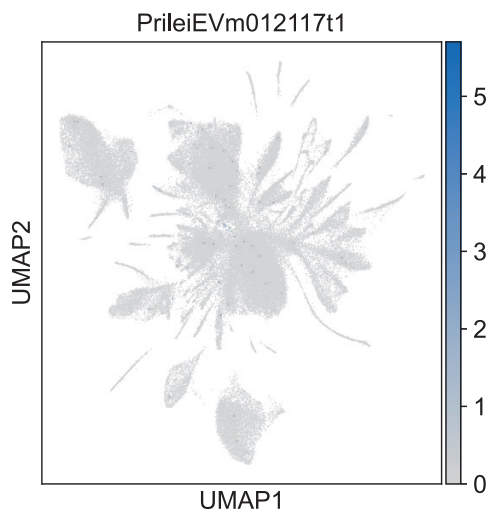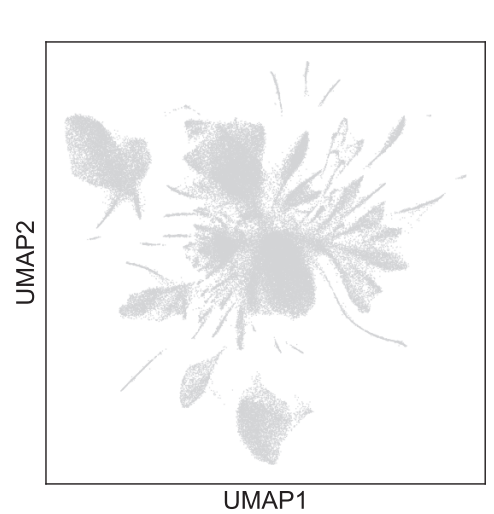

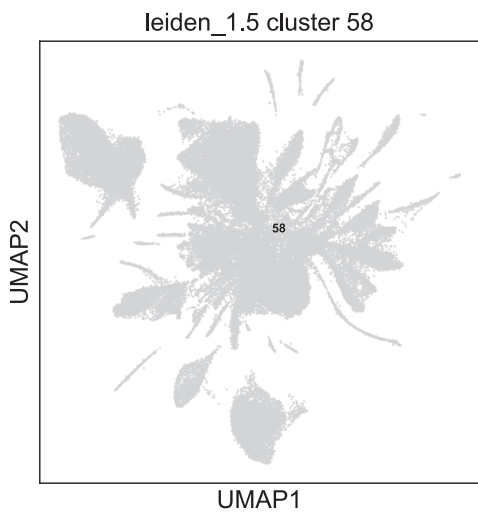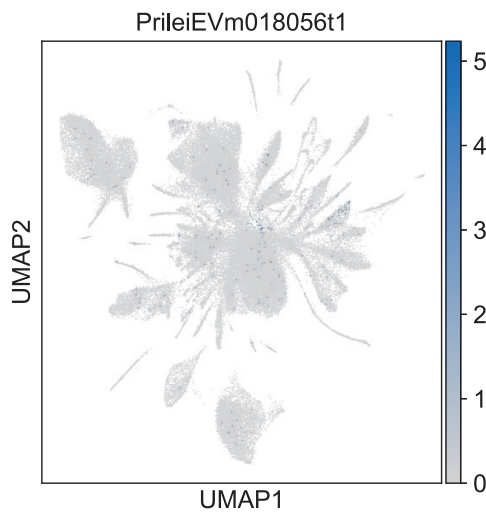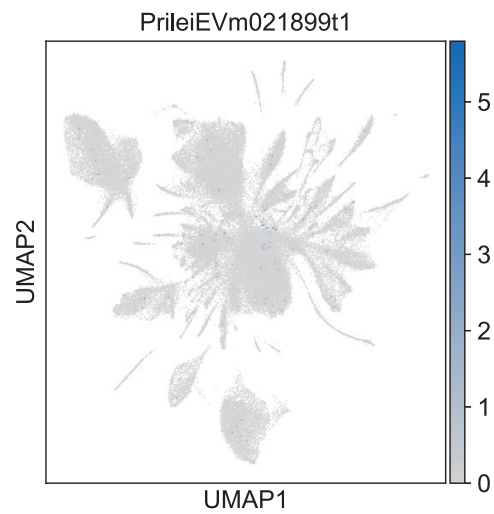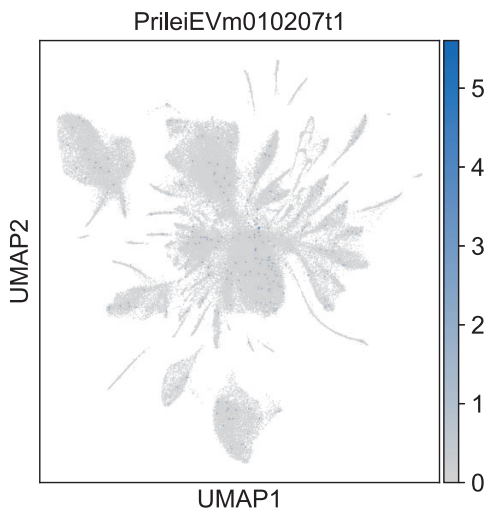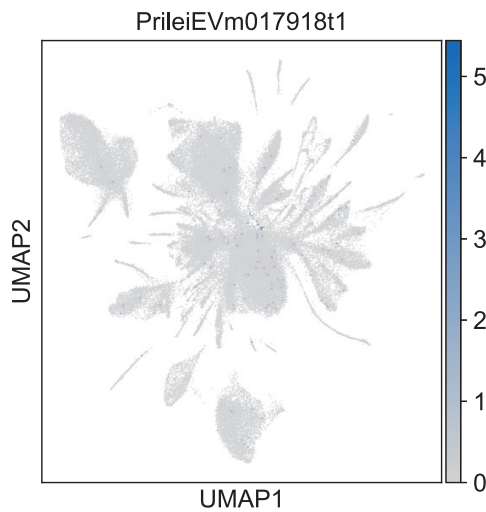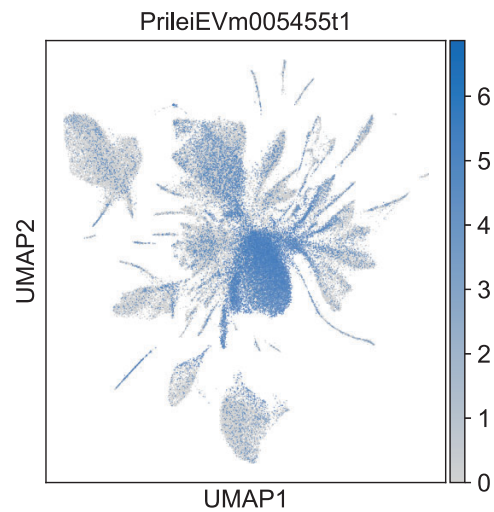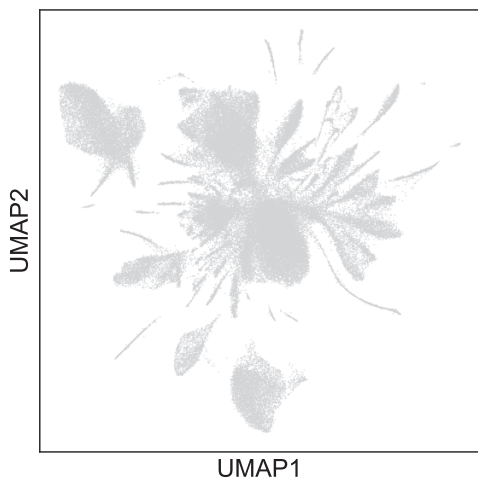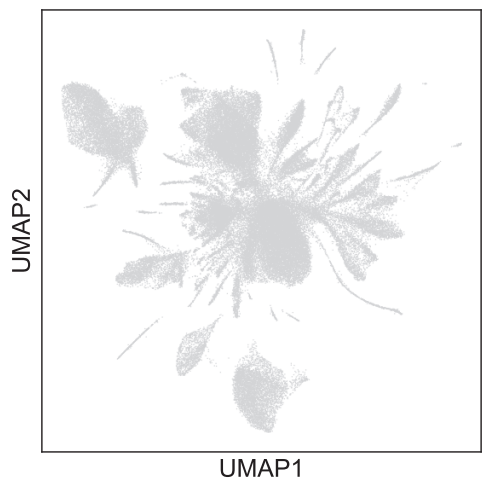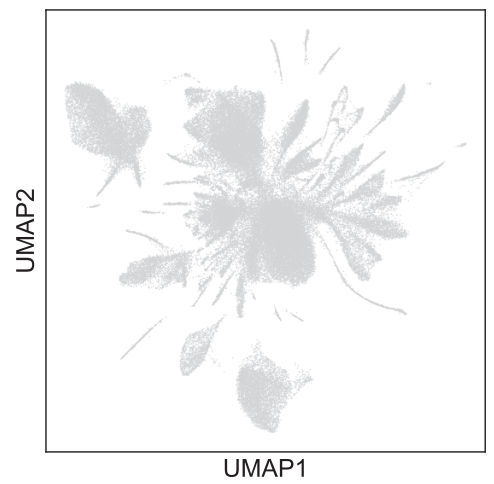

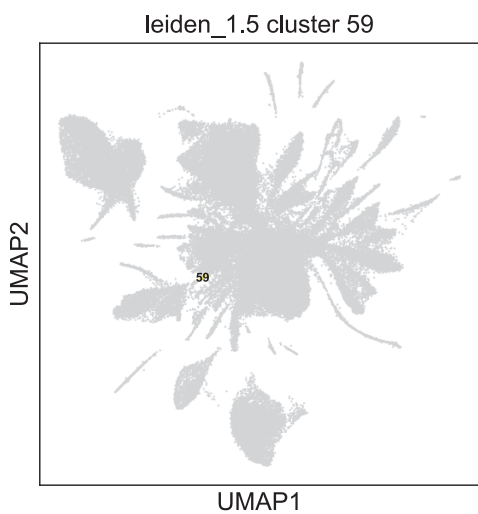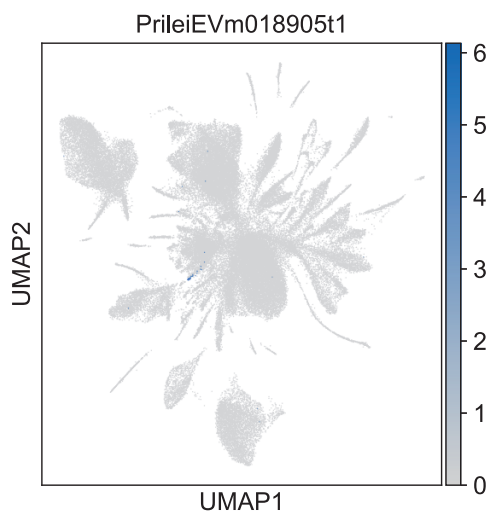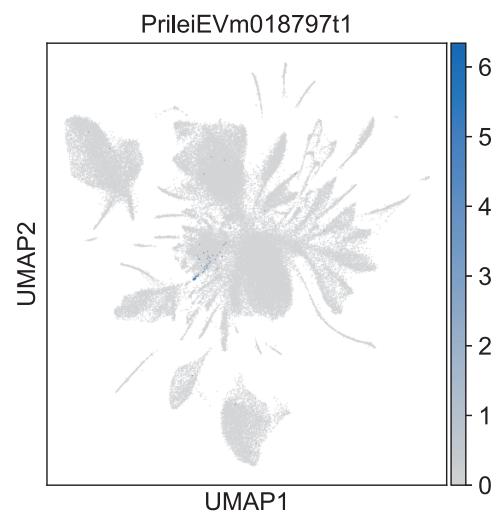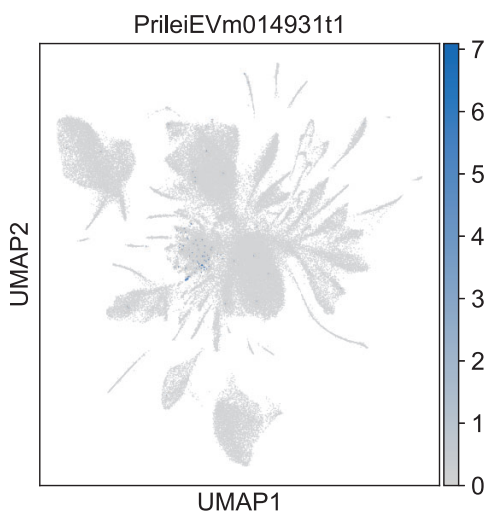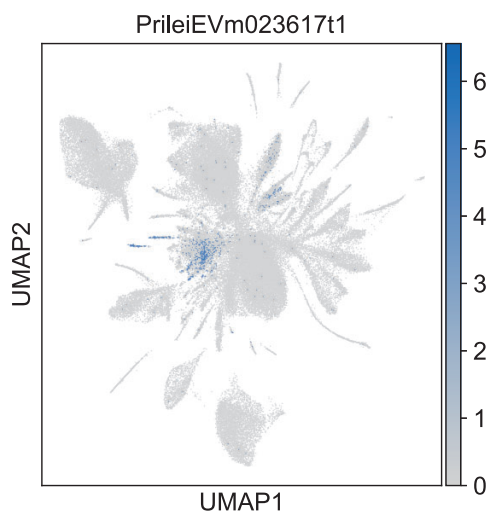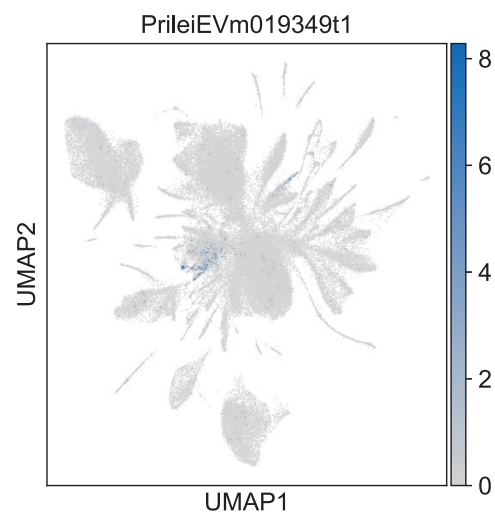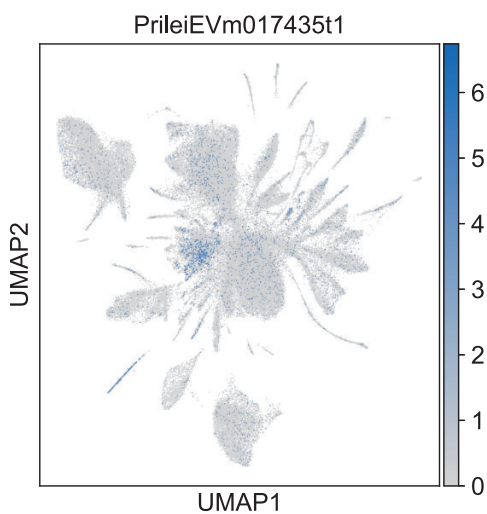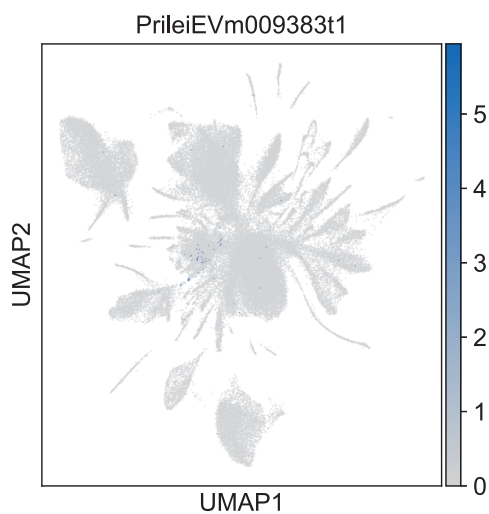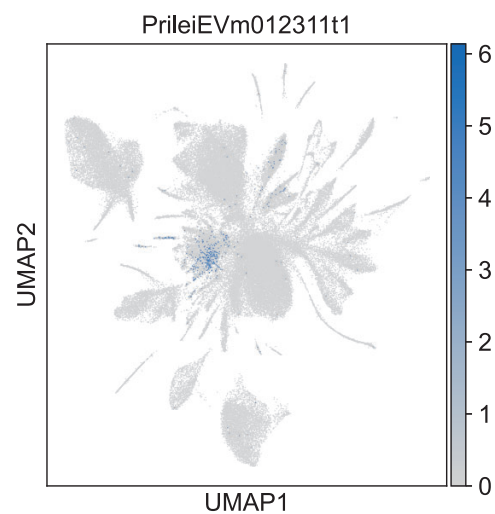

**Supplement:** Supplementary file 8 — Supplementary Data 5

How the deposited data were processed for this re-analysis (not part of the article)

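The data are UMI counts from 3 SPLiT-seq experiments on whole adult *Pristina leidyi* at mixed stages, dissociated with ACME, with about 120 worms per sample. The experiments consist of 2, 3 and 4 sub-libraries, 9 in all. A long-read (Iso-Seq) sample that went into the transcriptome was not analysed here. The in situ images and cell sorting of the paper were not analysed here.

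The authors made the deposited counts from their reads as follows. Adapters were removed with CutAdapt, barcodes were matched with the SPLiTseq toolbox allowing a distance of up to 1 base, reads were aligned with STAR to the authors' own transcriptome, which merges long-read transcripts with an earlier assembly through EvidentialGene, and UMIs were counted per transcript and cell with the Drop-seq tools. Cells with at least 50 genes were kept. The deposited counts are whole UMIs, not normalised, for all sub-libraries together and before doublets were removed. They form a matrix of 27,759 transcripts by 80,387 cells with 9,249,422 entries above 0. Transcript names are those of the authors' assembly, and gene names come from the paper's text, figures and supplementary tables, where they are matches to other species. No genome was used.

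From there, Scrublet as built into scanpy 1.11.5 was run on each experiment, and cells with a score over 0.14 were left out, as in the paper, which were 1.77%, 3.62% and 3.31% of the cells of experiments 1, 2 and 3. Solo was not run, so that some doublets that the paper left out remain. Cells with 700 or more transcripts or with 900 or more UMIs were left out. The paper's filter on transcripts with over 1000000 UMIs left out 1 transcript, and 27,758 were used. This filter was taken from the paper's methods, but the design fixed beforehand did not spell it out. Counts were normalised to 10000 UMIs per cell and log1p-transformed, a step the paper's methods do not name but its colour scales show. The 18000 most variable transcripts were each divided by their SD, 105 principal components and 45 neighbours were used, and Leiden clustering was run at resolution 1.5 (leidenalg 0.10.2, igraph 0.11.9, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9 for figures). The 73 transcripts chosen by name in advance were kept out of the clustering. Those picked from the test for their large changes were not kept out unless they are among the 73.

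Clusters were named from 280 markers of 46 cell types, taken from the paper's tables. A marker counted in a cluster with a log2 fold change of at least 1 over all other cells, after adding 10 CPM, and at least 10 UMIs. A cluster took the name of the type with the highest mean log2 fold, where that mean was at least 1 and at least 3 markers and at least 50% of the type's markers counted. It stayed without a name where its 10 leading transcripts held more markers of another class than of its own. A limit on clusters with few UMIs was also set and left out no cluster. These limits were set after a listing of the marker scores had been seen, and they left 0.683%, 1.83% and 1.94% of the cells of the 3 experiments without a name. The *piwi* 2-like cluster has none of its own markers among its 10 leading transcripts, which are transcripts of abundant proteins, and it was named from all its markers. The gut progenitor-like and epidermis 1-like clusters also have none of their own markers among their 10 leading transcripts. The same holds for smaller clusters of the epidermis 3-like, *globin*-like and neurons 1-like types.

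The depth of the kept cells was a median of 120, 113 and 104 UMIs per cell in the 3 experiments. At this depth a single cell shows only abundant transcripts, so expression was measured on UMIs summed over all cells of a type in an experiment. For small types these sums are shallow, and where a transcript had 0 UMIs the limit given is that of 3 counts. Shares of cells carry 95% exact binomial intervals, which cover counting error only.

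The replicate is the experiment. For the transcripts enriched in *piwi*-like cells, UMIs were summed per experiment over *piwi*-like cells and over all other cells in named clusters, giving 6 sums. They were tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test, Benjamini-Hochberg adjustment) in R 4.3.3, with an adjusted p under 0.05 and a log2 fold change over 1.5. The cell barcodes carry the library, which the sample labels give as experiment 1, 2 or 3, so both sums of an experiment come from the same worms. The deviations of the 2 sums of an experiment from their group means correlated at 0.152, 0.236 and 0.430 over the 15,657 transcripts, against at most 0.0133, -0.0139 and -0.196 with a sum of another experiment, so the experiment numbers pair the sums, and a fit with the experiment as a block was run as an alternative. The same test was tested on simulated data drawn from the means and totals of these sums, with 200 of 15,657 transcripts changed by a log2 fold change of 2. It tested 15,006 transcripts, called 44 of the 184 changed ones it tested (23.9%), called 5 unchanged ones (10.2% of its calls) and gave none of the changed ones the wrong sign. The median estimates were 2.00 and -2.09. Most changes of this size were missed in this simulation, which holds few changed transcripts, and it does not give the share missed in the real sums.

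Markers of differentiated types in *piwi*-like cells were compared as the share of cells with a UMI after each cell was thinned to 50 UMIs, beside *globin*-like and muscle-like cells as background. The UMIs per cell of *vigilin*-like cells were compared with an exact sign-flip permutation test. PAGA was run on the named clusters, and potency was the weighted degree in its tree. *Piwi*-like cells were clustered again with 35 neighbours, 25 components and resolution 0.4. The median of the epigenetic regulators was set against 10000 random lists matched in 20 bins of mean expression.

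The transcripts reported by name are those the paper's text or Fig. 1 to 9 name, the globins and linker chains at the head of the paper's table for cluster 4, the *pumilio* and *PL10* transcripts of Supplementary Data 13, and from the test the 5 with the largest rise and the 3 with the largest fall past the threshold and changed alike in all 3 experiments. Values for these in the paper's tables had been seen when the list was made. Rise and fall were ranked by the fitted log2 fold change. The list, the markers, the main tests and all alternatives were fixed before the data were examined, and no alternative was added later. The limits for naming clusters and some tests of explanations, which the closing section names, were set later. The alternatives were leaving out each experiment in turn, the experiment as a block, DESeq2 1.42.0 with its size factors, limma 3.58.1 with the named clusters as replicates as in the paper, no filter on low counts, thinned cells, *piwi* 1-like and *piwi* 2-like clusters only, all transcripts in the clustering, listed transcripts also left out of it, no log1p, other resolutions, another random seed, no doublets left out, a lower Scrublet limit, and other ways of counting each share.

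The WGCNA modules and their network, gene ontology and functional category analyses and the annotation of transcripts and TFs were not repeated. Supplementary Data 10 was read in part only and was not used here.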

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

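The test against free RNA below was chosen only after the result was seen.

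PrileiEVm019490t1 alone held 22,126,644 of the 34,136,423 UMIs of the 3 experiments, 64.8%, while the next most abundant transcript, PrileiEVm023763t1, held 355,628 UMIs. It drew attention because the paper leaves it out through its filter on high counts, and neither its text nor the parts of the supplementary tables read here name it. Its share was 64.6%, 63.4% and 65.9% in experiments 1, 2 and 3, a mean of 64.6% ± 1.25, and in the single cells it ranged from 1.97% to 95.7% with a median of 61.4%. Its name gives no product, and no sequence was used here. A transcript this abundant in every cell could be RNA that left broken cells and spread evenly over the others. That was tested by its UMIs per cell in each broad type. Free RNA spread evenly would give all types of an experiment about the same number. The type with the highest median had 10.5, 5.36 and 9.93 times the median of the lowest type in experiments 1, 2 and 3, and *vigilin*-like cells were the highest in all 3, with medians of 944.5, 552.5 and 1,072 UMIs. The lowest medians were 90 in eleocyte-like, 103 in *polycystin*-like and 108 in neuron-like cells. This argues against free RNA at the same number in every cell as the whole source, for which the lowest of the 3 ratios, 5.36, is too high. These ratios also carry the depth of the cells. In experiment 2 *vigilin*-like cells had a median of 257 other UMIs and *polycystin*-like cells 77. As a share of UMIs it was 79.4%, 70.0% and 83.0% in *vigilin*-like cells and 56.6%, 58.3% and 60.8% in those 3 lowest types. Free RNA taken up with the depth of a cell was not tested. A part that is free RNA stays open, as does an effect of the protocol that favours 1 transcript, such as ribosomal RNA primed in every cell. The design holds no condition that would separate a biological cause from these, and no biological explanation was tested.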

How the results depend on the processing

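No alternative was added after the results were seen. Across 21 main results, 192 of 213 alternative values kept their direction and stayed within the replicate spread, or within 1.5 times the count. For results given as a mean with a replicate spread, leaving out an experiment cannot move the mean beyond that spread. Those values among the 192 are therefore no test of it. The other 21 of the 213 values, in 14 results, are given here. For those not explained by their own construction, the cause was not tested.

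Several of them follow from what was counted. The *piwi*-like share was 21.0% by clusters and 6.26% when only cells with a UMI of 1 of 5 stem cell transcripts were counted. The ratio of UMIs per cell in *vigilin*-like cells was 2.28 by medians and 2.00 by means. With cells not thinned, 1.96%, 8.97% and 6.44% of *piwi*-like cells had a UMI of the gut, neuronal and epidermis marker, against 0.926%, 5.07% and 3.10% at 50 UMIs. Transcripts per cluster fell from 12,101.7 to 6,207.3 with at least 3 UMIs asked for. With all clusters in the graph, the potency rank of the best *piwi*-like cluster was 2 in place of 1. *Piwi*-like cells fell into 14 subclusters at resolution 0.6 in place of 9.

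The counts of transcripts by edgeR's quasi-likelihood test moved with the experiments used. With each experiment left out in turn, enriched transcripts ranged from 936 to 2,049 (1,473 with all), those with a log2 fold change over 2 from 808 to 1,183 (761, the highest without experiment 1) and lower transcripts from 1,740 to 3,332 (3,558). Enriched epigenetic regulators ranged from 30 to 80 (88), and adjusted over the list alone from 41 to 103 (96). Without experiment 2, the one with the most UMIs in *piwi*-like cells, the lowest counts of enriched and lower transcripts and of regulators were reached. Without it 926 of its 936 enriched transcripts were among the 1,473, and 140 of the regulators still had a positive log2 fold change.

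Taking the named clusters as replicates in limma, as the paper does, gave 413 enriched transcripts, 222 with a log2 fold change over 2, 43 lower ones, 46 enriched regulators, 50 adjusted over the list alone, and 56 with a positive log2 fold change. This fit tested 5,219 transcripts and 58 regulators, so fewer calls were possible. Of its calls at any fold, 846 higher and 86 lower, 90.8% were higher ones. In edgeR's test on the 6 sums these were 2,190 and 3,963, with 35.6% higher. Without a filter on low counts 1,190 transcripts had a log2 fold change over 2. With cells thinned to 50 UMIs, 8,193 transcripts could be tested and lower ones fell to 1,511. Of the calls at any fold there, 1,486 higher and 1,690 lower, 46.8% were higher ones.

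The fit with the experiment as a replicate block, which the pairing of the sums allows, gave 1,456 enriched transcripts and 120 enriched regulators. By edgeR with Benjamini-Hochberg adjustment, it brought 5 named transcripts under an adjusted p of 0.05. PrileiEVm002913t1 had a log2 fold change of 0.99 and an adjusted p of 0.00313 (range 0.00313 to 0.315 over the alternatives, limma and DESeq2 included, higher in 3 of 3 experiments), PrileiEVm004244t1 0.91 and 0.00452 (0.00452 to 0.824, higher in 3 of 3) and PrileiEVm025662t1 1.03 and 0.00289 (0.00289 to 0.547, higher in 3 of 3). PrileiEVm003917t1 had -1.13 and 0.0243 (0.0243 to 0.437, lower in 3 of 3) and PrileiEVm010161t1 -1.12 and 0.00486 (0.00486 to 0.592, lower in 2 of 3). PrileiEVm004244t1 was also under 0.05 with thinned cells, at 0.0492, and PrileiEVm002913t1 with no filter on low counts, at 0.0459, and with *piwi* 1-like and *piwi* 2-like clusters only, at 0.0289. The block raised the transcripts higher at any fold from 2,190 to 3,400. The block changed no other call of a named transcript.

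Of 1,051 alternative log2 fold changes of 78 named transcripts, 974 kept their direction and their side of the threshold, 65 lost significance, 8 gained it and 4 reversed. With only *piwi* 1-like and *piwi* 2-like cells as *piwi*-like, PrileiEVm006872t1 reversed to -0.16 and PrileiEVm024302t1 to -2.43. The *nidogen*-like cells were then left out of both sides. Under limma with clusters as replicates PrileiEVm002621t1 reversed to 0.86 and PrileiEVm012030t1 to 0.00613. Of 288 alternative CPM values 287 stayed within the spread between experiments, and PrileiEVm014251t1 moved to 54,543 CPM with all transcripts in the clustering. The 288 values include means with an experiment left out. With so few experiments such a mean always lies within the SD, so these values could not have moved. Only the values with all transcripts in the clustering, for 72 transcripts, test the CPM.

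Depth limits what can be called. Experiment 1 holds 153,093 UMIs in *piwi*-like cells against 1,709,590 in experiment 2, so low transcripts of experiment 1 rest on few UMIs, and in types such as *ldlrr*-like, with 488 UMIs in experiment 1, transcripts of low abundance are often not detectable there.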

Differences from the paper's values

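The paper's reported number of enriched transcripts is 735, and 1,473 were found here. Of the alternatives set before the data were examined, leaving out experiment 2 (936) and thinning each cell to 50 UMIs (1,054) came within 1.5 times the paper's number. The others did not, namely leaving out experiment 1 (2,049) or 3 (1,562), DESeq2 (1,567), no filter on low counts (2,131), the replicate block (1,456), *piwi* 1-like and *piwi* 2-like clusters only (1,922), limma with the clusters as replicates (413), no log1p (1,970), all transcripts in the clustering (1,479), resolution 1.0 (1,482), no doublets left out (1,477) and listed transcripts left out of the clustering (1,738). The paper's test took clusters as replicates and the one here the 3 experiments.

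With a log2 fold change over 2, the limit in the paper's text, Supplementary Data 13 holds 382 transcripts, the paper's value, and 761 were found here. Thinning each cell to 50 UMIs, with 548, came within 1.5 times that number, and none of the other alternatives did, which gave 222 with limma and clusters as replicates and between 733 and 1,190 otherwise.

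The paper's log2 fold change of *piwi-1* (PrileiEVm003567t1) is 2.62385, and here it was 2.04279. Leaving out experiment 3 gave 2.32, within 1 standard error of the test here, and no other alternative did so, with values from 1.92 to 2.25.

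The paper's log2 fold change of PrileiEVm010996t1 is 3.0176, and here it was 2.62381. It came within 1 standard error without experiment 1 (2.74), 2 (2.79) or 3 (2.88), with DESeq2 (2.64), with no filter on low counts (2.83), with *piwi* 1-like and *piwi* 2-like clusters only (2.83), with thinned cells (3.02), with limma and clusters as replicates (2.88), without log1p (2.91) and with listed transcripts left out of the clustering (2.69). It did not with the replicate block (2.57), all transcripts in the clustering (2.53), resolution 1.0 (2.61) or no doublets left out (2.60). Across the 735 transcripts of Supplementary Data 13, which are not independent, the log2 fold changes here correlated with the paper's at a Pearson r of 0.882, with the same sign in 735 and a median of 1.77 against the paper's 2.04.

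Of 72 transcripts that the paper gives for a type from these same cells, 54 were highest in that type in 3 of 3 experiments, 10 in 2, 4 in 1 and 4 in 0. The paper does not state for all of them that they are highest there, and it gives several TFs as shared with other types. Some statements of the paper go against the values here. The paper states that the epigenetic regulators were all enriched in *piwi*+ cells. Of the 156, 152 could be tested, 145 had a positive log2 fold change and 88 passed an adjusted p under 0.05 by edgeR with Benjamini-Hochberg adjustment. The number that passed as higher was highest with the replicate block, at 120, where 1 other was lower. Without experiment 1 all 156 could be tested and 154 were positive. The paper finds metanephridia, which formed no named cluster here except without log1p. The paper states that *hnf4* (PrileiEVm006891t1) is excluded from *lumbrokinase*+ cells, and here this was not so in 1 of 3 experiments, with 92.5 CPM in lumbrokinase-like cells of experiment 3 against 14.4 CPM in all named cells that are not gut-like. In experiments 1 and 2 it had 11.5 and 0 CPM there, against 17.7 and 36.2 CPM.

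The paper's own numbers differ in places from each other. Its text gives a limit of 2 for the log2 fold change of the 735 transcripts, while Supplementary Data 13 starts at 1.50. PrileiEVm022498t1 is called *h2a* in Fig. 7 and *h3* in Fig. 9.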

Other observations

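The tests on library batches, on days without food, on free RNA for the gut, neuronal and epidermis markers on free RNA in lipoxygenase-like cells and on the share of marker UMIs in epidermal progenitor-like cells were chosen only after the results were seen.

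The share of *piwi*-like cells differed between the experiments, with 33.9% in experiment 2 against 15.8% and 13.3%. A difference in depth could shift cells between clusters. Against this, the 735 transcripts of Supplementary Data 13, summed over all kept cells without any clustering, were higher in every sub-library of experiment 2 than in every sub-library of the others, and the lowest of experiment 2 was 1.33 times the highest of the others. Depth alone therefore does not account for the difference. Other explanations stay open. Sub-libraries of 1 experiment differed by at most 4.72 percentage points, which leaves a difference between library protocols possible, since each experiment had a protocol of its own. The days without food also differed, and the paper proposes nutrition as the reason. The share of cells did not follow the days in 1 direction, since the middle number of days gave 13.3%, the lowest share. The transcripts of Supplementary Data 13 did, with 18.3% to 18.6% of the UMIs of a sub-library after 4 days, 13.3% to 13.8% after 7 days and 11.2% to 11.9% after 12 days. With 1 experiment per number of days the protocol and the days cannot be told apart.

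UMIs of differentiation markers in *piwi*-like cells could come from free RNA or from doublets. The intervals of the neuronal and *polycystin* marker PrileiEVm025662t1 lay above those of *globin*-like and muscle-like cells in 3 of 3 experiments, and so did those of the epidermis marker PrileiEVm008287t1, in 3 of 3. This argues against free RNA that reaches all types alike as the whole source of both. Other types outside the marker's own were not compared in this way. For the gut marker PrileiEVm022781t1 the intervals lay apart in 1 of 3 experiments, and its share was 0.926% ± 0.351 in *piwi*-like, 0.685% ± 0.183 in *globin*-like and 0.163% ± 0.0134 in muscle-like cells, so free RNA stays open for it at this depth. If the cells with these UMIs were doublets, they would carry the other markers of the same type at about 50% of the level of that type's own cells. They lay at most 8.89% of the way from *piwi*-like cells without the marker to the own cells, over 3 markers and 3 experiments, which argues against doublets as the main source. Low expression in *piwi*-like cells is a candidate explanation for the neuronal and epidermis markers. It remains a hypothesis, and no biological explanation was tested.

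The higher number of UMIs in *vigilin*-like cells could be due to a few very abundant transcripts. The 20 transcripts with the highest fold in the cluster held 38.4%, 8.90% and 32.5% of its UMIs in the 3 experiments. Without them the ratio of the medians was 1.19 in experiment 1, 2.12 in experiment 2 and 1.64 in experiment 3. As it stayed above 1 in all 3, these transcripts are not the whole cause, but in experiments 1 and 3 they account for most of the difference. The paper's own reading, larger cells, was not tested here.

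The higher level of the epigenetic regulators in *piwi*-like cells could reflect a general shift of transcripts of their abundance. Their median log2 fold change of 1.24 lay above that of all 10000 random lists of matched expression, of which the highest reached 0.24, and this argues against a general shift. Some of the regulators are also in Supplementary Data 13, which was chosen on these cells, and the median of the 111 that are not in it was 0.99.

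Other splits of the 6 sums into 3 and 3 were fitted in the same way. Of the 10 splits, only 1, the real one, gave 1,473 enriched transcripts, only 1 gave 536 enriched transcripts of Supplementary Data 13 and only 1 gave 88 enriched epigenetic regulators. The other 9 gave 0 by edgeR in each case, and between 29 and 297 enriched transcripts at an unadjusted p under 0.05, against 1,514 in the real split. The 3 others that part all 3 pairs of sums gave 29, 78 and 169. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count. No other tool was run on the splits.

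With the experiments pooled, lipoxygenase-like cells had the second highest CPM of all 7 globin and linker chain transcripts, which in experiment 2 alone held for 1 of the 7. Summed, these had 3,316, 1,476 and 24,649 CPM in lipoxygenase-like cells of experiments 1, 2 and 3, against 546, 1,033 and 1,574 CPM in muscle-like cells and 448, 1,610 and 2,384 CPM in neuron-like cells. The ratio to the higher of the latter was 6.07, 0.917 and 10.3, where free RNA should reach all types alike. In experiments 1 and 3, with ratios of at least 6.07, this argues against free RNA as the whole source. In experiment 2 there was no excess over neuron-like cells, and free RNA stays open there. The excess was not particular to globins. The histones PrileiEVm022498t1 and *h2b* had 1,421, 3,335 and 152 CPM in lipoxygenase-like cells of experiments 1, 2 and 3, the first from 3 UMIs, against 168, 587 and 131 CPM in named cells of other types than *piwi*-like. Myosin and actin had 474, 1,226 and 4,497 CPM, against 489, 754 and 611 CPM in named cells of other types than muscle-like. Doublets with a *globin*-like cell could also bring them in. In lipoxygenase-like cells with a globin UMI these transcripts took 8.12%, 7.10% and 31.2% of the share of UMIs they take in *globin*-like cells, where about 50% would be needed for doublets and under 25% would argue against them, and experiment 3 lies between these limits. Experiment 1 rests on 26 cells. Doublets stay open, and no biological explanation was tested.

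Epidermis-like cells held 18.9% ± 10.7 of the UMIs of *mcm2* and 14.8% ± 10.6 of those of *pcna*. Cells cycling in the epidermal progenitor-like cluster were a hypothesis for this. The summed CPM of *pcna*, *mcm2*, PrileiEVm022498t1 and *h2b* in epidermal progenitor-like cells was 0.0955, 1.06 and 1.19 times that in other epidermis-like cells in experiments 1, 2 and 3. The value of experiment 1 rests on 1 UMI in 85 cells. Whether these cells cycle more than other epidermis-like cells therefore stays open. They held 0.952%, 16.0% and 5.05% of the UMIs of the 4 transcripts in epidermis-like cells, with 1, 100 and 34 UMIs against 104, 524 and 639 in the others, which argues against this cluster as the main source. Cells of *piwi*-like type placed in epidermis-like clusters were not tested.

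The *piwi* 2-like cells, which have the highest potency score, are led by transcripts of abundant proteins and had few UMIs, with medians of 83, 95 and 83 against 122, 103 and 103 outside the *piwi*-like clusters. They could be shallow cells with no stem cell transcripts. The summed CPM of *piwi-1*, *nanos*, *vasa*, *pcna* and *mcm2* in them was 9.25, 4.52 and 4.63 times that outside the *piwi*-like clusters, which argues against this. In all 3 experiments it was lower than in *piwi* 1-like cells, with 1,495, 1,278 and 1,016 CPM against 2,049, 1,867 and 1,620 CPM. With the listed transcripts left out of the clustering no cluster took the name *piwi* 2-like. A high degree in the graph that comes from shallow cells resembling many types was not tested and stays open.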
